# Berry-derived gold nanoparticles induce integrated ROS-mediated apoptosis, immune modulation, and transcriptomic remodeling in 4T1 triple-negative cancer cells

**DOI:** 10.1038/s41420-026-03023-z

**Published:** 2026-04-10

**Authors:** Oladapo F. Fagbohun, Adewale O. Oladipo, Chengyu Gao, Babatunde Olawoye, Rachel S. Berry, Jaylah C. Captain, Olive Iragena, Xavier McDougle, Randy J. Harris, Amanda Rollins, Jitcy S. Joseph, Olatomide A. Fadare, Russell Kincaid

**Keywords:** Transcriptomics, Breast cancer, Drug delivery, Checkpoint signalling, Cancer metabolism

## Abstract

Comprehensive molecular and phenotypic characterization of tumor models is still needed for a robust understanding of breast cancer mechanisms and therapies. Here, we explore the genome, transcriptome, and proteome of treated and untreated 4T1 triple-negative breast cancer cells to integrate genomic vulnerabilities and mutational profiling with novel treatment-induced delivery, signaling, and apoptotic responses. Nanoencapsulation (AuNPs) of berry-derived polyphenolic compounds was influenced by limited clinical use due to poor stability and bioavailability. Several physicochemical characterizations employed include TEM, FTIR, and targeted UPLC/MS-QQQ assays. We identified significant mutations to breast cancer-related tumor suppressor genes (TP53, BRCA2, BARD1, CDH1, NF1, and CHEK2) and deciphered the functional consequences leveraging the higher throughput Illumina NovaSeq X and NextSeq sequencing and the highly accurate predictive power of AlphaFold. We found ~5,700,000 single-nucleotide variations (SNVs) and 329448 indels, achieving an important upgrade over existing literature data. Multiple sequence alignment with WT mouse and human protein sequences demonstrated that mutations present in 4T1 cells are within highly conserved motifs of key tumor suppressors, emphasizing their relevance to human breast cancer biology. Key findings from differentially expressed gene enrichment analyses (GSEA) revealed positive gene enrichments of DNA repair regulators and TGF-β signaling, while having negative enrichments of cell adhesion, cadherin and MAPK signaling via PI3K/AKT/MAPK/Wnt pathways, potentially influencing apoptosis and immune evasion intrinsic to cancer. Notably, decreased expression of PIK3CG, PALLD, PTPRZ1, and CDH8 and increased expression of SEMA6C, WWOX, NHEJ1, and MAML3 suggested suppression of epithelial-to-mesenchymal transition (EMT) and metastatic potential. Further assessment of immunohistochemical, immunofluorescent, and flow cytometric data revealed that berry-derived nanoparticles are associated with the modulation of oncogenic transcription factors and linked to induced caspase-dependent execution-phase ROS-mediated apoptosis through pPAK1^Thr212^ dephosphorylation, downregulation of pPI3K^p85αγ(Tyr467/199)^/pAKT1^Thr450^/mTOR signaling, and modulation of pJAK3^Tyr785^/STAT3 pathway supporting transcriptomic and transcriptional reprogramming of 4T1 treated cells. Together, our findings uncover a new strategy to capture berry-derived polyphenols required to regulate apoptosis, autophagy, immune response, and metastasis-related gene networks in breast cancer, thereby underscoring the therapeutic potential of functionalized AuNPs as delivery platforms for dietary phytochemicals.

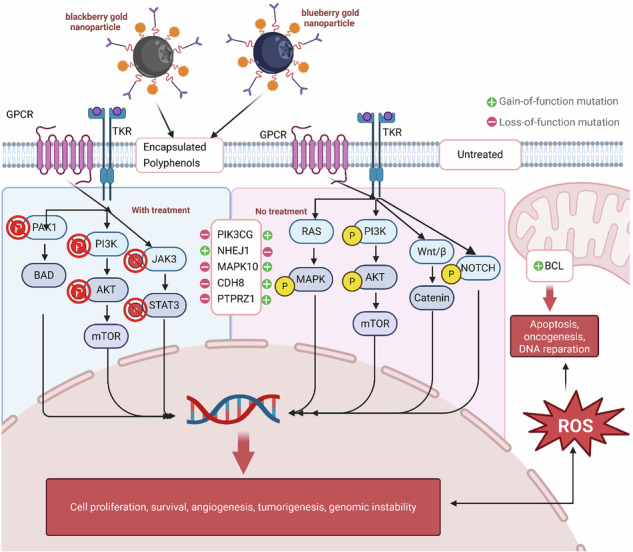

## Introduction

Cancer remains the leading cause of death worldwide, with about 10 million associated deaths in 2020 [1, 2]. Understanding the magnitude of cancer burden and its modifiable risk factors is a molecular catalyst for its effective prevention. Between 2019 and 2025, the total number of cancer deaths globally exceeded 4.45 million [2, 3]. One major type of cancer that remains a complex and prevalent health concern affecting millions worldwide is breast cancer [4, 5]. Despite advances, the functional impact of mutations in breast cancer-associated genes, including BRCA1, BRCA2, PALB2, CHEK2, CDH1, PTEN, STK11, and TP53, remains to be fully elucidated in cancer patient-derived samples. These associated genes play critical roles in DNA repair, genomic stability, cell cycle, apoptosis, and epithelial integrity, leading to disruption in essential processes that increase cancer risks and shape tumor aggressiveness, therapeutic response, and patient outcome [2, 4].

Whether invasive or non-invasive, breast cancer starts when DNA within breast cells becomes damaged or mutated, with the presence of either hormone receptors or human epidermal growth factor 2 (HER2) receptors. Triple-negative (TNBC) and inflammatory breast (IBC) cancers are the most aggressive invasive forms due to their faster growth, infection-mimicking symptoms, and non-existent HER2 and ER receptors. For breast cancer, the regulation of oxidative stress is a crucial factor in its development because excessive reactive oxidative stress (ROS) can lead to DNA damage and DNA replication stress found in activated estrogen, progesterone, and HER2 receptors [6, 7]. There is a link between the signaling pathways controlling tumorigenesis and the regulation of ROS through direct or indirect metabolic mechanisms that influence tumor progression [8–10]. Key pathways include PI3K/AKT, MAPK/ERK, NRF2, PAK1, JAK-STAT, and NFκB, each contributing to cellular proliferation, survival, inflammation, and immune modulation.

Polyphenols are the most prominent natural antioxidants with high health benefits for consumers [11], and berries’ components are laden with high concentrations of these natural health benefits [12–16]. Recent studies have found that polyphenol contributed about 170 mg per 100 g on a dry weight basis in berries [17, 18]. These polyphenols can scavenge free radicals and prevent oxidative stress connected to the development of cancer, especially the inhibitory effects on estrogen receptor-positive (ER + ) breast cancer cells [19–21]. They mainly regulate signaling pathways in cancer metastasis and strengthen the immune system’s ability to identify and eliminate cancerous cells.

Polyphenols are grouped into flavonoids, phenolic acids, stilbenes, and polyphenolic amides and are identified as anticancer agents in recent studies [22]. Specifically, resveratrol was shown to induce p53-dependent apoptosis and reverse DNA methylation and TGF-B1-induced epithelial-mesenchymal transition (EMT) in MDA-MB-231 cells [23, 24]. A study by Nguyen, Lee [25], Sultan, Khalil [26], Kıyga, Şengelen [27], and Srinivasan, Thangavel [28] revealed that quercetin can target PI3K/AKT, STAT, β-catenin, and MAPK signaling pathways leading to the induction of mitochondrial-mediated apoptosis, while kaempferol can activate caspases and increased expression of H2AX and p-ATM in MDA-MB-231 cells. Combined with apigenin, kaempferol has been shown to suppress proliferation, induce cell cycle arrest at G2/M leading to DNA damage correlated with NFκB inhibition and mitochondrial-mediated apoptosis in cancer cells [29, 30]. Genistein, gallic acid, and epigallocatechin gallate are other polyphenols that have been studied to induce G1 cell cycle arrest via the suppression of cell cycle proteins and inhibition of Notch-1/GPR30/AKT/ERK signaling pathways [31–33]. All these polyphenolic compounds can be found in both blueberry and blackberry extracts.

Here, we studied the transcriptomic remodeling in 4T1 cells via RNA-Seq after treatment with berry extracts as well as after berry encapsulation with gold nanoparticles to determine the various changes in the gene-level and transcript-level expression profiles. We highlighted how nanoparticle delivery can modulate key signaling pathways. The concentrations of the different types of polyphenols were measured using a targeted UPLC-QQQ/MS analysis. Moreover, we performed a whole-genome sequence of the 4T1 cells, isolated all the mutated breast cancer-specific genes, and predicted the three-dimensional conformations of the corresponding wild-type and mutant protein isoforms to provide mechanistic insights into how these mutations have contributed to oncogenic signaling and cellular dysregulations. We further expanded the newly discovered 4T1 breast cancer mutational landscape to human breast cancer biology via multiple sequence alignment (MSA). To the best of our knowledge, this is the first report on the application of RNA Seq to measure the expression profiles of blueberry and blackberry AuNPs in 4T1 cells and the relevance of the mutational pattern correlating to human breast cancer therapy.

## Results

### Genomic alterations and variant distribution across the 4T1 tumor genome

A total of 68,059,294 reads aligned to GCA_000001635_GRCm39 genomic RefSeq, yielding 17140456858 mapped bases and 74,000,000 unique reads (71.02%) from 301 average input read length (Fig. 1a, b). Among 7,044,834 processed variants, 77.98% were SNVs and 4.53% were INDELs, with multi-allelic frequencies of 6,849,701 (2 alleles), 170,276 (3 alleles), and 24,857 (4 alleles). Structural variants totaled 10,700, including 5510 deletions and 4855 insertions. The copy number variant metrics had 563 duplications and 2530 deletions. SNPs/INDELs exhibited downstream, intergenic, and upstream genetic expressions (Table 1, Fig. 1, and Fig. S1).

**Fig. 1:**
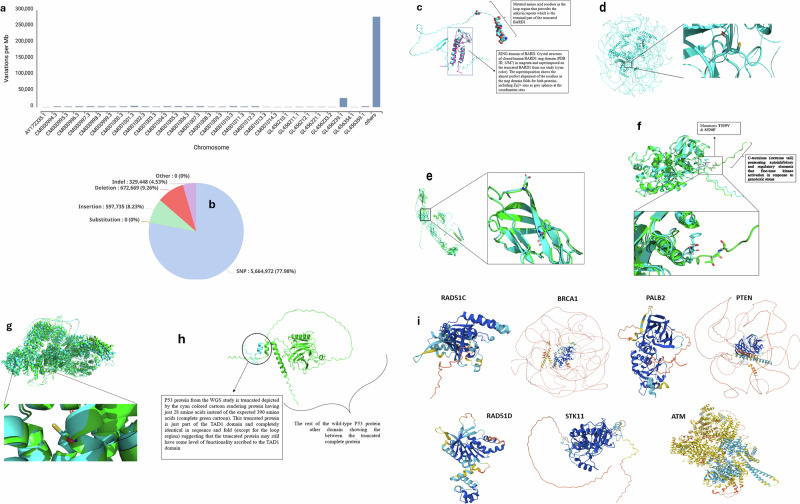
Chromosomal variation density and structural modeling of the mutated breast cancer-predisposition genes in 4T1 cells. **a** Bar graph depicting the density of genomic variations per megabase (Mb) across annotated chromosomes in the 4T1 mouse mammary carcinoma genome. **b** Pie chart illustrating the relative proportions of detected variant types in the 4T1 mouse mammary carcinoma genome. **c** The multiple sequence alignment of the human BARD1 (WT), along with that of mouse (WT), and the truncated protein with the ring domain highlighted in a rectangle at the top of the alignment. The 3D model of the truncated protein from AlphaFold superimposed on the recombinant BARD1 domain (human) shows the similarity in structure of the ring domain of the truncated protein with that of a normal protein. **d** The BRCA2 protein 3D model from AlphaFold with all the associated loop regions and the protein-level mutation G3059C. The Cysteine residue side chain zoomed-in image of the protein. This Cysteine replaces Glycine in the DNA-binding domain (DBD) – specifically within the OBfold region (OB3/DBD core) of BRCA2 (the DBD in mouse BRCCA2 spans roughly residues ~2470–3170). **e** The 3D model of E-cadherin (CDH1). The wild type is the green cartoon, while the mutant protein is the cyan cartoon (both superimposed on each other). The EC3 domain, having two mutations, is covered in the rectangular box. The zoomed out EC3 domain showing the mutant amino acid residues side by side with the wild type residue, P267E and F272S. **f** Superposition of wild-type checkpoint kinase 2 protein from CHEK2 gene (green cartoon) and the truncated mutant protein (cyan colored cartoon), with the mutated residues shown at the truncated end of the protein. Zoomed out graphics of the mutated residues with the distinct residues at the truncated end are more visible. The alignment of the rest of the protein is shown to be very close, indicating that the other parts of the protein are similar and closely aligned. **g** Cartoon representation of the wild-type and mutated neurofibromin, a large cytoplasmic protein that functions primarily as a Ras GTPase-activating protein (Ras-GAP). It converts active Ras-GTP to inactive Ras-GDP, thereby downregulating Ras/MAPK signaling pathways involved in cell proliferation and differentiation. The wild type is green cartoon while the mutant with S331C is cyan cartoon. The region with the mutation is highlighted in black. The expanded region where the mutation occurred, Position 331, falls in the N-terminal region of neurofibromin (well upstream of the GAP-related domain, GRD, which is ~residues 1200–1550). So, this change is unlikely to directly disrupt Ras-GAP catalytic activity, but it *could* affect regulation, stability, or interactions mediated by the N-terminus. Though the residues are structurally similar, the chemistry of the protein at position 331 will change significantly, and this might affect the function, particularly in cancer. **h** Comparison of the truncated TP53 protein (cyan colored) with the complete protein (green colored) shows that the truncated protein is just a fragment of the whole. **i** Predicted 3D structures of seven breast cancer-associated proteins in 4T1 cells. Notably, these genes were not found to be mutated in the 4T1 murine breast cancer model used in this study, suggesting preserved structural integrity and potential functional relevance in the context of therapeutic targeting or resistance mechanisms.

**Table 1:** Summary of WGS variant counts and effects in 4T1 triple-negative breast cancer samples.

Variant type	Count total	(% total)	Frequency	Effects of the variant	Count total	(% severe)
Total Variant	7,044,834	100	-	Downstream gene variant	16	0.9
SNP	5,664,972	77.98	5,627,248	Intergenic variant	7,264,821	96.97
DEL	672,669	9.26	-	Non-coding transcript exon variant	1	100
INS	597,735	8.23	-	Upstream gene variant	16	12.50
INDEL	329,448	4.53	1,417,586			
Overlapped Genes	1	-	-			
Overlapped Transcripts	24	-	-			
No. of Genotype	14,089,668	-	-			
No. of Heterozygotes	2,329,553	16.53	-			
**Population genetics (ts/tv ratio) and actg content**						
**Change**	**Fraction**			**Sample**	**Reads**	**(% Read)**
AC	0.090					
AG	0.324			A	3,785,036,436	27.853
AT	0.103			C	2,803,481,848	20.639
CG	0.070			T	3,726,890,402	27.459
CT	0.323			G	3,281,708,630	24.049
GT	0.090			GC (%)	-	44.685
Overall Ts/Tv ratio	1.830					

### AlphaFold-based structural modeling of mutated proteins derived from WGS of 4T1 cells

Mutated protein sequences were derived by aligning 4T1 WGS consensus variants with GRCm39/mm39 RefSeq sequences (Fig. S1). Among 13 established breast cancer-predisposition genes (ATM, BARD1, BRCA1, BRCA2, CDH1, CHEK2, NF1, PALB2, PTEN, RAD51C, RAD51D, STK11, TP53), no mutations were detected in BRCA1, ATM, PALB2, PTEN, RAD51C, RAD51D, or STK11. 

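Expression of 6 genes, Pik3ca, Myc, Erbb2, Map3k1, Egfr and Fgfr1, was measured by bulk RNA-seq in untreated 4T1 cells and in 4T1 cells treated with blackberry extract (BLA), blueberry extract (BLU) or the gold nanoparticles made with each (BLA-A and BLU-A). Each condition was represented by 1 library, so the differences below have no replicate check. None of the 6 genes passed a log2 fold change of 1 in size in any treatment. Their log2 fold changes against untreated cells, on TMM-normalized CPM plus 0.5, ranged from -0.65 to 0.73. The extremes both came from BLA-A-treated cells, where Erbb2 was at 0.73 and Egfr at -0.65. Fgfr1 was higher in the 4 treatments, with log2 fold changes of 0.54 in BLA, 0.33 in BLU, 0.54 in BLA-A and 0.22 in BLU-A. Myc was at 235.8 CPM in untreated cells and at 216.8, 200.8, 269.4 and 191.4 CPM in BLA-, BLU-, BLA-A- and BLU-A-treated cells. With the 4 treated libraries set against the untreated one, the smallest adjusted p of the 6 genes was 0.999 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Scaling by total counts alone moved the log2 fold changes of Myc and Map3k1 in BLA-A from 0.19 and 0.07 to -0.002 and -0.13.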

Other genes (PI3KCA, MYC, ERBB2, MAP3K1, EGFR, and FGFR1), identified recently in breast cancer [34, 35], were differentially expressed in our study. BARD1 exhibited a truncating mutation eliminating the ankyrin repeat and tandem BRCT domains (Fig. 1c), which is crucial for DNA damage response and tumor suppression [36, 37]. On the other hand, BRCA2 was found to be mutated at p.Gly3059Cys, located within the OB3 subdomain of the DNA-binding domain (residues 2470–3170; Fig. 1d), representing a missense mutation occurring within the DNA-binding domain of the murine BRCA2 protein, corresponding to a region critical for its interaction with single-stranded DNA (ssDNA) and the DSS1 cofactor [38].

In addition, CDH1 with transcript MN_009864.3 showed two missense mutations, P267E and F272S, both located in the Ca²⁺-binding region of the extracellular cadherin repeats (Fig. 1e), suggesting a loss-of-function phenotype consistent with its established role as a tumor suppressor protein [39, 40]. CHEK2 displayed a C-terminal truncation, loses the last 26 amino acids including the regulatory tail (residues 521-546) (Fig. 1f). Moreover, NF1 gene within the mRNA transcript NM_010897.2 coding for neurofibromin was found mutated at Ser331Cys, in the N-terminal region upstream of the GAP-related domain (Fig. 1g). TP53, a critical tumor suppressor gene on chromosome 17, harbored a frameshift deletion causing a premature stop codon, resulting in a truncated protein at residues 29 – 390 leaving only the residues 1 – 28Lys (Fig. 1h) This finding aligns with Schrörs, Boegel [41], who reported a similar functional impact via a frameshift insertion of “A”. Moreover, we detected mutations to BARD1, BRCA2, CDH1, CHEK2, and NF1 in contrast to Schrörs, Boegel [41], who only detected mutations in TP53 and PIK3CG from breast cancer-predisposition genes. AlphaFold-predicted 3D structures of the non-mutated predisposition genes (ATM, PALB2, PTEN, RAD51C, RAD51D, STK11) are shown in Fig. 1i.

### Protein sequence alignment for identification of conserved and mutant functional motifs

To extend our analysis to a human breast cancer context, we conducted a high‑resolution alignment of wild‑type mouse and human protein sequences against the corresponding mutant variants identified in 4T1 cells, enabling precise identification of residue‑level disruptions within conserved functional motifs (Fig. S1). Multiple sequence alignment of human, wild‑type mouse, and 4T1‑derived mutant BARD1, BRCA2, and CDH1 proteins revealed extensive conservation between human and murine sequences, whereas the mutant variants exhibited residue substitutions and truncations within conserved domains, consistent with loss of canonical tumor suppressor functions. Across BARD1, BRCA2, and CDH1, the alignment shows a strong justification that 4T1 is a relevant model for cancer research. In BARD1, loss of C-terminal regions contained within the BRCT and regulatory motifs is a site for post-translational modifications supporting loss-of-function tumor suppressors found in human breast cancer [42, 43]. The mutation found in CDH1 was found in the conserved extracellular or cytoplasmic region that can weaken cell–cell adhesion, widely studied to promote invasion, metastasis, and epithelial – mesenchymal transition (EMT), central to aggressive breast cancer behavior (Fig. S1) [44].

### Characterization of the berry encapsulated nanoparticles

Figure 2a–d showed the absorption spectra of the BLA and BLU extracts as well as their corresponding Au nanoparticles. The Au plasmon peaks at 527 and 547 nm for BLA-A and BLU-A nanoparticles, respectively, indicating the formation of Au nanoparticles (Fig. S2). The calculated loading efficiencies for blackberry (BLA-A) and blueberry (BLU-A) nanoparticles were 61.2 ± 1.21% and 67.3 ± 2.15%, respectively. Additional peaks at 282 nm and 328 nm from the BLA-A and a peak around 275 nm from the BLU-A were observed, thus demonstrating a strong interaction between the phytochemicals from the BLA and BLU extracts and the formed nanoparticles. The TEM images showed that the BLU-A nanoparticles were mostly spherical in shape (Fig. 2b), while the BLA-A nanoparticles were polydisperse with a mixture of spheres, hexagons, triangles, and cubes (Fig. 2c). The mixed shapes observed from the TEM images of the BLU-A could be responsible for shifting the plasmon peak to 547 nm. Also, the average particle diameter calculated from TEM images for BLA-A (Fig. 2e) and BLU-A (Fig. 2f) was 57.6 ± 1.37 nm and 78.6 ± 0.16 nm, respectively (Fig. S2).

**Fig. 2:**
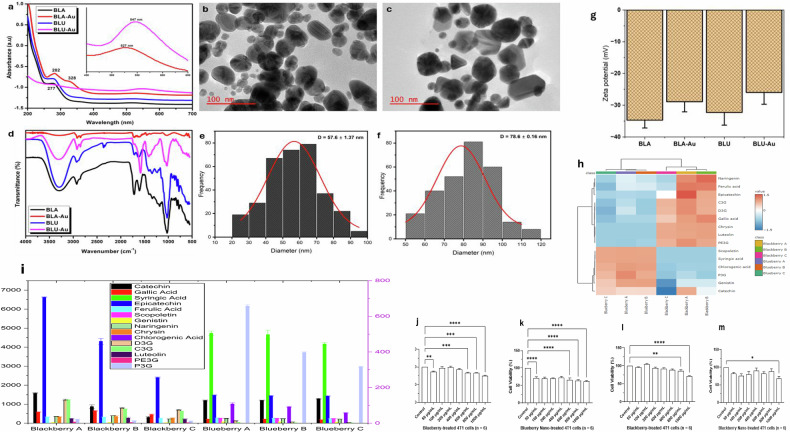
Physicochemical characterization and bioactivity profiling of berries and berry-derived nanoparticles. **a** UV–Vis absorption spectra of blackberry (BLA), blueberry (BLU), and berry nanoparticle formulations (BLU-A and BLA-A). The inset highlights the surface plasmon resonance (SPR) region (500–700 nm), confirming nanoparticle formation and optical properties consistent with gold nanoparticle synthesis. **b** Transmission electron microscopy (TEM) images of blackberry nanoparticles (BLA-A). Spherical morphology and uniform dispersion are observed, with scale bars representing 100 nm from FEI Tecnai G2 Spirit BioTwin Electron Microscope. **c** Transmission electron microscopy (TEM) images of blueberry nanoparticles (BLU-A). Spherical morphology and uniform dispersion are observed, with scale bars representing 100 nm from FEI Tecnai G2 Spirit BioTwin Electron Microscope. Image acquisition was facilitated by a Macrofire digital CCD camera integrated with AMT image capture software version 5.42. **d** Fourier-transform infrared (FTIR) spectra of BLA, BLU, BLU-A, and BLA-A samples. Peaks corresponding to hydroxyl, carbonyl, and aromatic functional groups indicate successful capping and stabilization of nanoparticles by phytochemicals. **e**, **f** Size distribution histograms of BLA-A (e) and BLU-Au (f) nanoparticles. Gaussian fitting reveals average diameters of 82.4 ± 1.37 nm and 78.6 ± 1.65 nm, respectively, indicating size reduction upon gold incorporation. **g** Zeta potential measurements of BLA, BLA-A, BLU, and BLU-A nanoparticles. Surface charge values reflect colloidal stability, with BLU-A exhibiting the highest negative potential, suggesting enhanced dispersion and reduced aggregation. **h** Heatmap of targeted phytochemical profiling in blueberry (BLU) and blackberry (BLA) extracts. Quantification was performed using the Agilent 6495D triple quadrupole LC/MS system operating in dMRM mode. Relative abundances of key phytochemicals, including anthocyanins, flavonols, phenolic acids, and stilbenes, are color-coded across two sample groups in triplicate. Red indicates higher abundance, while blue indicates lower abundance. **i** Extracted ion chromatogram of the total 15 targeted compounds and Kynurenic acid – d5 internal standard on UPLC/MS-QQQ. **j**–**m** MTT-based cell viability assays of 4T1 breast cancer cells treated with berry-derived nanoparticle formulations. Panels represent independent biological replicates (*n* = 6) for each berry type. Bar charts display the distribution and density of cell viability percentages across treatment groups, with statistical significance indicated by asterisks (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns = not significant). All treatments were normalized to untreated controls. Blueberry and blackberry formulations exhibited differential cytotoxicity profiles, with select samples inducing significant viability reduction, suggesting phytochemical-dependent anti-proliferative effects. The sample size (*n*) is the number of biological replicates and is specified where applicable on each figure, and for all unspecified replicates, *n* = 3.

A significant interaction between the BLA and BLU extracts and the prepared BLA-A and BLU-A nanoparticles was observed from the infrared spectra data (Fig. 2d). Noticeable peaks of BLA were observed at 3303, 2925, 2928, 1720, 1609, and 1026 cm^-1^ as well as BLU peaks at 3308, 2934, 2882, 1709, 1626, and 1029 cm^-1^ corresponding to the -OH groups, -C-H groups, C=O or C=N groups and -C-O groups, respectively. Typical bands from the BLA and BLU extracts were found on both the BLA-A and BLU-A nanoparticles spectra, particularly the O-H (alcohols/phenols), C-H (alkanes), C=O (carbonyl), and a strong peak C-O (ether/ester/alcohol), indicating a direct participation of these functional groups in the effective reduction and stabilization of the nanoparticles. The colloidal stability of the nanoparticles was measured using zeta potential, and as shown in Fig. 2g, the average values for BLA-A and BLU-A were determined to be −28.9 ± 1.71 mV and −25.9 ± 1.41 mV compared to -34.7 ± 1.24 mV and -32.3 ± 2.11 mV for BLA and BLU, respectively.

### Quantification of the phytochemicals in blueberry and blackberry extracts

Using the Agilent 6495D triple quadrupole UPLC/MS system in dMRM mode, we achieved high-sensitivity quantification of targeted phytochemicals in berry extracts. Calibration curves for all analytes exhibited excellent linearity (*R*^2^ ≥ 0.991) with a limit of detection ranging from 0.05 to 2 ng/mL (Fig. S2). Additionally, the Hierarchical clustering revealed distinct phytochemical signatures between blueberry and blackberry extracts (Fig. 2h). The bar chart and extracted ion chromatogram (Fig. 2i, S2) displayed well-resolved peaks corresponding to each of the 15 target polyphenols. BLU had higher levels of scopoletin, syringic acid, chlorogenic acid, P3G, genistin, and catechin, and BLA showed higher levels of the remaining nine polyphenols, including epicatechin (2.4–6.6 mg/kg) and gallic acid (0.5–0.6 mg/kg). Extracted ion chromatograms displayed baseline-separated peaks for all 15 polyphenols (Fig. 2i), with C3G, catechin, chlorogenic acid, D3G, epicatechin, and PE3G eluting at 0.9–2.5 min, and gallic acid, P3G, syringic acid, ferulic acid, scopoletin, and genistin at 2.5–4.5 min. Luteolin, naringenin, and chrysin showed sharp, symmetrical peaks. All analytes had Gaussian shapes and S/N > 10:1 (Fig. S2).

### Cytotoxicity profiling

MTT assay results indicated that the BLU (Fig. 2j) and BLA (Fig. 2k) showed a significant reduction in 4T1 cell viability in a dose-dependent manner (*n* = 6), with BLU showing a larger median decrease than BLA. BLU-A and BLA-A further reduced viability compared to crude extracts (Fig. 2l, m), achieving the lowest median values (*p* < 0.05– < 0.0001). Vehicle control showed no direct MTT reduction. From the dose-response curve, we unified the 200 µg/mL concentration across treatments to allow us to capture mechanistic responses.

### Transcriptomic remodeling of the differentially expressed breast cancer genes (DEGs)

To decipher the treatment-specific reprogramming of 4T1 triple-negative breast cancer cells, we performed bulk RNA transcriptomic analyses of untreated and treated cells. 

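Bulk RNA-seq covered 5 conditions, which were untreated 4T1 cells and cells treated at 200 µg/mL with BLA, BLU, BLA-A or BLU-A. The authors removed ribosomal RNA, aligned the reads to GRCm39 with STAR and counted reads on whole genes, introns included, by strand. The deposited count table lists 40402 genes without normalization, in 3 columns per condition. Fig. S3 reports 1 sequenced library per condition and 3 subsets of 68000000 reads drawn from it. The total counts per column ran from 26955568 to 26957141 (median 26956215) in BLA, from 26849069 to 26850347 (median 26849141) in BLU, and from 25611976 to 25616568 (median 25612588) in BLA-A. They ran from 25719967 to 25723142 (median 25720835) in BLU-A and from 25777042 to 25779434 (median 25777508) in untreated cells.
The 3 columns of a condition differed by less than the sampling noise of separate draws, which gives a chi-square per degree of freedom near 1. The measured values were 0.0951 in BLA, 0.246 in BLU, 0.475 in BLA-A, 0.329 in BLU-A and 0.250 in untreated cells. The mean of the 3 columns was therefore used as 1 library per condition. At this depth, 3 counts corresponded to between 0.111 and 0.117 CPM, and intervals and floors cover counting error only. The lncRNA gene Gm26917 took the largest share of the counts in each library, from 4.55% in BLU (95% Wilson interval 4.54 to 4.56) to 7.84% in BLA-A (7.83 to 7.85). Genes with at least 1 CPM in at least 1 library were kept, which left 17647 genes. Log2 fold changes were taken on TMM-normalized CPM plus 0.5 CPM. With 1 library per condition, a fold change compares 2 libraries and carries no p-value.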

RNA-seq of untreated and treated 4T1 cells yielded 68 million reads per sample with adapter bases. Mapping to GCA_000001635_GRCm39 achieved a greater than 92% mapping rate (Fig. S3). BLA-treated cells showed 82.486% uniquely mapped reads (16 million splices), while BLU-treated cells had 82.964% uniquely mapped reads (20 million splices). BLA-A-treated cells yielded 129,957,416 total reads with 31 million splices, and BLU-A-treated cells had 101,383,412 reads with 24 million splices. Heat maps showing the number of DEGs (Fig. 3, S3) revealed induced stronger transcriptional remodeling and changes in 4T1 breast cancer cells. Figure 3a, b, c, and d showed the top 30 DEGs in 4T1 cells compared with untreated cells.

**Fig. 3:**
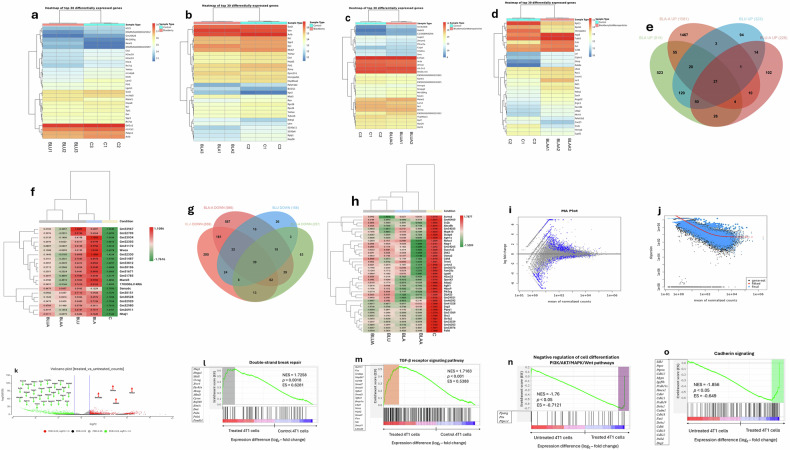
Gene set enrichment (GSEA) transcriptomic profiles of modulated oncogenic, apoptotic, and DNA repair transcription factors in berry-derived treatments in 4T1 triple-negative breast cancer cells. **a**, **b** Heatmaps of the top 30 differentially expressed genes across control and berry extract treatment in 4T1 cells. Samples are hierarchically clustered based on expression profiles. A shows control (C) vs blueberry (BLU), while B shows control (C) vs blackberry (BLA). Red indicates upregulation, blue indicates downregulation. These profiles highlight distinct transcriptional responses to natural products from blackberry and blueberry treatments. **c**, **d** Heatmaps of the top 30 differentially expressed genes across control and berry-derived nanoparticle treatment in 4T1 cells. Samples are hierarchically clustered based on expression profiles. C shows control (C) vs blueberry nanoparticle (BLUA), while D shows control (C) vs blackberry nanoparticle (BLAA). Red indicates upregulation, blue indicates downregulation. Hierarchical clustering reveals consistent transcriptional shifts in genes, suggesting antioxidant and differentiation-related effects of treatment. **e** Venn diagram of upregulated genes across four berry-related treatment conditions: Blackberry nanoparticle formulations have 1581 upregulated genes, while blackberry extract has 819 upregulated genes. Meanwhile, blueberry nanoparticle formulations had 323 upregulated genes, while blueberry extract had 228 upregulated genes. Overlapping regions indicate shared transcriptional responses, with 21 genes common to all groups. **f** Heatmap of upregulated genes across the treatment groups. Gene expression is scaled from low (green) to high (red), with hierarchical clustering revealing distinct berry-specific transcriptional signatures. **g** Venn diagram of downregulated genes across four conditions: Blackberry nanoparticle formulations have 986 downregulated genes while blackberry extract has 659 downregulated genes. Meanwhile, blueberry nanoparticle formulations had 257 downregulated genes, while blueberry extract had 158 downregulated genes. Thirty-nine genes are commonly downregulated across all treatments, suggesting conserved suppressive effects. **h** Heatmap of downregulated genes across the treatment groups. Expression values range from −1.7877 to +1.5389, with clustering highlighting treatment-specific repression patterns. **i** MA plot showing log₂ fold change versus mean normalized counts for all genes. Genes above and below the *y* = 0 line represent upregulated and downregulated transcripts, respectively. **j** Dispersion plot from DESeq2 modeling. Black dots represent gene-wise dispersion estimates, blue dots show fitted values, and the red curve indicates the final dispersion trend used for differential expression analysis. **k** Volcano plot of treated versus untreated 4T1 cells. Genes with significant differential expression (FDR < 0.05) are color-coded: red (upregulated), green (downregulated), black (moderate), and gray (non-significant). **l** GSEA plot for double-strand break repair (GO:0006303). Enrichment scores indicate significant upregulation of homologous recombination repair genes, suggesting enhanced DNA repair capacity in berry-treated cells. **m** GSEA plot for TGF-β receptor signaling pathway (GO:0007179). Upregulation of Smad3, Tgfbr2, and Zeb2 suggests activation of EMT and immune modulation. **n** GSEA plot for negative regulation of cell differentiation via PI3K/AKT/MAPK/Wnt pathways. NES = −1.76, ES = −0.7121. Downregulation of differentiation suppressors indicates enhanced plasticity and stem-like features. **o** GSEA plot for cadherin signaling (GO:0007156). NES = −1.856, ES = −0.649. Repression of cadherin-mediated adhesion genes supports EMT induction and metastatic potential. The sample size (*n*) is the number of biological replicates and is specified where applicable on each figure, and for all unspecified replicates, *n* = 3.

Of 40,402 RefSeq features, 18,243 passed filtering, with 2793 genes being differentially expressed (FDR < 0.05) where 1348 genes were upregulated (logFC>1), and 1445 genes were downregulated (logFC<1). 

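With the 4 treated libraries set against the untreated library, 4 of 17647 genes had an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). All 4 were lower in treated cells, and 481 genes had an unadjusted p under 0.05. These 481 are less than a share of 0.05 of the genes tested, the share expected with no changed gene. An unadjusted p under 0.05 therefore carries little weight here for a single gene. The spread in this test comes from differences between the treatments, and the untreated condition had no replicate. Leaving out the BLA-A library, or using DESeq2's Wald test, gave more genes, some of them higher in treated cells. Shc2, on chromosome 10 of GRCm39 from 79453760 to 79473769, had 35169 counts in untreated cells and 3 or fewer in each treated library, at least 10200-fold lower (adjusted p = 8.9e-05). Gm36303, on chromosome 5 from 91979238 to 92000481, had 2201 counts in untreated cells and was at least 639-fold lower (adjusted p = 0.000348). Slc9a2, on chromosome 1 from 40719734 to 40808433, had 658.2 CPM in untreated cells and between 3.07 and 4.45 CPM in the treated libraries, with a log2 fold change of -7.39 (standard error 0.25, adjusted p = 8.9e-05). Ptprz1 is the 4th gene. Shc2, Gm36303 and Slc9a2 each overlap at least 1 other annotated gene. With the 15 columns entered as separate samples, the same test called 1274 genes with a log2 fold change over 1 in size, and 977 with the replicate number as a block. The correlation of deviations between same-numbered columns was -0.00269 over 30 pairs.

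**Figure D1:**
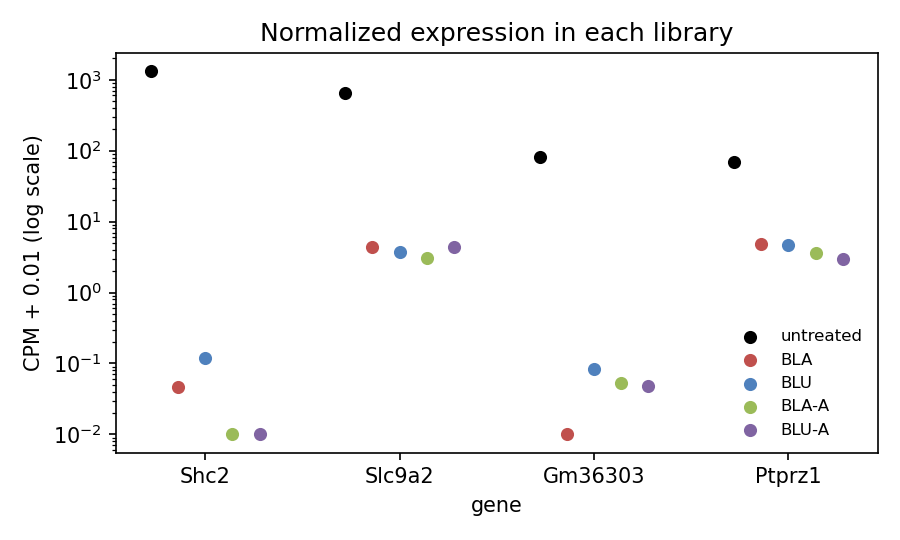
TMM-normalized CPM plus 0.01 (log scale) of the 4 genes in the untreated library and the 4 treated libraries, 1 point per library. Slc9a2 is at 658.2 CPM in untreated cells and at 4.45 CPM or less in each treated library.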

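The library of BLA-treated cells differed from the untreated library by a log2 fold change over 1 in size at 2907 of 17647 genes, of which 1399 were higher and 1508 lower. Of the settings tried, an exact test with an assumed coefficient of variation of 0.4 moved this number most, to 582 genes.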

Specifically, BLA-treated cells had 1348 DEGs (768 upregulated, 580 downregulated compared to untreated 4T1 cells (Fig. 3b). On the other hand, BLU had 595 DEGs (366 upregulated, 229 downregulated) (Fig. 3a). 

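In the library of BLU-treated cells, 1817 genes passed the same fold-change threshold, with 998 higher and 819 lower than in untreated cells.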

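The library of BLA-A-treated cells had 3696 genes past a log2 fold change of 1 in size, 1507 higher and 2189 lower. The library of BLU-A-treated cells had 1386, of which 591 were higher and 795 lower. Among genes with 1 CPM in every library, a filter that leaves out genes that fell to near 0, 949 were higher and 885 lower in BLA-A, and 210 and 67 in BLU-A. With 10 counts in every library, which does so too, they were 1124 and 1160 in BLA-A, and 327 and 172 in BLU-A. In BLA-A the share of higher genes was 40.8%, and 28.3% with scaling by total counts, which moved the median of all genes by -0.17 on the log2 scale.

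**Figure D2:**
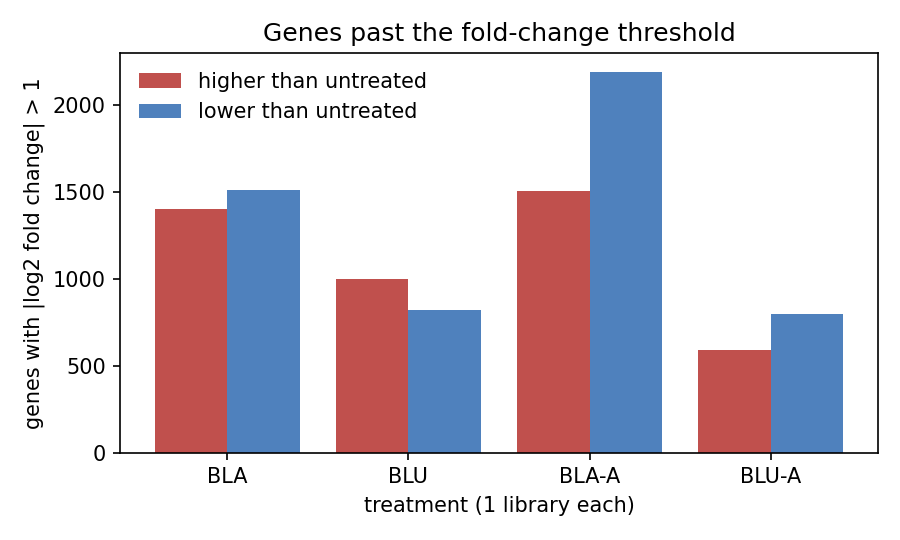
Number of genes with a log2 fold change over 1 in size against untreated cells, higher and lower, in the library of each treatment. BLA-A has the most genes lower than in untreated cells (2189), and BLU-A the fewest in each direction (795 lower, 591 higher).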

BLA-A induced 2,373 DEGs (1581 upregulated, 792 downregulated), while BLU-A altered 397 DEGs (193 upregulated, 204 downregulated) (Fig. 3c, d). 

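Of the genes past the threshold, 54 were higher and 238 were lower than in untreated cells in all 4 treatments. The 4 comparisons share 1 untreated library. Put in its place, the BLA library had 129 genes below and 189 genes above all the other 4 libraries, the BLU library 33 and 137, the BLA-A library 517 and 854, and the BLU-A library 15 and 84. Of the 238 lower genes, 133 had under 2 CPM in untreated cells and 14 had at least 10 CPM. Requiring 1 CPM in every library, which leaves out genes that fell to near 0, left 21 higher and 9 lower genes. Ranked by the smallest change over the 4 treatments, the first 5 lower genes were Shc2, Gm36303, Slc9a2, Ptprz1 and Dsg3. By the same ranking, the first 5 higher genes were Gm30151, Gm31172, Sema6c, Gm12655 and Gm38528.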

Across treatments, 21 genes were commonly upregulated and 39 downregulated (Fig. 3e, g). 

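The median size of the log2 fold change over all genes was 0.49 in BLA-A, 0.41 in BLA, 0.33 in BLU and 0.24 in BLU-A. Across genes, which are not independent replicates, the Pearson correlation of log2 expression with untreated cells was 0.946 in BLA-A, 0.956 in BLA, 0.969 in BLU and 0.975 in BLU-A. BLA-A differed from the other treatments as well, at 4331 genes from BLA, 4167 from BLU and 3382 from BLU-A. Of the 292 genes changed in the same direction in the 4 treatments, 92 had their largest change in BLA-A and 139 in BLA.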

Heatmaps showed the strongest remodeling with blackberry-Au NPs (Fig. 3f, h). 

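The share of genes past the fold-change threshold fell with expression. Among the 2486 genes with a mean under 1 CPM, 42.5% passed it in BLA, 31.8% in BLU, 39.9% in BLA-A and 26.8% in BLU-A. Among the 2441 genes with a mean over 100 CPM, the shares were 4.67%, 2.38%, 9.46% and 0.737%. The biological coefficient of variation over the 5 libraries was 0.452, estimated with 3 residual degrees of freedom.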

MA plots (Fig. 3i) and dispersion analysis (Fig. 3j) confirmed transcriptomic stability with subsets of significant changes, mostly in high-abundance genes. Volcano plot (Fig. 3k) revealed predominant gene up- and downregulations. 

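Of the 481 genes with an unadjusted p under 0.05, 4 passed the adjustment over 17647 genes. The authors' deposited table lists 22159 genes, and its own count is 2793 genes with an adjusted p under 0.05 and a log2 fold change over 1 in size. That table's test was a likelihood ratio test, and the 4 genes are among the genes it calls.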

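Pik3cg lies on chromosome 12 of GRCm39 from 32223472 to 32258659. It had 403 counts in untreated cells, or 15.2 CPM. Its level was 0.0368 CPM in BLA, 0.981 CPM in BLU, 0 CPM in BLA-A and 0.151 CPM in BLU-A, so that BLA and BLA-A were under the floor of 3 counts. The log2 fold change over the 4 treated libraries was -5.65 (standard error 1.32, unadjusted p = 0.00315, adjusted p = 0.999 from the edgeR quasi-likelihood test), lower in 4 of 4 treated libraries. Pik3cg overlaps 1 other annotated gene.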

Interestingly, one of the highlights of our study is the downregulation of PIK3CG (Fig. 3h), a critical isoform of PI3K that encodes the catalytic subunit p110γ of class IB phosphoinositide-3-kinase. It is usually upregulated in cancer [45–48], and its downregulation leads to the suppression of PI3K/AKT/mTOR, MAPK/ERK, and chemokine signaling. This correlates with reduced immune infiltration and better response to checkpoint inhibitors in cancer. These findings provide a foundation for downstream functional annotation and pathway enrichment analysis to elucidate the biological roles of differentially expressed genes in the 4T1 breast cancer model.

### Modulation of oncogenic transcription factors by berry extracts

Moreover, the genes related to tumor suppressor RBI proteins, including GM53967, NHEJ1, WWOX, MAML3, and SEMA6C genes, were found to be upregulated in all treatments (Fig. 3f, k, S3). 

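All 5 genes were higher in each treated library than in the untreated one, and 4 of the 5 had a log2 fold change over 1 in all 4 treatments. Maml3 was the exception, with 1.82 in BLA, 1.60 in BLU, 0.90 in BLA-A and 1.29 in BLU-A. Nhej1, on chromosome 1 of GRCm39 from 75004985 to 75101899, rose from 3.42 CPM in untreated cells to between 9.72 and 13.7 CPM. Wwox, on chromosome 8 from 115166192 to 116079448, rose from 107.2 CPM to between 237.5 and 361.9 CPM, and overlaps 9 other annotated genes. Sema6c had 16 counts in untreated cells and Gm53967 had 50. The 5 genes had unadjusted p-values under 0.05 and none had an adjusted p under 0.05 (smallest 0.999, edgeR quasi-likelihood test).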

Oncogenic factors such as AGTR1, HDAC9, PIK3CG, and DSG3 were found differentially downregulated, while MAPK10, RBFOX1, DKK2, and CTNNA2 were found differentially downregulated in all the treatments (Fig. 3h, S3). In addition, genes such as NEAT1, MIR100HG, CTSL, LGALS1, SPP1, TPT1, NCL, ACTB, AHNAK, YWHZ, FTH1, and MT-ATP6 (Fig. 3a, c) were differentially expressed in BLU and BLU-A treated cells. 

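All 8 genes were lower in each treated library than in the untreated one, and 7 of the 8 passed a log2 fold change of -1 in all 4 treatments. The exception was Rbfox1, at -0.97 in BLA and -3.24 in BLA-A. The paper's AGTR1 was read as Agtr1a, which fell from 12.2 CPM to between 0.864 and 2.32 CPM. Dsg3 had 188 counts in untreated cells and 2 or fewer in each treated library, at least 54.6-fold lower. Hdac9 and Mapk10 fell from 9.70 and 5.75 CPM to at most 3.89 and 1.88 CPM. The other 2 genes, Dkk2 and Ctnna2, were at 2.93 and 5.94 CPM in untreated cells. Of the 8 genes, 6 had an unadjusted p under 0.05, and the smallest adjusted p was 0.670 (edgeR quasi-likelihood test).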

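Of these 12 genes, Neat1 was the only one past a log2 fold change of 1 in size in BLU or BLU-A, at 1.30 and 1.06. The others ranged from -0.75 for Tpt1 to 0.74 for Mir100hg in BLU and from -0.33 for Ncl to 0.57 for Mir100hg in BLU-A. Lgals1, Spp1 and Actb were lower in BLU, at -0.57, -0.41 and -0.53, and higher in BLA-A, at 0.88, 0.53 and 0.24. The mitochondrial gene the count table names ATP6 is listed at 0 in each column. Mitochondrial COX1 was at 4703 CPM in BLU and 6213 CPM in BLU-A, so this 0 was not read as a lack of expression. Neat1 had a log2 fold change of 1.21 over the 4 treated libraries (standard error 0.51, unadjusted p = 0.0486, adjusted p = 0.999, edgeR quasi-likelihood test).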

While some of the notable genes were also found differentially expressed in BLA-BLA-A treated cells (Fig. 3b, d), some other genes were found specific to BLA treatments, and they are VIM, MK67, BCL2L11, AXL, CD44, AKT1, RAC1, and SOX9 associated in apoptotic and oncogenic transcriptions while some are widely used to assess tumor growth rate [49–54]. 

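In BLA-treated cells, none of Vim, Mki67, Bcl2l11, Axl, Cd44, Akt1, Rac1 and Sox9 passed a log2 fold change of 1 in size. Their values ranged from -0.49 for Rac1 to 0.89 for Bcl2l11. In BLA-A-treated cells, Sox9 was at 1.43 and Akt1 at 1.05, while Vim was at -0.93. Sox9 rose from 116.0 CPM in untreated cells to 314.1 CPM in BLA-A, against 120.3 CPM in BLA. The difference between BLA and BLA-A was not tested.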

Interestingly, activation of the oncogenic transcription factors is associated with control of cell cycle, apoptosis, migration, and cell differentiation, while the gain-of-function modulation of these genes is linked to the presence of natural products (Fig. 2h, i, S3) [55].

### GSEA transcriptomic (GSEA) profiling revealed apoptotic DNA repair and TGF-β upregulation in cancer

We next employed transcriptomic profiling strategies to elucidate the components of the programmed cell death and DNA repair networks. The current study identified the network of gene sets from the DEGs after berry treatments (Fig. 3a–h, S3) by carrying out GSEA. 

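The authors' deposited enrichment table lists 5860 GO terms, and by its own values none has a q value under 0.25, the lowest being 0.406. Member lists for the 4 gene sets the paper discusses were taken from that table. The paper chose these sets by an enrichment analysis of the same counts, so an extreme percentile below is no independent support. The median log2 fold change of each set was placed among 10000 random gene lists of the same size matched on mean expression, as a description of these libraries. For double-strand break repair, the median of the mean over the 4 treatments was 0.04, at percentile 55.8. For TGF-β receptor signaling it was 0.11, at percentile 99.4. For positive regulation of glial cell differentiation it was 0.04, at percentile 60.5. For homophilic cell adhesion it was -0.33, below each of the 10000 lists. The 1st and 3rd of these medians are the same value, that of Prpf19, which belongs to both sets.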

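The set for double-strand break repair via nonhomologous end joining has 66 members, of which 65 were tested. Its median log2 fold change was 0.06 in BLA (percentile 78.6), 0.03 in BLU (68.8), -0.05 in BLA-A (7.00) and 0.06 in BLU-A (89.0). The weighted running-sum score over the mean of the treatments was 0.239, at percentile 58.6. The paper's deposited score for the set is 0.628, with a q value of 0.781. The 2 scores rank genes differently. Ranking by signed -log10 p of the deposited test gave the deposited score, and ranking by its log2 fold change gave 0.329.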

Firstly, gene sets of DNA damage signal and repair pathways were activated after treatments (Fig. 3l, S3). Key genes are XRCC4, MBD1, HMGA2, DYRK1B, and MRNIP. 

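The deposited member list names Mbtd1 and Dyrk1a, and both these and the genes Mbd1 and Dyrk1b are in the count table. Hmga2, on chromosome 10 of GRCm39 from 120197173 to 120313095, had log2 fold changes of 1.32 in BLA, 1.26 in BLU, 0.80 in BLA-A and 0.97 in BLU-A. Xrcc4 ranged from 0.26 in BLA-A to 0.92 in BLU, and Mrnip from 0.43 in BLA-A to 0.92 in BLA. Mbd1 was at 0.38 in BLA, -0.12 in BLU, 0.05 in BLA-A and 0.05 in BLU-A. Mbtd1 was at 0.86, 0.75, 0.16 and 0.45 and Dyrk1a at 0.55, 0.58, 0.25 and 0.32 in BLA, BLU, BLA-A and BLU-A. Dyrk1b ranged from 0.08 in BLU to 0.56 in BLA. Scaling by total counts gave -0.15 for Mbd1, -0.03 for Mbtd1 and -0.09 for Dyrk1b in BLA-A. The log2 fold change of Hmga2 over the 4 treated libraries was 1.10 (standard error 0.28, unadjusted p = 0.00508, adjusted p = 0.999, edgeR quasi-likelihood test).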

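The TGF-β receptor signaling set has 171 members, most of which passed the filter on low counts. Its median log2 fold change was 0.08 in BLA (percentile 97.0), 0.07 in BLU (97.7), 0.16 in BLA-A (96.8) and 0.06 in BLU-A (99.7). The paper's deposited score for the set is 0.539, with a q value of 0.740. Of 13 members examined by name, Fos reached 2.20, Nrros 1.36 and Smad7 1.14 in BLA-A. Smurf1 was at 1.04 in BLA and Nrros at 1.04 in BLU. Nrros had 4 counts in untreated cells. Map3k7, Smad4, Tgfbr2, Cd109, Rnf111, Crebbp, Tgfbr3, Flcn and Nlk stayed under 1 in size in each treatment. The smallest adjusted p of the 13 genes was 0.999 (edgeR quasi-likelihood test).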

All treatments also modulate transforming growth factor (TGF-β) receptor signaling pathway by statistically significant positive enrichment gene set (Fig. 3m, S3) and key genes are MAP3K7, SMAD4, FOS, SMURF1, NRROS, TGFBR2, CD109, RNF111, CREBBP, SMAD7, TGFBR3, FLCN, and NLK. In contrast, treated cells were statistically enriched with genes for apoptotic signaling pathway involvement via negative regulation of cell differentiation with downregulation of PPARγ, PTN, and PTPR21 (Fig. 3n, S3). 

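The set with these 3 genes is named positive regulation of glial cell differentiation in the deposited table and has 33 members, of which 29 were tested. Its median log2 fold change was -0.12 in BLA (percentile 20.1), -0.05 in BLU (32.8), 0.17 in BLA-A (84.5) and -0.07 in BLU-A (15.9). The paper's deposited score is -0.712, with a q value of 0.908 and 3 core genes. Ptprz1, which the paper's text writes as PTPR21, lies on chromosome 6 of GRCm39 from 22875358 to 23054236. It fell from 68.8 CPM to between 2.95 and 4.78 CPM, with a log2 fold change of -4.10 (standard error 0.32, adjusted p = 0.0112, edgeR quasi-likelihood test). Pparg fell from 2.33 CPM to between 0.605 and 1.24 CPM (adjusted p = 0.999). Ptn had 12 counts in untreated cells and was under 1 CPM in each library, so it was not tested. From its enrichment analysis (Fig. 3n), the paper states that treated cells were enriched for genes of apoptotic signaling through negative regulation of cell differentiation.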

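The set for homophilic cell adhesion has 99 members, of which 78 were tested. Its median log2 fold change was -0.17 in BLA (percentile 6.34), -0.16 in BLU (2.05), -0.85 in BLA-A and -0.28 in BLU-A, the last 2 below each of the random lists. With random lists matched on gene length as well, the percentiles were 32.6 in BLA, 7.95 in BLU, 0.01 in BLA-A and 0.06 in BLU-A. The running-sum score ranged from -0.54 in BLA to -0.65 in BLU-A and was at percentile 0 in each treatment. The paper's deposited score for the set is -0.649, with a q value of 0.900. It was matched by ranking on signed -log10 p of the deposited test, whose log2 fold changes gave -0.512. A filter of 1 CPM in every library leaves out genes that fell to near 0. With it, the median of the mean over the treatments was 0.08, at percentile 85.3. BLA-A was then at 0.27 (percentile 99.0), while BLA, BLU and BLU-A stayed below 0, at -0.06, -0.03 and -0.07. Palld, on chromosome 8 of GRCm39 from 61964458 to 62355796, fell from 532.5 CPM to between 159.8 and 191.4 CPM (log2 fold change -1.59, standard error 0.21, adjusted p = 0.301, edgeR quasi-likelihood test). Cdh13 was at 27.7 CPM in untreated cells. Cdh12, Pcdh11x, Cdh4, Cdh11, Cdh18, Cdh8 and Cdh22 were between 1.65 and 11.1 CPM there and were lower in each treated library. Pcdh19 had 13 counts in untreated cells and was not tested.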

Treated cells had zero crossing at rank 12,821, indicating the gene sets were downregulated in the experimental condition and suggesting suppression of adhesion-related transcripts via cadherin signaling. key genes are CDH12, PCDH11X, CDH4, CDH11, PCDH19, CDH18, CDH8, CDH13, CDH22, PALLD, and DSG3 (Fig. 3o, S3).

### Berry extracts and nanoparticles induce ROS-mediated apoptosis via early apoptosis but not necrosis

Flow cytometry analysis of CellROX and SYTOX staining revealed baseline oxidative stress in untreated cells, with 95.2% in Q3 (high ROS, stressed) and 0.80% in Q4 (low ROS, healthy (Fig. 4a, S4). Treatment with BLA and BLA-A (200 µg/mL) reduced ROS formation at 86.2% and 81.4%, respectively. Meanwhile, BLU and BLU-A extract (200 µg/mL) induced strong and sustained ROS reduction resulting in viable cells at 22.3 and 17.0% (Fig. 4a), respectively. Annexin V (CF®488 A)/7-AAD staining showed early apoptosis (Annexin V⁺/7-AAD⁻) in 42.6% and 22.9% of BLA and BLA-A extracts, respectively. However, BLU and BLU-A were consistent with less prominent early apoptotic response at 25.7 and 20.4%, respectively (Fig. 4b, S4), suggesting sustained apoptotic signaling with minimal necrosis and higher cell viability, validating phosphatidylserine externalization in TGF-β signaling as seen in Fig. 3m [56–58]. Although overall ROS levels were reduced at the measured time point, this pattern is consistent with a transient early ROS surge that initiates apoptotic signaling before subsequently declining. The decreased ROS detected by CellROX, therefore, likely reflects a later phase of the apoptotic program or activation of endogenous antioxidant defenses following treatment.

**Fig. 4:**
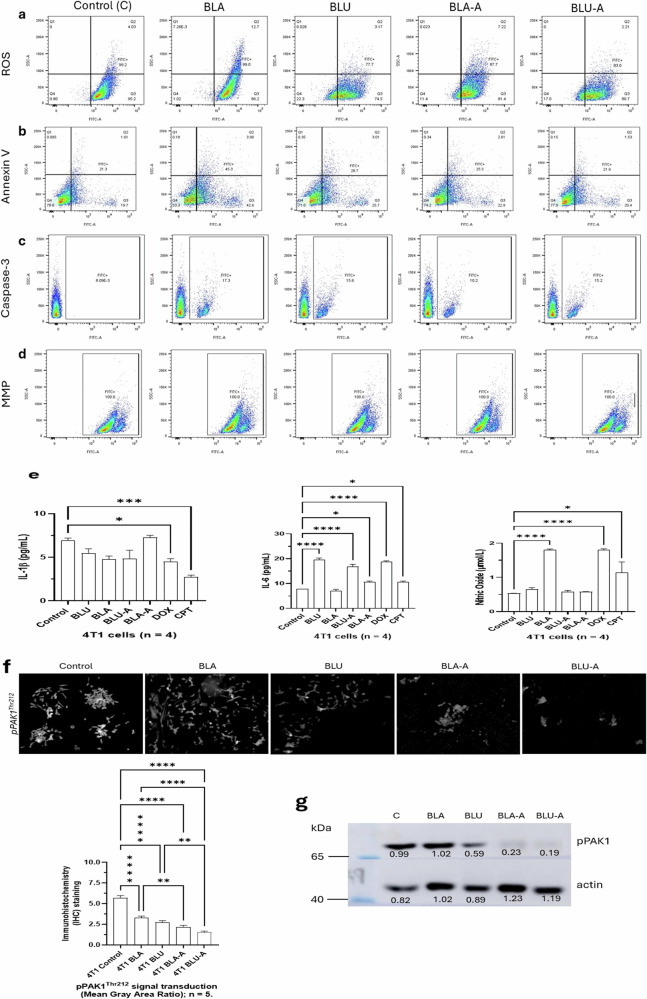
Expression of oxidative stress, apoptosis, mitochondrial integrity, and inflammatory signaling in 4T1 breast cancer cells. **a** Flow cytometric dot plots showing intracellular reactive oxygen species (ROS) detected by CellROX^®^ ROS detection reagents. FITC-A represents CellROX, while SSC-A represents SYTOX. Stained samples were analyzed on a BD LSRFortessa X-20 cell analyzer flow cytometer. **b** Flow cytometric dot plots showing Annexin V and 7-AAD dual staining detected by CF^®^ 488 A Annexin V and 7-AAD Apoptosis Kit. CF^®^488 A Annexin V spectral was detected at Ex/Em 490/515 nm (FITC channel) while 7-AAD was detected at Ex/Em 548/648 nm (with DNA)(PE-Cy^®^ or PerCP channel). Stained samples were analyzed on a BD LSRFortessa X-20 cell analyzer flow cytometer. **c** Flow cytometric dot plots showing caspase-3/7 activity detected by NucView^®^ 488 Caspase-3Assay Kit for live cells. NucView^®^ 488 Caspase-3 spectral detected at Ex/Em 500/530 nm (after cleavage with DNA). Stained samples were analyzed on a BD LSRFortessa X-20 cell analyzer flow cytometer. **d** Flow cytometric dot plots showing mitochondrial membrane potential detected by JC-1 Mitochondrial Membrane Potential Detection Kit. The cytoplasm was detected at Ex/Em 510/527 nm (green) while the polarized mitochondrial was detected at Ex/Em 585/590 nm (red). Stained samples were analyzed on a BD LSRFortessa X-20 cell analyzer flow cytometer. **e** Bar charts quantifying IL-6 (pg/mL), IL-1β (pg/mL), and nitric oxide (µmol/L) activities. Cytokine levels were determined by Invitrogen^TM^ Mouse ELISA kits (Cat: 5017218 and 5017219) while nitric oxide level was detected by Elabscience^®^ NO Colorimetric Assay Kit (E-BC-K035-M). **f** Representative immunohistochemical images and quantification of pPAK1^Thr212^ signal intensity. pPAK1^Thr212^ was upregulated in 4T1 breast cancer cells, while 4T1 cells treated with BLU, BLA, BLA-A, and BLA-A had downregulation of pPAK1^Thr212^. Scale Bar is 20 µm. **g** Immunoblots showing the protein expression of pPAK1^Thr212^ probed with β-actin for loading control. The data shown is representative of duplicate independent experiments. The sample size (*n*) is the number of biological replicates and is specified where applicable on each figure, and for all unspecified replicates, n = 3.

### Sustained apoptotic signaling in berry-related treatments of 4T1 cancer cells revealed execution-phase apoptosis and intact mitochondrial membrane potential (ΔΨm)

Moreover, flow cytometry assessment of caspase-3/7 activity after 24 h treatment with berry extracts at 200 µg/mL revealed BLA had the strongest apoptotic induction (Fig. 4c, S4) with 17.3% cells, while all other treatments had elevated caspase-3. No significant SSC-A shifts were observed, indicating apoptosis without necrosis or pyroptosis. Mitochondrial membrane potential analysis indicated a gated region consistently capturing cells with high FITC fluorescence with preserved MMP in all treated cells, reflecting minimal depolarization (Fig. 4d, S4). On the other hand, BLU extract showed the strongest ROS reduction, with preserved MMP and BLU-A extracts showed reduced oxidative stress with apoptotic commitment.

### Berry-derived nanoparticle formulations induce a modulated immune response

ELISA analysis (Fig. 4e) revealed the levels of IL1β, IL-6, and nitric oxide (NO). We found out that camptothecin abrogated IL-6 induction, suggesting immunosuppressive interference. There was no significant difference between the levels of IL-1β BLA, BLU, BLU-A, and BLA-A treated cells when compared to the untreated control, although there was a marked reduction in the levels of IL-1β in BLU, BLA, and BLU-A, while BLA-A had a marked increase in IL-1β level. Moreover, the levels of IL-6 were found to be reduced in BLA and BLA-A treated cells, in contrast to the significantly increased levels found in BLU and BLU-A. Nitric oxide levels were markedly increased by BLA (****p < 0.0001), doxorubicin (****p < 0.0001), and camptothecin (*p < 0.05), while BLU, BLU-A and doxorubicin-treated cells showed no statistical differences.

### Berry nanoparticle formulations are possible PAK1 inhibitors through PAK1 dephosphorylation

Immunohistochemical analysis showed BLA and BLU extracts are associated with reduced pPAK1 (p21-activated kinase 1) intensity, which is usually upregulated in most cancer cases [59], with further significant decreases in BLA-A and BLU-A treatments (Fig. 4f, g), influencing MAPK/ERK and NFκB pathways. To further understand the role of PAK1 in berry-induced apoptosis, we investigated the phosphorylation site of PAK1 via Western blot. The nanoparticles were revealed to consistently interfere with the phosphorylation of PAK1 at pPAK1^Thr212^, suggesting that encapsulation of plant-derived phytochemicals is associated with conformational changes in protein structures of PAK1/ERK1/2 kinase complex, which have been long postulated to induce apoptosis in targeted cancer therapy [60, 61].

### Berry-derived phytochemicals and nanoencapsulates are associated with changes in PI3K/AKT/mTOR, JAK/STAT, and JNK/NRF2/ERK1/2 complexes

Here, we studied the complex kinase network regulated by our berry and berry nanoparticles using corrected total cell fluorescence (CTCF) from the mean fluorescent intensity (MFI) in a region of interest (ROI). In our study, we discovered that phosphorylation of PI3K was correspondingly inhibited at the regulatory subunit, pPI3K^p85αγ (Tyr467/199)^. All our treatments (Fig. 5a, b) were associated with suppression of PI3K signaling. Furthermore, it was revealed that BLA-A and BLU-A treated cells were associated with reduced expression of AKT1 (serine/threonine protein kinase) by dephosphorylation at the pAKT1^Thr450^ subunit (Fig. 5c, d). Interestingly, mTOR2 encodes mTOR, RICTOR, mLST8, PROTOR1/2, DEPTOR, and mSIN1 and interacts with PDK1 to activate AKT via phosphorylation. Our study revealed that mTOR signaling was slightly lowered in all the treatments (Fig. 5e, f).

**Fig. 5:**
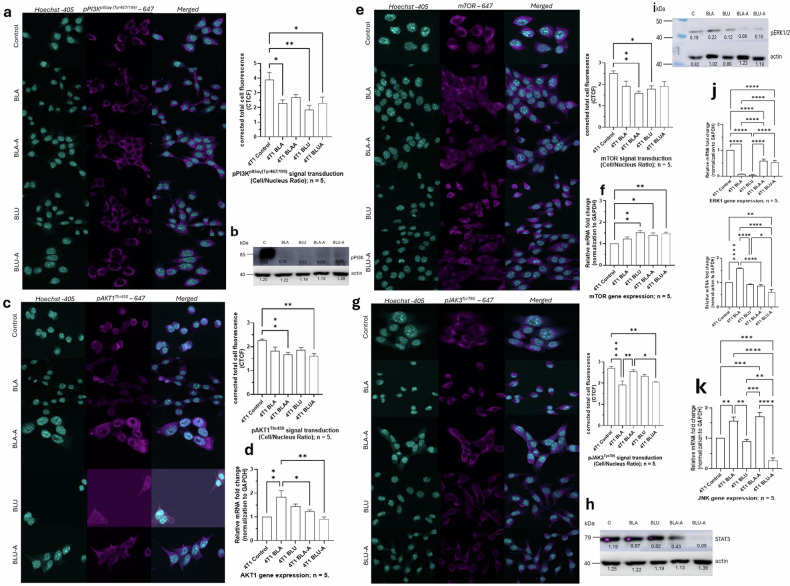
Modulation of dual PI3K/AKT/mTOR and JAK/STAT/MAPK signaling cascades in 4T1 breast cancer cells. **a** Immunofluorescence detection of pPI3K^p85αγ (Tyr467/199)^ (Alexa Fluor 647) with Hoechst nuclear counterstain. All treatments markedly decrease PI3K phosphorylation compared to control. Scale Bar is 20 µm. **b** Immunoblots validating the reduction of pPI3K at Tyr 467/199 and actin as loading control. **c** Immunofluorescence analysis of pAKT1^Thr450^ signal intensity confirming downstream PI3K/AKT pathway activation. Scale Bar is 20 µm. **d** Gene expression confirming downregulation of the AKT1 pathway. **e** Immunofluorescence analysis of mTOR signal intensity confirms downstream PI3K/AKT/mTOR signal downregulation. Scale Bar is 20 µm. **f** Gene expression for the relative mRNA fold change for the mTOR pathway. **g** Immunofluorescence detection of pJAK3^Tyr785^ signal. BLA and BLU-A treatments exhibited JAK3 dephosphorylation, implicating cytokine-driven survival signaling. Scale Bar is 20 µm. **h** Immunoblots validating the reduced STAT3 pathway. **i** Western blot analysis of the phosphorylated mitogen-activated protein kinase (MAPK1/MAPK3). Reduction of the expression in the nanoparticle formulations suggests reduced inflammatory signaling. **j** Relative mRNA fold change for the expression of the ERK1/ERK2 gene. **k** Relative mRNA fold change for the expression of JNK1/2/3 gene, validating the reduced inflammatory pathway. The sample size (*n*) is the number of biological replicates and is specified where applicable on each figure, and for all unspecified replicates, *n* = 3.

We next probed the expression of the JAK/STAT pathway. It was discovered that BLU-A was associated with suppression of the JAK/STAT pathway (Fig. 5g, h). Other treatments corresponded with reduced pJAK3/STAT3 activity, suggestive of better response or reduced metastatic risk. Our results indicate that suppression of JAK3/STAT3 signaling may enhance the efficacy of PI3K/AKT/mTOR inhibitors, immune checkpoint blockade, and oxidative stress-inducing agents. These results are further validated in the downregulation of other known signaling pathways usually disrupted in cancer (Fig. 5i).

## Discussion

Despite advancements in high-throughput sequencing technologies, our understanding of the molecular mechanisms underlying breast cancer pathogenesis is still evolving. Here, we leveraged newer models of Illumina NextSeq and NovaSeq X instruments to interrogate mutations and DEGs in the 4T1 breast cancer model across 13 predisposition genes. Our results have identified 5 new mutations (BARD1, BRCA2, CDH1, CHEK2, and NF1) in addition to TP53 and PIK3CG genes that were previously identified [41]. Furthermore, we have employed AlphaFold structural modeling to decipher the mutational pattern of these breast cancer-predisposition genes. Truncations in TP53 and BARD1 disrupted key domains essential for DNA damage response, while BRCA2 G3059C substitution perturbed the OB3 subdomain critical for RAD51 filament stabilization [36, 38, 62]. CDH1 mutations (P267E, F272S) within the Ca²⁺-binding region impaired epithelial cohesion and promoted epithelial-to-mesenchymal transition [40]. CHEK2 truncation eliminated its regulatory tail, possibly altering nuclear targeting and post-translational modifications [63]. NF1 S331C introduced a redox-reactive cysteine upstream of the GAP domain, affecting Ras/MAPK signaling and neurofibromin stability [64, 65] as summarized in Fig. 6. As shown, by comparing wild‑type mouse and human protein sequences with the mutant forms present in 4T1 cells, we were able to place the observed alterations within a broader evolutionary and clinical framework, highlighting conserved motifs that may hold relevance for human breast cancer biology. These conserved, truncating, and missense mutations in BARD1, BRCA2, and CDH1 likely contribute to homologous recombination deficiency and impaired epithelial adhesion in 4T1 cells, thereby shaping both their aggressive phenotype and their susceptibility to phytochemical‑loaded gold nanoparticles. The cross‑species conservation of the affected regions supports the translational relevance of our findings to human breast cancers with analogous genomic lesions. This comparative alignment underscores the potential translational value of these alterations, suggesting that conserved residue‑level disruptions may represent mechanistic nodes worth exploring in future human TNBC models. Since these mutations correspond to genomic vulnerabilities via disruption to DNA damage response, we essentially employed a strategy that can be associated with modulating and remodeling ROS-mediated apoptosis and immune functions [41, 66].

**Fig. 6:**
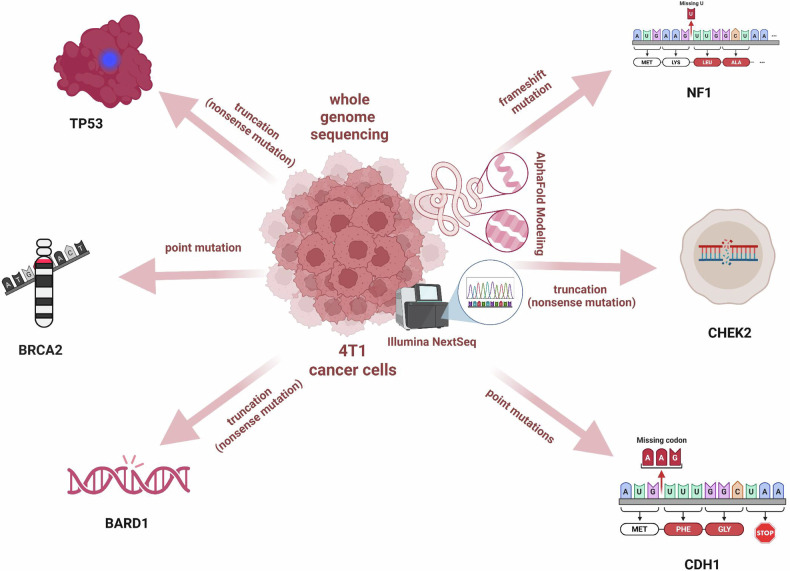
High-impact somatic mutations in tumor suppressor and DNA repair genes identified in 4T1 triple-negative breast cancer cells via whole genome sequencing and AlphaFold structural modeling. Key genetic alterations were discovered in 4T1 murine breast cancer cells using whole genome sequencing (WGS) on the Illumina NextSeq 1000 platform. Six genes (TP53, NF1, CHEK2, CDH1, BARD1, and BRCA2) were found to harbor distinct mutation types, each contributing to the aggressive phenotype of this triple-negative breast cancer model. Mutations were annotated using Sequencher software and structurally modeled via AlphaFold to assess functional impact. By integrating AlphaFold predictions with multi-omics data, we have contextualized structural integrity within broader functional landscapes, enhancing our understanding of mutated tumor suppressors in aggressive breast cancer models. This mutation map was generated to establish the baseline genomic vulnerabilities of 4T1 cells prior to treatment with berry-derived phytochemical formulations. These mutations informed the selection of key signaling nodes (PI3K, AKT, mTOR, JAK3, ERK1/2) for downstream immunofluorescence and immunoblot analyses.

To explore these vulnerabilities, we developed gold nanoparticle formulations encapsulated with blackberry (BLA) and blueberry (BLU) phytochemicals. Targeted UPLC/MS-QQQ profiling confirmed the presence of flavonoids and phenolic acids, in which the polyphenols have been reported to be associated with induced G1 cell cycle arrest via the suppression of cell cycle proteins and inhibition of Notch-1/GPR30/AKT/ERK signaling pathways, leading to the restoration of the expression of the levels of p27, PTEN, and ERα proteins [30, 67]. TEM further revealed spherical (BLUA) and polydisperse (BLAA) shape suggesting nanoparticle stability and surface capping. Next, we employed GSEA and integrated RNA-seq to probe DEGs. The downregulation of PIK3CG (Fig. 3h), a critical isoform of PI3K that encodes the catalytic subunit p110γ of class IB phosphoinositide-3-kinase and is usually upregulated in cancer, is particularly striking since it is an important candidate for the activation of PI3K/AKT/mTOR/ERK signaling, a hallmark pathway in cancer proliferation and progression [45]. Other gene set enrichments in our study include apoptotic and DNA repair pathways, highlighting activation of NHEJ1 and TGF-β signaling.

Functionally, nanoparticle formulations are associated with induced early apoptosis without mitochondrial collapse as revealed by preserved membrane potential, annexin V positivity, and caspase-3 activation. The observed reduction in ROS does not contradict a ROS‑mediated apoptotic mechanism, as many polyphenol‑based treatments induce a short‑lived oxidative burst that triggers downstream caspase activation before ROS levels normalize or fall. This temporal dynamic, widely reported in the literature, suggests that our measurements captured a post‑initiation phase in which antioxidant pathways or mitochondrial dysfunction contribute to the lower ROS signal [68, 69]. Immunomodulatory analyses revealed that nanoparticle formulations correspond with reduced IL-6 and IL1β cytokine responses as evidenced by downregulation of pPAK1^Thr212^ and pPI3K^p85αγ (Tyr467/199)^/pAKT1^Thr450^/mTOR signaling. Collectively, our integrative approach demonstrated synergy with intrinsic tumor suppressor defects to induce apoptosis, suppress oncogenic signaling, and remodel transcriptional landscapes in breast cancer cells. While our genomic, transcriptomic, and biochemical data are strongly associated with signaling pathway modulation, precise mechanistic and molecular hierarchies warrant more investigations that would further strengthen our narrative results. Despite the strength of our multi‑omics approach, this study is limited by its reliance on in vitro models, which cannot fully recapitulate the complexity of the tumor microenvironment or immune interactions in vivo. We are currently exploring the syngeneic mouse models to validate the observed transcriptional and signaling changes, assess nanoparticle biodistribution, and examine treatment‑induced modulation of the immune landscape.

## Conclusion

Our study shed more light on the mutational pattern of the triple-negative breast cancer model widely used in cancer research. 4T1 cancer cells harbor critical mutations in tumor suppressor genes that compromise DNA repair, adhesion, and checkpoint control. By integrating AlphaFold modeling with genomic, immunohistochemical, flow cytometric, immunofluorescence, and transcriptional profiling, we propose that berry-derived nano-formulations correspond to early apoptosis to modulate oncogenic immune suppression in a promising therapeutic avenue (PI3K/AKT/mTOR, JAK/STAT, and PAK1) for targeting aggressive breast cancers alongside conventional therapies.

## Materials and methods

### Chemicals

Catechin (APB0713), gallic acid (APB0434), syringic acid (APB1040), (-)-epicatechin (AOB0404), ferulic acid (APB0096), scopoletin (APB1024), genistin (AOB5041), luteolin (AOB5669), naringenin (APB0677), chrysin (APB0115), delphinidin-3-glucoside chloride (D3G) (ATN1564), chlorogenic acid (APB0405), pelargonidin-3-glucoside chloride (PE3G) (CFN92134), cyanidin-3-glucoside chloride (C3G) (AOB6740), and peonidin-3-glucoside chloride (P3G) (CFN92046) were obtained from Aobious, Inc. (Gloucester, MA, USA). All other chemicals were of HPLC analytical grade.

### Blueberry and blackberry extracts preparation

Blueberry (Cat:2024072031) and blackberry (Cat:2024067746) extracts were obtained from OliveNation LLC (Avon, MA, USA). The freeze-dried fruit powder was extracted in 70% ethanol and concentrated using Hei-VAP advantage rotary evaporator coupled with Heidolph Rotachill (Heidolph Instruments GmbH, Germany) as described by Fagbohun, Hui [70]. The extracts were kept at −20 °C for further analysis.

### Cell preparation and culture

4T1 cancer cells (ATCC CRL-2539^TM^) were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA) and cultured immediately according to instructions. Before the study, the cells were cultured into T75 flask in ATCC-formulated RPMI-1640 medium (ATCC 30-2001) containing 10% heat-inactivated fetal bovine serum (FBS) (FBS002-HI) (Neuromics Inc., Edna, MN, USA) and 1% penicillin-streptomycin solution (ATCC, Manassas, VA, USA) and incubated at 37 °C with 5% CO_2_. As the cells reached about 85% confluency, the flasks were washed with phosphate-buffered saline (PBS) and trypsinized with 0.25% (w/v) Trypsin EDTA (ATCC, Manassas, VA, USA) until the cells were detached. The cells were seeded in 6-well plates at 1.0 × 10^5^ cells/mL for the entire study.

### Cell viability study

For the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyl tetrazolium bromide (MTT) assay, the cells were seeded into 96-well plates. After cell culture, the cells were treated with berry extracts. A total of 10 µL of 5 mg/mL MTT (MedChemExpress, Monmouth, NJ, USA; Cat: HY-15924) was added to the well and incubated for 4 h at 37 °C. The plate was then shaken gently 30 s on a plate shaker at room temperature, and 100 µL DMSO was added to each well. The cell viability was measured after the absorbance was monitored at 562 nm. For all other analyses, we designated blackberry-treated cells as BLA, blueberry-treated cells as BLU, blackberry-nanoparticle-treated cells as BLA-A, and blueberry-nanoparticle-treated cells as BLU-A.

### Green gold nanoparticle synthesis

Blueberry (BLU-A) and blackberry (BLA-A) encapsulated gold nanoparticles were produced by mixing 25 mL aqueous solutions of the berry extracts with 250 mL of 1 mM HAuCl_4_·3H_2_O in a fixed volume ratio (1:10 v/v %) and temperature (25 and 50°C ). The reaction mixture was observed for a color change within the first 10 min and stirred for 1 h under a magnetic stirrer at 85 °C. The heat was turned off, and the solution was stirred for another 5 min until a stable color was observed. After allowing the solutions to cool, they were collected in a flacon tube and centrifuged at 4400 rpm for 30 min. The synthesized AuNPs were washed with Milli-Q water twice to remove excess Au^3+^ solution and uncapped phytochemicals by means of centrifugation at 10,000 × *g* for 20 min. The AuNP pellets were dried at 50 °C overnight to obtain powdered nanoparticles and stored at 4 °C until further analyses.

### UV-Visible absorption, hydrodynamic diameter, and zeta potential measurements

The optical properties of the biosynthesized berry AuNPs were interrogated via ultraviolet-visible (UV-Vis) spectrophotometry using the NanoDrop™ 2000c spectrophotometer (Thermo Electron Scientific Instruments LLC, Madison, WI, USA). Spectral acquisition was performed across the 300–800 nm wavelength domain to elucidate the nanoparticles’ surface plasmon resonance (SPR) signature, which is the hallmark of colloidal gold systems, indicative of particle size, shape, and aggregation state. Also, the loading efficiencies were measured at 277 nm and calculated as the difference between the absorbances between the extract and supernatants extrapolated to percentages. To further delineate the physicochemical attributes of the colloidal dispersion, dynamic light scattering (DLS) and electrophoretic mobility analyses were conducted using the Malvern Zetasizer™ Nano ZS particle size analyzer (Malvern Instruments Ltd, Worcestershire, UK). These measurements yielded critical parameters including the hydrodynamic diameter, zeta potential, and polydispersity index (PDI), which collectively inform on the colloidal stability, surface charge distribution, and size heterogeneity of the nanoparticulate ensemble. The zeta potential serves as a proxy for electrostatic repulsion forces governing particle dispersion, while the PDI reflects the uniformity of the nanoparticle population.

### Fourier transform infrared spectroscopy (FTIR)

Spectral data were acquired using Fourier Transform Infrared Spectroscopy (FTIR) on a Thermo Fisher Nicolet iS5 spectrometer (Thermo Electron Scientific Instruments LLC, Madison, WI, USA), equipped with Attenuated Total Reflectance (ATR) iD5 diamond crystal, Deuterated Triglycine Sulfate (DTGS) KBr detector, and ZnSe lens for better transmission range across the mid-infrared spectrum, making it ideal for focusing infrared light with the FTIR machine. About 200 mg of finely ground samples were placed in the ATR diamond crystal sampling plate, and data were acquired in the 4000–500 cm^-1^ range at room temperature and 32 scans as described by Osorio, Haughey [71] and Traciak, Sobczak [72].

### Transmission electron microscopy (TEM)

To investigate the morphological characteristics of the encapsulated blueberry and blackberry extracts at the nanoscale, samples were deposited onto glow-discharged copper TEM grids pre-coated with a formvar-carbon support film (Cat: FCF200-Cu-50; Electron Microscopy Sciences, Hatfield, PA, USA). The glow discharge treatment was employed to enhance hydrophilicity and promote uniform sample adhesion across the grid surface. Following air-drying under ambient conditions, the grids were subjected to high-resolution imaging using a FEI Tecnai G2 Spirit BioTwin transmission electron microscope (ThermoFisher Scientific, Waltham, MA, USA), operated at an accelerating voltage of 80 kV to optimize contrast and resolution for biological and organic nanostructures. Image acquisition was facilitated by a Macrofire digital CCD camera (Optronics Inc., Chelmsford, MA, USA), integrated with AMT image capture software version 5.42 (Advanced Microscopy Techniques, Woburn, MA, USA), enabling precise visualization and documentation of nanoparticle morphology, encapsulation integrity, and dispersion patterns.

### Targeted UPLC\MS-QQQ analysis

Targeted metabolomics was carried out on the Agilent1290 infinity II Binary UPLC system coupled to 6495D triple quadrupole mass spectrometer with Agilent Jet Stream electrospray ionization source (AJS)(Agilent Technologies Inc., Santa Clara, CA, USA). The separation was optimized and performed on Accucore C18 2.1 × 100 mm; 2.6 µm column with binary solvents of (A) 0.1% formic acid in nanopure water and (B) 0.1% formic acid in 95% acetonitrile (acetonitrile/nanopure water; 95:5/*v*:*v*). The LC flow rate was 0.4 mL/min with gradient was as follows: 0-0.5 min, hold at 5% B; 0.5-5.5 min, 5% to 60% B; 5.5-6 min, 60% to 80% B; 6-8 min, 80% to 100% B; 8-10 min, hold at 100% B; 10.01-12 min, equilibration at 5% B. Column temperature was set at 45 °C. The injection volume was set at 5 µL, and the autosampler temperature was set at 10 °C. The mass spectrometer parameters were optimized as follows: capillary voltage of 3000 V in positive ESI (electro spray ionization) mode and 1500 V in negative mode, nozzle voltage of 1500 V in positive ESI mode and 500 V in negative ESI mode, gas temperature of 290 °C, gas flow of 14 L/min, nebulizer of 30 psi, sheath gas temperature of 350 °C, sheath gas flow of 12 L/min. Dynamic multiple reaction monitoring (dMRM) was performed to quantify a total of 15 polyphenolic compounds, comprising flavonoids, phenolic acids, coumarin, and anthocyanins from blueberry and blackberry extract using kynurenic acid-d5 as the internal standard. The dMRM transitions of each compound and corresponding collision energy were optimized (Fig. S2). The samples were analyzed in triplicate following the reverse-phase LC-MS/MS method reported in the Agilent application note 5994-2156EN. The quantitative data analysis was processed using MassHunter quantitative analysis B12.2. The concentrations of 15 compounds are provided in supplementary files (Fig. S2). The analysis was carried out at the Ohio State University Campus Chemical Instrument Center (CCIC-MSP).

### RNA extraction, cDNA synthesis, and RT-qPCR

Cells were harvested after treatment at the indicated time point in Trizol reagent. Total RNA was extracted via Norgen Biotek^TM^ total RNA purification kit (Alkali Scientific, Fort Lauderdale, FL, USA). DNase treatment and RNA cleanup were performed on the extracted RNA samples to generate high RNA quality with RNA integrity number between 9.70 – 10. RNA samples were evaluated with Fluorometry by DeNovix QFX Fluorometer using the Qubit RNA BR Assay and the 2100 Bioanalyzer using the Agilent RNA 6000 Nano Kit. The primers used in the PCR experiment are highlighted in the supplementary methods. RT-qPCR was carried out using the PowerUp^TM^ SYBR^TM^ Green master mix (ThermoFisher Scientific, Waltham, MA, USA; Cat: A25743) on the Applied Biosystems StepOne Plus PCR system (ThermoFisher Scientific, Waltham, MA, USA) in triplicate. The gene expression was normalized to endogenous controls, GAPDH. Fold change in expression was calculated by dividing the normalized expression in the test sample by that of the control, which was set to 1.0 unless otherwise noted. Genes with a fold change ≥ 1.0 were considered upregulated, while those with a fold change ≤ 1.0 were considered downregulated. For genes with expression values ≤ 0.5 relative to the mock control, the degree of downregulation was expressed as the inverse (1/expression ratio) to clearly represent the magnitude of change, while the expression values≥1.5 relative to the mock control represent a higher degree of upregulation.

### Total transcriptome analysis (RNA Sequencing)

RNA sequencing was carried out by the Genomics Shared Resource of the Ohio State University Comprehensive Cancer Center (The James, OSUCCC, Columbus, OH, USA). mRNA libraries were prepared using the following reagents from QIASeq FastSelect RNA Lib HMR and QIA UX96 Index UDI-B (96) 331825 Kits (Qiagen Inc., Santa Clarita, CA, USA; Cat: 334235) with primers N6-T RT and ODT-RT. The quality of the libraries was evaluated with fluorometry by DeNovix QFX fluorometer (DeNovix Inc., Wilmington, DE, USA; S/N: S-04083) and with 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, USA; S/N: DE72903137). A total of 100 ng total RNA was used for the sequencing. Ribosomal RNA was removed by enzymatic digestion and then fragmented for 3 min. The libraries were sequenced with Illumina NovaSeq X plus 10B (Illumina Inc., San Diego, CA, USA), with sequence coverage ranging between PF clusters 35 million to 50 million paired reads. Raw data were converted into FASTQ format, demultiplexed, and filtered for reads passing QC filters. Adapter and low-quality sequences were trimmed, and only sequences with Q30 or higher quality were used. RNA Seq FASTQ files were processed and mapped to the reference. RNA sequencing reads were aligned to the published *Mus musculus* reference genome. Mapping rates and coverage statistics of the samples were reported.

### RNA seq data processing

Raw RNA sequencing expression data were subjected to rigorous pre-processing to ensure analytical robustness. Transcripts with low expression levels (CPM) < 1 were filtered out to eliminate noise and improve statistical power. The remaining data were normalized using the DESeq function within the DESeq2 R package (v. 1.36.0), with normalization parameters adjusted to account for biological treatment conditions associated with pathogen infection. A generalized linear model (GLM) design matrix was constructed to incorporate experimental conditions and relevant biological covariates. This modeling framework enabled the differentiation of true treatment effects from potential confounding variables. To further stabilize variance across the dynamic range of mean expression values, a variance stabilizing transformation (VST) was applied using the VST function in DESeq2, following recommended guidelines. Differential gene expression analysis was performed using DESeq2, NOISeq, and edgeR (OmicsBox app, BioBam Bioinformatics S.L., Valencia, 46006, Spain; v3.4.6), with statistical significance assessed via the Benjamini–Hochberg procedure to control the false discovery rate (FDR). Genes exhibiting an adjusted *p*-value < 0.05 and absolute log2 fold change (|log2FC | ) > 1 were classified as differentially expressed. The normalized expression matrix comprising pre-processed and variance-stabilized read as the input for principal component analysis (PCA) to visualize sample clustering and variance structure. All graphical outputs, including box plots, volcano plots, and hierarchical clustering heatmaps, were generated using R software.

### Gene set enrichment analysis (GSEA)

Gene Set Enrichment Analysis (GSEA) was performed to identify biologically relevant pathways and molecular signatures associated with differential gene expression profiles. Normalized expression data were ranked based on signal-to-noise ratio or log₂ fold-change between experimental conditions. GSEA was conducted using the OmicsBox app (BioBam Bioinformatics S.L., Valencia, 46006, Spain; v3.4.6). Enrichment scores (ES) were calculated using 1000 gene set permutations to assess statistical significance. The normalized enrichment score (NES), false discovery rate (FDR q-value), and nominal *p*-value were used to determine pathway significance. Gene sets with FDR q-value < 0.25 and NES > 1.5 were considered significantly enriched. Leading-edge subsets were extracted to identify core genes driving enrichment. Visualization of enriched pathways was performed using Enrichment Map and custom scripts in the R programming app (R Foundation, Vienna, Austria; v4.2.2) for heatmaps and ridge plots.

### Whole-genome next-generation sequencing (WG-NGS)

Genomic DNA was extracted from 4T1 triple-negative breast cancer cells using QuickExtract DNA extraction solution. The cell lysate was heated in a Veriti thermal cycler (Thermo Fisher Scientific, Waltham, MA, USA) at 65 °C for 10 min followed by 98 °C for 5 min. Genomic DNA was QC’ed, used to construct the NGS library (Illumina Phix control library), and was subjected to whole-genome next-generation sequencing (WG-NGS) on Illumina NextSeq 1000 (Illumina, Inc., San Diego, CA, USA; S/N: VL00482) at ACGT Inc. (ACGT DNA Sequencing Services, Wheeling, IL, USA, ACGT ID: 855012, Illumina NextSeq Run ID: 241030_VL00482_40_AACJNGWM5). The Illumina NextSeq 1000 was equipped with P1 reagents and XLEAP-SBS chemistry on a 600-cycle run (2 ×300 bp) to ensure an accurate quality score of ≥85% of bases higher than Q30.

### DNA seq data processing

Raw DNA high-quality sequencing reads were subjected wo quality control to assess base quality scores, GC content, and adapter contamination. They were further trimmed to remove low-quality bases and sequencing adapters, followed by alignment to the reference genome (GCA_000001635.9/27_GRCm39). The genomic structural, small nucleotide, and copy number variants from the Illumina WGS raw reads were assessed, integrated, and evaluated by two analytic pipelines: Illumina Dragen BaseSpace Germline and Somatic apps (Illumina Inc., San Diego, CA, USA; Dragen BaseSpace v4.4) [73–75] and OmicsBox app (BioBam Bioinformatics S.L., Valencia, 46006, Spain; OmicsBox v3.4.6) [76]. The resulting SAM files were sorted to BAM format, where duplicate reads were Picard-marked. Valling calling was conducted, followed by joint genotyping across the reads in VCF format. Variants were filtered based on depth, quality-by-depth, and strand bias metrics. The variants were then annotated to assign functional consequences, including gene context, coding impact, and known clinical significance, as well as predicted pathogenicity scores. Somatic variant calling was performed to infer copy number alterations, and where applicable, downstream visualization and integrative analysis were conducted. To better understand and characterize the variations, we performed DNA alignment using BWA 0.7.17, SAMtools 1.10, and QualiMap 2.2.1 [77–79], variant calling and annotations using Picard 3.2.0, SAMtools 1.15.1, and BCFtools 1.15.1 [80].

### Prediction of protein structures from mutated breast cancer genes using AlphaFold

The mutated genes implicated in breast cancer were determined according to published literature [81–85]. The amino acid sequences of the expressed proteins were retrieved from the WGS data using Sequencher 5.4.5 software (Gene Codes Corporation, Ann Arbor, MI, 48108, USA) by translating the resulting open reading frames (ORFs) in FASTA format and submitted to the AlphaFold server for structure prediction [86]. The resulting models were obtained in Crystallographic Information File (CIF) format and subsequently imported into PyMOL (PyMOL by Schrodinger, Portland, OR, USA) for three-dimensional visualization. Cartoon-style renderings of the predicted structures were generated and ray-traced within PyMOL to produce high-resolution images for inclusion in the manuscript. Where structural comparisons were required, protein superpositions were performed using PyMOL’s aligned module to facilitate accurate spatial alignment and comparative analysis.

### Multiple sequence alignment (MSA) of wild‑type, mutant, and human protein sequences

Protein sequence alignments were performed using Clustal Pro (Clustal Omega, EMBL-BI, Hinxton, UK), which applies a progressive alignment algorithm optimized for large and divergent datasets [87]. Human reference protein sequences were obtained from UniProt, and wild‑type mouse sequences were retrieved from the NCBI RefSeq database. Mutant protein sequences identified in 4T1 cells were translated from the corresponding coding variants and included in the alignment. All sequences were aligned using default gap‑opening and gap‑extension penalties, with the Gonnet substitution matrix applied to score residue similarity. The resulting multiple sequence alignments were visualized and manually inspected to identify conserved domains, residue‑level substitutions, and truncation events. Regions of divergence or premature termination in the 4T1‑derived mutant proteins were annotated relative to conserved motifs shared between mouse and human orthologs.

### Protein extraction and Western blotting

Cell lysates were lysed in RIPA buffer containing PMSF and Na_3_VO_4_ (Elabscience, Houston, TX, USA) and supplemented with protease (Epigentek Group Inc., Farmingdale, NY, USA; R-1101-1) and phosphatase inhibitor cocktail (Sigma-Aldrich, Saint Louis, MO, USA; 0000215517). Cell lysates were vortexed and left on ice for 30 min. The supernatant was obtained by centrifugation for 10 min at 13,500 × *g* at 4 °C. Lysate protein concentration was determined using the bicinchoninic acid (BCA) method using the BCA standards as described in the manufacturer’s protocol (Elabscience, Houston, TX, USA), and all lysates were diluted into equal concentration before Western blot assay. After the Western blot procedure, the membrane was blocked with 5% non-fat dry skimmed milk in TBST and blotted with primary antibodies overnight. After incubation with secondary antibodies, the membranes were imaged on an Odyssey FC imager (LiCOR Biosciences, Lincoln, NE, USA). The primary antibodies used can be found in the supplementary tables. The experiments were conducted in triplicates while for some immunoblot experiments involving multiple overlapping targets, the membranes were stripped, rinsed, blocked, and re-probed.

### Immunohistochemistry

The cultured cells in a chamber were fixed with 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) for 60min at room temperature and washed gently with PBS three times. Then, the cells were permeabilized with 0.1% TX-100 in PBS for 5 min, followed by two washes with PBS. The cells were blocked with 0.5% BSA/PBS or normal serum for 10 min, followed by adding primary antibody, incubating overnight at 4 °C. The primary antibody used was phospho-PAK1^Thr212^ antibody (Elabscience Bioinovation Inc., Texas, USA; Cat: E-AB-21179). Afterward, the fixed cells were gently washed with PBS three times, then incubated with biotinylated-secondary antibody with 2% normal horse serum at room temperature for 60 min. After washing, the secondary antibody with PBS three times, ABC solution (Avidin Biotin Complex, Vector Labs) was added and incubated for 60 min at room temperature. After three times washing with PBS, the signal was developed using NovaRed solution (Vector Labs). Color development was observed under the microscope. When red enough, the cells were placed in PBS to stop the reaction. After a thorough wash with water, the cells were counterstained with Hematoxylin for 15 s. The cells were then dehydrated briefly with graded alcohols from 70%–100% and transferred to the chamber slides into xylenes and sealed the slides with mounting media and glass coverslips in a fume hood.

### Immunofluorescence

4T1 breast cancer cells were cultured and treated with berry extracts and encapsulated berry AuNPs prior to immunofluorescence analysis. Cells were washed with 1× PBS, fixed in 4% paraformaldehyde for 15 min, and permeabilized with 0.1% Triton X-100 for 15 min. After sequential PBS and PBB (PBS + BSA) washes, cells were blocked with 5% normal goat serum (ThermoFisher Scientific, Waltham, MA, USA) in PBB for 45 min. Primary antibodies: phospho-JAK3^Tyr785^ Cat: E-AB-21215, phospho-AKT1^Thr450^ Cat: E-AB-20804, mTOR Cat: E-AB-15789, phospho-P13K^p85αγ (Tyr467/199)^ Cat: E-AB-20966 (Elabscience Bioinovation Inc., Texas, USA) were applied for ≥60 min, followed by five PBB washes and incubation with Alexa Fluor™ 647-conjugated goat anti-rabbit IgG (Thermo Fisher; Cat#: 2994031) for 60 min. Nuclei were stained with Hoechst 33258 (Sigma-Aldrich, St. Louis, MO, USA) for 30 s, and cells were mounted using ProLong™ Gold antifade medium. Samples were stored at 4 °C in the dark until imaging. Confocal microscopy was performed at the CMIF, The Ohio State University Comprehensive Cancer Center, using an Olympus FV3000 point-scanning confocal system integrated with an Olympus IX83 inverted microscope (Model: IX3-LHLEDC) and a 20 × 0.85 NA oil immersion objective (PlanAOPN*SC, NA 1.40) with IMMOIL-F30CC oil (refractive index 1.518 at 23 °C). Imaging parameters included 2× zoom, 3× integration, 512 × 512 resolution, and 4.0 μs/pixel scan speed. Spectral separation used a DM405/488/561/640 dichroic mirror in VBP mode with a 217 μm confocal aperture. Fluorescence was detected using cooled GaAsP PMTs (SD1, HSD3/4). Hoechst was excited at 405 nm (0.3% power), Alexa Fluor™ 594 at 594 nm (5% power), and Alexa Fluor™ 647 at 640 nm (0.5–1.1% power), with emissions captured in cyan, green, and red channels, respectively. Five representative fields per coverslip were imaged, and final images were saved in .oir format and exported as 24-bit RGB TIFFs.

### Flow cytometry

The cultured cells were analyzed for reactive oxygen species (ROS) formation, caspase 3/7 activity, annexin V apoptosis assay, and loss of mitochondrial membrane potential analysis on BD LSRFortessa X-20 cell analyzer flow cytometer (BD Biosciences, Franklin Lakes, NJ, USA; S/N: R647800L6068) at the flow cytometry shared resource (FCSR), the Ohio State University Comprehensive Cancer Center, USA. ROS was developed in the cultured cells using CellROX^®^ green flow cytometry assay kits (Life Technologies, Waltham, MA, USA; Cat: C10492) according to the manufacturer’s instructions, in which the fluorescence emission was collected with 530/30 BP and 660/20 BP for CellROX^®^ green and SYTOX^®^ red reagents, respectively, within 120 min of incubation. On the other hand, caspase 3/7, annexin V apoptosis, and mitochondrial membrane potential activities were measured using NucView^®^ 488 Caspase-3, CF®488 A Annexin V and 7-AAD Apoptosis, and JC-1 mitochondrial membrane potential detection kits (Biotium Inc., Fremont, CA, USA). The fluorescence was measured in the green detection channel (fluorescein isothiocyanate; FITC) with excitation and emission of 485 and 515 nm, respectively, to profile the apoptotic cell population based on caspase 3/7 activity. Furthermore, CF®488 A Annexin V fluorescence was detected in the FITC channel while the 7-AAD fluorescence was detected in the PE-Cy®5 channel. Moreover, cationic dye- 5,5^’^,6,6^’^-tetrachloro-1,1^’^,3,3^’^-tetraethylbenzimidazolylcarbocyanine iodide was used to detect loss of mitochondrial membrane potential according to the manufacturer’s instructions.

### ELISA assay

According to the manufacturer’s instructions, the ELISA assay was used to evaluate IL-1β, IL-6, and NO levels. IL-1β and IL6 cytokine levels were measured in a plate reader at 405 nm (Thermo Fisher Scientific, Waltham, MA, USA), while nitric oxide (NO) level was determined colorimetrically according to the manufacturer’s instructions (Elabscience Bioinovation Inc., Texas, USA; Cat: E-BC-K035-S). The standard calibration curves were extrapolated and used to determine the cytokine concentrations (pg/mL).

### Statistical analysis

Quantitative data are presented as mean values accompanied by the standard error of the mean (SEM), providing a measure of variability within each dataset. Statistical comparisons between experimental groups were performed using either unpaired two-tailed Student’s t-tests or one-way analysis of variance (ANOVA), depending on the experimental design and number of groups involved. Post hoc analyses were applied where appropriate to further delineate group differences following ANOVA. All statistical computations and graphical representations were carried out using GraphPad Prism version 10 (GraphPad Software Inc., Boston, MA, USA), Fiji (ImageJ, USA), XLSTAT (Addinsoft Inc., Paris, France), and MetaboloAnalyst 6.0. Statistical significance was determined based on *p*-values, with thresholds defined as follows: *p < 0.05 (statistically significant), **p < 0.01 (highly significant), and ***p < 0.001 (very highly significant). These levels of significance are denoted in figures and tables using asterisks. In all experiments, n refers to independent biological replicates and for all unspecified replicates, *n* = 3. Technical replicates were used only to ensure measurement precision and were not treated as independent samples for statistical analysis.

## Supplementary information

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Supplementary methods

Uncropped western blot

## Data Availability

Raw data, uncropped western blot, original IHC and IF microscopical images are attached in the supplementary files and are publicly available as of the date of publication. DNA-Seq and RNA-seq data generated in this publication have been deposited in NCBI’s Gene Expression Omnibus (GEO), Sequence Read Archive (SRA) and are accessible through the BioProject accession number PRJNA1359542 for whole genome and bulk RNA sequences and GSE310210 for gene counts, DEGs, and GSEA. Any additional information required to the data reported in this paper is available from the lead contact (Dr. Oladapo Fagbohun) upon request ().

# Supplementary material for: Berry-derived gold nanoparticles induce integrated ROS-mediated apoptosis, immune modulation, and transcriptomic remodeling in 4T1 triple-negative cancer cells
**Source:** Cell Death Discov. 2026 Apr 10;12:225. doi: 10.1038/s41420-026-03023-z

**Figure S1: 4T1 Protein Sequences for Multiple Sequence Alignment**

**ATM GRCm39 – WT (CDS region obtained from m-RNA transcript NM 007499.3)**

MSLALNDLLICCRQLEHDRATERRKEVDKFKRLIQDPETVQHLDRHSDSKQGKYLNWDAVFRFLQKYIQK  
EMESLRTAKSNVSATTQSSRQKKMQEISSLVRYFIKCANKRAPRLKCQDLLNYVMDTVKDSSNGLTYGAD  
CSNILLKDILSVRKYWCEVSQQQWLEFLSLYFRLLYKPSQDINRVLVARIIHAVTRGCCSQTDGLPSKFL  
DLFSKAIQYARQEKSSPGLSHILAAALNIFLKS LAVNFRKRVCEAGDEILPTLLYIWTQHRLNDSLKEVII  
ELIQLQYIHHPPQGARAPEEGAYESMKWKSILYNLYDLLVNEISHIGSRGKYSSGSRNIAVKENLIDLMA  
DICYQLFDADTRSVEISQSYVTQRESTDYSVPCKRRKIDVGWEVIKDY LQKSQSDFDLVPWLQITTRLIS  
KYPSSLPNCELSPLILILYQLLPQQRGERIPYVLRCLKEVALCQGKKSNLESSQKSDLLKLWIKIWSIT  
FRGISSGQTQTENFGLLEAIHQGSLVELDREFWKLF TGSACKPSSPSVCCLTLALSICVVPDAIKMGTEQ  
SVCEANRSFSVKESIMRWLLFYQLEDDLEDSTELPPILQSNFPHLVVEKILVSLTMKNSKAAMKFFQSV  
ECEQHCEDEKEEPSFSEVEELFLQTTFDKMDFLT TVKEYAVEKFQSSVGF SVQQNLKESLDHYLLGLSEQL  
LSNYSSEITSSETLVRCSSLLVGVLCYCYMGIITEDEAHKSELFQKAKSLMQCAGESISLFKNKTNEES  
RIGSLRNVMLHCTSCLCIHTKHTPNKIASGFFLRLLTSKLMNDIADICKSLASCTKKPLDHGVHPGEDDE  
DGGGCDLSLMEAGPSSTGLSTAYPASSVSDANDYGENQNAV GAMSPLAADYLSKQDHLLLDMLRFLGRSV  
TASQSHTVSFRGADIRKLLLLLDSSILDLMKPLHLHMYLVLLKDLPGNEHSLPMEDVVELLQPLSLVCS  
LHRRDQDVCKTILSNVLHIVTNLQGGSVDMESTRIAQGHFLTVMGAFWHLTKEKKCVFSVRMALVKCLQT  
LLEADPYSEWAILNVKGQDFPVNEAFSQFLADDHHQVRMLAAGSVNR L FQDMRQGD FSRSLKALPLKFQQ  
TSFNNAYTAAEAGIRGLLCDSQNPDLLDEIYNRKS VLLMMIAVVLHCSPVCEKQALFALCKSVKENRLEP  
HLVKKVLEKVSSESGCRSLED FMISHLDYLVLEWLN LQDTEYSLSFPF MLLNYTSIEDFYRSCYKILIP  
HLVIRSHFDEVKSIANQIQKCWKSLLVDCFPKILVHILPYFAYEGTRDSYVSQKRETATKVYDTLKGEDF  
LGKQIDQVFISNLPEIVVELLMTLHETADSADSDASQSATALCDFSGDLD PAPNPPYFP SHVIQATFAYI  
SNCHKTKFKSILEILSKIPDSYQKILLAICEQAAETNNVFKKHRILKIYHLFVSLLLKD IQSGLGGAWAF  
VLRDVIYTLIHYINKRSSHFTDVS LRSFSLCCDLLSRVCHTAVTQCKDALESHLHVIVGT LIPLVDYQEV  
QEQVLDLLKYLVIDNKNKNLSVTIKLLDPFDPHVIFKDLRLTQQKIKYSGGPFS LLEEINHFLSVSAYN  
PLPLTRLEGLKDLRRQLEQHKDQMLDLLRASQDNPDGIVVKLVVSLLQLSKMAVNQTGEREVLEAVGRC  
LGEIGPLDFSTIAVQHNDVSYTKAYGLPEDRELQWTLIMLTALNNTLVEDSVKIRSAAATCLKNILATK  
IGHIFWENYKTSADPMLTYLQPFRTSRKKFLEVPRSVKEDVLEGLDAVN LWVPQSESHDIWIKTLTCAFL  
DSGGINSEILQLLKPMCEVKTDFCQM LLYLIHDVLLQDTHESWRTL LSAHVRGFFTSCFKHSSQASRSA  
TPANS DSESENF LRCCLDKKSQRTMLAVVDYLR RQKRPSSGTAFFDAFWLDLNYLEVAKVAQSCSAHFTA  
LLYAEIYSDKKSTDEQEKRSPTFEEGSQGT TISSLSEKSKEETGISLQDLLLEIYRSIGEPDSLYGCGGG  
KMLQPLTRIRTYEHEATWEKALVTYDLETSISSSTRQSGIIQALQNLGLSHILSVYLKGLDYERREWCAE  
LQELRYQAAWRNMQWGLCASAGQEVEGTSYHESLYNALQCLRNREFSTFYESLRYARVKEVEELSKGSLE  
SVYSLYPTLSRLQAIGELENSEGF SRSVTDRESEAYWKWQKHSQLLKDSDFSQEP LMA LRTVILETL  
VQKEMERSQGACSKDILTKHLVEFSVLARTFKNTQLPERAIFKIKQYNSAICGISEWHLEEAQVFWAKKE  
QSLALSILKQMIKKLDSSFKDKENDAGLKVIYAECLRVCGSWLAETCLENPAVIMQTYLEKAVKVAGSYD  
GNSREL R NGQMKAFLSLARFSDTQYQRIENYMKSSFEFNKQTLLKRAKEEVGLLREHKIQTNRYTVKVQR  
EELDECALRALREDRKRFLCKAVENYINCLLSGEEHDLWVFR L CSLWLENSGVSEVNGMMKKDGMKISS

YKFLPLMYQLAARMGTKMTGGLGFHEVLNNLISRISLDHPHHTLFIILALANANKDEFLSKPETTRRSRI  
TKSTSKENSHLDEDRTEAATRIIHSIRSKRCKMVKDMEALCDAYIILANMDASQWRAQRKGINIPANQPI  
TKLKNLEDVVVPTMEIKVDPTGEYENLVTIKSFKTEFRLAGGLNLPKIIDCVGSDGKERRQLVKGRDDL  
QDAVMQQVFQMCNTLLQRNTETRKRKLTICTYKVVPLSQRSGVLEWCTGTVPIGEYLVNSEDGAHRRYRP  
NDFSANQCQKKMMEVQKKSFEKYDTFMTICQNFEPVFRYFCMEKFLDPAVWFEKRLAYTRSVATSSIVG  
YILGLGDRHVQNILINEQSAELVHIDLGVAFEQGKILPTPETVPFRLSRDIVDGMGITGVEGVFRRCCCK  
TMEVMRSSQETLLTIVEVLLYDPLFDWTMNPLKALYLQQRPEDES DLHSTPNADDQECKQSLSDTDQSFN  
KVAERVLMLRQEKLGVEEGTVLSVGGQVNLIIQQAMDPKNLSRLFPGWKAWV.

### **855012 Sample Consensus for ATM→ No Change**

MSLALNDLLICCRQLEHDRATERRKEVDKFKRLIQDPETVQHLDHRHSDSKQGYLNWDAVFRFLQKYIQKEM  
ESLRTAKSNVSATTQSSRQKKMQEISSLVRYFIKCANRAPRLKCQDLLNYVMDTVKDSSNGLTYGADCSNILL  
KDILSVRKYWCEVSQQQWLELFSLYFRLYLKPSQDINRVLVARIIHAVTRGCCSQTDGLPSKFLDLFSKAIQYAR  
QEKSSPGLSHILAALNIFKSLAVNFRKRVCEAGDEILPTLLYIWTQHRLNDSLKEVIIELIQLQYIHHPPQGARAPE  
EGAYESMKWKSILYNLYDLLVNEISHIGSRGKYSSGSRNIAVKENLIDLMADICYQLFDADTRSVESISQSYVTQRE  
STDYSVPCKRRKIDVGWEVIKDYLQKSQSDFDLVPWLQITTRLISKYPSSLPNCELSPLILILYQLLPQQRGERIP  
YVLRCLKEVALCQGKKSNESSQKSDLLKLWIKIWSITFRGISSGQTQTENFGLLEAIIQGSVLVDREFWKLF  
TG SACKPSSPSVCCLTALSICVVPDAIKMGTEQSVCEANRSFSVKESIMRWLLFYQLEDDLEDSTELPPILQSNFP  
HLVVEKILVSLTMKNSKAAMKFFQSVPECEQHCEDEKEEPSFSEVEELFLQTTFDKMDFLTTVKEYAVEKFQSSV  
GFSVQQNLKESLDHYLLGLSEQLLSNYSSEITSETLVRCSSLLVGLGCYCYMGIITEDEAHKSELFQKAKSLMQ  
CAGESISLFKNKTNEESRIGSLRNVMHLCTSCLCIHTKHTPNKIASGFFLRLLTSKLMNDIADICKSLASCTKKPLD  
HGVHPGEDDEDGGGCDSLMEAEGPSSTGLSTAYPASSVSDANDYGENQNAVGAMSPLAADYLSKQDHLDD  
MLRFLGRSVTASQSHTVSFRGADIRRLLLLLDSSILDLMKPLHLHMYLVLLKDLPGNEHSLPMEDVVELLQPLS  
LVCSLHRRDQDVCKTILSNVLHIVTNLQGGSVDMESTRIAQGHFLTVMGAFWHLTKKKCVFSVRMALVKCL  
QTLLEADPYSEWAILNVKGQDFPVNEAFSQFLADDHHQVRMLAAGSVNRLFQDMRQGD FSRSLKALPLKFQ  
QTSFN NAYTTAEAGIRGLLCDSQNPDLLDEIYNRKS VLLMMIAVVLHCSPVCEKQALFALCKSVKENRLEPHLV  
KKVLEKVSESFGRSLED F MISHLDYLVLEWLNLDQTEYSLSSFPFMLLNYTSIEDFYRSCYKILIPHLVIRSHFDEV  
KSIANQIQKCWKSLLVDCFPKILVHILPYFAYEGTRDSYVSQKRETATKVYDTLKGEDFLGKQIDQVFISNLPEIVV  
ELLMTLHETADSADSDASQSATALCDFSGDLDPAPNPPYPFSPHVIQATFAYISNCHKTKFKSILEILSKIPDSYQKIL  
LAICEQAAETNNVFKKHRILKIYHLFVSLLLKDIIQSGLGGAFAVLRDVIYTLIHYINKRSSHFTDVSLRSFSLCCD  
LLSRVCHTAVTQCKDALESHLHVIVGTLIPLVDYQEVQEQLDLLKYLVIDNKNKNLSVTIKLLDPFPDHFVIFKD  
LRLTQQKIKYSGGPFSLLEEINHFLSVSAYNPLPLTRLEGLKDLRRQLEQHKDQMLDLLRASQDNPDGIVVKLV  
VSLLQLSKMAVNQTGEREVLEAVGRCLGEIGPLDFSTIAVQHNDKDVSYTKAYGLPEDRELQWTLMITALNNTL  
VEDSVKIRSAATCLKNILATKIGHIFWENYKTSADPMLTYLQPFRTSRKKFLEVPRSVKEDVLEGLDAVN LWVP  
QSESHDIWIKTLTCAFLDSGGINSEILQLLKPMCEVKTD F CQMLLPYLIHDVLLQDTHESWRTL LSAHV RGFFTS  
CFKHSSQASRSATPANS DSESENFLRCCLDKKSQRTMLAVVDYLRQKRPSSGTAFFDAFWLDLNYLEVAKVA  
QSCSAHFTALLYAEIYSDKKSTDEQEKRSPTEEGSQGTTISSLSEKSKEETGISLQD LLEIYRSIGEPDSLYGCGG

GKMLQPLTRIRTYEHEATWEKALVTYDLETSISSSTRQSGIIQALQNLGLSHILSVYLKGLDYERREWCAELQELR  
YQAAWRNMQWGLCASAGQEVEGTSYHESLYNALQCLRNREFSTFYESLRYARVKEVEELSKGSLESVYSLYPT  
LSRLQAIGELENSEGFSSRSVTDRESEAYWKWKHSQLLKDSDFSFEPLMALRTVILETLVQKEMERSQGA  
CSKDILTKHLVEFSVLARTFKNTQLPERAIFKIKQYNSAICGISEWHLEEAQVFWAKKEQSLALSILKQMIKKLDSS  
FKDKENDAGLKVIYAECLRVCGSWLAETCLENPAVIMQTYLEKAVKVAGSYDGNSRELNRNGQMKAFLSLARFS  
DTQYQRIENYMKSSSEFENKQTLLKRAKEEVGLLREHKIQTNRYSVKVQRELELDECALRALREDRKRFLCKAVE  
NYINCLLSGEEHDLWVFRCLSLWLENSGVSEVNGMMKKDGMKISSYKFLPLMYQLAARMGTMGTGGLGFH  
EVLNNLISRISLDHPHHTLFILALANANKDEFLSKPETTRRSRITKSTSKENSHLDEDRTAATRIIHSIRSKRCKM  
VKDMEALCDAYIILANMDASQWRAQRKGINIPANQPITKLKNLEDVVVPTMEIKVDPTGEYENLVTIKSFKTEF  
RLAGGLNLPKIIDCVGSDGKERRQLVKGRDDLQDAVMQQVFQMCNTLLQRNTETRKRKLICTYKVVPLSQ  
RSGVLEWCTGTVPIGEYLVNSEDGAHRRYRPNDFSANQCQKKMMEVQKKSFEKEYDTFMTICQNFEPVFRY  
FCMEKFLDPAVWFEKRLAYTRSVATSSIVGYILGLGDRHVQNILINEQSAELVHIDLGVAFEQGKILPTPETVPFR  
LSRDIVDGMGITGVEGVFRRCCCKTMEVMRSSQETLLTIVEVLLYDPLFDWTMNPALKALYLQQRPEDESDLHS  
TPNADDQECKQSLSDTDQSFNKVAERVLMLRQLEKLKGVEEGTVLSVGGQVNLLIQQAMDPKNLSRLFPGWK  
AWV.

**BARD1 GRCm39 – WT (CDS region obtained from m-RNA transcript NM\_007525.3)**

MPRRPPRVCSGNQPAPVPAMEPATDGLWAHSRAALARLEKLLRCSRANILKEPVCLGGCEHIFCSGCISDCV  
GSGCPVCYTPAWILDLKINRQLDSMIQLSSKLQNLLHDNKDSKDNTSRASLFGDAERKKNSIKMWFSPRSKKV  
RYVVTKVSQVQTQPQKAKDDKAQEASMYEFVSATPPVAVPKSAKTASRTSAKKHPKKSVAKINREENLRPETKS  
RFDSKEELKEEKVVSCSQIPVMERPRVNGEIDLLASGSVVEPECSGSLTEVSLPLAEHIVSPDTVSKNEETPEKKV  
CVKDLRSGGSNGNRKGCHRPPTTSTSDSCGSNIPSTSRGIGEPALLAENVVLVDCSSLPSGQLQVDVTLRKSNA  
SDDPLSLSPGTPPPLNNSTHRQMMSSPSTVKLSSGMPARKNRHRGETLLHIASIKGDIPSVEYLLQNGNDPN  
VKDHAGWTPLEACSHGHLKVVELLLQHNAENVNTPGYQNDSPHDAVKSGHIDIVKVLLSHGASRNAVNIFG  
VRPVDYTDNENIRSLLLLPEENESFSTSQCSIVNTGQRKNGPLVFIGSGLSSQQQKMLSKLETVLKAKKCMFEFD  
STVTHVIVPDEEAQSTLKCMLGILSGCWILKFDWVKACLSKVREQUEEKYEVPGGPQRSRLNREQLLPKLFDG  
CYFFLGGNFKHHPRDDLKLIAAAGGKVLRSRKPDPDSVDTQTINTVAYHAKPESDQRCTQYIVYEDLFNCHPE  
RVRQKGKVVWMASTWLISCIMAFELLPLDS.

## 855012 Sample Consensus for BARD1

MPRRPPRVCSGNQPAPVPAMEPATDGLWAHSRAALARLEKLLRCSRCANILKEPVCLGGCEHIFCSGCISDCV  
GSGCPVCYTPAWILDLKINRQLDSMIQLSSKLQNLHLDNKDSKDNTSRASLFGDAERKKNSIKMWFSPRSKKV  
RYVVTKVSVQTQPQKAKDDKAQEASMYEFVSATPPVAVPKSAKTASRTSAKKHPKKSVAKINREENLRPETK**D**  
SRFDSKEEL**EGLPLQPTTSK**.

**BRCA2 GRCm39 – WT (CDS region obtained from m-RNA transcript NM 009765.3)**

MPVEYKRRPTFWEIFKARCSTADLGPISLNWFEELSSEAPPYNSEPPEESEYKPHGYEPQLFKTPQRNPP  
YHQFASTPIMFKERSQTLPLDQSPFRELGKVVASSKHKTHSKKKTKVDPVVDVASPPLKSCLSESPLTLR  
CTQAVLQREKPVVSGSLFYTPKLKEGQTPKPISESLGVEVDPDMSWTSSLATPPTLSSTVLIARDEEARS  
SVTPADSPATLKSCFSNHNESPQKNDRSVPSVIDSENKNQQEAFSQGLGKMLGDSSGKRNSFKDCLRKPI  
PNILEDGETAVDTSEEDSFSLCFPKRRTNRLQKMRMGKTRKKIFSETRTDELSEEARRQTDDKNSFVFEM  
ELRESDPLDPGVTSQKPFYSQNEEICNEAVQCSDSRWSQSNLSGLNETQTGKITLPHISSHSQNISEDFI  
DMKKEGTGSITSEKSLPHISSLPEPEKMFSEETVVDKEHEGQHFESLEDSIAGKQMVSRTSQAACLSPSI  
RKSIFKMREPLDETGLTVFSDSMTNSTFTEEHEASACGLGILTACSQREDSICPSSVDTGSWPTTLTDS  
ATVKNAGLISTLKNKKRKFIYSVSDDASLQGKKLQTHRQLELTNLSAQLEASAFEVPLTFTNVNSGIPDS  
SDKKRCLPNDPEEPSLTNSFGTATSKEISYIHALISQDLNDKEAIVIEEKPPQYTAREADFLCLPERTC  
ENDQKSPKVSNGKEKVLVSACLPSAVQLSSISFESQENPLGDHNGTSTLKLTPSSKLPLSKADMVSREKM  
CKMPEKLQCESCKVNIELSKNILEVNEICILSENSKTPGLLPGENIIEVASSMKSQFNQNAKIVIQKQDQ  
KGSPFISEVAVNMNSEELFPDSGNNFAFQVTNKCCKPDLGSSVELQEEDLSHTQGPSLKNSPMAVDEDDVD  
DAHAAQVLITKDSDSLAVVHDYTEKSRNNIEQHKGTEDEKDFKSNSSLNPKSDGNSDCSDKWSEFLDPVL  
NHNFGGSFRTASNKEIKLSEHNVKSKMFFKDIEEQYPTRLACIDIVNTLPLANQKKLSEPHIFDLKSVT  
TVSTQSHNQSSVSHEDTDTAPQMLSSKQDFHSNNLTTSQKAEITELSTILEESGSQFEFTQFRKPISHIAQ  
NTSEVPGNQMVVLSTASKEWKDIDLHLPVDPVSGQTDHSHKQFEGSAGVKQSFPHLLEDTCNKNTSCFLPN  
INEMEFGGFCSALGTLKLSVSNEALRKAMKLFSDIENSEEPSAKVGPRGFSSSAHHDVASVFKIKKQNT  
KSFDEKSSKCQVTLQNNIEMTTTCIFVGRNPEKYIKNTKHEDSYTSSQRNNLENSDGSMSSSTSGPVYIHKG  
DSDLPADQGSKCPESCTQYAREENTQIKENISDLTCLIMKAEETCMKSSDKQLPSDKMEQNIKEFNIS  
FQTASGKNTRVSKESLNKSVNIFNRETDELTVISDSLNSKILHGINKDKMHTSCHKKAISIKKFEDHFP  
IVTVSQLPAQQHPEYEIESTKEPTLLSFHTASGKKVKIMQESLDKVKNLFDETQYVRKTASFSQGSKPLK  
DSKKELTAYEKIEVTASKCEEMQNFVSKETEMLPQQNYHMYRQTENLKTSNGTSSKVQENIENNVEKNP  
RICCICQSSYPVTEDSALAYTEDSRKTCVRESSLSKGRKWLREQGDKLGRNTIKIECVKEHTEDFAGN  
ASYEHS�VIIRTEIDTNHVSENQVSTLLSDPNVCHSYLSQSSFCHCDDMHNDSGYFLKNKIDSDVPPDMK  
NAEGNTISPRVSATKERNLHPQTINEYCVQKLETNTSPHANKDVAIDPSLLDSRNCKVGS�VFITAHSQE  
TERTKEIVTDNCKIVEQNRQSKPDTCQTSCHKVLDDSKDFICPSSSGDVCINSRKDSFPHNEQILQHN  
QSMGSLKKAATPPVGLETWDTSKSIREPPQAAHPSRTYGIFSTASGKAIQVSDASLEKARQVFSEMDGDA  
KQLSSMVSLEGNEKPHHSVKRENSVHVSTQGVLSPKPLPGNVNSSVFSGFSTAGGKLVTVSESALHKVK  
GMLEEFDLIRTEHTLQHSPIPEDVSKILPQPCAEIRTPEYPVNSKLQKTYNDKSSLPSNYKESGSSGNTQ  
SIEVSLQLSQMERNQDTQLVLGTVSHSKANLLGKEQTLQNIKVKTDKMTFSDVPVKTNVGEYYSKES  
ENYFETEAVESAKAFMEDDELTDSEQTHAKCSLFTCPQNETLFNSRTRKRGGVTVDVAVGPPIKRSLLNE  
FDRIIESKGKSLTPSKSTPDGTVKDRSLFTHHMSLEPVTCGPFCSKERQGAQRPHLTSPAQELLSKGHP  
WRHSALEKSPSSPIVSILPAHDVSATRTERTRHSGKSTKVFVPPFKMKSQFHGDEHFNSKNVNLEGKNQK  
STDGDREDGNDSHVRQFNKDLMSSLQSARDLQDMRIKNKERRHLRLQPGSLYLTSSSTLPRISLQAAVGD  
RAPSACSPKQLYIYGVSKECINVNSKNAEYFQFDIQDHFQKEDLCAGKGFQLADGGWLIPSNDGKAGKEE

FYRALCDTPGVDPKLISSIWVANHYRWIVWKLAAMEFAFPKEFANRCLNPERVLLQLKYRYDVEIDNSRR  
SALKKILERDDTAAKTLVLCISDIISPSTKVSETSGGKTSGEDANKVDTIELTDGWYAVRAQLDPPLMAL  
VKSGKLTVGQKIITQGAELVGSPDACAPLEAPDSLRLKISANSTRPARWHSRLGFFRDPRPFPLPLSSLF  
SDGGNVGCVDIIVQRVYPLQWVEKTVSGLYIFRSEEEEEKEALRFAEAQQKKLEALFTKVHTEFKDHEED  
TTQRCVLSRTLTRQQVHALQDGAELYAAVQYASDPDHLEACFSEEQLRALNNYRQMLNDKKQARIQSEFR  
KALES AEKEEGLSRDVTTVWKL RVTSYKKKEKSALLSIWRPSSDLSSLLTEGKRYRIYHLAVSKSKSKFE  
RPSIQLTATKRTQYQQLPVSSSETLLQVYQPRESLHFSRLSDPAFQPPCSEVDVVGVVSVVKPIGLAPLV  
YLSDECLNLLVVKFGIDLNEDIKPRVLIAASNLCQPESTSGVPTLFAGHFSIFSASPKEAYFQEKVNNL  
KHA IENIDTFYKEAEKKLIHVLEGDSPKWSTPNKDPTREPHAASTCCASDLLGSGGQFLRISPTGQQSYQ  
SPLSHCTLK GKSMPLAHS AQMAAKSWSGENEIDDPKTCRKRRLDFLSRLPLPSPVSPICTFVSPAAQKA  
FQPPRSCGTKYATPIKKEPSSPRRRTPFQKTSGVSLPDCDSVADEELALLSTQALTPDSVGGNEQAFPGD  
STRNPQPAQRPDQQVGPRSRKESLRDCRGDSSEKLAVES.

### **855012 Sample Consensus for BRCA2**

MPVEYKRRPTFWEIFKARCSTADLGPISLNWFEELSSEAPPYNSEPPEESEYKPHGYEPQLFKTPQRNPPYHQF  
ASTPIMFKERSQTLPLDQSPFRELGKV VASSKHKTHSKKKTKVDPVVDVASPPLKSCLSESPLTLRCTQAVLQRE  
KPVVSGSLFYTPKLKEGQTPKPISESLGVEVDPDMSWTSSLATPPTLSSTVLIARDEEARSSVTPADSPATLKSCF  
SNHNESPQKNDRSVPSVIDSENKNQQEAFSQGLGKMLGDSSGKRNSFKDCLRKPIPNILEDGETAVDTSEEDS  
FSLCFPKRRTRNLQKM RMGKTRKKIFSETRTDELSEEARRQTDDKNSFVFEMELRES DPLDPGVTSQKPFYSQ  
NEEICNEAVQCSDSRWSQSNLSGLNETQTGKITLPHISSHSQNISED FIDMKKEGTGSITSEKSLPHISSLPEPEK  
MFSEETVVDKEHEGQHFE SLED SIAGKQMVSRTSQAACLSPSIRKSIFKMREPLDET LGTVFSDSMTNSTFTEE  
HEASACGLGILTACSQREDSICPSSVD TGSWPTTLT DTSATVK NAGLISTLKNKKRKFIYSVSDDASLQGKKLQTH  
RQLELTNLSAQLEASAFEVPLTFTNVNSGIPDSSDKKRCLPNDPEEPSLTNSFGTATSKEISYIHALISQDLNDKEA  
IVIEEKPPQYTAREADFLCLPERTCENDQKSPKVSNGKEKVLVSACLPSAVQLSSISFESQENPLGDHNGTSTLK  
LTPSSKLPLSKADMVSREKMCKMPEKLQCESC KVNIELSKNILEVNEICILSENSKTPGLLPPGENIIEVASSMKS  
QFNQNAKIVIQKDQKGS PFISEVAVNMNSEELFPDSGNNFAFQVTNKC NKPD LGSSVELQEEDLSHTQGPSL  
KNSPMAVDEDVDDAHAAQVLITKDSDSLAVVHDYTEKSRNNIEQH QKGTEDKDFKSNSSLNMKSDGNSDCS  
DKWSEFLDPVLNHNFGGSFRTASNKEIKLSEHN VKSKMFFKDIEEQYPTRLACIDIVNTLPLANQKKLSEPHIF  
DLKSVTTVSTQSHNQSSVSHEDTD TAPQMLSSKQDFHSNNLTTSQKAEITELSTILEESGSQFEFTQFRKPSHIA  
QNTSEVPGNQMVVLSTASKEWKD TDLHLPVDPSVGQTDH SKQFE GSAGVKQSFP HLL EDCNKN TSCFLPN  
INEMEFGGFC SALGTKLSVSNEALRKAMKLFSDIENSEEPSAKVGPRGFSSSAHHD SVASVFKIKKQNT EKSFD  
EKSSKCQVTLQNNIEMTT C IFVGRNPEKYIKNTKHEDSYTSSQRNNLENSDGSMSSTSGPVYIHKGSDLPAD  
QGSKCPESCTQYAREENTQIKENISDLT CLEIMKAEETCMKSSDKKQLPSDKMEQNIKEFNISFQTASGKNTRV  
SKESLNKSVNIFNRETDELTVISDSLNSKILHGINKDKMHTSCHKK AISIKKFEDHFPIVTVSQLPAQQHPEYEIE  
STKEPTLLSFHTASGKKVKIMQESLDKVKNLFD ETQYVRKTASF SQSKPLKDSKKELT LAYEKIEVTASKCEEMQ  
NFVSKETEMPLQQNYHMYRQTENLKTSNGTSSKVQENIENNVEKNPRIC C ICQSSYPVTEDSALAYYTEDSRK  
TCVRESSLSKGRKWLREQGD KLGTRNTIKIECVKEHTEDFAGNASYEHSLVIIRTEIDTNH VSENQVSTLLSDPN

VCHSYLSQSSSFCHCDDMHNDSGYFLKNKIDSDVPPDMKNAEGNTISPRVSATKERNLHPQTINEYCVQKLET  
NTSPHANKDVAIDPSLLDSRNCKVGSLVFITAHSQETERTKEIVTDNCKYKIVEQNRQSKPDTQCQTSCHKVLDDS  
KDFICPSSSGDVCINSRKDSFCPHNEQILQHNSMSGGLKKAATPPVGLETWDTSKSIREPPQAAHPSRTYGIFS  
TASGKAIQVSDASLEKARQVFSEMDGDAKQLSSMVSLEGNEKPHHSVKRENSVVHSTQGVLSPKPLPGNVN  
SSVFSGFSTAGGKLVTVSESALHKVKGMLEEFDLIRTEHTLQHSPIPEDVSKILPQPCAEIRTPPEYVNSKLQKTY  
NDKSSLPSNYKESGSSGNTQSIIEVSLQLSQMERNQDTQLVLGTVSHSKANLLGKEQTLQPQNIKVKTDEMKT  
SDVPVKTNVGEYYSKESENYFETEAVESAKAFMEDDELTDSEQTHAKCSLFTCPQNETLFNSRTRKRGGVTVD  
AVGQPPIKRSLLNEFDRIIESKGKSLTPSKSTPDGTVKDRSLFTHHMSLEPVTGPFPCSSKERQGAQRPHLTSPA  
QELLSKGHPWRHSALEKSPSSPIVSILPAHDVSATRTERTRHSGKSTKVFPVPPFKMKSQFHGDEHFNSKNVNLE  
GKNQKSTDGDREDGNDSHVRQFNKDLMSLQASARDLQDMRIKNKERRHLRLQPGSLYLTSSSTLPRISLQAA  
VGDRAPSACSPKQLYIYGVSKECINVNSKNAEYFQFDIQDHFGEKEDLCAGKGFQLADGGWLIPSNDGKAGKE  
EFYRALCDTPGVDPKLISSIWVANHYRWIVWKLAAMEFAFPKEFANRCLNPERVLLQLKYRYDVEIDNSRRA  
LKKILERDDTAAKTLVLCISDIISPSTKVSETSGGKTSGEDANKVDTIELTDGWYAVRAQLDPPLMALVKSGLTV  
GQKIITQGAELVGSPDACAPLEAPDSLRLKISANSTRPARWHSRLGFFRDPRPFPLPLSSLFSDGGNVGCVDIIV  
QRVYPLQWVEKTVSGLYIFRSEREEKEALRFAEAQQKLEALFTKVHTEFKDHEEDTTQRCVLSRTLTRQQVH  
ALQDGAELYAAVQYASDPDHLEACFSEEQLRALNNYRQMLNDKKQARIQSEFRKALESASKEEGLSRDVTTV  
WKL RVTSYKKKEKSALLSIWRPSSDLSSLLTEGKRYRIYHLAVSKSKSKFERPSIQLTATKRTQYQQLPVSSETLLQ  
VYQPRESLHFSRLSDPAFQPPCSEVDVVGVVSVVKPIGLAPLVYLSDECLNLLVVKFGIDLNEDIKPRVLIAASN  
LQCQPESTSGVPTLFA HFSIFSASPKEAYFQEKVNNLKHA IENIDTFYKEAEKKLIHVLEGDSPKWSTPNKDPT  
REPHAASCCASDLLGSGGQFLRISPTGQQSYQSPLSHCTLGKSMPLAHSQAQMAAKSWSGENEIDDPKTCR  
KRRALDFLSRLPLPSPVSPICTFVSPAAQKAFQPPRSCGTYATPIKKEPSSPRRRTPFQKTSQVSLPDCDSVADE  
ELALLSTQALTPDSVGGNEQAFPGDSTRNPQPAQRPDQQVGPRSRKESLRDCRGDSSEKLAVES.

### **CDH1 GRCm39 – WT (CDS region obtained from m-RNA transcript NM 009864.3)**

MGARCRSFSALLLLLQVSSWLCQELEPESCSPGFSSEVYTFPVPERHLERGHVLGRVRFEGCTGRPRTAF  
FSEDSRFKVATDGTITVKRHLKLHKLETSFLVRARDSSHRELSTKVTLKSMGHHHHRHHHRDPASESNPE  
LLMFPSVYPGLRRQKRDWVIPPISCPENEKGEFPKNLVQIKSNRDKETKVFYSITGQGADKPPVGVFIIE  
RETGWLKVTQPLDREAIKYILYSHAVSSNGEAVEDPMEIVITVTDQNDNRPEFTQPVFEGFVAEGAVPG  
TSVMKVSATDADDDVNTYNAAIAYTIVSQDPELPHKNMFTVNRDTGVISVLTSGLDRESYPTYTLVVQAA  
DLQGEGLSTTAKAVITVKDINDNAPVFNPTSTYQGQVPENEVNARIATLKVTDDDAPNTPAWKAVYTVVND  
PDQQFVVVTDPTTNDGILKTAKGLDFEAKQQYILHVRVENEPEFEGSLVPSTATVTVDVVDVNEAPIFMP  
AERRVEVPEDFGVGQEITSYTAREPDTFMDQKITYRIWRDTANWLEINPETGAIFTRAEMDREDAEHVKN  
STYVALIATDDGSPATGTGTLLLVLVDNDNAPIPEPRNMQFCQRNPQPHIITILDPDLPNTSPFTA  
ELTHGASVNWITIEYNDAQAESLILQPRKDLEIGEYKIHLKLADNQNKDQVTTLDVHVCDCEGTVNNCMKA  
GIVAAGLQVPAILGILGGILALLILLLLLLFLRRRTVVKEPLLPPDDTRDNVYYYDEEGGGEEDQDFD  
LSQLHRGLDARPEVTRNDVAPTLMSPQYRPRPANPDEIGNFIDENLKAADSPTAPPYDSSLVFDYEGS  
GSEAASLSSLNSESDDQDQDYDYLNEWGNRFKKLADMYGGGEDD.

### **855012 Sample Consensus for CDH1**

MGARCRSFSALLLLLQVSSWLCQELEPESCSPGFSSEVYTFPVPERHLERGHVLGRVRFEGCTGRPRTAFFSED  
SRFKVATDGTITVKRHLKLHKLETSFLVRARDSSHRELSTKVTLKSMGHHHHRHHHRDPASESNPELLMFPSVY  
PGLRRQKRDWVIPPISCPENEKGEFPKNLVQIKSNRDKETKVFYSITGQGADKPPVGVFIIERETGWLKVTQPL  
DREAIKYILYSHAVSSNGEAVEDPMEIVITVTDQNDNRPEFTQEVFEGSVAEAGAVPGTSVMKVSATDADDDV  
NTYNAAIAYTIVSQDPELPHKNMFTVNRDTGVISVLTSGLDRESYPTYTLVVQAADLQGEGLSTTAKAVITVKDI  
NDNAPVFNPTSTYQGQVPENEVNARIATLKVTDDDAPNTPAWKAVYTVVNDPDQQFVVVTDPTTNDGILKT  
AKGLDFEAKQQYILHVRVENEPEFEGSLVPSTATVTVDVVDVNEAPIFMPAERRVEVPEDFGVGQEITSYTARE  
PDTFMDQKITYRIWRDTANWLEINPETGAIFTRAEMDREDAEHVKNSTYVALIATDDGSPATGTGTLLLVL  
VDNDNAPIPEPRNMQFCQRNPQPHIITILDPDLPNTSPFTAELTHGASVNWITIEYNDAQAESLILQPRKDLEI  
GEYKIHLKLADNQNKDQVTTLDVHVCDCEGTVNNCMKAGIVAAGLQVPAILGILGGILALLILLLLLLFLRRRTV  
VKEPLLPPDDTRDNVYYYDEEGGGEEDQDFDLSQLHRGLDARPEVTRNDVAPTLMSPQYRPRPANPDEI  
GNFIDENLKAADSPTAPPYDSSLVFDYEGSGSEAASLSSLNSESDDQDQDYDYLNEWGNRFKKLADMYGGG  
EDD.

**CHEK2 GRCm39 – WT (CDS region obtained from m-RNA transcript NM 016681.4)**

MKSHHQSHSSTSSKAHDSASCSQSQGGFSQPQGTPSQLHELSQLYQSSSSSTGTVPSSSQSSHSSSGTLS  
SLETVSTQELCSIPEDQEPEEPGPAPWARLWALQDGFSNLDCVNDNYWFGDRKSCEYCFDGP LLRRTDKY  
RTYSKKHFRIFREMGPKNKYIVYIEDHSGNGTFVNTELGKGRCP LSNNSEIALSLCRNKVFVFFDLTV  
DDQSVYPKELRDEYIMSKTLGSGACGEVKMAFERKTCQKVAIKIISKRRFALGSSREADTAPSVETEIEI  
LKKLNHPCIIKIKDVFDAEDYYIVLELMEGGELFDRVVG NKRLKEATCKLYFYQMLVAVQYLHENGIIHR  
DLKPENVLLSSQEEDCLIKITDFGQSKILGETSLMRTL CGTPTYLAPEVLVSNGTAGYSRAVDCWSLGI  
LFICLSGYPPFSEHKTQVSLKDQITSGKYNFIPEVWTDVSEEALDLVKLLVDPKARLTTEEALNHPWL  
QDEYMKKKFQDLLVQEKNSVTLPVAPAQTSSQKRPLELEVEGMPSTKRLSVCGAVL.

**855012 Sample Consensus for CHEK2**

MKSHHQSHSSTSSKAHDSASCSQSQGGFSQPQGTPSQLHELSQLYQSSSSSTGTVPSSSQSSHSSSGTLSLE  
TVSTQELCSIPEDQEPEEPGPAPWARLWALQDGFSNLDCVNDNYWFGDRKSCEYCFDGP LLRRTDKYRTYSK  
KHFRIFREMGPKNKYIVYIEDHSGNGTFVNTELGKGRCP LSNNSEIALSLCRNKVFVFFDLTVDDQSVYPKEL  
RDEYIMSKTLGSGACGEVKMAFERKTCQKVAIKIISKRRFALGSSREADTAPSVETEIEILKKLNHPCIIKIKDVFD  
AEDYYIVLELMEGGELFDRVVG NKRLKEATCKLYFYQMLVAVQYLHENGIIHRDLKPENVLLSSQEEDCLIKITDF  
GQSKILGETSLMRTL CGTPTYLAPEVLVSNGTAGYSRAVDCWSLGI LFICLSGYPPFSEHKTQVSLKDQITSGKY  
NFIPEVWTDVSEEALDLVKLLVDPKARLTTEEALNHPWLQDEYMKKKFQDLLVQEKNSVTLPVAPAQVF.

**NF1 GRCm39 – WT (CDS region obtained from m-RNA transcript NM 010897.2)**

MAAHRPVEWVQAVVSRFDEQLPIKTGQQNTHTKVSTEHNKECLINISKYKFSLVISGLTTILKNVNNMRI  
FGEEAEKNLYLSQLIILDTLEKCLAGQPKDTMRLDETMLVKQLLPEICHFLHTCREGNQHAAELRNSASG  
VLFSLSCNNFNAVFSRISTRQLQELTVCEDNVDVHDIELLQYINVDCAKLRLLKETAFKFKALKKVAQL  
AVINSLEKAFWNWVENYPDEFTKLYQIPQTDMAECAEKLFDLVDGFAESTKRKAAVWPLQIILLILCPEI  
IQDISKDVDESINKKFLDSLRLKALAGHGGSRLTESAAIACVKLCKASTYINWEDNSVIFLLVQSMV  
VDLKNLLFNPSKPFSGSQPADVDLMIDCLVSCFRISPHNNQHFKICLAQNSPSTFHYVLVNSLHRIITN  
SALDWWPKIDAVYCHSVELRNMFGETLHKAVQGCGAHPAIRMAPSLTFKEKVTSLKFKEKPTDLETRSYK  
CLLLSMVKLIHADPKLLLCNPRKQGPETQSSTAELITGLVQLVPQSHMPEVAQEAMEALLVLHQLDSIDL  
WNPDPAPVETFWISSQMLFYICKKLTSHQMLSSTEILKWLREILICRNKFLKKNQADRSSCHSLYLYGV  
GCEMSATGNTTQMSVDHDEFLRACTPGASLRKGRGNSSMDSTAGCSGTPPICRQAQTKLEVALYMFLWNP  
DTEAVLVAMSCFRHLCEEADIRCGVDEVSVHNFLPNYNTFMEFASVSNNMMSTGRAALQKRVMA LLRRIEH  
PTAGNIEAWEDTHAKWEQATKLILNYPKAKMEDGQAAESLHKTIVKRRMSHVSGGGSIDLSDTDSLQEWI  
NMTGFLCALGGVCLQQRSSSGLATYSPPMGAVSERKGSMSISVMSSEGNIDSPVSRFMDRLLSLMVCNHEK  
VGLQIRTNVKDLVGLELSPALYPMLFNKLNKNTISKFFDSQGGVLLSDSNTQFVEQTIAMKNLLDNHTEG  
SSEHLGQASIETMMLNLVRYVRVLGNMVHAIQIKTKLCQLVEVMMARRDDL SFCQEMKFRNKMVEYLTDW  
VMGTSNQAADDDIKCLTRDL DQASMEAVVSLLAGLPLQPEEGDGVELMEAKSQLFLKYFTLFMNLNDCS  
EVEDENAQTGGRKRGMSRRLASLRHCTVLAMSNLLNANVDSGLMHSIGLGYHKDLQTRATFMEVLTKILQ  
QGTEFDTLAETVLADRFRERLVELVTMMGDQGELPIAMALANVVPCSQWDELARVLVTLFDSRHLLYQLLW  
NMF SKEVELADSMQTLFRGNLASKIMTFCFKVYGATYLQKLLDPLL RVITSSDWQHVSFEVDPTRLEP  
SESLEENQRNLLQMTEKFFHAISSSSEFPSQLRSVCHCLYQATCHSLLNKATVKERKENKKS VVSQRFP  
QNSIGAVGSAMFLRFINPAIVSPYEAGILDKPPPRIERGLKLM SKVLQSIANHVLF TKEEHMRPFNDFV  
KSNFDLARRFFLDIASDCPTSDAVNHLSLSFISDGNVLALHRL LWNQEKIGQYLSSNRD HKAVGRPFDK  
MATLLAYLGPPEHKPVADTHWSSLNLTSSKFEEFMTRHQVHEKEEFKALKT LSI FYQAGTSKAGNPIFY  
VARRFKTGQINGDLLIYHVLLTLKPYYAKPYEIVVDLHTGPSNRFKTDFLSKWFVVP GFAYDNVSAVY  
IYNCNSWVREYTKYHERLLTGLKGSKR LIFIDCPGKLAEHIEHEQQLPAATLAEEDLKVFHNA LKLAH  
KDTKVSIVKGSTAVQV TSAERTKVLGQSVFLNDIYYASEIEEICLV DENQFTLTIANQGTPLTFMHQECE  
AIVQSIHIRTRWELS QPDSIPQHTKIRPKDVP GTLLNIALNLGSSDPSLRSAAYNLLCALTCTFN LKI  
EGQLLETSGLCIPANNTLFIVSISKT LAANEPH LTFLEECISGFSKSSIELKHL CLEYMTPWLSNLVR  
FCKHNDDAKRQRV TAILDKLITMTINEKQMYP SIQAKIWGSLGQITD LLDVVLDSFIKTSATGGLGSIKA  
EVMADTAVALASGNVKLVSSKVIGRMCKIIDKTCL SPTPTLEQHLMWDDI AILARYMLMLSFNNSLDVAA  
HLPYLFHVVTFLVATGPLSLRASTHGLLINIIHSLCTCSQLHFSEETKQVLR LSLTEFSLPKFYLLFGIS  
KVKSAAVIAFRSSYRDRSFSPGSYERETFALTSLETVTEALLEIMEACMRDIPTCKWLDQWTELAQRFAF  
QYNPSLQPRALVVF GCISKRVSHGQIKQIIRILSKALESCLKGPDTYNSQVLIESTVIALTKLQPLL NKD  
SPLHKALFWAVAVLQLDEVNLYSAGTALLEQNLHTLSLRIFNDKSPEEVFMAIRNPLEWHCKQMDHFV  
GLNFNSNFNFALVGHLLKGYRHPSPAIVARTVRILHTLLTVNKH RNC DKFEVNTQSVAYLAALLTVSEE  
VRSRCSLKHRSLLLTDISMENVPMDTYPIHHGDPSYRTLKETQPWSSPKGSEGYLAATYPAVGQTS PRA

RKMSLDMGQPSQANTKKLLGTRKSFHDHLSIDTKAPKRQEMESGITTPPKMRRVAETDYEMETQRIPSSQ  
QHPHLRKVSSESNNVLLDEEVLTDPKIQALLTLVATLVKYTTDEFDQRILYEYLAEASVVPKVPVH  
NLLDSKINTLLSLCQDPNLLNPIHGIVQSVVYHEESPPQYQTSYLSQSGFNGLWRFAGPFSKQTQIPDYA  
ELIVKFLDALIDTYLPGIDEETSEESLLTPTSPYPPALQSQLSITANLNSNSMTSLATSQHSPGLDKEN  
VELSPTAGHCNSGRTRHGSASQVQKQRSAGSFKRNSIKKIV.

### **855012 Sample Consensus for NF1**

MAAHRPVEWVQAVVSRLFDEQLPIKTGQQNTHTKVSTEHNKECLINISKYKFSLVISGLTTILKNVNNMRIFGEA  
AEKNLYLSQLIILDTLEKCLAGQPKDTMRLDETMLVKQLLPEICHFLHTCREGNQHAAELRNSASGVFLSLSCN  
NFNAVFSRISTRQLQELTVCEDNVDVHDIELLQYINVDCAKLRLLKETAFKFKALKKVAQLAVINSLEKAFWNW  
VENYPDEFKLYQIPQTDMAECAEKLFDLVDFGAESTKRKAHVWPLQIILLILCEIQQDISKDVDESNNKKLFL  
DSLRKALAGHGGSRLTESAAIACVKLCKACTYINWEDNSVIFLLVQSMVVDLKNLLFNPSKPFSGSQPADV  
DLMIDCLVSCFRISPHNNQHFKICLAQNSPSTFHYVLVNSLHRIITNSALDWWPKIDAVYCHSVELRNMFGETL  
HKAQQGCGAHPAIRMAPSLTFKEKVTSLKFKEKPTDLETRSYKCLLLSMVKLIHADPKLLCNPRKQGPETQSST  
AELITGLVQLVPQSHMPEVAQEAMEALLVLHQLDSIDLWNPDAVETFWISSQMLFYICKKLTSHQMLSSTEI  
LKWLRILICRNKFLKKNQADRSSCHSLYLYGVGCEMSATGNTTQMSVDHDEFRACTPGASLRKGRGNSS  
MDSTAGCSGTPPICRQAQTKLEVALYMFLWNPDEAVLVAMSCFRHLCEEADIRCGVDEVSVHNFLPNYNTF  
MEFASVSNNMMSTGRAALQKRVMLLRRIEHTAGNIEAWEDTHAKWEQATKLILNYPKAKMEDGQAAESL  
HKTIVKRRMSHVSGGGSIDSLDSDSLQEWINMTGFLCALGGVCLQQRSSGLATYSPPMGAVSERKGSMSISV  
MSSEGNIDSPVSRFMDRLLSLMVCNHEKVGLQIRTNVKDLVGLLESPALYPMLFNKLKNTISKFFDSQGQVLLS  
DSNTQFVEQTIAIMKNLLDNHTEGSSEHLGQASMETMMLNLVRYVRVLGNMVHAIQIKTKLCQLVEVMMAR  
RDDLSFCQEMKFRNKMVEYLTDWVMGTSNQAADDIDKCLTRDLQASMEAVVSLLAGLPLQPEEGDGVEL  
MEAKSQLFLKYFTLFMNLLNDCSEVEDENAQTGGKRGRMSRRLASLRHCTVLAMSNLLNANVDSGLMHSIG  
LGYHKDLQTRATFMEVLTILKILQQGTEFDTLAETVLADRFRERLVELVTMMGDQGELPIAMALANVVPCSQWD  
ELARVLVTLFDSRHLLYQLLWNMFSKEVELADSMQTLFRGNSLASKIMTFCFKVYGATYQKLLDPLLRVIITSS  
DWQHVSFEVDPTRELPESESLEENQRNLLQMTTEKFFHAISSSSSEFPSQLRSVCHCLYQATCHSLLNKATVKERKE  
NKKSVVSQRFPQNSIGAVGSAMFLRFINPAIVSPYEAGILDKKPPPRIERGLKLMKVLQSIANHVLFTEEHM  
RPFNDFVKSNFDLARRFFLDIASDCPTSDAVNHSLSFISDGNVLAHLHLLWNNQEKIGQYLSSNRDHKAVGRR  
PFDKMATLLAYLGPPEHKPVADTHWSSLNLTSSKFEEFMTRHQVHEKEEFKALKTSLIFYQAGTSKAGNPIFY  
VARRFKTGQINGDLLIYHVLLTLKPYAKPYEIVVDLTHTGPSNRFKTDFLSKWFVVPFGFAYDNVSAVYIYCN  
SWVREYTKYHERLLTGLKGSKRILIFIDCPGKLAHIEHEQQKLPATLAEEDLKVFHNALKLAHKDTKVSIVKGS  
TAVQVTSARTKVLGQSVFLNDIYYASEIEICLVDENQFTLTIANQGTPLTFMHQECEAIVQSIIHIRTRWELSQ  
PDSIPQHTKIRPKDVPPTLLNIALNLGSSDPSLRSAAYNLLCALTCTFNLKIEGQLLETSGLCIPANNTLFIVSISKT  
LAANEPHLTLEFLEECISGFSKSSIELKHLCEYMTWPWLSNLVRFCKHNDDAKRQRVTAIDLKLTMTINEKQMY  
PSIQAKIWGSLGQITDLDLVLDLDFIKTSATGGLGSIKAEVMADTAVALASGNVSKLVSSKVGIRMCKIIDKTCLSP  
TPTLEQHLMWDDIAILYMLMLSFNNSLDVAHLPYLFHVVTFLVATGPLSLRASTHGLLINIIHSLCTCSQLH  
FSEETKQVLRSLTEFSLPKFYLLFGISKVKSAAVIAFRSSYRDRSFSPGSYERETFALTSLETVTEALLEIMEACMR

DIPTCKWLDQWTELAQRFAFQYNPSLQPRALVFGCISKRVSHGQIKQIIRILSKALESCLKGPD TYNSQVLIEST  
VIALTKLQPLL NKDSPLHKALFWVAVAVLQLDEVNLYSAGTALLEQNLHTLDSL RIFNDKSPEEVFM AIRNPLE  
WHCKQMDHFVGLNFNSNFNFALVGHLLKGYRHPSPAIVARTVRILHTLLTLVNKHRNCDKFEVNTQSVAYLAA  
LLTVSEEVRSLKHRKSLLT DISMENVPM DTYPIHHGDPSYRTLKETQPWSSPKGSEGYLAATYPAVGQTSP  
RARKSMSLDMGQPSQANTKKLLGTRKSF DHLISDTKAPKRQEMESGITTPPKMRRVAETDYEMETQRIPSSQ  
QHPHLRKVSSES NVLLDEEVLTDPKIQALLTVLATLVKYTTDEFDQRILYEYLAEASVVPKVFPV VHNLLDSKI  
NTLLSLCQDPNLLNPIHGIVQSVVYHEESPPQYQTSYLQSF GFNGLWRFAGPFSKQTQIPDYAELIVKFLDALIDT  
YLP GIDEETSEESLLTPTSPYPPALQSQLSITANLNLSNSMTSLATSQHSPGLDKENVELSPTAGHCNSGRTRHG  
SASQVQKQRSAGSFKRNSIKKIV.

**PALB2 GRCm39 – WT (CDS region obtained from m-RNA transcript NM\_001081238.2)**

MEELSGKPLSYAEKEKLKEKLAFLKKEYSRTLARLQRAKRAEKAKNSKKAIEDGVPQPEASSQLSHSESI  
NKGFP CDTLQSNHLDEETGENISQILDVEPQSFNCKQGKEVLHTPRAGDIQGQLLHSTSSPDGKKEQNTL  
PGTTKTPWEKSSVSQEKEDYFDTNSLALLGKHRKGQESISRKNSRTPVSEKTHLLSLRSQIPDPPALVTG  
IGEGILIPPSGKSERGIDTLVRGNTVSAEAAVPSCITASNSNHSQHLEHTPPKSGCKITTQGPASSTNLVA  
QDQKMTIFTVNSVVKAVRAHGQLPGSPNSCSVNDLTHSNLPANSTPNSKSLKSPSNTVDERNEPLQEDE  
ILGPSKNFNLA AVSPPSTESQIH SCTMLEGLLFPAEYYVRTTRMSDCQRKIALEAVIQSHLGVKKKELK  
KKTATKAVVLSS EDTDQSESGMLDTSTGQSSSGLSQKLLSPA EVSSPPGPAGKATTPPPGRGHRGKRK  
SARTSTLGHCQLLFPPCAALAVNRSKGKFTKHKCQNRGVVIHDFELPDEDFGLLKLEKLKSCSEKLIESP  
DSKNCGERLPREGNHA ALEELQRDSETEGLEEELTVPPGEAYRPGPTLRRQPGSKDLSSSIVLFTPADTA  
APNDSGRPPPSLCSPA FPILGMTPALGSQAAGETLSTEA AQP CSTSQPPLLGD TNSLVNNSKQCNS SACS  
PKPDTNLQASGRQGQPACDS DSGPQATPLPVE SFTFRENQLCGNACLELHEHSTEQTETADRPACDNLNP  
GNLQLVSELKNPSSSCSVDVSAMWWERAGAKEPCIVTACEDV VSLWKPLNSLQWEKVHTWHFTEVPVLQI  
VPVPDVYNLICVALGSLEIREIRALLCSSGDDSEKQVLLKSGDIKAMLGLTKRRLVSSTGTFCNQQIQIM  
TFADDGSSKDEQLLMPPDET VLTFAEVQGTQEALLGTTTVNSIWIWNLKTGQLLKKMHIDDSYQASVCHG  
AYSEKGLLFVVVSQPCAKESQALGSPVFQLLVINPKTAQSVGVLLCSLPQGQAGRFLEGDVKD HVAAAVL  
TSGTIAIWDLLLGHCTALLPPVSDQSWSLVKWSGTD SHLLAGQK DGNIFIYRYF.

**855012 Sample Consensus for PALB2 → No Change**

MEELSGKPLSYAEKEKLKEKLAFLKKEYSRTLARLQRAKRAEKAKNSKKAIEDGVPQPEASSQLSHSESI NKGFP  
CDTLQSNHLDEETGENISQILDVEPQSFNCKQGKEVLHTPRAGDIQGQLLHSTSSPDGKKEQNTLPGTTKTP  
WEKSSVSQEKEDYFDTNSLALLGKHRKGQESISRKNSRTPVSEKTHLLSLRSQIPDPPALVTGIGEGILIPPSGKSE  
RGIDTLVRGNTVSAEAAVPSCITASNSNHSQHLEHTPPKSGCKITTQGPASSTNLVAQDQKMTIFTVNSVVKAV  
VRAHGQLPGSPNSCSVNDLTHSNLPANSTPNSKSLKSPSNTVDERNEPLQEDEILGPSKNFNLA AVSPPSTESQ  
IH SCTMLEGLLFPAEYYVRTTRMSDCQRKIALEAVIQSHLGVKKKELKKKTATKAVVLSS EDTDQSESGMLD  
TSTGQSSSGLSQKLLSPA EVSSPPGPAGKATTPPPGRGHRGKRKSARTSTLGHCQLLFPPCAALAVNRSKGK F  
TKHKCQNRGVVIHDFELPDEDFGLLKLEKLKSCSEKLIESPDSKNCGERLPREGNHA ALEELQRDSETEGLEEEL  
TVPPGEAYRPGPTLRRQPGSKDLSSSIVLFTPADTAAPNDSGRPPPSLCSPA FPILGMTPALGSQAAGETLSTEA  
AQP CSTSQPPLLGD TNSLVNNSKQCNS SACS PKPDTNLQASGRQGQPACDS DSGPQATPLPVE SFTFRENQL  
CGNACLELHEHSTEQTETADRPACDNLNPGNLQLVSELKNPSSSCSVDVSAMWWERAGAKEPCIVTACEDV  
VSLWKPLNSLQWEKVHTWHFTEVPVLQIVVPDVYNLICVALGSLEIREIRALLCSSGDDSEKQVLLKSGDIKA  
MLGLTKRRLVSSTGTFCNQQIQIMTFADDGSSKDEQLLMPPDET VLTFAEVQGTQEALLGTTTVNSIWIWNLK  
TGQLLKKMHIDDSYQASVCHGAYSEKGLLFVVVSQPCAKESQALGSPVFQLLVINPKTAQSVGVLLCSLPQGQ  
AGRFLEGDVKD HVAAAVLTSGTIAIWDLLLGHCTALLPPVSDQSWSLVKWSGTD SHLLAGQK DGNIFIYRYF.

**PTEN GRCm39 – WT (CDS region obtained from m-RNA transcript NM 008960.2)**

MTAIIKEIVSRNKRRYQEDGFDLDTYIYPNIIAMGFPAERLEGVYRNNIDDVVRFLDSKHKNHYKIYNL  
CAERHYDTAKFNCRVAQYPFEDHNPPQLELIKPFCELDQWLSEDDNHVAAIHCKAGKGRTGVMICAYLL  
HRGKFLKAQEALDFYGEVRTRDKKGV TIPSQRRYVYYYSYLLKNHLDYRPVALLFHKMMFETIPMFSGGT  
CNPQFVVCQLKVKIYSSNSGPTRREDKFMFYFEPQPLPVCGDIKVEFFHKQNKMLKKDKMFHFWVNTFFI  
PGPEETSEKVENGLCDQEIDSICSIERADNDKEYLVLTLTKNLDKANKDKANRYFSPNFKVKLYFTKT  
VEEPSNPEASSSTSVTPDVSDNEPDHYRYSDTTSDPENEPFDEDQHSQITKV.

**855012 Sample Consensus for PTEN → No Change**

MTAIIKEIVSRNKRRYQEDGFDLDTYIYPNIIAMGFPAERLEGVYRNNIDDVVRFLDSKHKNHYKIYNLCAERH  
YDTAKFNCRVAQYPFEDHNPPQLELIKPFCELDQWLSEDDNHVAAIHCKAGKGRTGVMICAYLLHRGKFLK  
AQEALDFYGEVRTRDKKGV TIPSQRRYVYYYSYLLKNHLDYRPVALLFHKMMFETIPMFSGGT  
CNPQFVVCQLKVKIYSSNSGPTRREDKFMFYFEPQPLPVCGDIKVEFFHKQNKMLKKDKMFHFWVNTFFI  
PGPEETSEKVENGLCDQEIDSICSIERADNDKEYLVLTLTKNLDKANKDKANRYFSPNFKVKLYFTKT  
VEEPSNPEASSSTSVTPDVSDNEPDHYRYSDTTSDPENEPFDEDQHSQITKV.

**RAD51C GRCm39 – WT (CDS region obtained from m-RNA transcript NM 053269.4)**

MQRELVGYP LSPAVRGKLV AAGFQTAEDVLEV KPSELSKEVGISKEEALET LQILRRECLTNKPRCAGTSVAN EK  
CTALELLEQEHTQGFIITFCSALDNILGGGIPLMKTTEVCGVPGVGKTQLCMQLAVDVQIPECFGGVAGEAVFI  
DTEGSFMVDRVVS LATA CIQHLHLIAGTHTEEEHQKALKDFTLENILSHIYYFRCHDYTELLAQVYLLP DFLSDH  
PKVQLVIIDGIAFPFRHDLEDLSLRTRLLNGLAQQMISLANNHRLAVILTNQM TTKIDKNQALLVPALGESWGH  
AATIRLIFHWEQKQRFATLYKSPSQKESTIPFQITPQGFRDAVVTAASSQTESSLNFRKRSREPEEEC.

**855012 Sample Consensus for RAD51C → No Change**

MQRELVGYP LSPAVRGKLV AAGFQTAEDVLEV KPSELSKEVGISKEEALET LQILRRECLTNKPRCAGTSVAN EK  
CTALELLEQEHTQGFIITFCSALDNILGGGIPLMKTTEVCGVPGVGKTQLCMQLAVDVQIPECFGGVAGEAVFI  
DTEGSFMVDRVVS LATA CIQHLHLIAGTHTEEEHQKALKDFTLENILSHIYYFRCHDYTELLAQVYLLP DFLSDH  
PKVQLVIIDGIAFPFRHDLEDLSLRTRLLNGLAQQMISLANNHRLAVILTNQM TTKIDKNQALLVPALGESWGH  
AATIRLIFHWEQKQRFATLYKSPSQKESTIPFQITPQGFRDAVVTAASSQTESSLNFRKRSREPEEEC.

**RAD51D GRCm39 – WT (CDS region obtained from m-RNA transcript NM 011235.4)**

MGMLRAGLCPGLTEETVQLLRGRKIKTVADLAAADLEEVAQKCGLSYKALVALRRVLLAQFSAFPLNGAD  
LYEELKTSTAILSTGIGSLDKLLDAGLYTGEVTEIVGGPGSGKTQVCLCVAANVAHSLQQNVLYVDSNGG  
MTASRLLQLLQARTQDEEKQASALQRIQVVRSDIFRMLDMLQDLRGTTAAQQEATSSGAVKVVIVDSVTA  
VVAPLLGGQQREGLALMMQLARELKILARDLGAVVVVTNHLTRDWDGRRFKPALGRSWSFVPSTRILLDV  
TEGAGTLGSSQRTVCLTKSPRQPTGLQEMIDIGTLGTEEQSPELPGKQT.

**855012 Sample Consensus for RAD51D → No Change**

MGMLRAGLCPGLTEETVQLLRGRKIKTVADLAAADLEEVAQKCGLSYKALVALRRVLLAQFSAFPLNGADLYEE  
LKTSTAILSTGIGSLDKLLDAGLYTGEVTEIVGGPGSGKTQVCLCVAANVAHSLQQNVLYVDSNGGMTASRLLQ  
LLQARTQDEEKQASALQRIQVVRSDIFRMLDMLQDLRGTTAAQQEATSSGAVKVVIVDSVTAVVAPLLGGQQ  
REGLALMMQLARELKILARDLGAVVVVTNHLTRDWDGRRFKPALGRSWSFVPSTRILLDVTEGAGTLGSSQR  
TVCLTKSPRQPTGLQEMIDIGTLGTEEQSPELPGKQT.

**STK11 GRCm39 – WT (CDS region obtained from m-RNA transcript NM 011492.5)**

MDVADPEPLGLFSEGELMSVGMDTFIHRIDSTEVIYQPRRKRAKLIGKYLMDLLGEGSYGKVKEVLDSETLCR  
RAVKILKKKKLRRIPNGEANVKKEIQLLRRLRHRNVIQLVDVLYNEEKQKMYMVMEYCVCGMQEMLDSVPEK  
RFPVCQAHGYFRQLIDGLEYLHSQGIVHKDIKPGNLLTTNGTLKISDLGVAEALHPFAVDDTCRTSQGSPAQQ  
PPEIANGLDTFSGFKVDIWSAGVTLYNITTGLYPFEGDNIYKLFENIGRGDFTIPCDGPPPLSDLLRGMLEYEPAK  
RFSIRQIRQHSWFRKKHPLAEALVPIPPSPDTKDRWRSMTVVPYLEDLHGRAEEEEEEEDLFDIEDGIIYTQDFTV  
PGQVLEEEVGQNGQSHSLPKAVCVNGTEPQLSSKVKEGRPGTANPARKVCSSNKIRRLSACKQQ.

**855012 Sample Consensus for STK11 → No change**

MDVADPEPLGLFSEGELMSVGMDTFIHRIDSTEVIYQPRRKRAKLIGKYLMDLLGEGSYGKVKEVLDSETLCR  
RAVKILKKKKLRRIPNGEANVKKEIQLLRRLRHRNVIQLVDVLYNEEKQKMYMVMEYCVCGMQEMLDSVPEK  
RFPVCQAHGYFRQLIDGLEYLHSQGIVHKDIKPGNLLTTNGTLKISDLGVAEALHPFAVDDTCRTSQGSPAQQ  
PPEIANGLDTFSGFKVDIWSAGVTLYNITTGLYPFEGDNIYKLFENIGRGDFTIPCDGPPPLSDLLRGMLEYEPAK  
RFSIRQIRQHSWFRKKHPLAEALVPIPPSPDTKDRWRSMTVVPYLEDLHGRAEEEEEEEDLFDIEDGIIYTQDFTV  
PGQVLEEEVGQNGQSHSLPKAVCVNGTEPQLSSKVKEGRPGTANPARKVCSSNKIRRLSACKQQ.

**TP53 GRCm39 – WT CDS region obtained from m-RNA transcript NM\_011640.4)**

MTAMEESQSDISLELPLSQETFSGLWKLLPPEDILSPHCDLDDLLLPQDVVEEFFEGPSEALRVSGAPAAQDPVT  
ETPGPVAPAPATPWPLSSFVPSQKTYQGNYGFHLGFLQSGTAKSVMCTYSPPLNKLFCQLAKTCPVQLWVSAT  
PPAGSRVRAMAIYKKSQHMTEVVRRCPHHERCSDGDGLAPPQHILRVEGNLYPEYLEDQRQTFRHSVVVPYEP  
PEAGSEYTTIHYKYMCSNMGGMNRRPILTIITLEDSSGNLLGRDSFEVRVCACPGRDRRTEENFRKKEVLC  
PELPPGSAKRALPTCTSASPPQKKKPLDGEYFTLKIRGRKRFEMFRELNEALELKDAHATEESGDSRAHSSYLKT  
KKGQSTSRHKKTMOVKKVGPDS.

**855012 Sample Consensus for TP53**

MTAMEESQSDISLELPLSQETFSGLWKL

**BRCA1 GRCm39 – WT – (Mus Musculus BRCA1 CDS Region obtained from NC 000077.6)**

MDLSAVQIQEVQNVLHAMQKILECPICLELIKEPVSTKCDHIFCKFCMLKLLNQKKGPSQCPLCKNEITKRSLO  
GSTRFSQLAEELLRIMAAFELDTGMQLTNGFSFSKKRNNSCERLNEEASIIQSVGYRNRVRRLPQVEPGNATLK  
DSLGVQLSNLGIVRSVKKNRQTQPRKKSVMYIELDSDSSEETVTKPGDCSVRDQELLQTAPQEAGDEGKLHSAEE  
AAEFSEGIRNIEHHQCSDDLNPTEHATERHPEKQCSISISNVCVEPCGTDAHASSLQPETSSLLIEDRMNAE  
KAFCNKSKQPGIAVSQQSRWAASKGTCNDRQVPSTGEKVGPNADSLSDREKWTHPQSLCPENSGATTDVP  
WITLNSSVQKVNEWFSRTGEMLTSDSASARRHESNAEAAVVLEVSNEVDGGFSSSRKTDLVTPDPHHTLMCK  
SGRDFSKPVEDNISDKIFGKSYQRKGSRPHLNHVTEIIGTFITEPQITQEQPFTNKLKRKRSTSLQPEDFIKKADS  
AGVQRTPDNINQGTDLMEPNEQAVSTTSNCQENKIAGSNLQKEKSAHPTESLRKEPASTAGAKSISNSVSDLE  
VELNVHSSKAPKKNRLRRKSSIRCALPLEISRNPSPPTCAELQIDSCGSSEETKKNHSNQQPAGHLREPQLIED  
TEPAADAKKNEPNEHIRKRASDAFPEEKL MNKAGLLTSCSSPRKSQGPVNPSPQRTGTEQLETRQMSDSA  
ELGDRV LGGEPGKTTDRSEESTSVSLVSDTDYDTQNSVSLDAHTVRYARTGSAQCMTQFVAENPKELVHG  
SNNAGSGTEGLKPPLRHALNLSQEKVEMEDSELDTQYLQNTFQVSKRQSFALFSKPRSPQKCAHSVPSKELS  
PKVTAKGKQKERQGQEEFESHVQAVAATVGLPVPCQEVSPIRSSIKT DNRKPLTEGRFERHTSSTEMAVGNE  
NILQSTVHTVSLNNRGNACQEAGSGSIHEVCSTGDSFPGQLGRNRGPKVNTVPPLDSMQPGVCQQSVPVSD  
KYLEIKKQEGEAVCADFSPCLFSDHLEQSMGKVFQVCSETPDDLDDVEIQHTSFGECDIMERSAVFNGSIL  
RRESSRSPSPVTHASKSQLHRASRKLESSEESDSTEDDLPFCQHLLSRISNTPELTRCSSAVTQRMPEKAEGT  
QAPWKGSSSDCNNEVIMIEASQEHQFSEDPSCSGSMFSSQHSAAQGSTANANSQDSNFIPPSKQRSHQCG  
NEEAFLSDKELISDNEEMATCLEEDNDQEEDSIIPDSEASGYESETNLSEDCSQSDILTTQQRATMKYNLIKLOQ  
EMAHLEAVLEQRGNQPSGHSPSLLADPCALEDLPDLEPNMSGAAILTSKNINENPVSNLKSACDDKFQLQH  
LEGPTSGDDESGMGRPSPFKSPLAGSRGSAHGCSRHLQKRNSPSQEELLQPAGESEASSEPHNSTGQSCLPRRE  
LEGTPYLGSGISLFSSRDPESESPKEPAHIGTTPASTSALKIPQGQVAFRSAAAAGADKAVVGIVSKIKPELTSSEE  
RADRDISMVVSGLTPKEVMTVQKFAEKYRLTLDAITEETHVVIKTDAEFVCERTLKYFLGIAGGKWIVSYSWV  
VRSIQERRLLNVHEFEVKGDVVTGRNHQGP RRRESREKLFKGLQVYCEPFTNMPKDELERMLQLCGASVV  
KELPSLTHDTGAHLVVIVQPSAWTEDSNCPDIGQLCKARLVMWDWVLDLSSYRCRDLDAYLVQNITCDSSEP  
QDSND.

**855012 Sample Consensus for BRCA1- no change**

MDLSAVQIQEVQNVLHAMQKILECPICLELIKEPVSTKCDHIFCKFCMLKLLNQKKGPSQCPLCKNEITKRSLO  
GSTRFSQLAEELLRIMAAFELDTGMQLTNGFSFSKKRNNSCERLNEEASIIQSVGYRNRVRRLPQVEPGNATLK  
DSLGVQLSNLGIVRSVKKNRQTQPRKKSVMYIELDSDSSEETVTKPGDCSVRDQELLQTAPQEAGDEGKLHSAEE  
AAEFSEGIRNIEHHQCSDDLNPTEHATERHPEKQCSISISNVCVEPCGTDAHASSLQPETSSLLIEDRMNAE  
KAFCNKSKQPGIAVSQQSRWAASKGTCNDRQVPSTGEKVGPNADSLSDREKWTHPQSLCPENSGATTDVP  
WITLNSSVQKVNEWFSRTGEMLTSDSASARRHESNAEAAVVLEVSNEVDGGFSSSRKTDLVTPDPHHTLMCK  
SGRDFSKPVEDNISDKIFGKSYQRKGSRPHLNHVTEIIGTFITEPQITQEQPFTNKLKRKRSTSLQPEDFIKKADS  
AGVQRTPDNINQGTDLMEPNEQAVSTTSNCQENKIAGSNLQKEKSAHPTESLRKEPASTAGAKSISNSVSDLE

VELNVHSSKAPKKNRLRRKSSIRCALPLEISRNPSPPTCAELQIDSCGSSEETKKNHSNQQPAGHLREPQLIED  
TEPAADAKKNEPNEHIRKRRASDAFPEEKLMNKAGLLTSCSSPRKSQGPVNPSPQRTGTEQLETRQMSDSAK  
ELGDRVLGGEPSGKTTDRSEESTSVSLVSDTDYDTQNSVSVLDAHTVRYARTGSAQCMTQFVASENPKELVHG  
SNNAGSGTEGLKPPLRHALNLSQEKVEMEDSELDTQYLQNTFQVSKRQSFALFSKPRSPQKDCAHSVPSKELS  
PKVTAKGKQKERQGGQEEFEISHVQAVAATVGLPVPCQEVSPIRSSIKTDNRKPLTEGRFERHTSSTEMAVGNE  
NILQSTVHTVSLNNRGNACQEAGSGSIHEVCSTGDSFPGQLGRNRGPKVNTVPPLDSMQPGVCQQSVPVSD  
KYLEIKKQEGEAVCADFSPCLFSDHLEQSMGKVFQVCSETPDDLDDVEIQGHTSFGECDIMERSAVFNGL  
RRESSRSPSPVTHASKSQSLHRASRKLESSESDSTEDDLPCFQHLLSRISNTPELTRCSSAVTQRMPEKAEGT  
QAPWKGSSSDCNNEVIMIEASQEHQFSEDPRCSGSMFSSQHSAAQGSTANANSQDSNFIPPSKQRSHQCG  
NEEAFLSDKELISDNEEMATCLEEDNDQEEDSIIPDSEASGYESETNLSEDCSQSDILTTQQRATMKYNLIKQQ  
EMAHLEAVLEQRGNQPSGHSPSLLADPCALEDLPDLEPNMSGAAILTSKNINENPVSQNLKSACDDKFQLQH  
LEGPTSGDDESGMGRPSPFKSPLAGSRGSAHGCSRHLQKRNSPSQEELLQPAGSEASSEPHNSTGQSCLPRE  
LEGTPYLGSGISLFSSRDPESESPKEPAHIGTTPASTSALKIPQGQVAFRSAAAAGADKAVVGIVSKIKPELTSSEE  
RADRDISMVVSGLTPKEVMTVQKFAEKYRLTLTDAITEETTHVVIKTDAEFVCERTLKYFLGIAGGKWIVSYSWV  
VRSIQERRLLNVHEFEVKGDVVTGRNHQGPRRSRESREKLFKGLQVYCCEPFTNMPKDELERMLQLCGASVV  
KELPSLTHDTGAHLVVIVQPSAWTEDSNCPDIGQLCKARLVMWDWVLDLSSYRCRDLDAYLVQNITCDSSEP  
QDSND.

Figure S1: Multiple Sequence Alignment

# BARD1

*experimental mouse protein has mutations that are shown in the rectangular box and eventually truncated*

# BRCA2

*experimental mouse protein has mutations that are shown in the rectangular box*

\*\*\*\*\* \*\*\* \*\*\*\*\*:\*\*\*\*\* \*\*\*\*\*.\*\*\*\*\*.\*\*\*.\*\*

# CDH1

*experimental mouse protein has mutations that are shown in the rectangular box*

# CHEK2

*experimental mouse protein has mutations that are shown in the rectangular box and eventually truncated*

# NF1

*experimental mouse protein has mutations that are shown in the rectangular box*

# TP53

*experimental mouse protein is severely truncated*

# Figure S1: DNA Alignment

## Read Alignment (BWA) Results

### Input 1: Reference Genome Sequences

GCA\_000001635.9\_GRCm39\_genomic

### Input 2: Sequencing Data

A total of 2 libraries have been processed.

## Results Overview

### Globals

### ACTG Content

### Coverage

### Mapping Quality

### Mismatches and Indels

## Analysis Parameters

## References

- OmicsBox - Bioinformatics made easy. BioBam Bioinformatics. March 3, 2019. [www.biobam.com/omicsbox](http://www.biobam.com/omicsbox).
- Li H. and Durbin R. (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics (Oxford, England)*, 25(14), 1754-60.
- Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G. and Durbin R. (2009). The Sequence Alignment/Map format and SAMtools. *Bioinformatics (Oxford, England)*, 25(16), 2078-9.
- Okonechnikov K., Conesa A. and Garcia-Alcalde F. (2016). Qualimap 2: advanced multi-sample quality control for high-throughput sequencing data. *Bioinformatics (Oxford, England)*, 32(2), 292-4.

# Alignments per Category

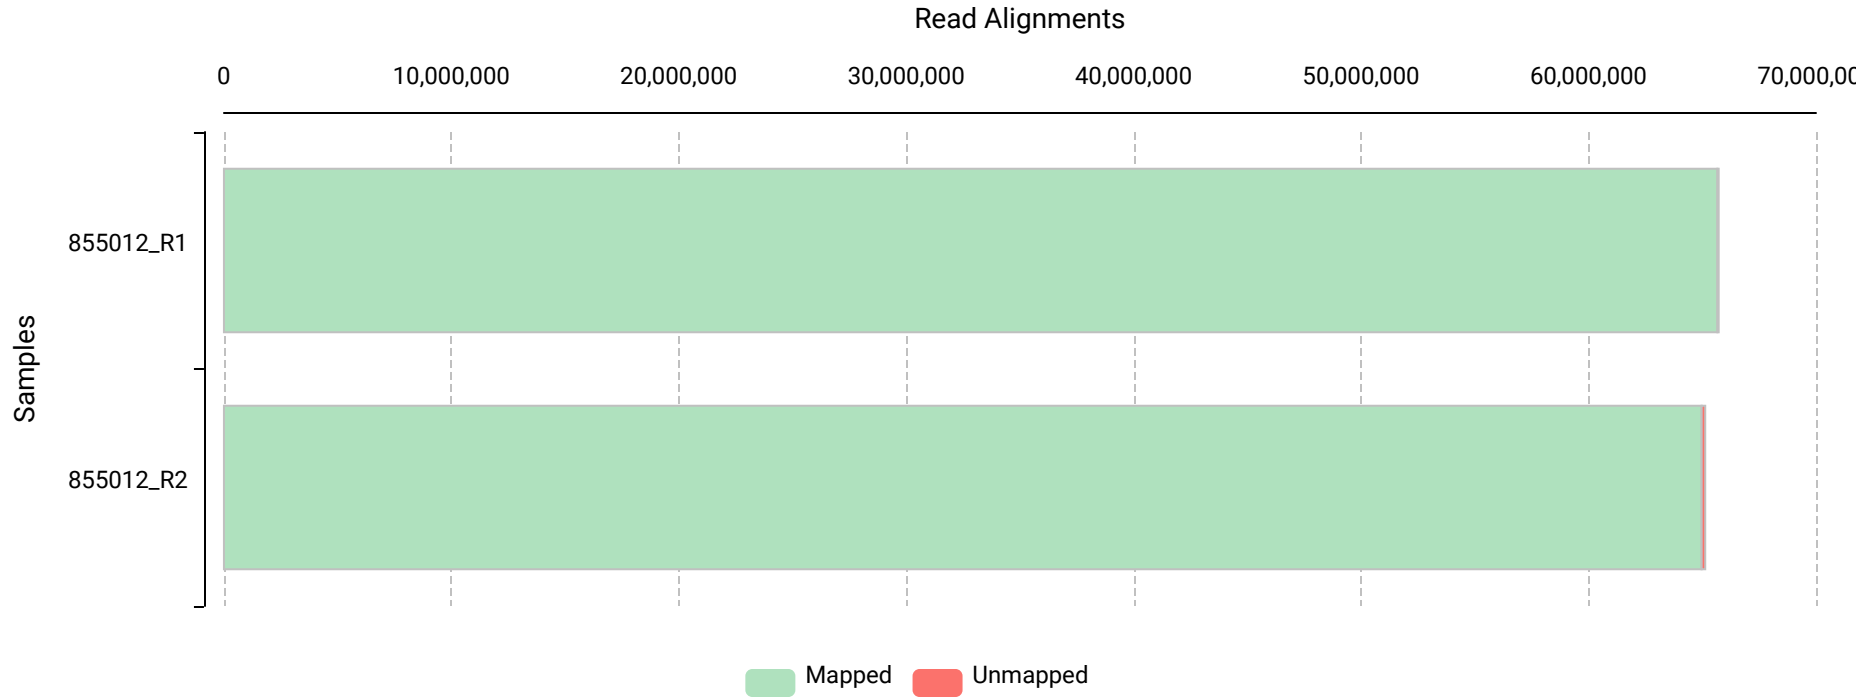

# Relative Alignments per Category

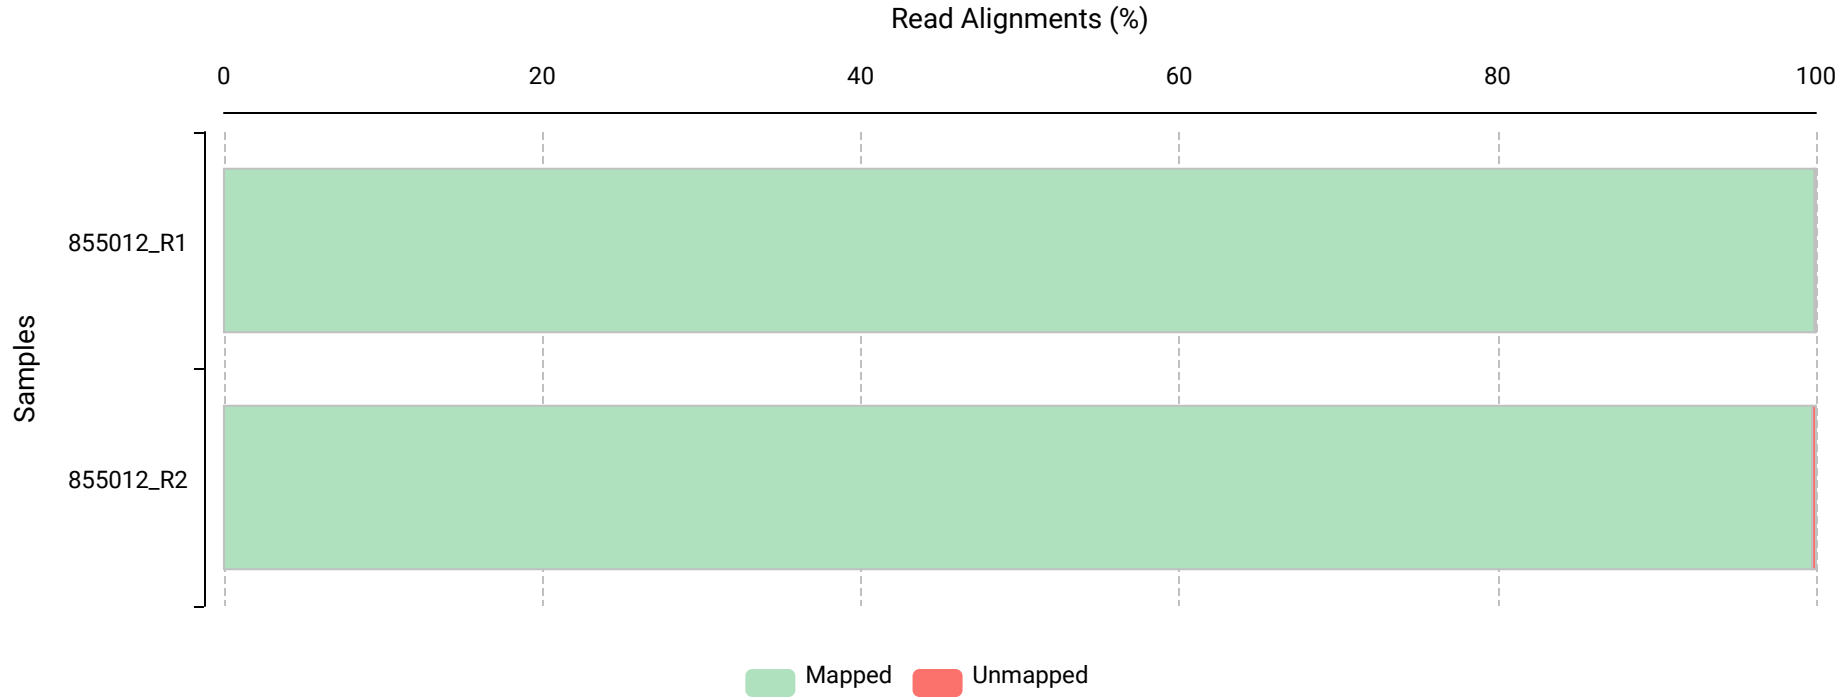

## Figure S1: Sequencing Report

### Illumina NextSeq Sequencing Run QC Report

Run ID: 241030\_VL00482\_40\_AACJNGWM5

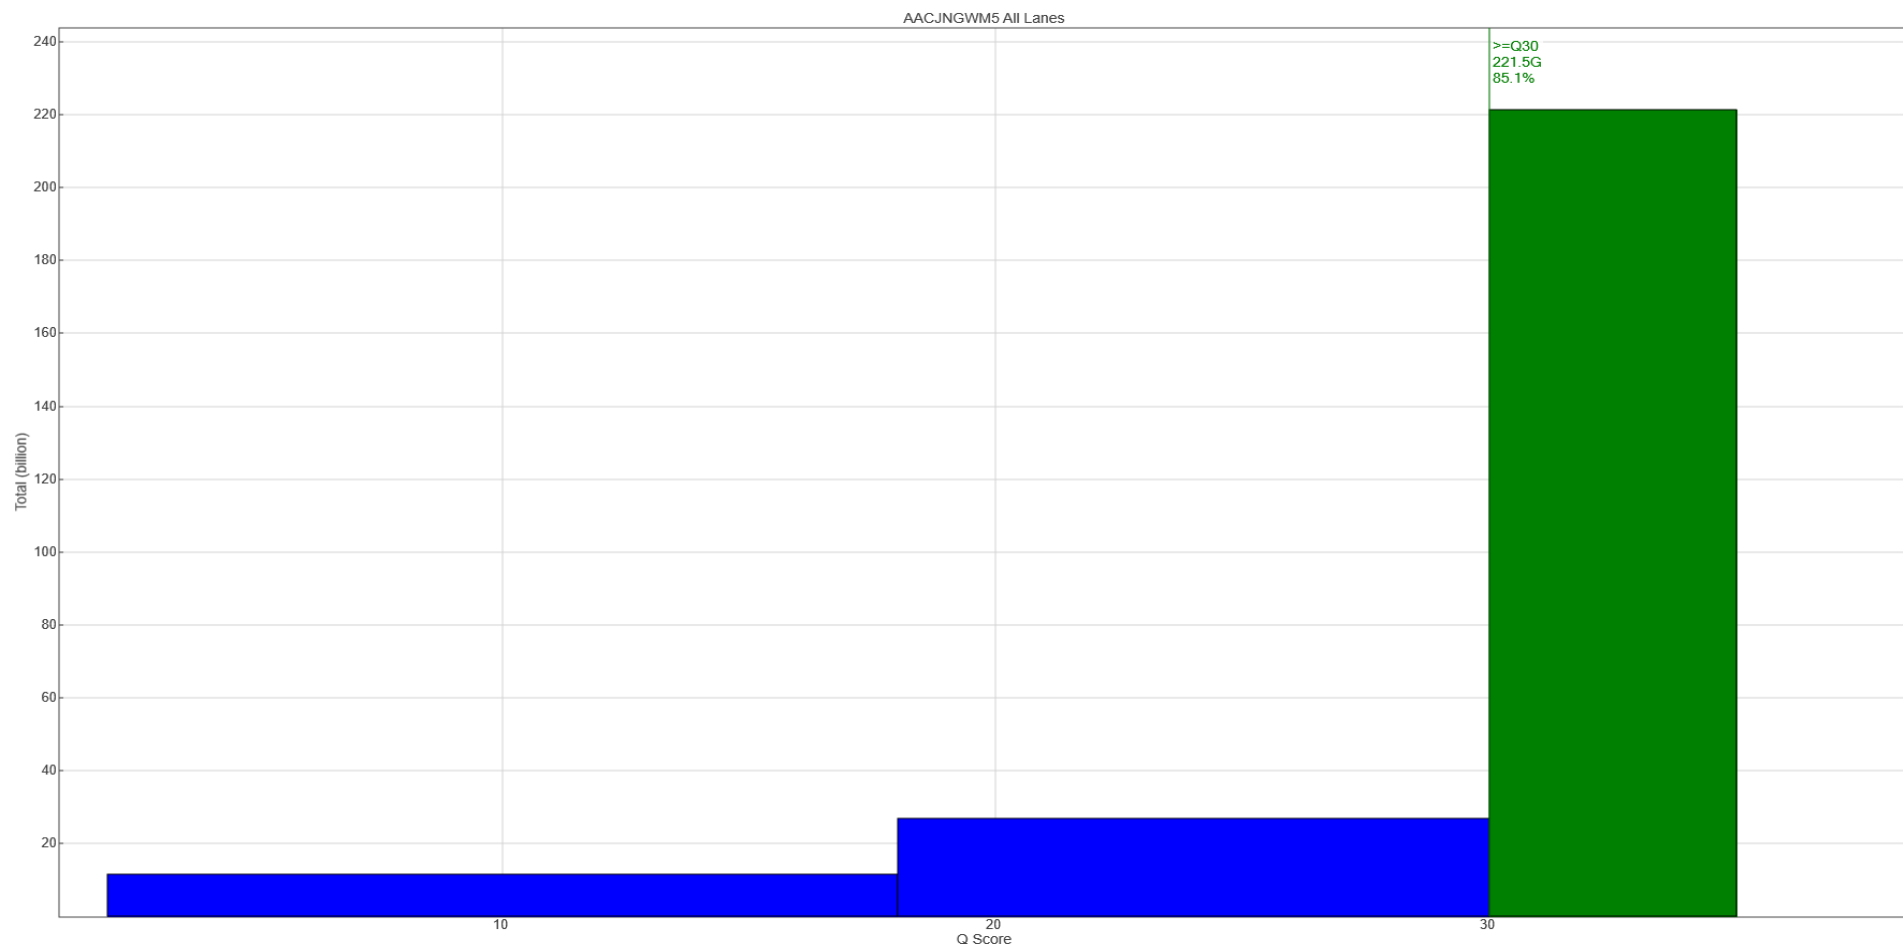

#### Q Score Distribution.

Q scores are used to measure base calling accuracy, one of the most common metrics for assessing sequencing data quality. Q score is a Phred-like quality score, defined as logarithmically related to the base calling error probability:  $Q = -10 \log_{10}(P)$ . A base is assigned a Q score of 30 (Q30) when its base call accuracy is 99.9%, and the probability of an incorrect base call is 1 in 1000. On the NextSeq 1000 platform, a base is assigned a simplified Q score of 34 (high-quality), 26 (medium), 12 (marginal), or 2 (no-call). A NextSeq sequencing run is considered high quality overall with  $\geq 80\%$  bases higher than Q30 at 2 x 300 bp.

# Illumina NextSeq Sequencing Run QC Report

## Run ID: 241030\_VL00482\_40\_AACJNGWM5

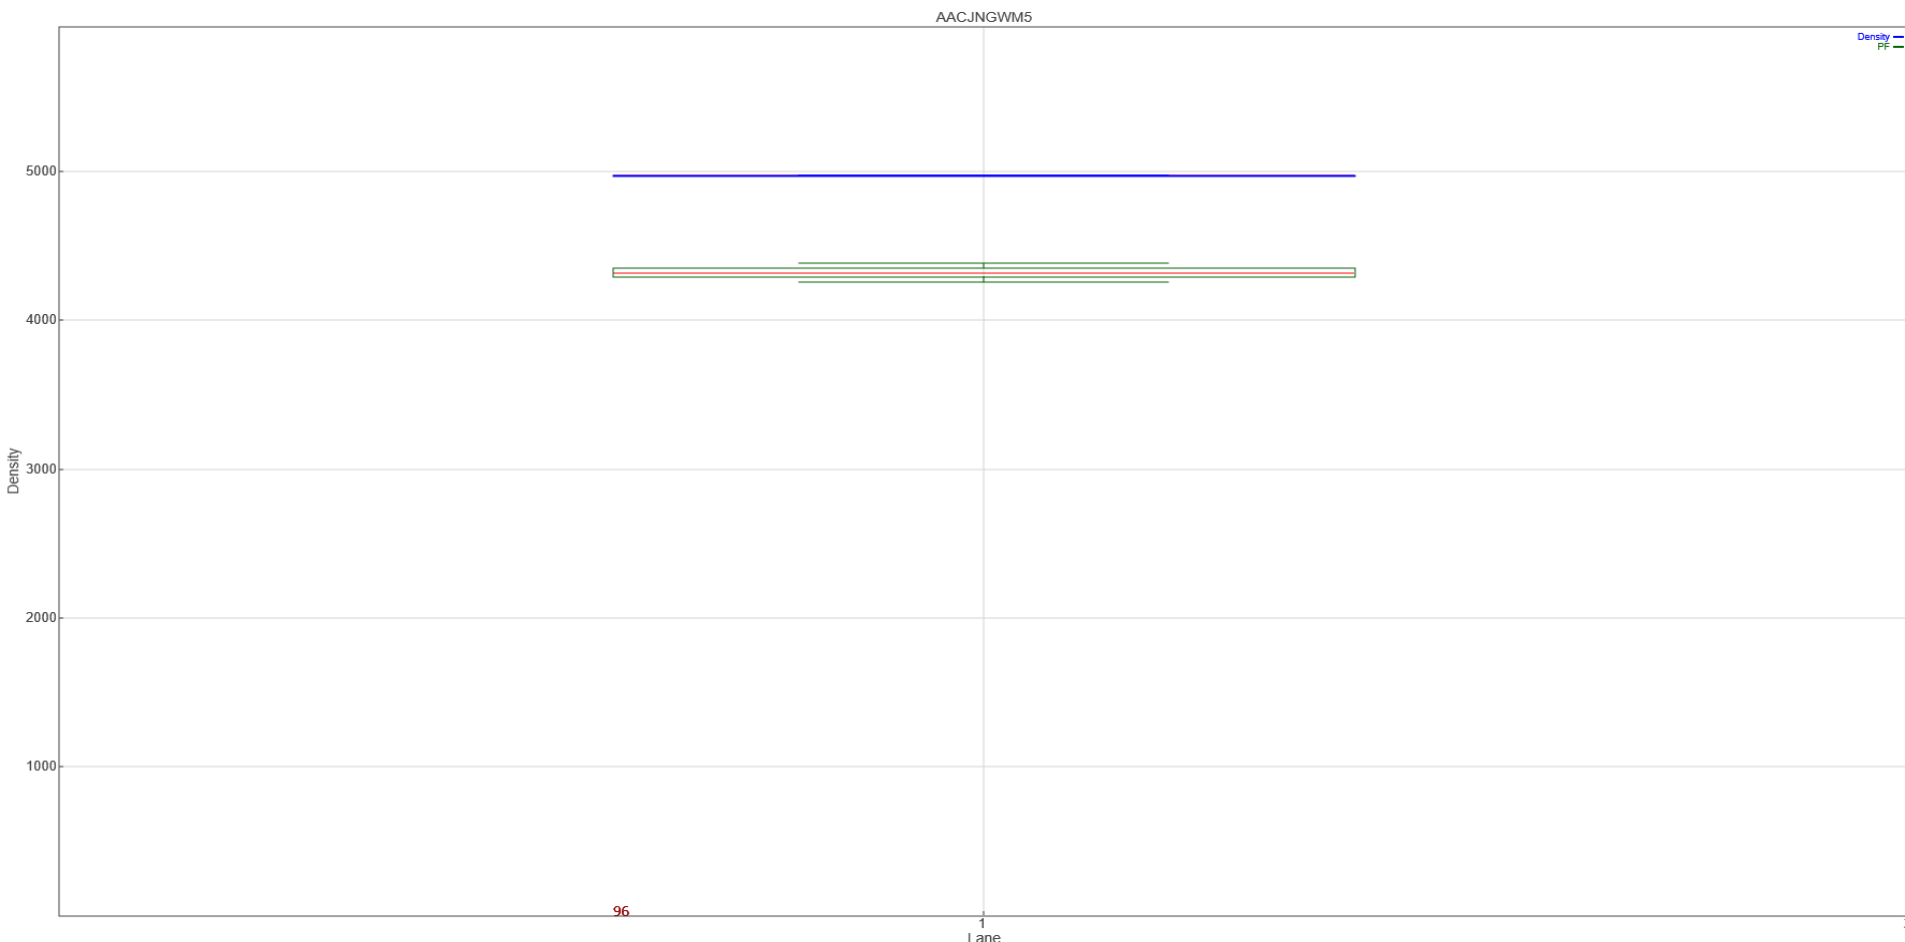

### Cluster Density.

Cluster density is the density of clonal clusters produced and amplified from nucleic acid libraries over the sequencing flow cell, influencing run quality and total data output. The density box plots compare the raw cluster density (in blue) to the % cluster density passing chastity filter (in green). With optimal cluster density and loading concentration, the raw and passing-filter (PF) cluster density box plots appear close to one another. On the NextSeq 1000 platform, the patterned flow cell structure may cause % cluster PF to appear lower, but the quality of the yielded sample reads is unaffected.

# Illumina NextSeq Sequencing Run QC Report

## Run ID: 241030\_VL00482\_40\_AACJNGWM5

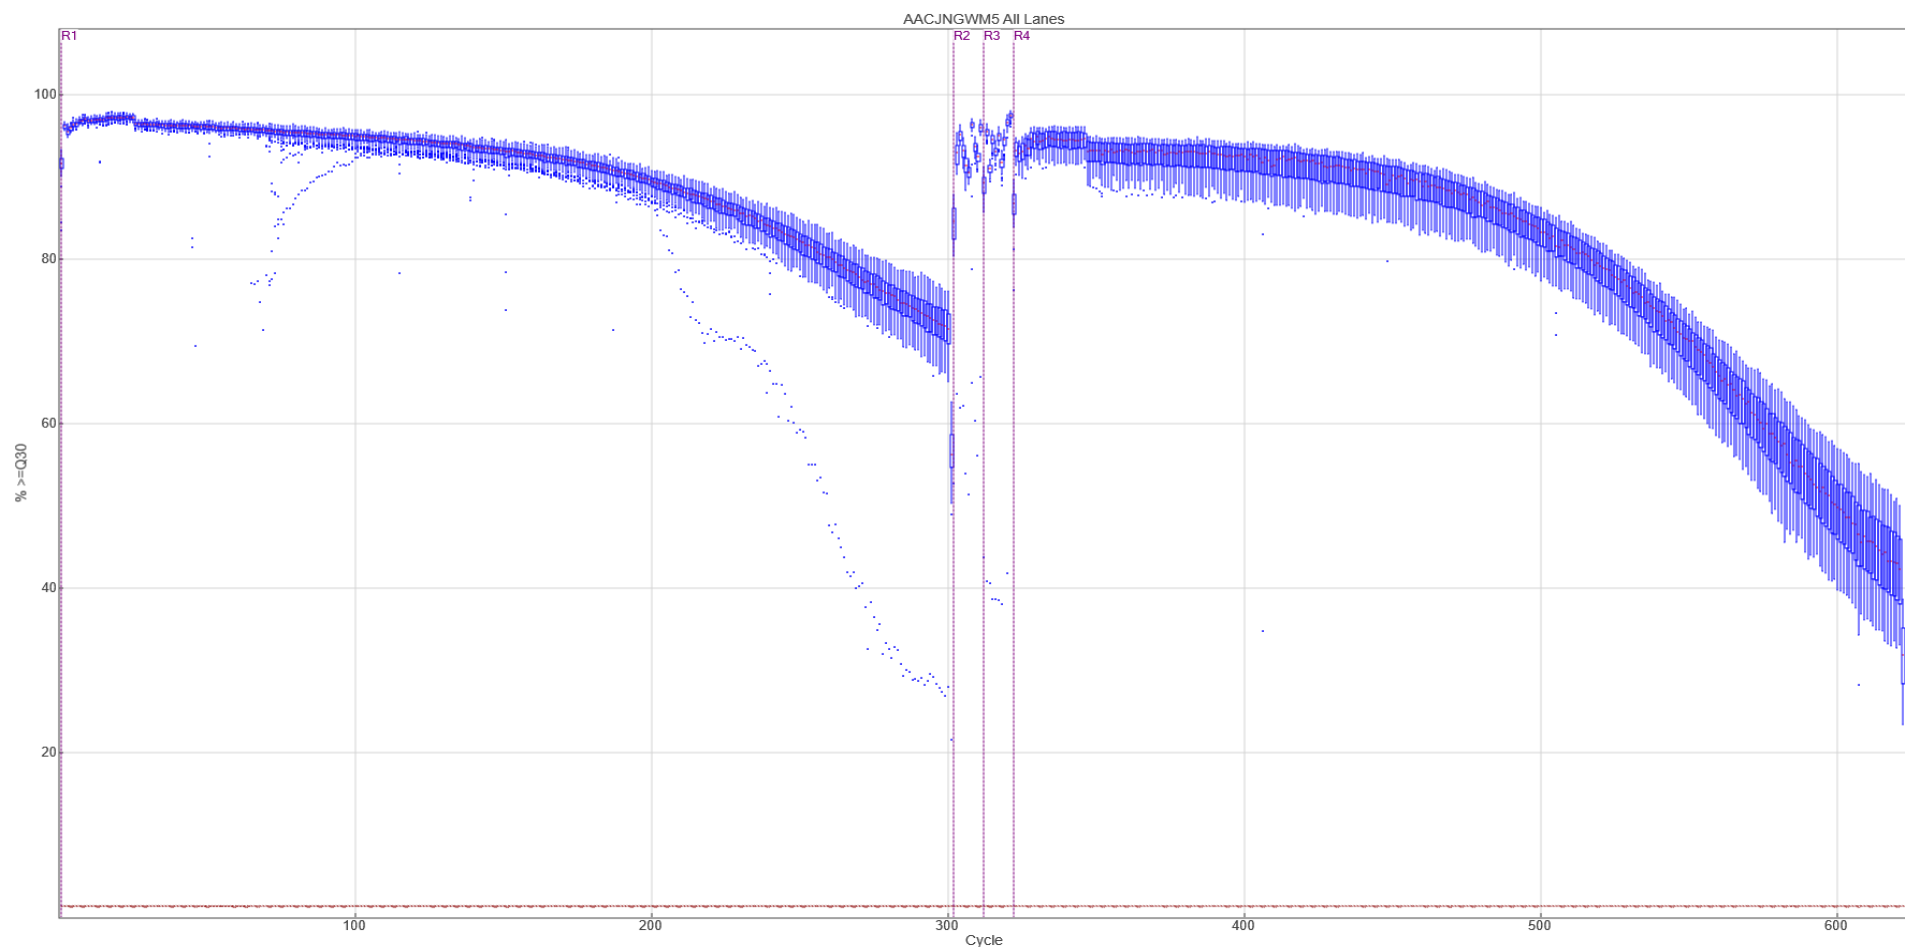

### % Bases $\geq$ Q30 by Cycle.

% of bases with Q score  $\geq$  30 in each sequencing cycle. Typically, the % Bases  $\geq$  Q30 is lower in later sequencing cycles, and overall lower in R2 cycles. This percentage resets at the beginning of R2 cycles. The short read cycles in between R1 and R2 reads denote index reads for sample multiplexing.

Q score of bases in all cycles make up the overall Q Score Distribution.

# Illumina NextSeq Sequencing Run QC Report

## Run ID: 241030\_VL00482\_40\_AACJNGWM5

### Run Summary

### Read 1

### Read 2 (I)

### Read 3 (I)

### Read 4

### QC Summary.

Data quality metrics and statistics summarized per lane and per read, provided as means and standard deviations over the tiles used in the lane. Yield Total denotes the total number of bases sequenced, with associated cluster and Q30 metrics reported. Aligned denotes percentage of the run library that aligned to the PhiX genome, which corresponds to amount of PhiX spiked in as quality control sample for the sequencing run.

## Variant Annotation Report

### Input Data

**VCF File:** bcftools.vcf.gz

**Reference Genome:** GCA\_000001635.9\_GRCm39\_genomic.fna

**Annotation File:** genomic.gff

### Results

#### General Information

#### Variant Classes

#### Effect of the Variants

##### Genetic Consequences

Genetic Consequences refer to the outcome of the variant at DNA and RNA level.

Because of that, all variants have consequences at that level and they can have more than one consequence.

##### Coding Consequences

Coding Consequences refer to the effect of the variant at protein level.

Thus, only variants that fall inside coding regions will have a consequence.

## Population Genetics

### Ts/Tv Ratio

### Heterozygosity in Samples

## References

- McLaren W., Gil L., Hunt SE., Riat HS., Ritchie GR., Thormann A., Flicek P. and Cunningham F. (2016). The Ensembl Variant Effect Predictor. *Genome biology*, 17(1), 122.
- OmicsBox - Bioinformatics made easy. BioBam Bioinformatics. March 3, 2019. [www.biobam.com/omicsbox](http://www.biobam.com/omicsbox).

# Distribution of Indel Lengths

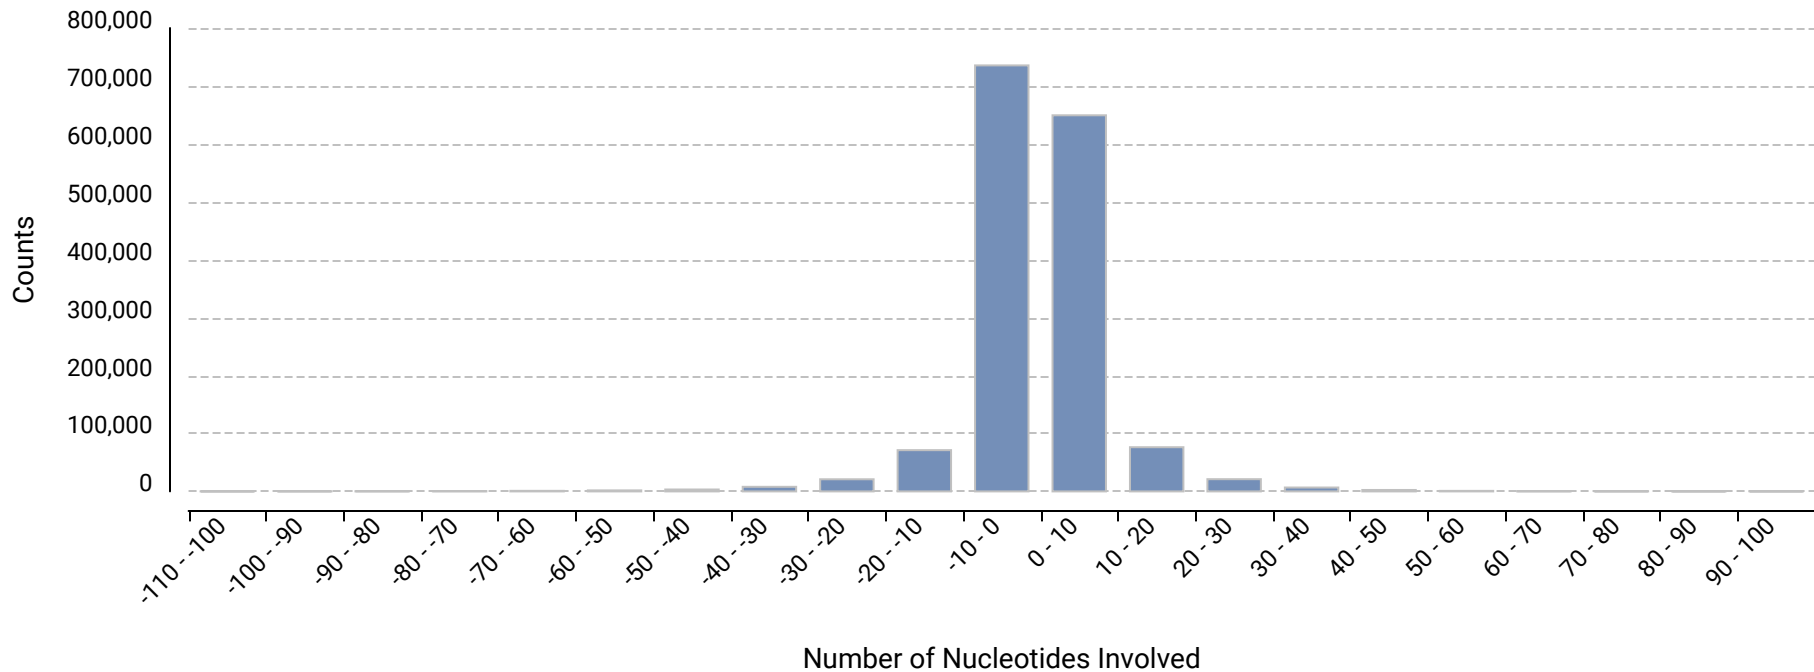

# Variations per Chromosome

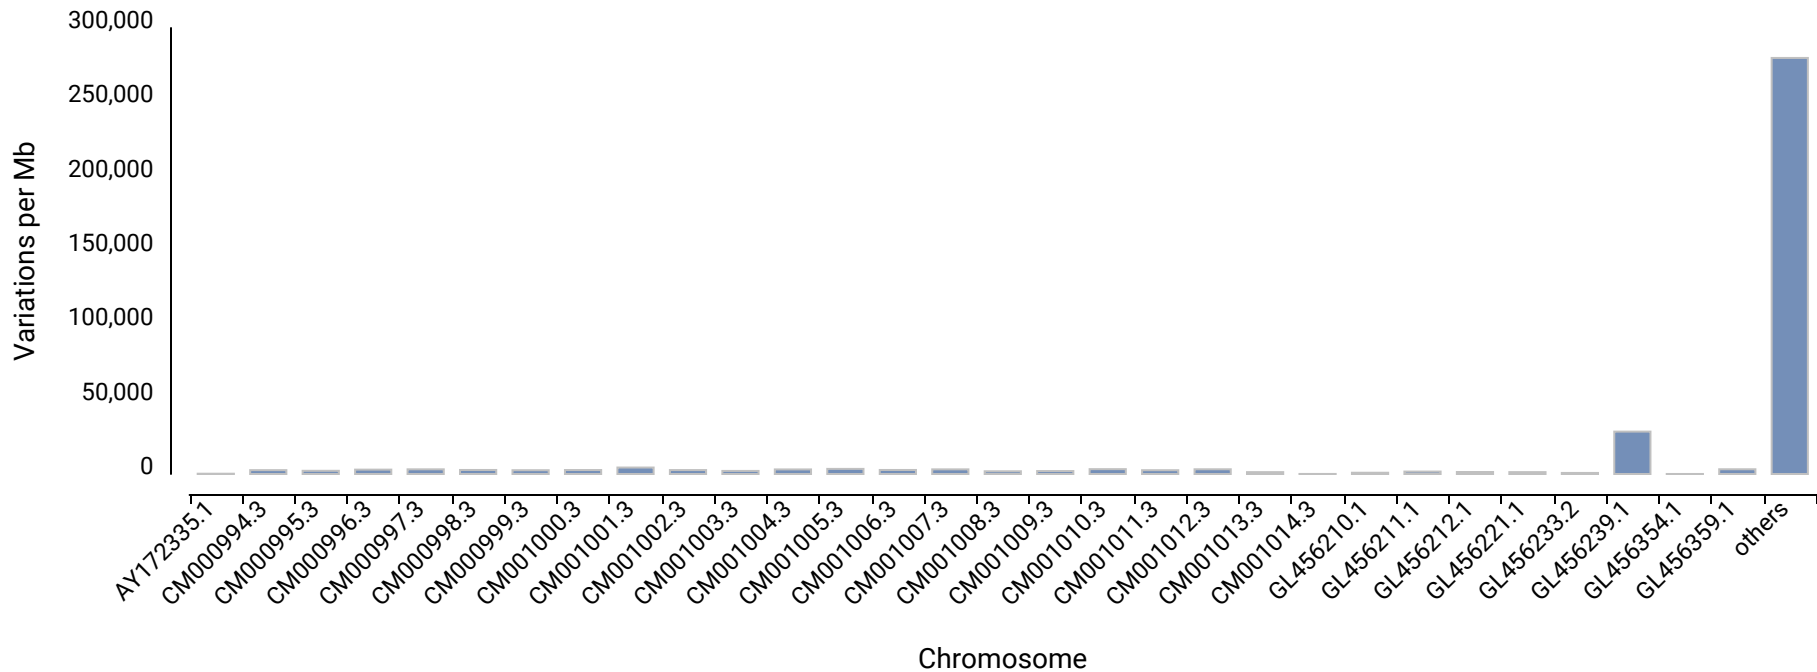

# Figure S1: Variant Calling Report

## Variant Calling Report (BCFtools)

### Input Data

**Reference:** GCA\_000001635.9\_GRCm39\_genomic.fna

**Number of BAM Files Used:** 2

### Results

**VCF File Saved as:** D:\855012 BRCA1 4T1 Research\Analysis\Variant Calling\bcftools.vcf.gz

### Analysis Parameters

### References

- OmicsBox - Bioinformatics made easy. BioBam Bioinformatics. March 3, 2019. [www.biobam.com/omicsbox](http://www.biobam.com/omicsbox).
- Danecek P et al. (2021). Twelve years of SAMtools and BCFtools. *GigaScience*, 10(2).

# Average Mapping Quality

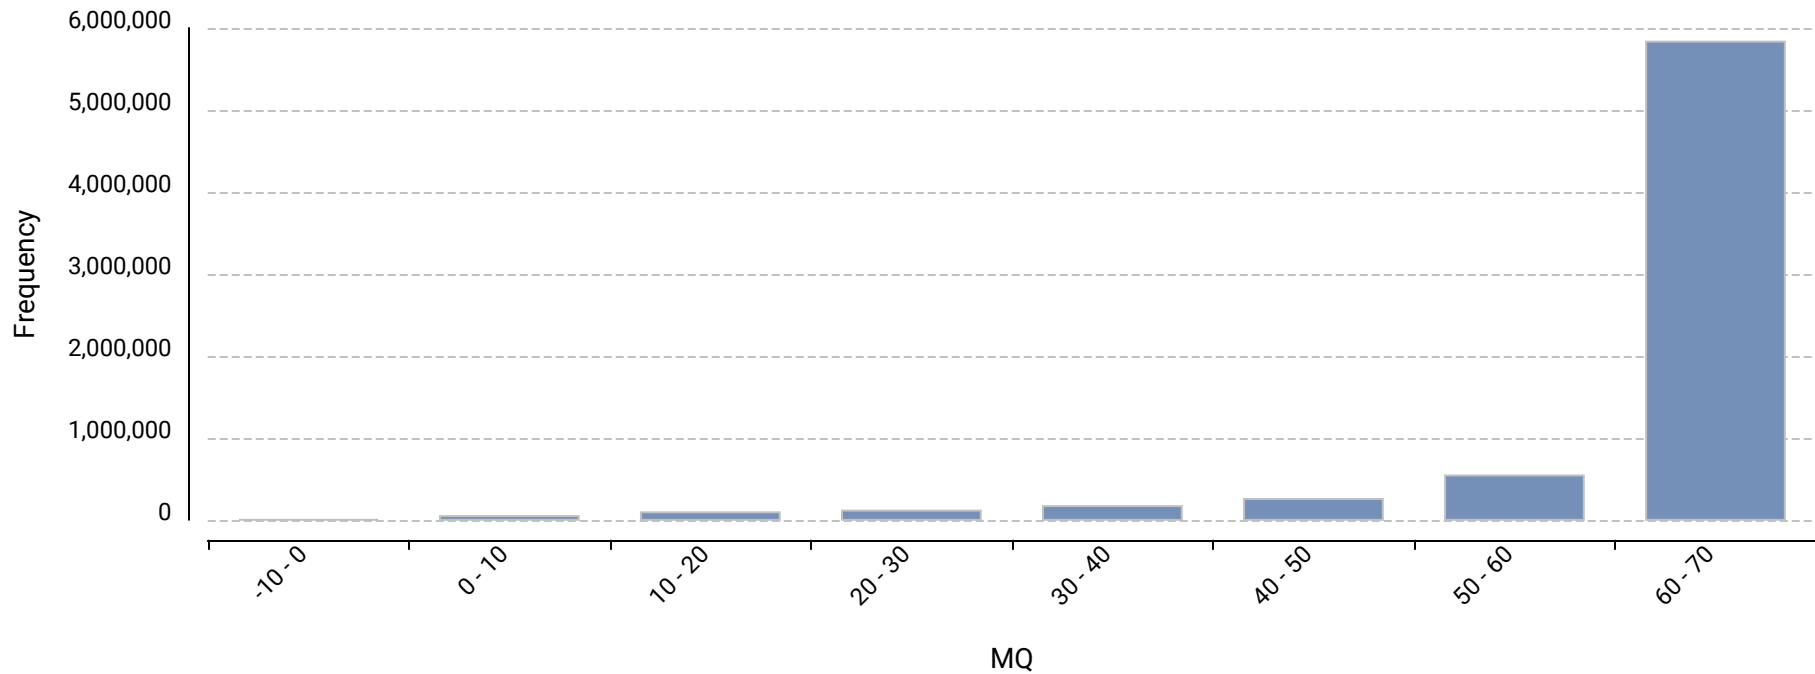

# Proportion 'Quality / Depth'

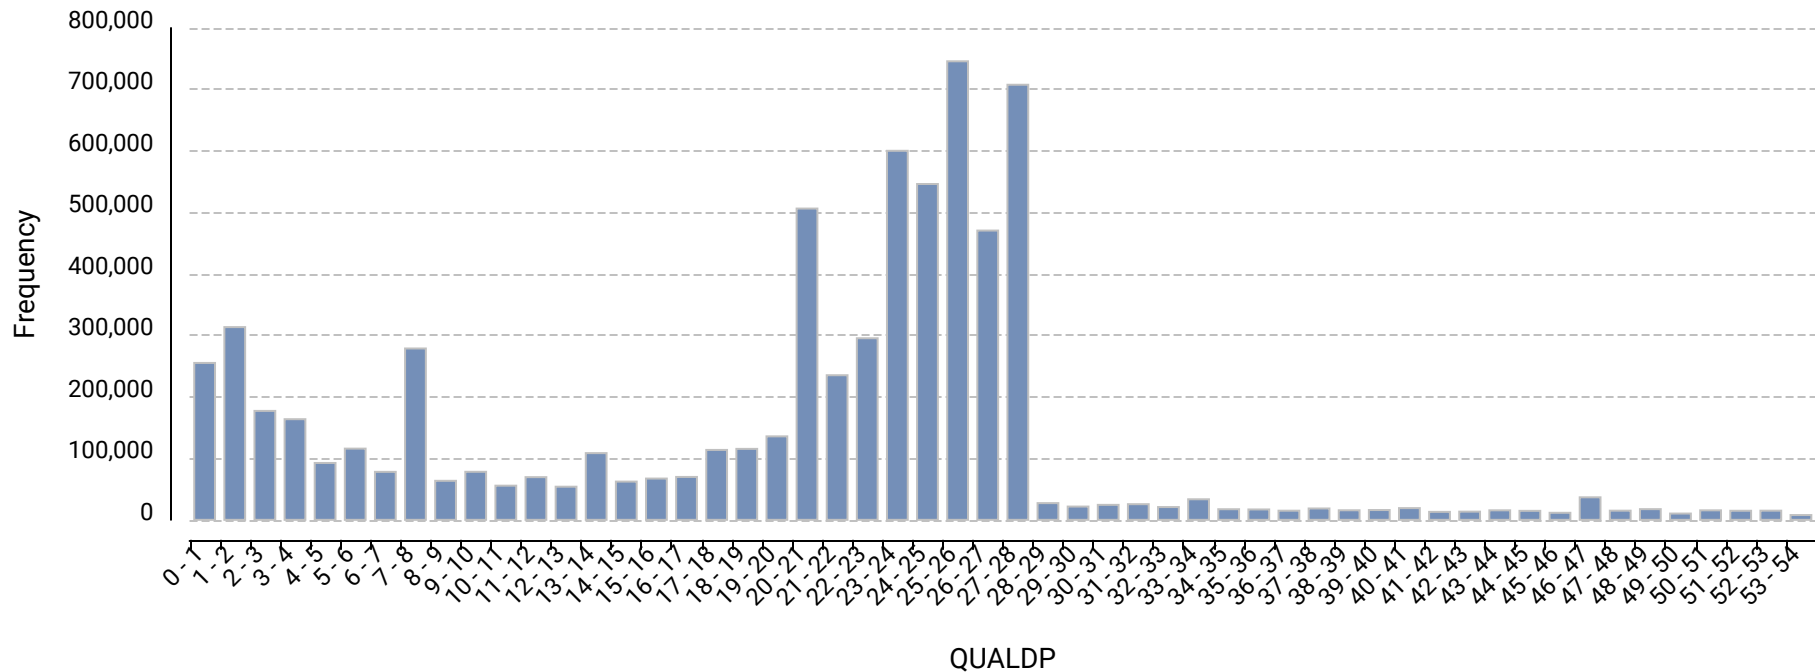

# Raw Read Depth

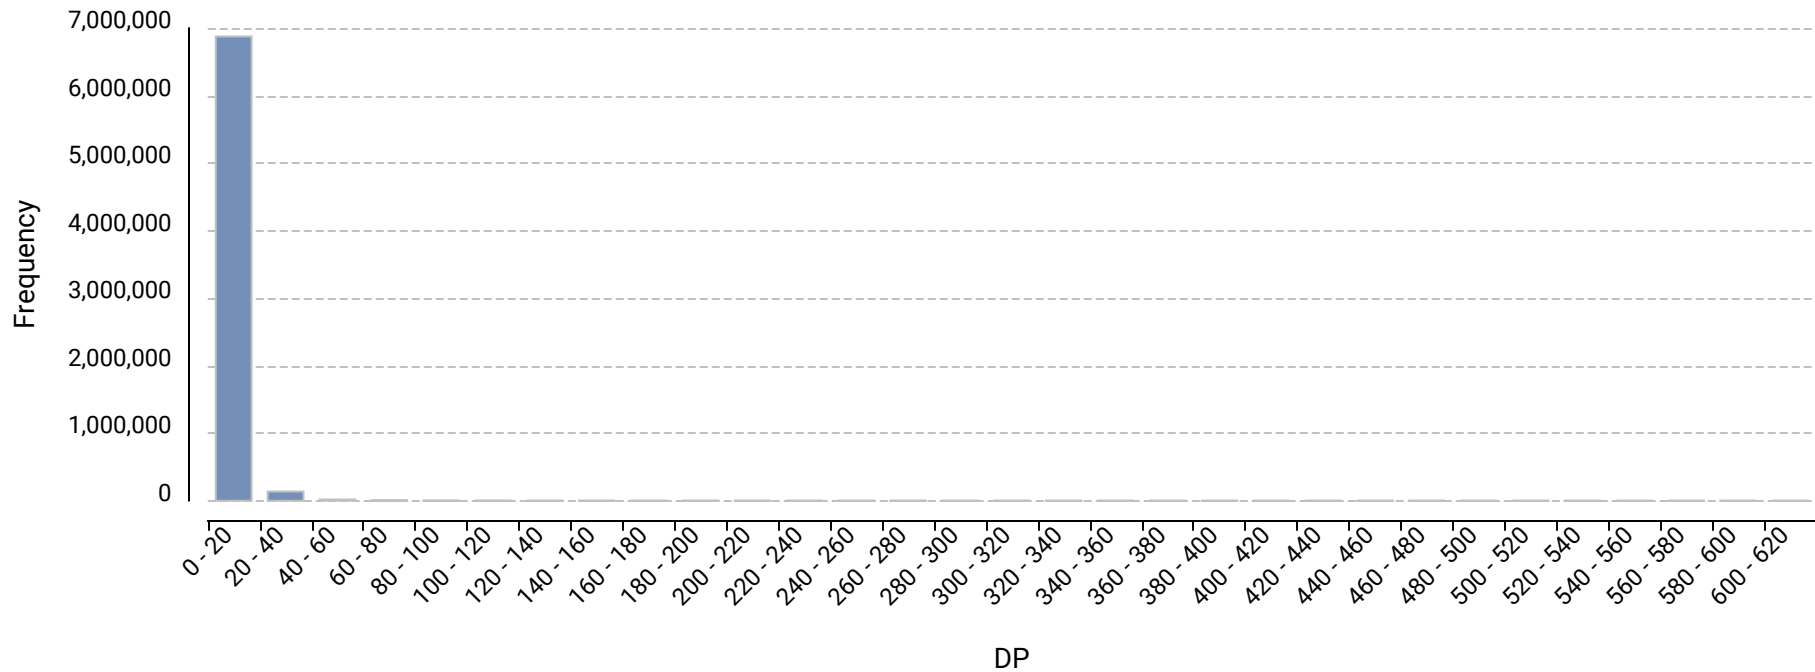

**Supplement:** Supplementary file 1 — Figure S1

# Supplementary material for: Berry-derived gold nanoparticles induce integrated ROS-mediated apoptosis, immune modulation, and transcriptomic remodeling in 4T1 triple-negative cancer cells
**Source:** Cell Death Discov. 2026 Apr 10;12:225. doi: 10.1038/s41420-026-03023-z

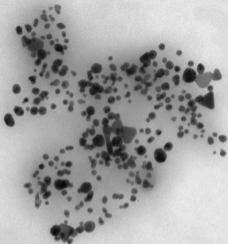

blackberry.03.tif  
blackberry  
Cal: 2.76pix/nm  
13:15 05/23/25  
TEM Mode: Imaging  
Microscopist: JRT

100 nm

HV=80.0kV

Direct Mag: 170000x

CMIF OSU

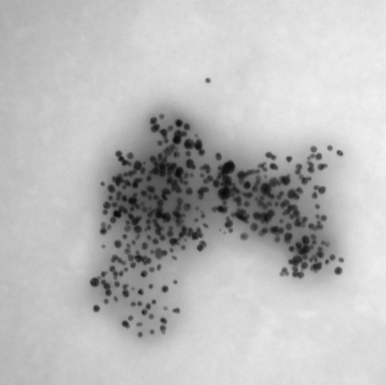

blackberry.04.tif  
blackberry  
Cal: 2.76pix/nm  
13:18 05/23/25  
TEM Mode: Imaging  
Microscopist: JRT

  
100 nm

HV=80.0kV

Direct Mag: 170000x

CMIF OSU

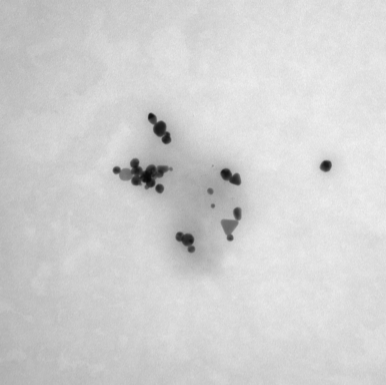

blackberry.05.tif  
blackberry  
Cal: 2.76pix/nm  
13:19 05/23/25  
TEM Mode: Imaging  
Microscopist: JRT

100 nm

HV=80.0kV

Direct Mag: 170000x

CMIF OSU

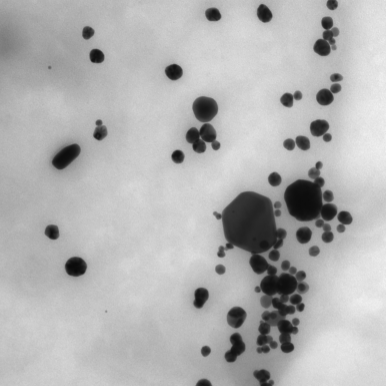

blackberry.06.tif  
blackberry  
Cal: 2.76pix/nm  
13:23 05/23/25  
TEM Mode: Imaging  
Microscopist: JRT

100 nm

HV=80.0kV

Direct Mag: 170000x

CMIF OSU

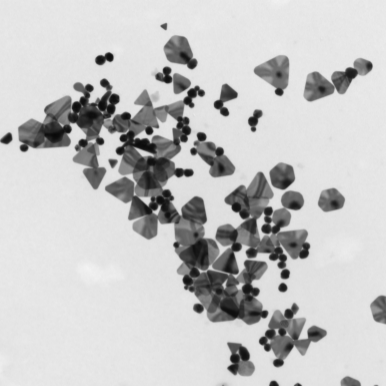

blueberry.01.tif  
blueberry  
Cal: 1.116pix/nm  
9:23 05/23/25  
TEM Mode: Imaging  
Microscopist: JRT

100 nm

HV=80.0kV

Direct Mag: 68000x

CMIF OSU

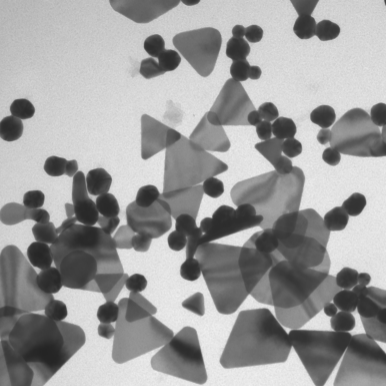

blueberry.02.tif  
blueberry  
Cal: 2.76pix/nm  
9:27 05/23/25  
TEM Mode: Imaging  
Microscopist: JRT

100 nm

HV=80.0kV

Direct Mag: 170000x

CMIF OSU

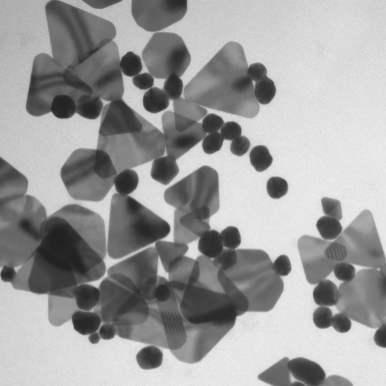

blueberry.03.tif  
blueberry  
Cal: 2.76pix/nm  
9:26 05/23/25  
TEM Mode: Imaging  
Microscopist: JRT

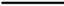 100 nm

HV=80.0kV

Direct Mag: 170000x

CMIF OSU

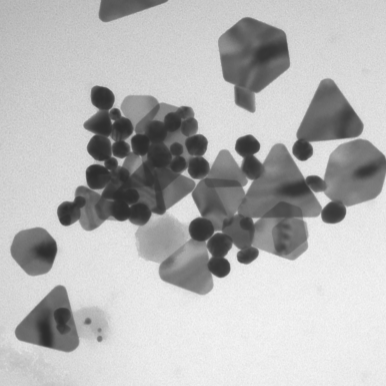

blueberry.04.tif  
blueberry  
Cal: 2.76pix/nm  
9:28 05/23/25  
TEM Mode: Imaging  
Microscopist: JRT

100 nm

HV=80.0kV

Direct Mag: 170000x

CMIF OSU

## UPLC-QQQ/MS Extracted Ion Chromatogram for all the 15 identified analytes

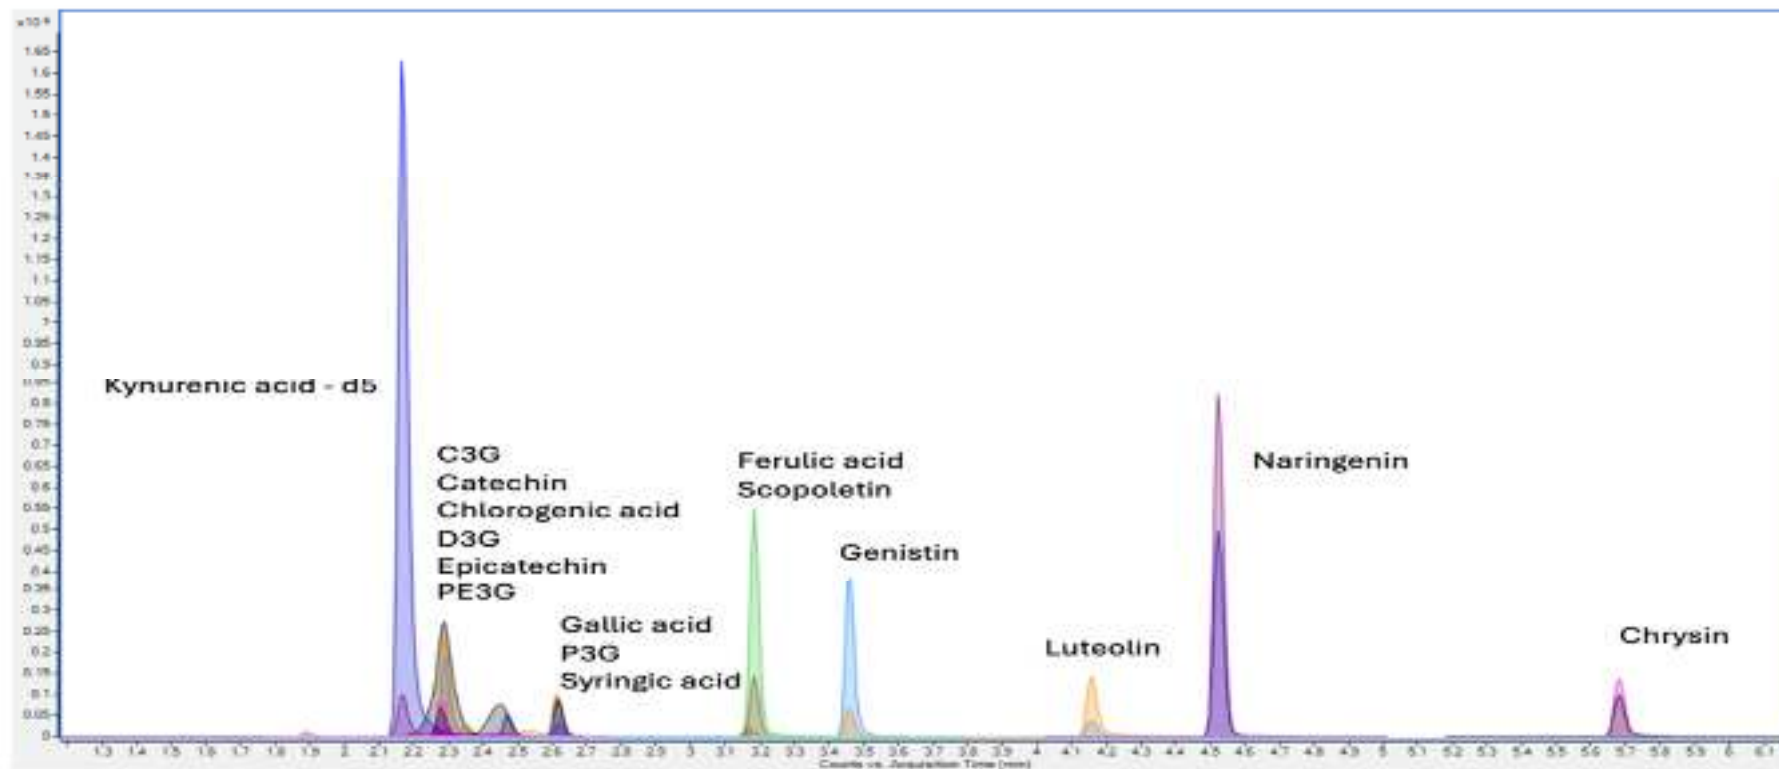

**Fig. S2:** MRM transitions and optimized collision energy for targeted 15 compounds.

| Compound            | precursor ion in m/z | product ions in m/z (Collision energy, V) |
|---------------------|----------------------|-------------------------------------------|
| Catechin            | 289.1                | 245.0 (15), 109.0 (28)                    |
| Gallic acid         | 171                  | 72.8 (16), 57.0 (20)                      |
| PE3G                | 433.1                | 271.0 (20), 93.0 (80)                     |
| Ferulic acid        | 195.1                | 177.9 (12), 134.0 (16)                    |
| Scopoletin          | 191                  | 176.0 (16), 104.0 (28)                    |
| Genistin            | 433.1                | 268.0 (38), 43.0 (65)                     |
| Luteolin            | 285                  | 133.0 (42), 132.0 (62)                    |
| Chrysin             | 253.1                | 143.0 (16), 62.9 (36)                     |
| Naringenin          | 271.1                | 150.9 (20), 119.0 (32)                    |
| Syringic acid       | 197.1                | 182.0 (12), 123.0 (24)                    |
| P3G                 | 463.1                | 301.0 (20), 201.0 (76)                    |
| Chlorogenic acid    | 355.1                | 163.0 (12), 89.0 (68)                     |
| Epicatechin         | 289.1                | 245.0 (15), 109.0 (28)                    |
| D3G                 | 465.1                | 303.0 (20), 229.0 (64)                    |
| C3G                 | 449.1                | 287.0 (20), 137.0 (68)                    |
| Kynurenic acid - d5 | 195.1                | 149.1 (48), 121.1 (37)                    |

## Limit of detection for all the analytes

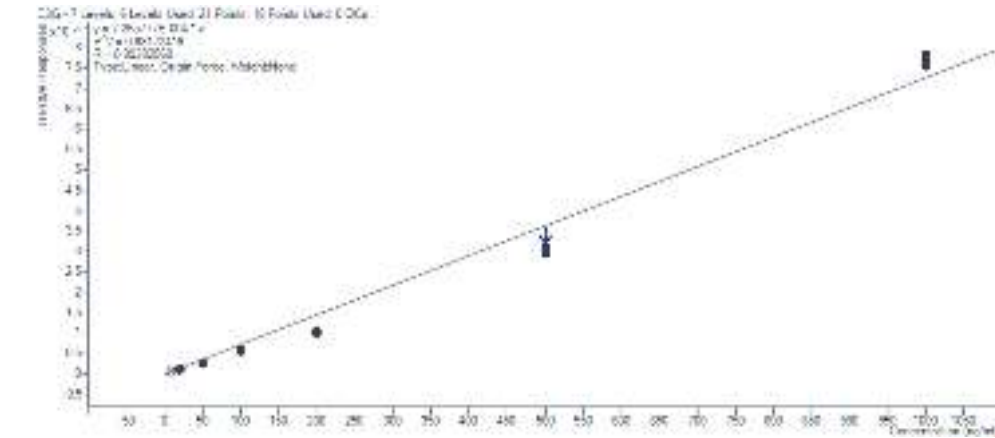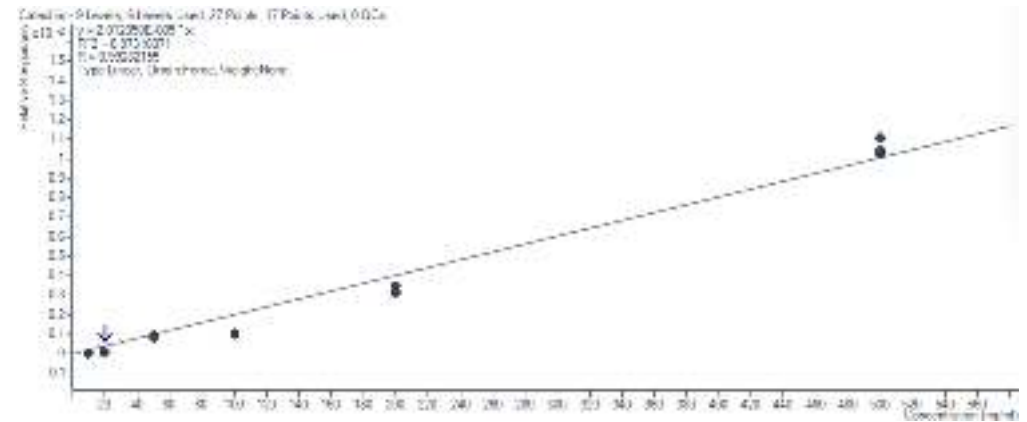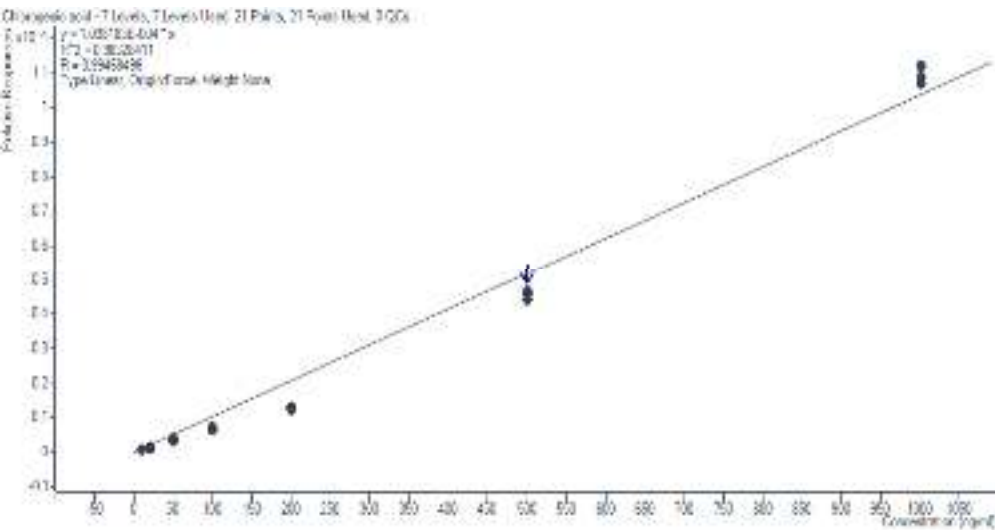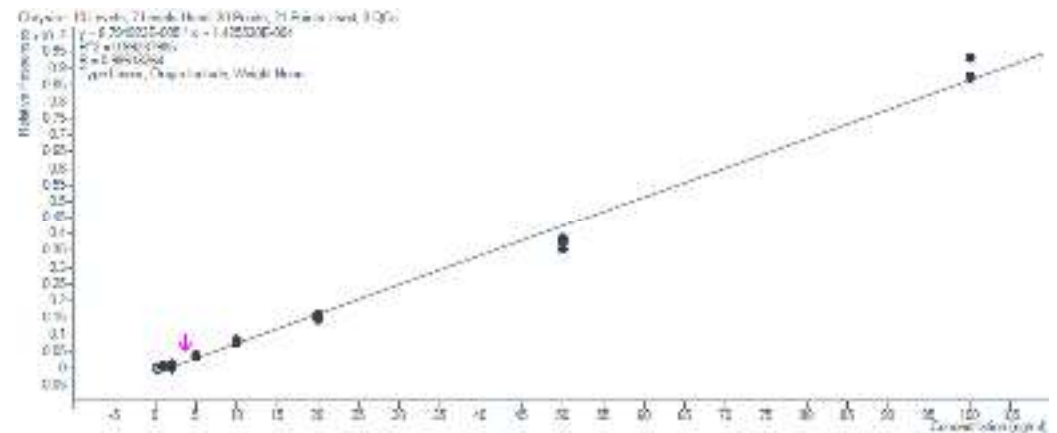

## Limit of detection for all the analytes

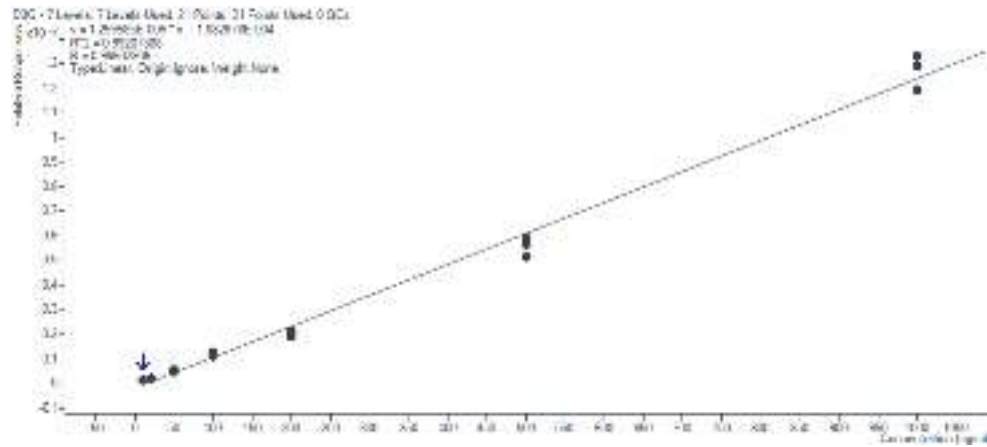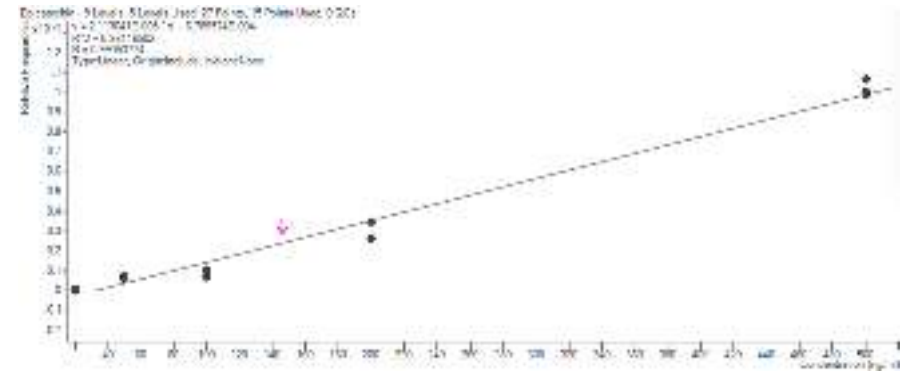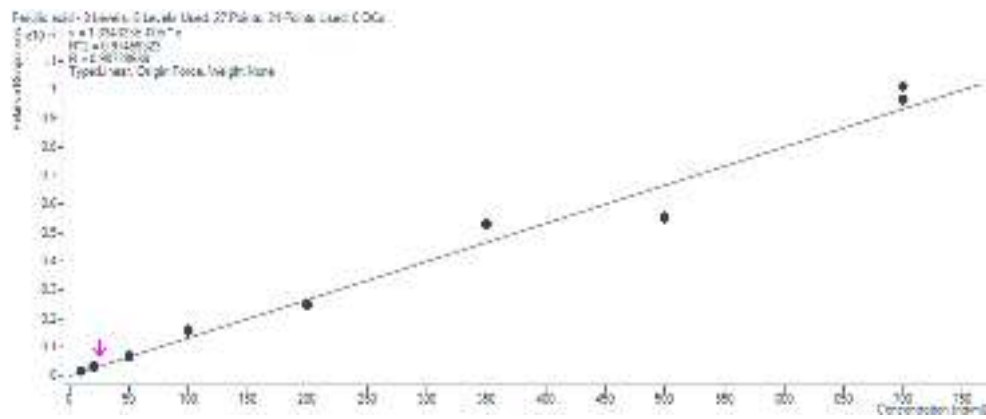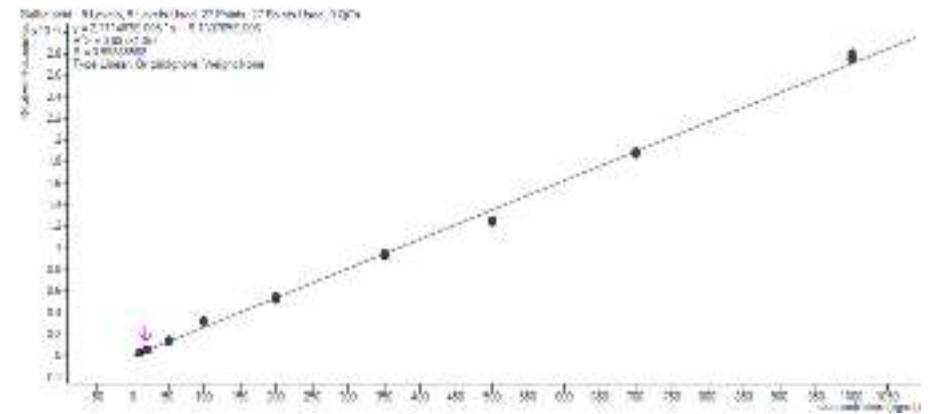

## Limit of detection for all the analytes

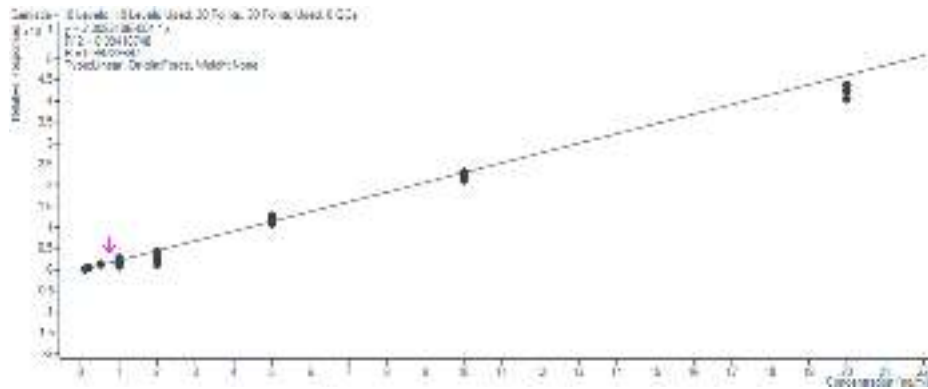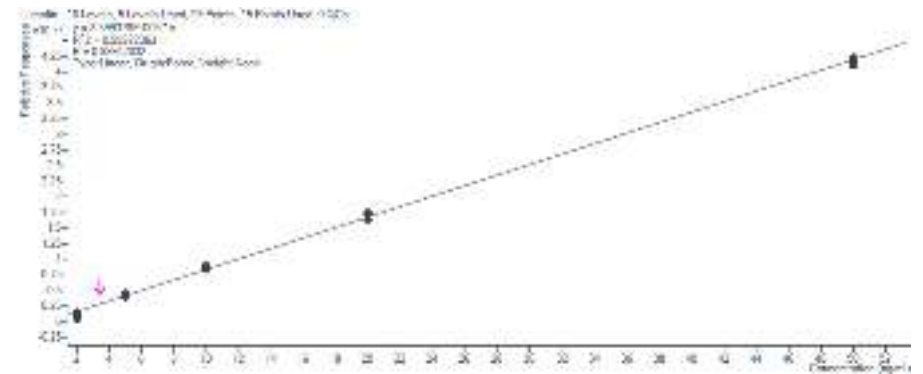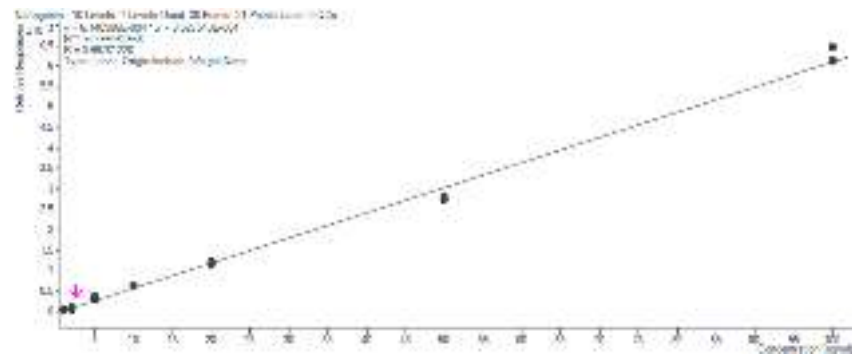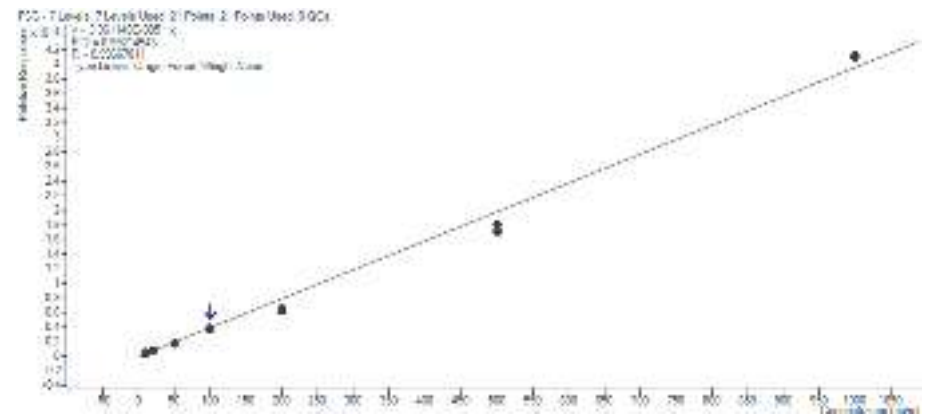

### Limit of detection for all the analytes

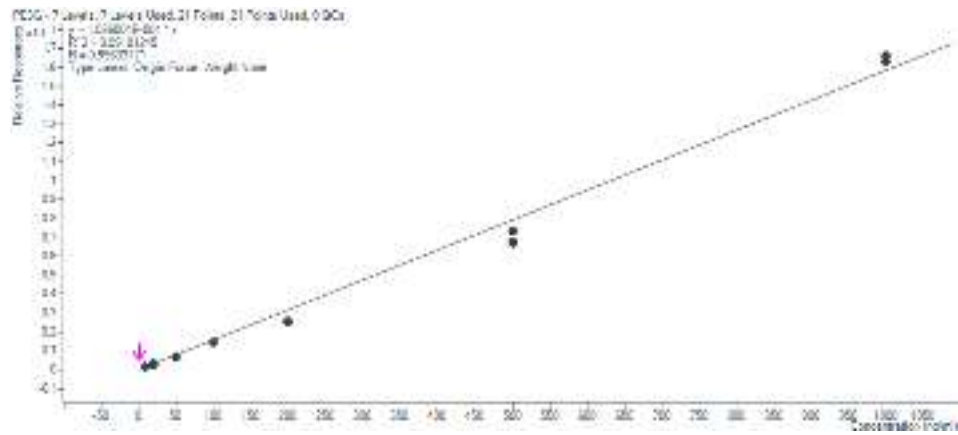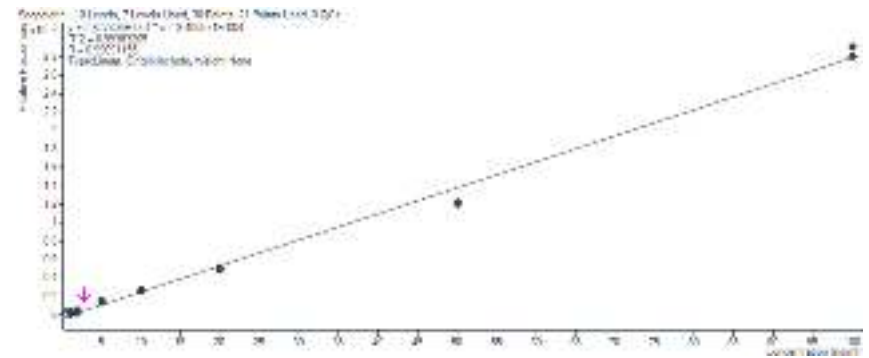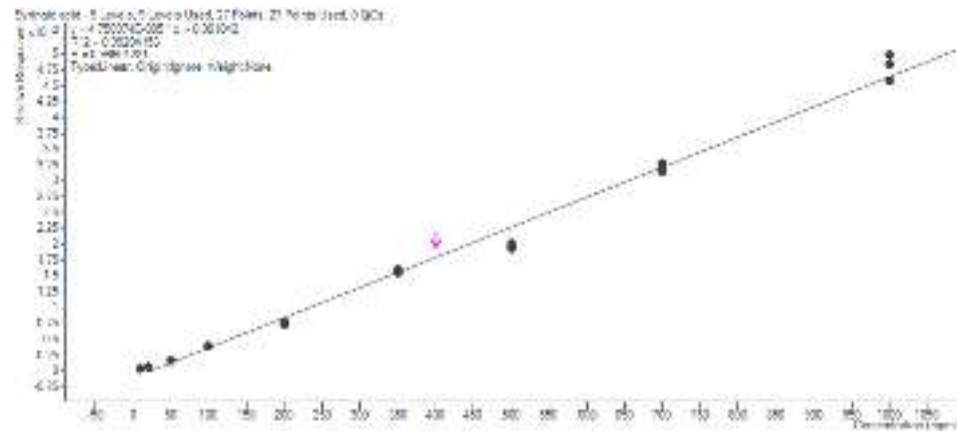

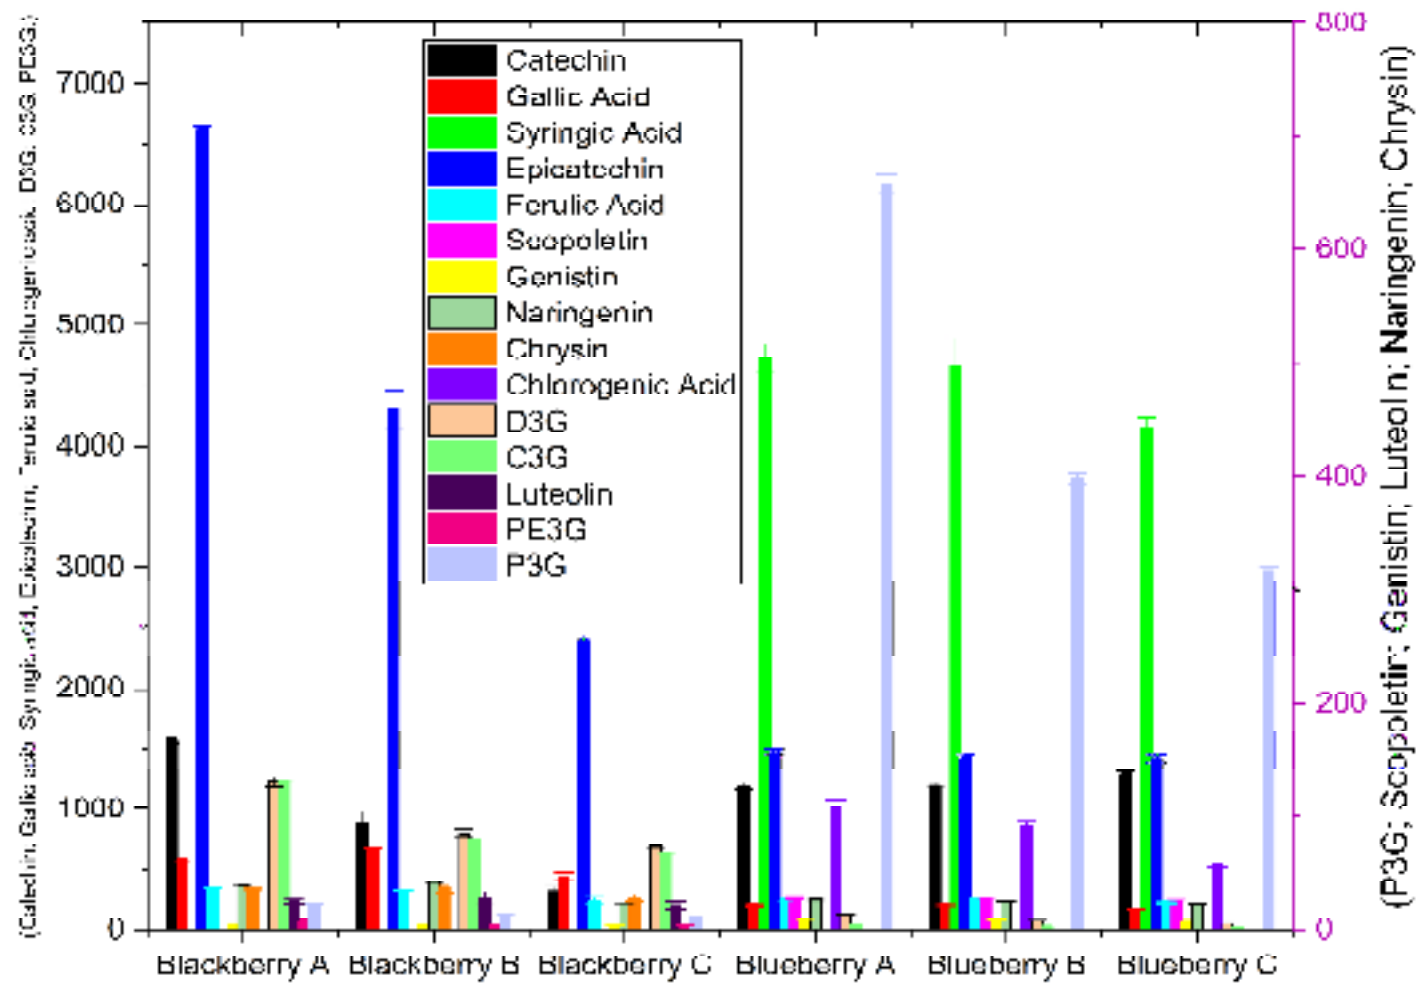

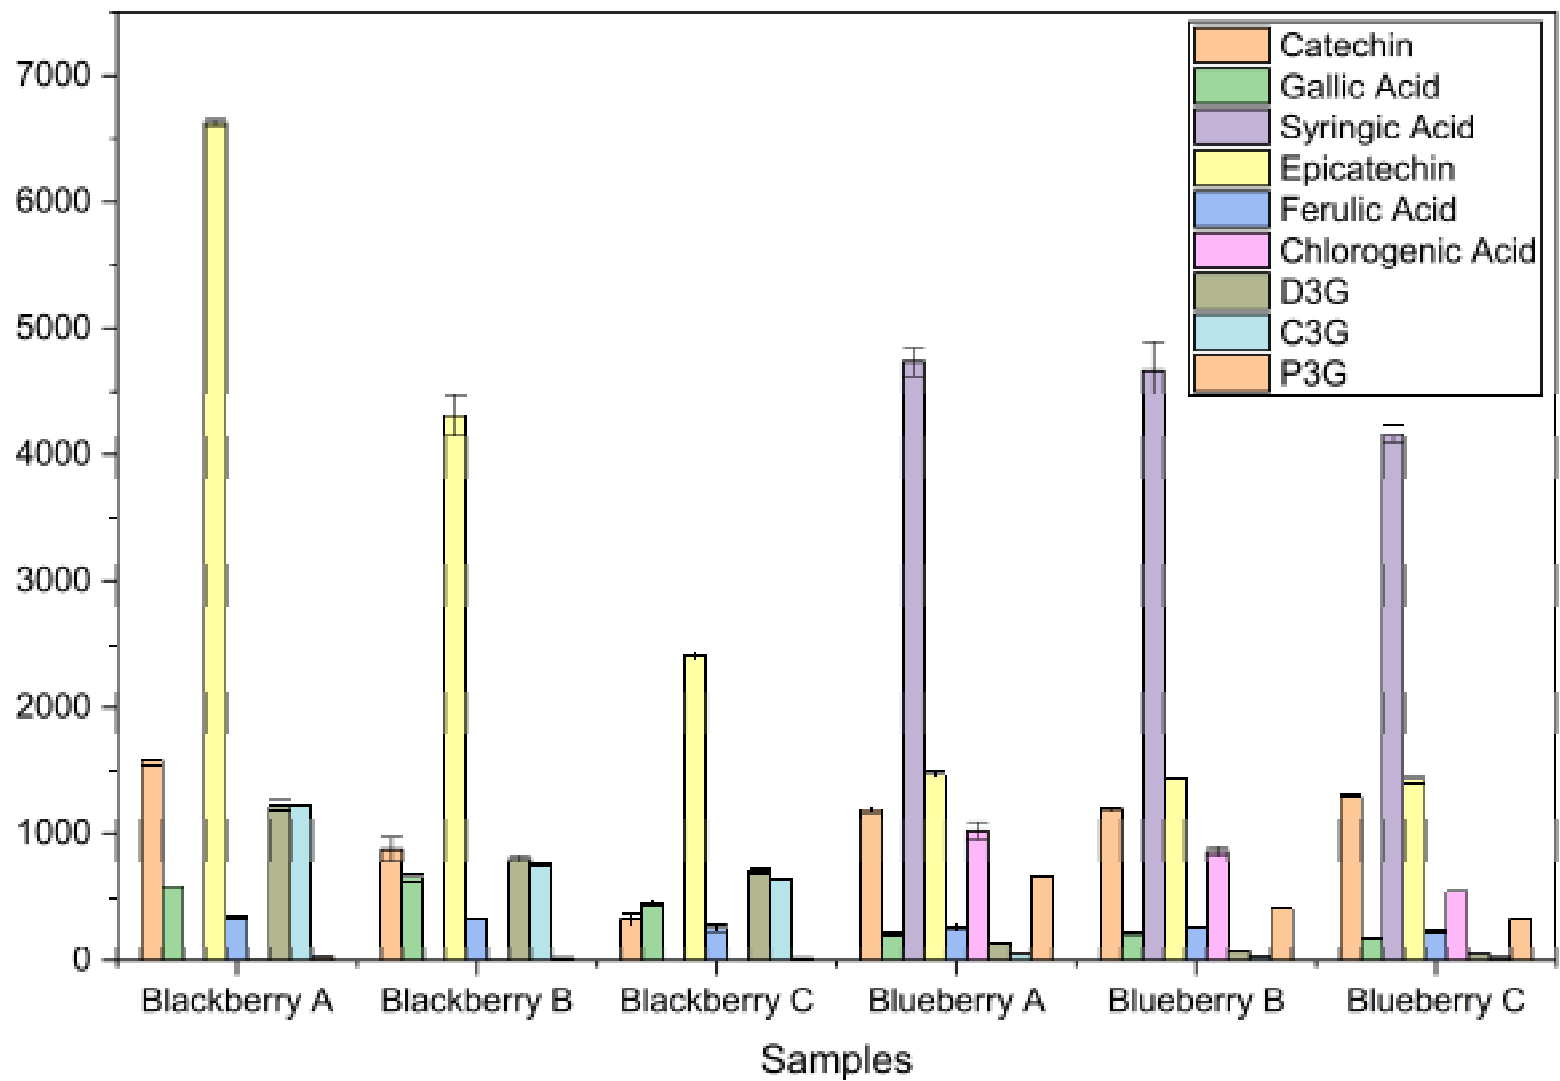

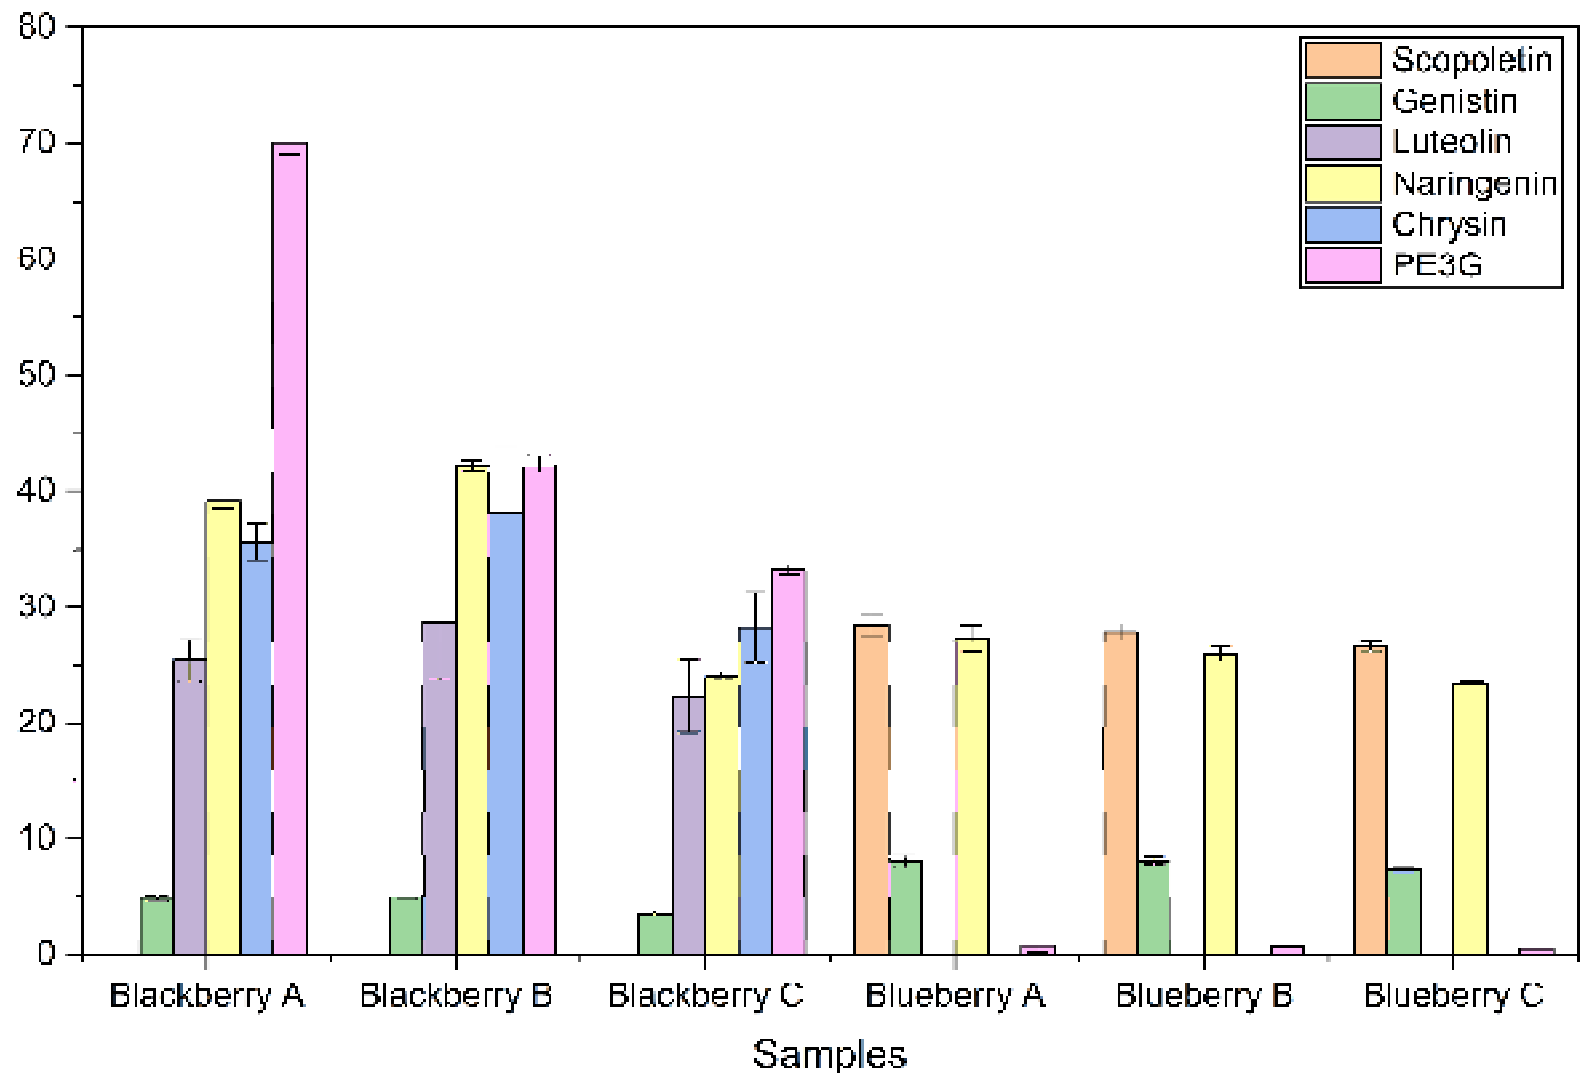

**Biplot (axes F1 and F2: 93.97 %)**

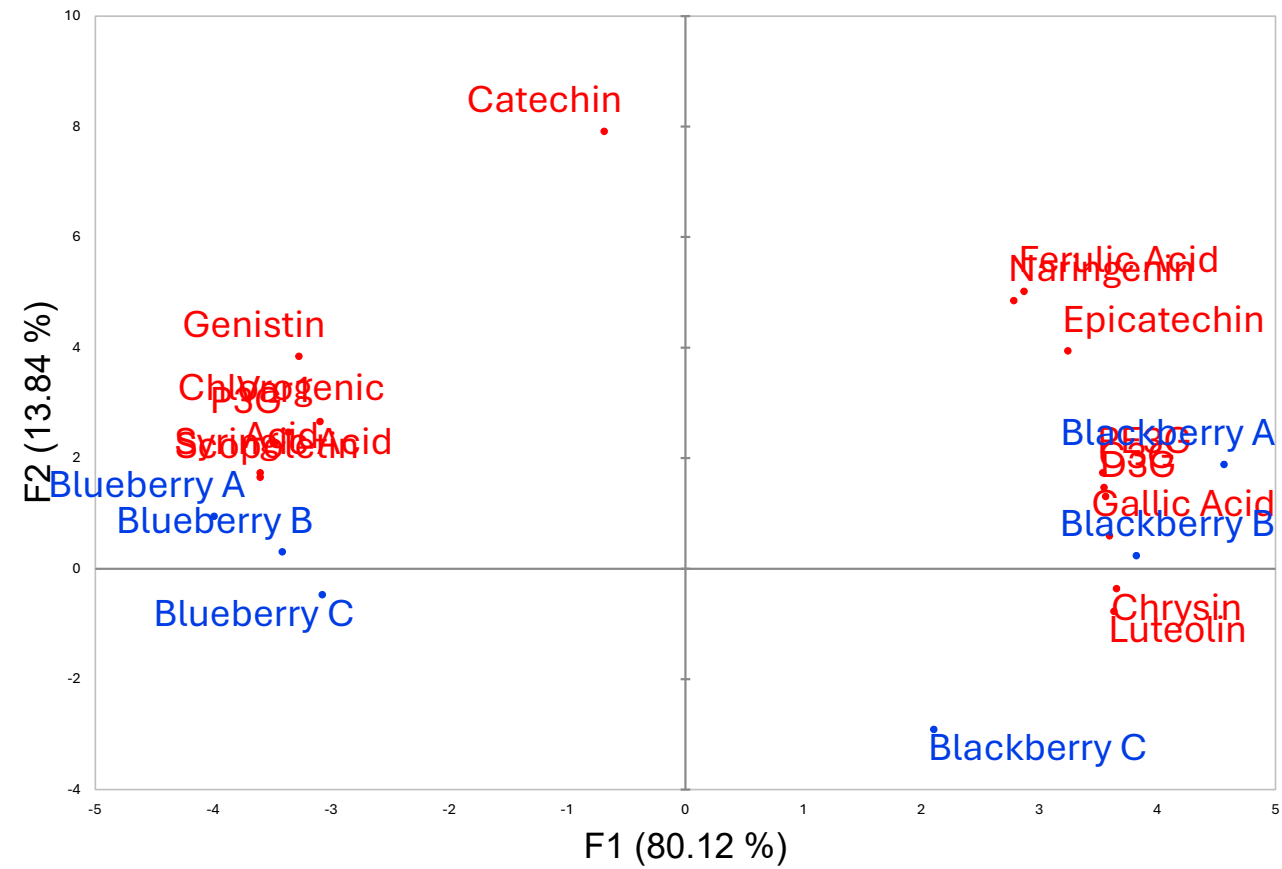

• Active variables • Active observations

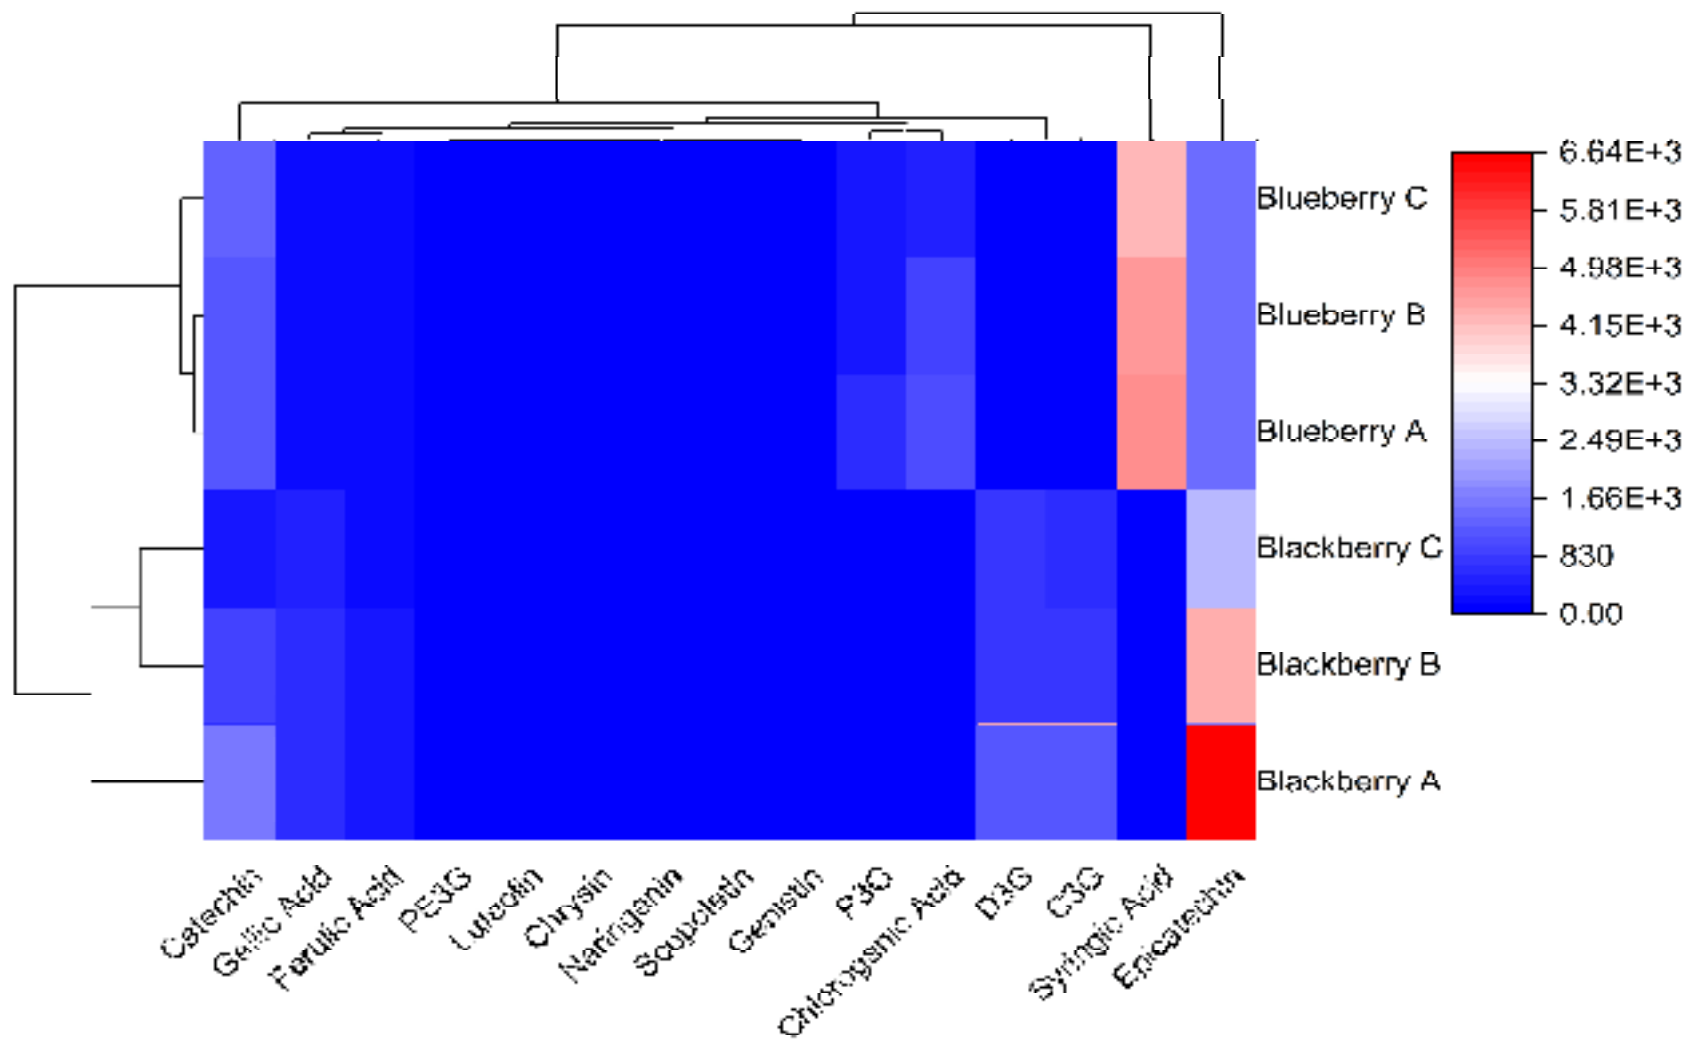

Dendrogram

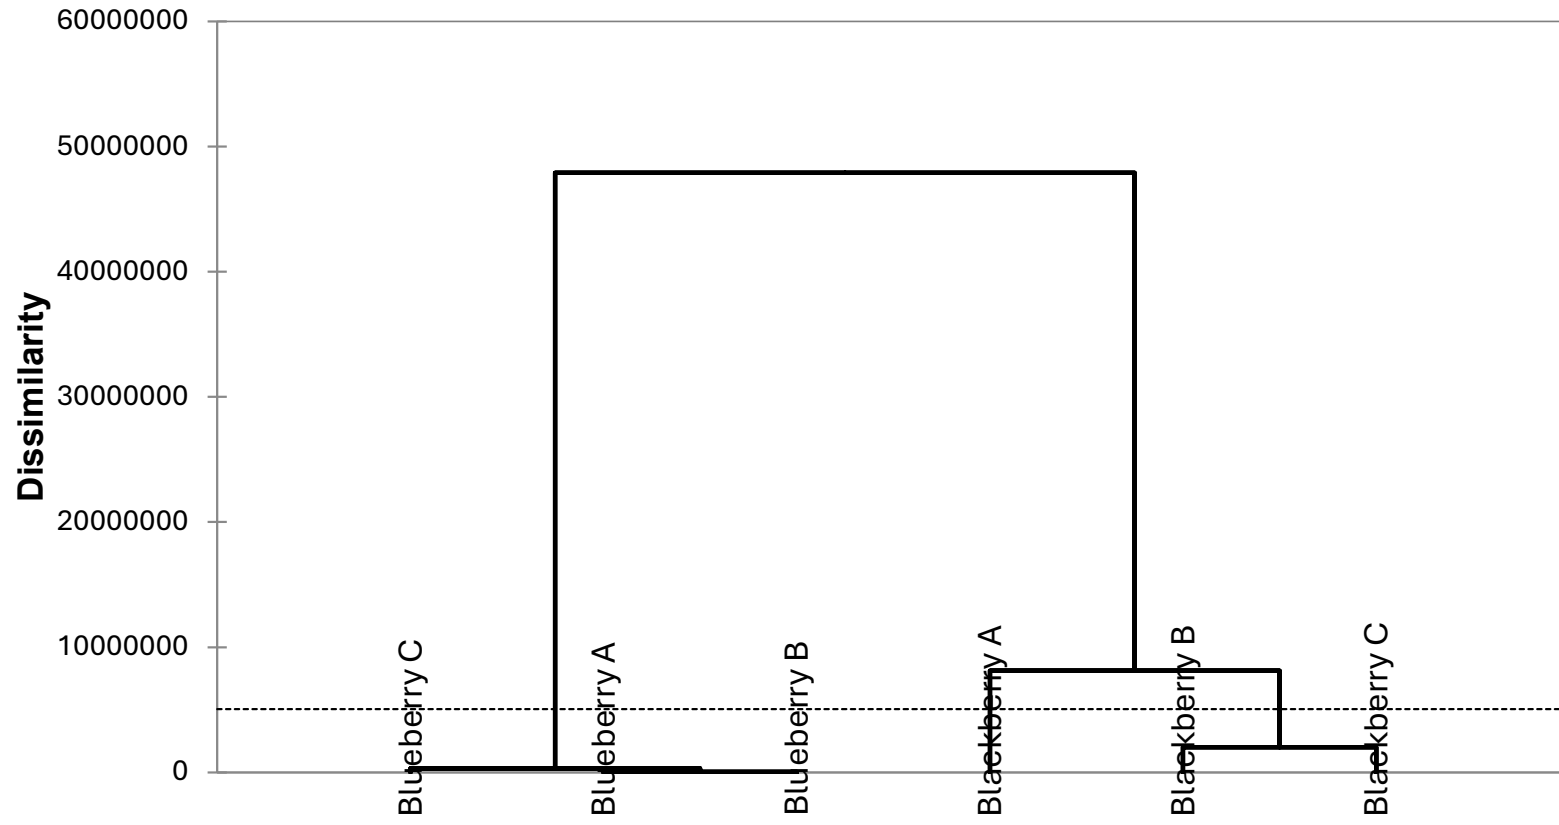

Bootstrap ellipses (axes F1 and F2: 93.97 %)

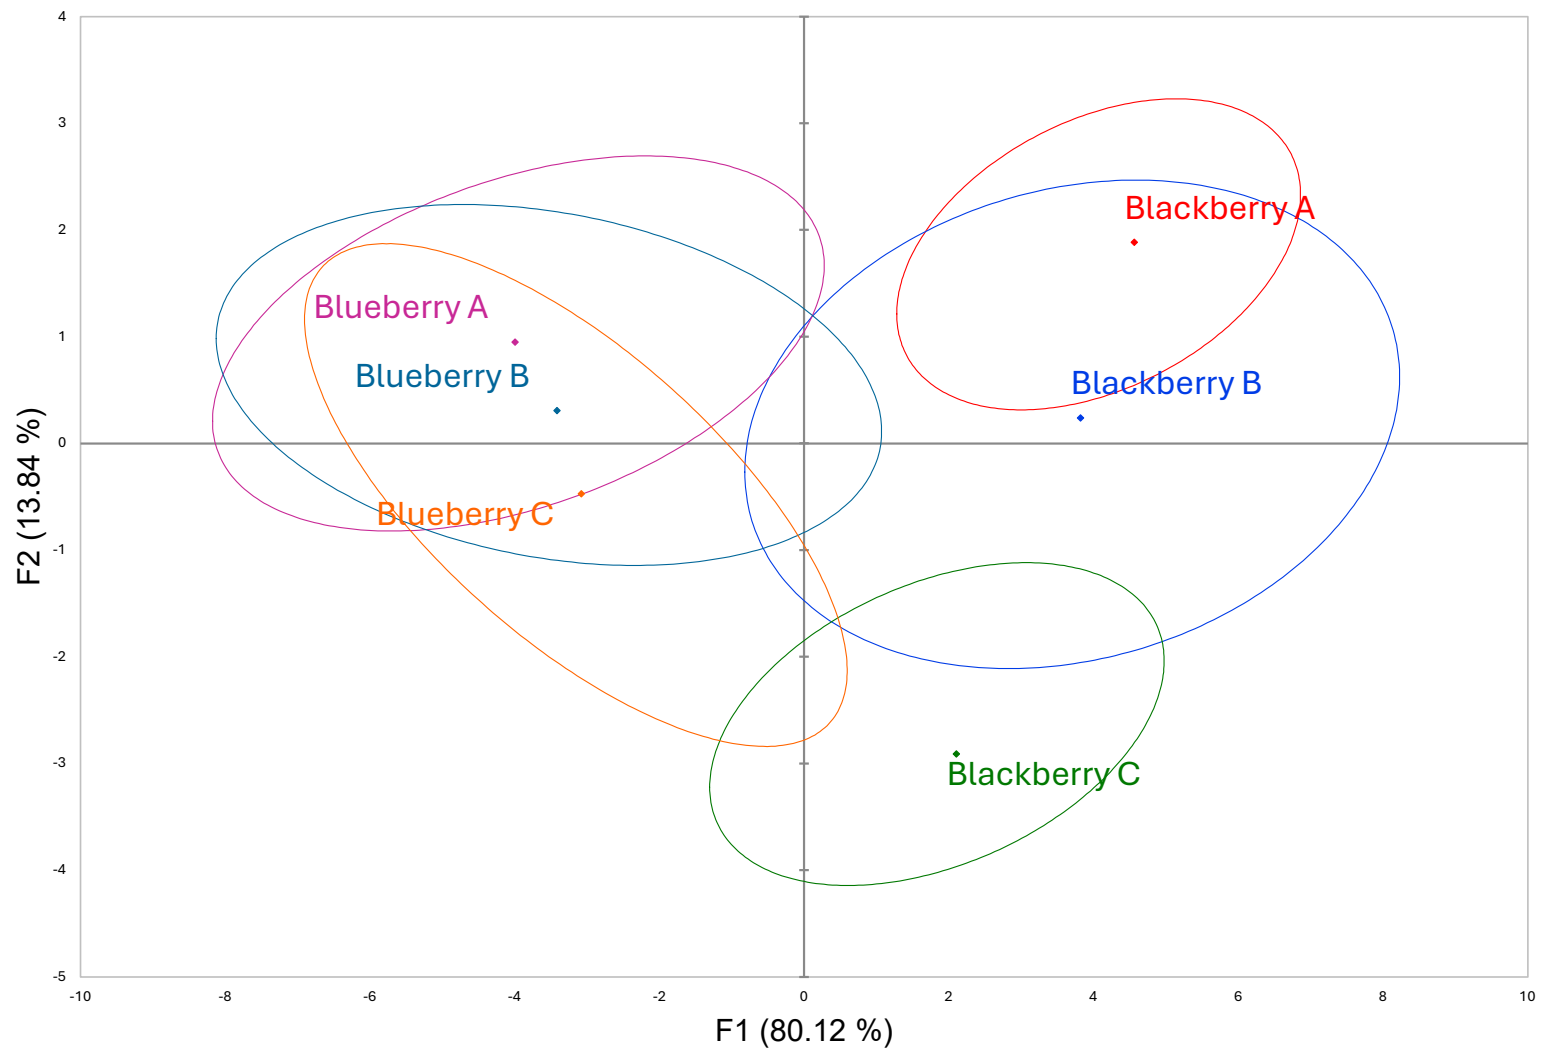

## UPLC-QQQ/MS Extracted Ion Chromatogram for all the 15 identified analytes

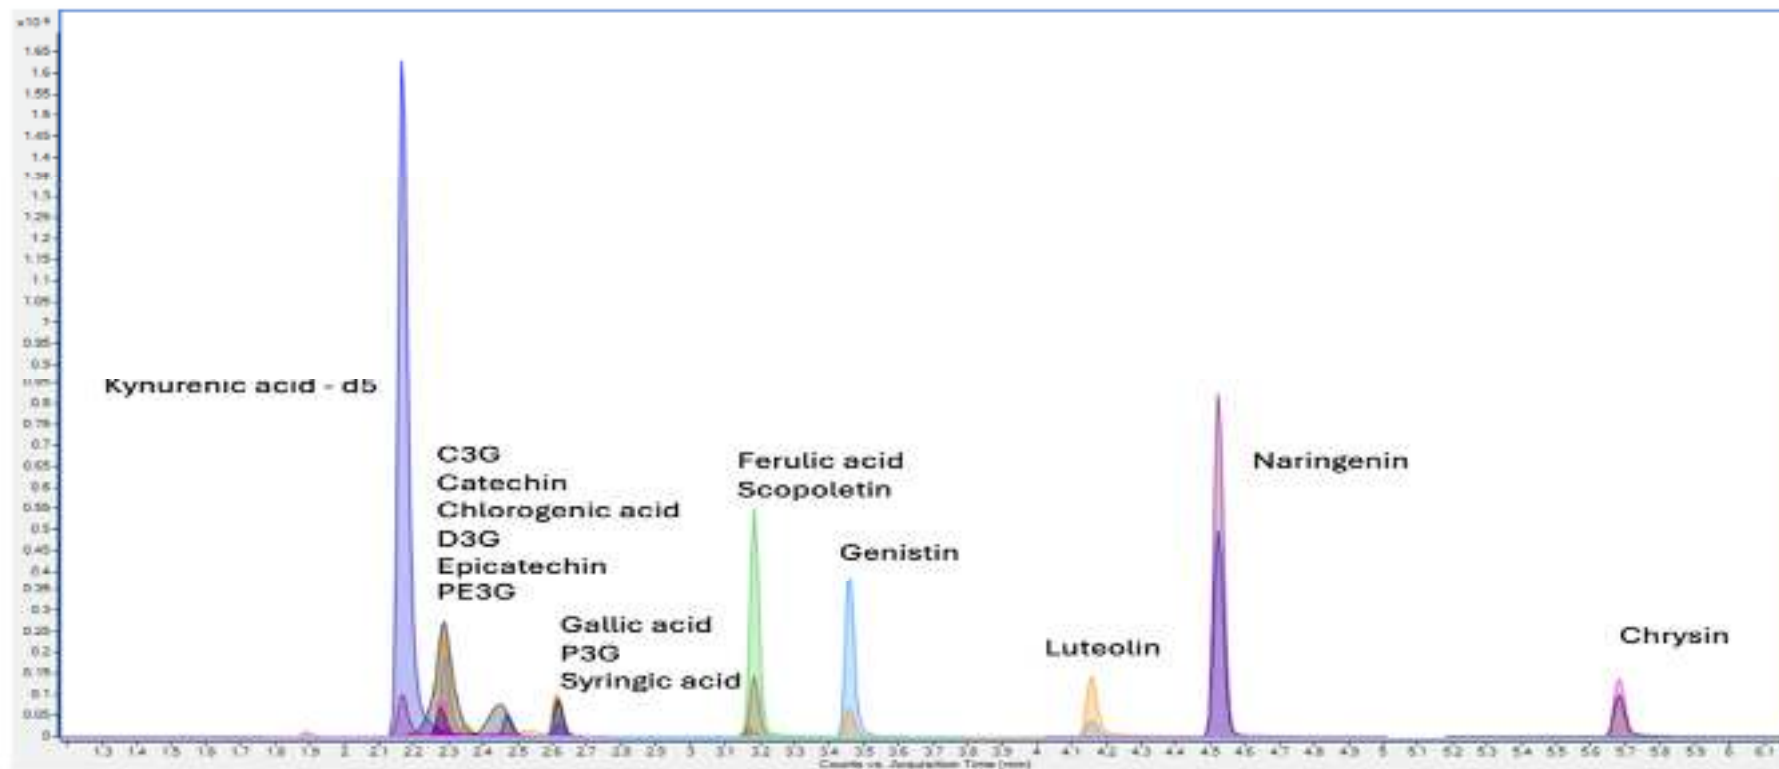

**Fig. S2:** MRM transitions and optimized collision energy for targeted 15 compounds.

| Compound            | precursor ion in m/z | product ions in m/z (Collision energy, V) |
|---------------------|----------------------|-------------------------------------------|
| Catechin            | 289.1                | 245.0 (15), 109.0 (28)                    |
| Gallic acid         | 171                  | 72.8 (16), 57.0 (20)                      |
| PE3G                | 433.1                | 271.0 (20), 93.0 (80)                     |
| Ferulic acid        | 195.1                | 177.9 (12), 134.0 (16)                    |
| Scopoletin          | 191                  | 176.0 (16), 104.0 (28)                    |
| Genistin            | 433.1                | 268.0 (38), 43.0 (65)                     |
| Luteolin            | 285                  | 133.0 (42), 132.0 (62)                    |
| Chrysin             | 253.1                | 143.0 (16), 62.9 (36)                     |
| Naringenin          | 271.1                | 150.9 (20), 119.0 (32)                    |
| Syringic acid       | 197.1                | 182.0 (12), 123.0 (24)                    |
| P3G                 | 463.1                | 301.0 (20), 201.0 (76)                    |
| Chlorogenic acid    | 355.1                | 163.0 (12), 89.0 (68)                     |
| Epicatechin         | 289.1                | 245.0 (15), 109.0 (28)                    |
| D3G                 | 465.1                | 303.0 (20), 229.0 (64)                    |
| C3G                 | 449.1                | 287.0 (20), 137.0 (68)                    |
| Kynurenic acid - d5 | 195.1                | 149.1 (48), 121.1 (37)                    |

## Limit of detection for all the analytes

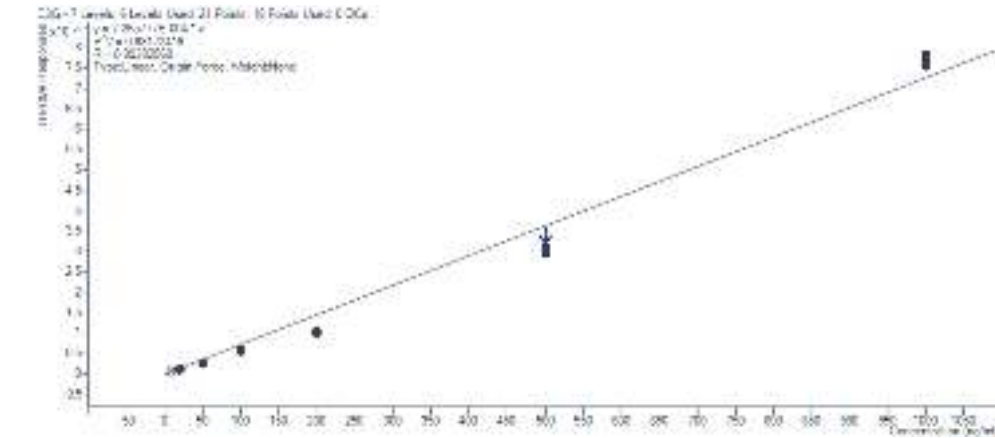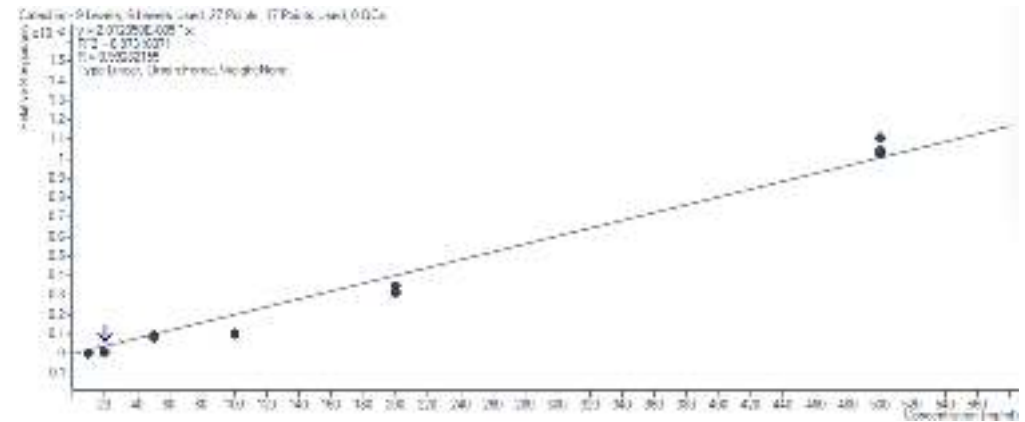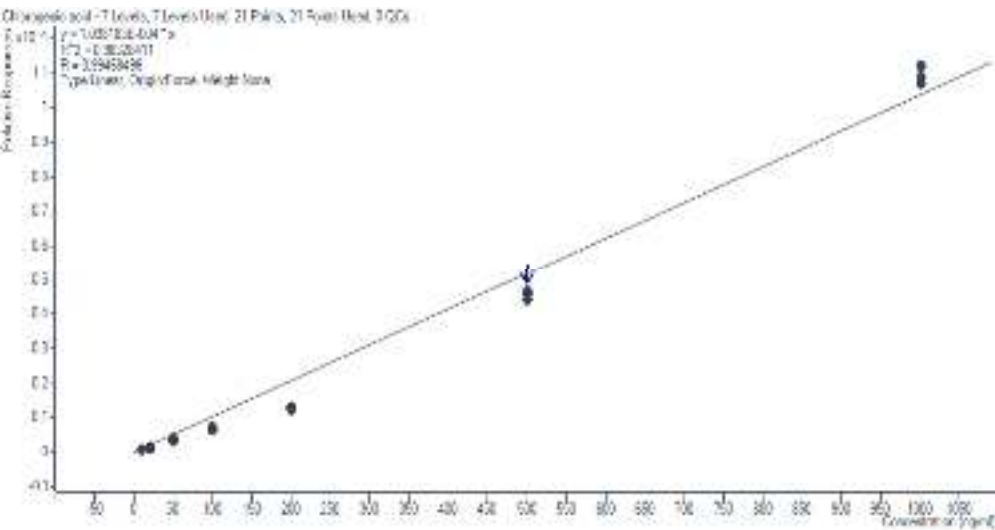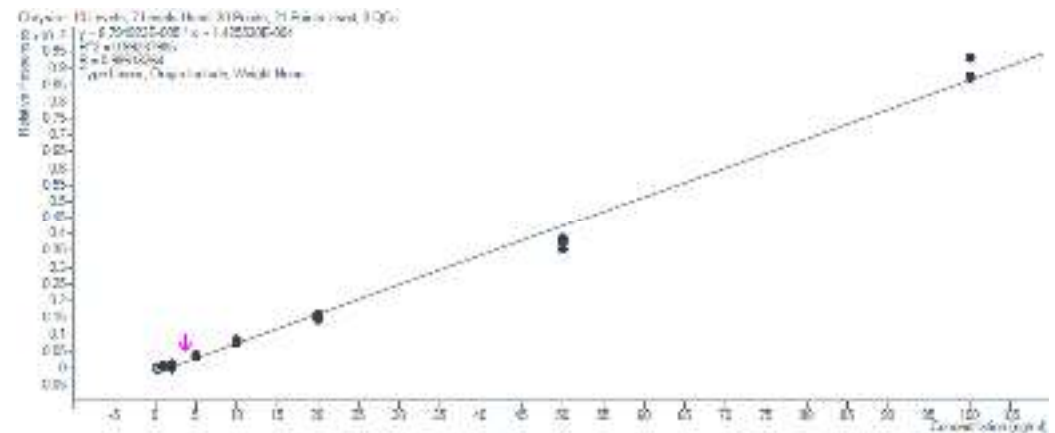

## Limit of detection for all the analytes

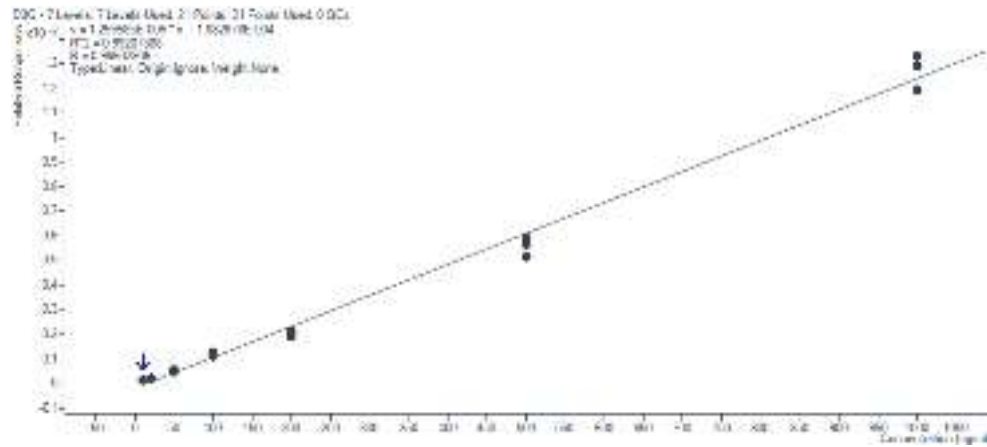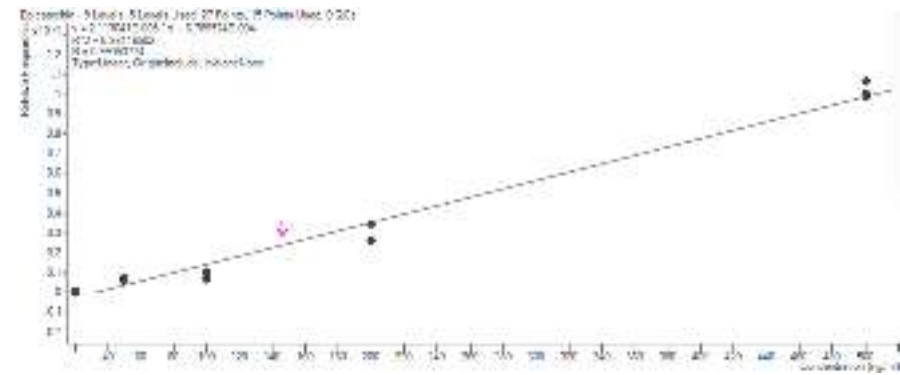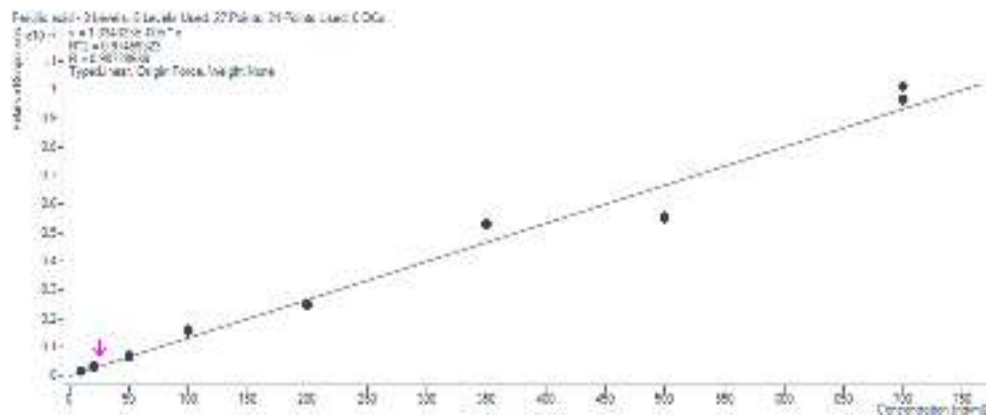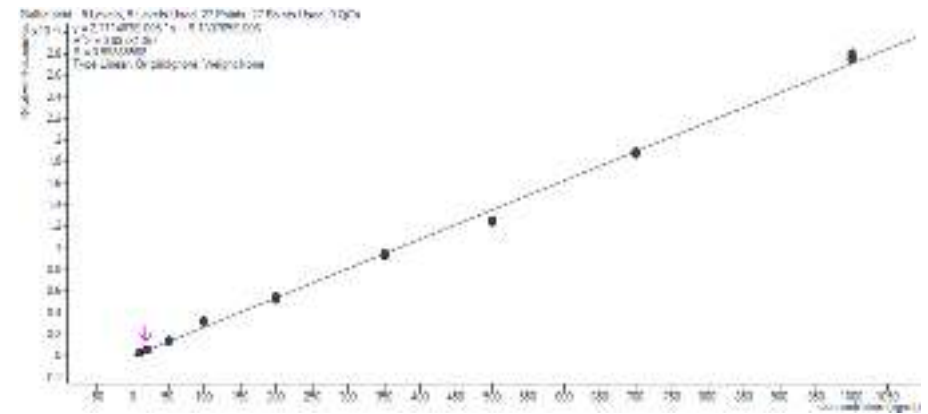

## Limit of detection for all the analytes

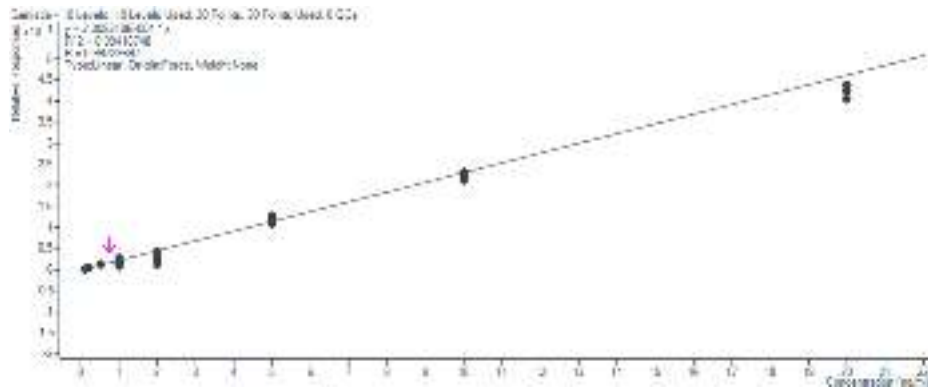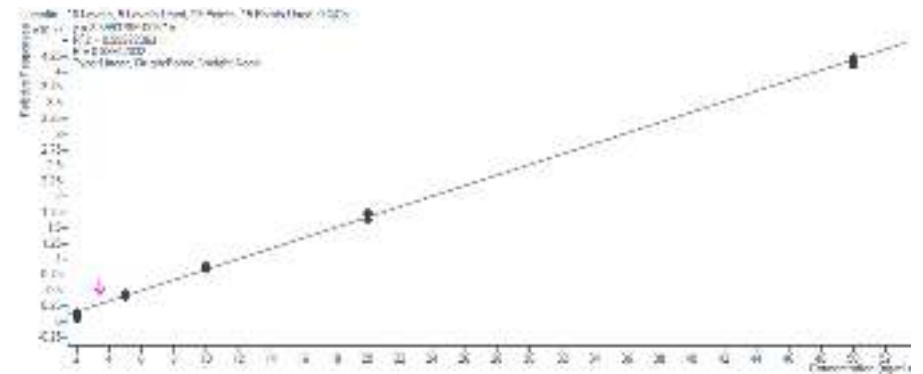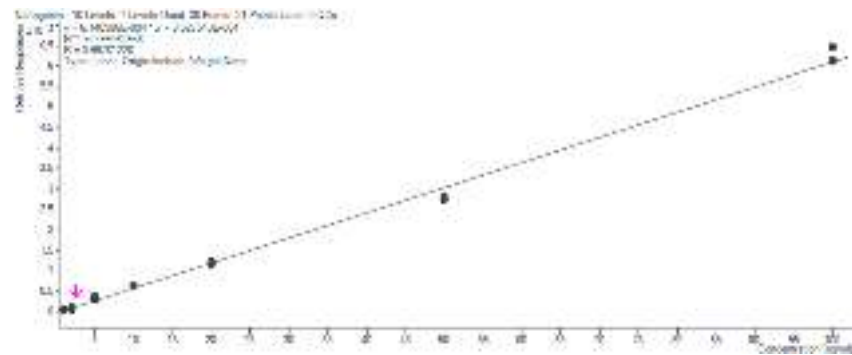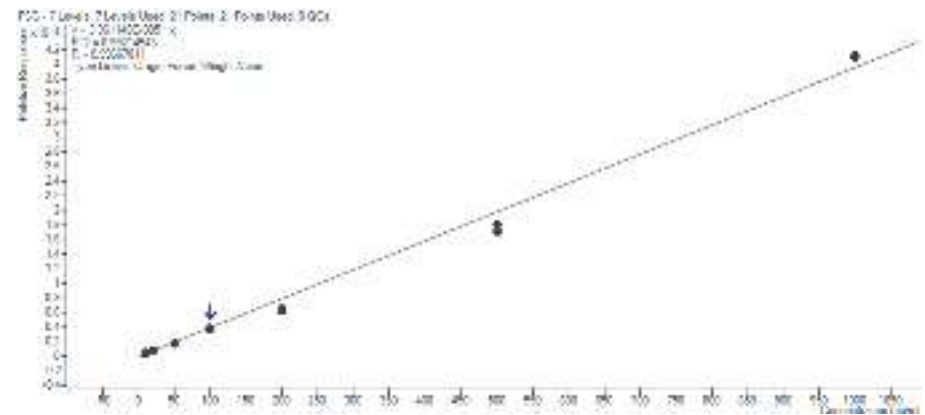

### Limit of detection for all the analytes

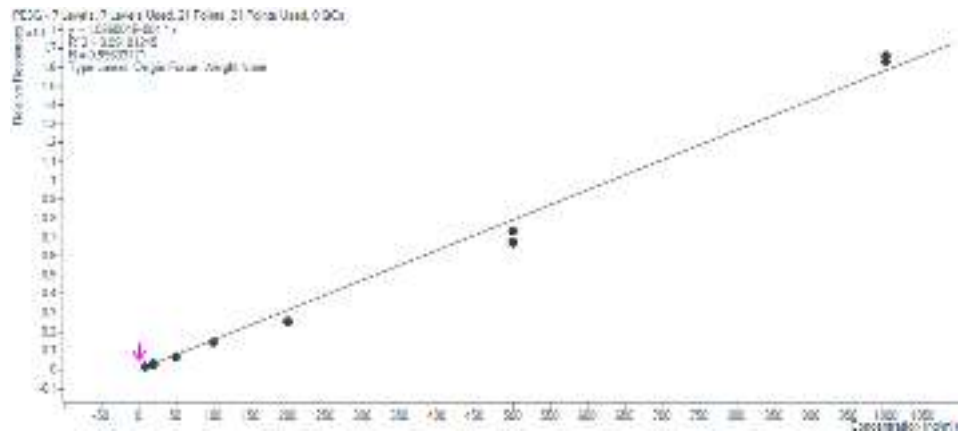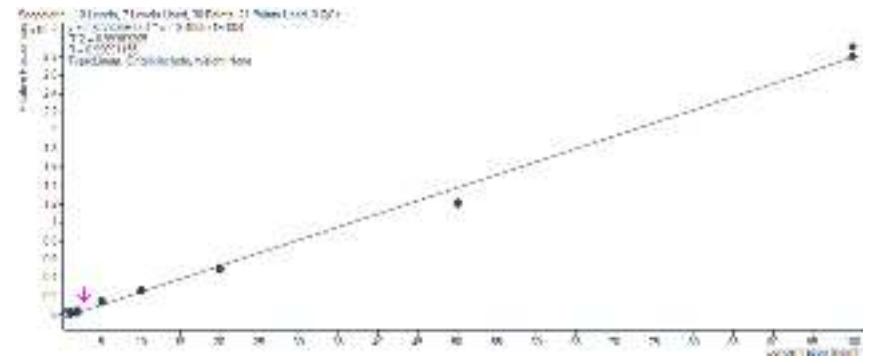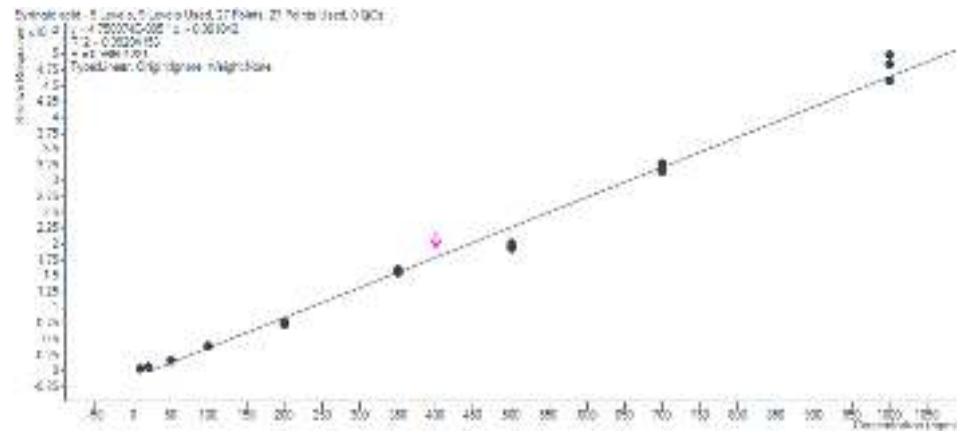

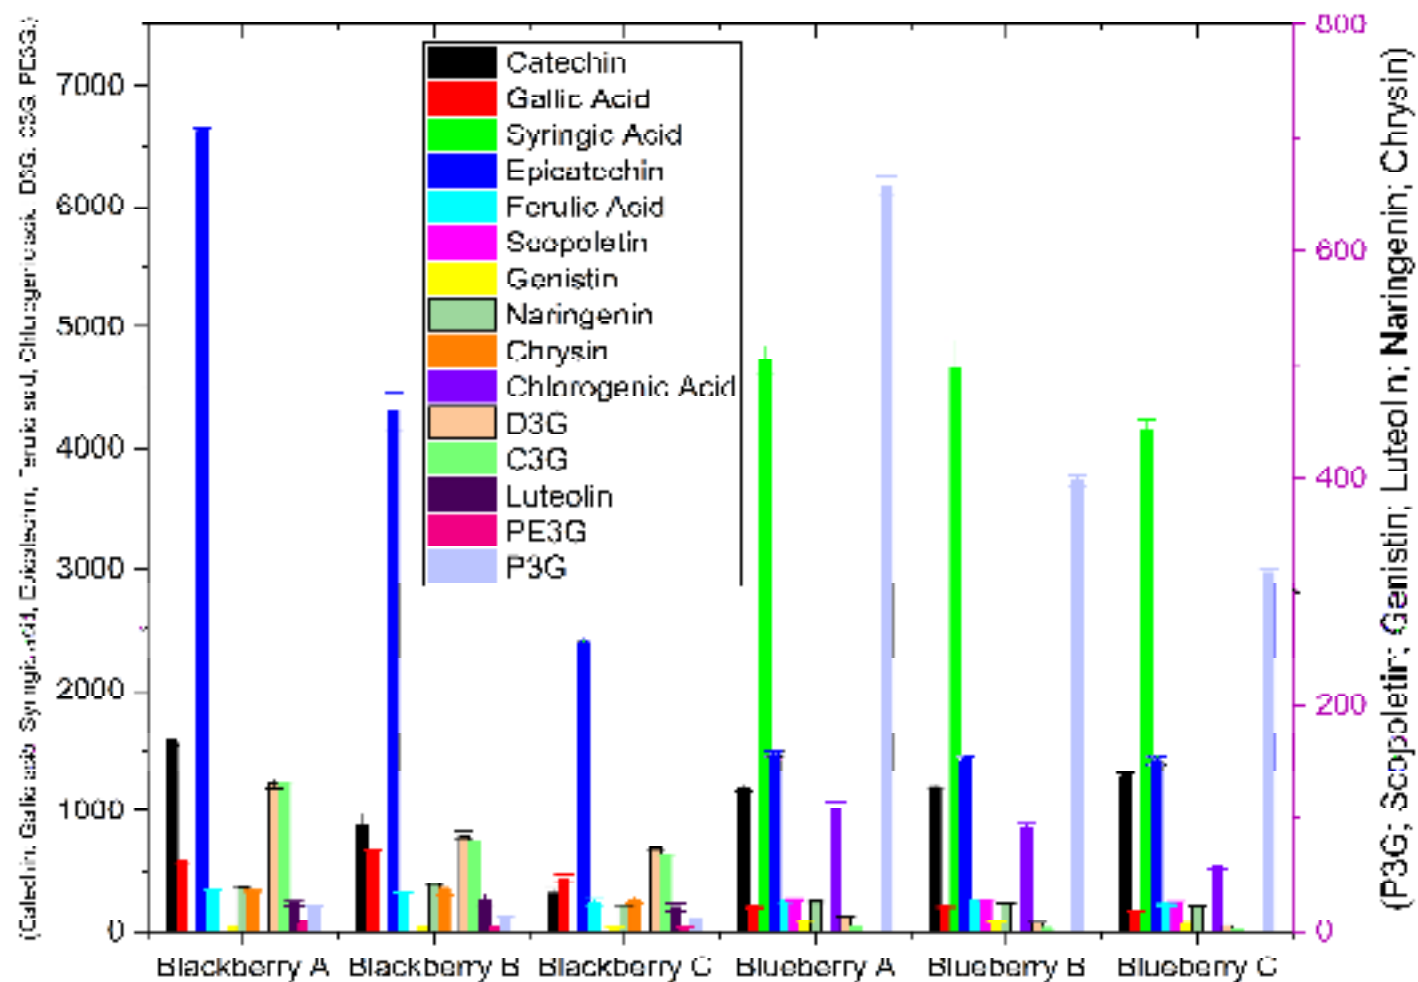

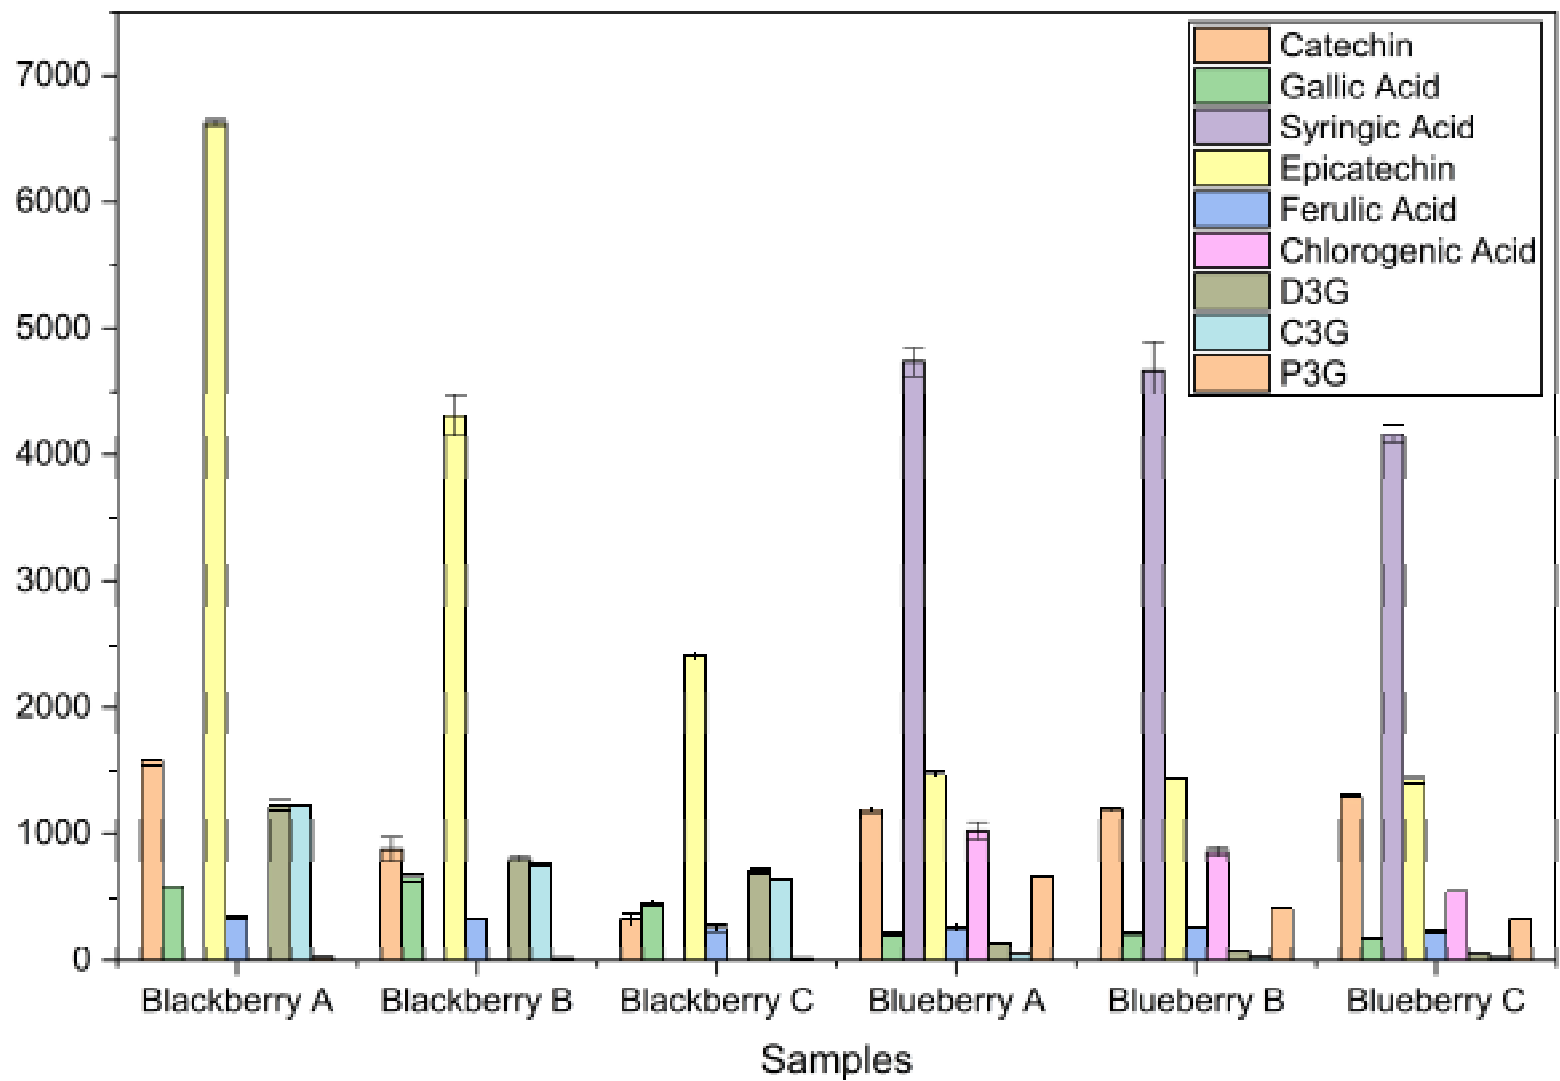

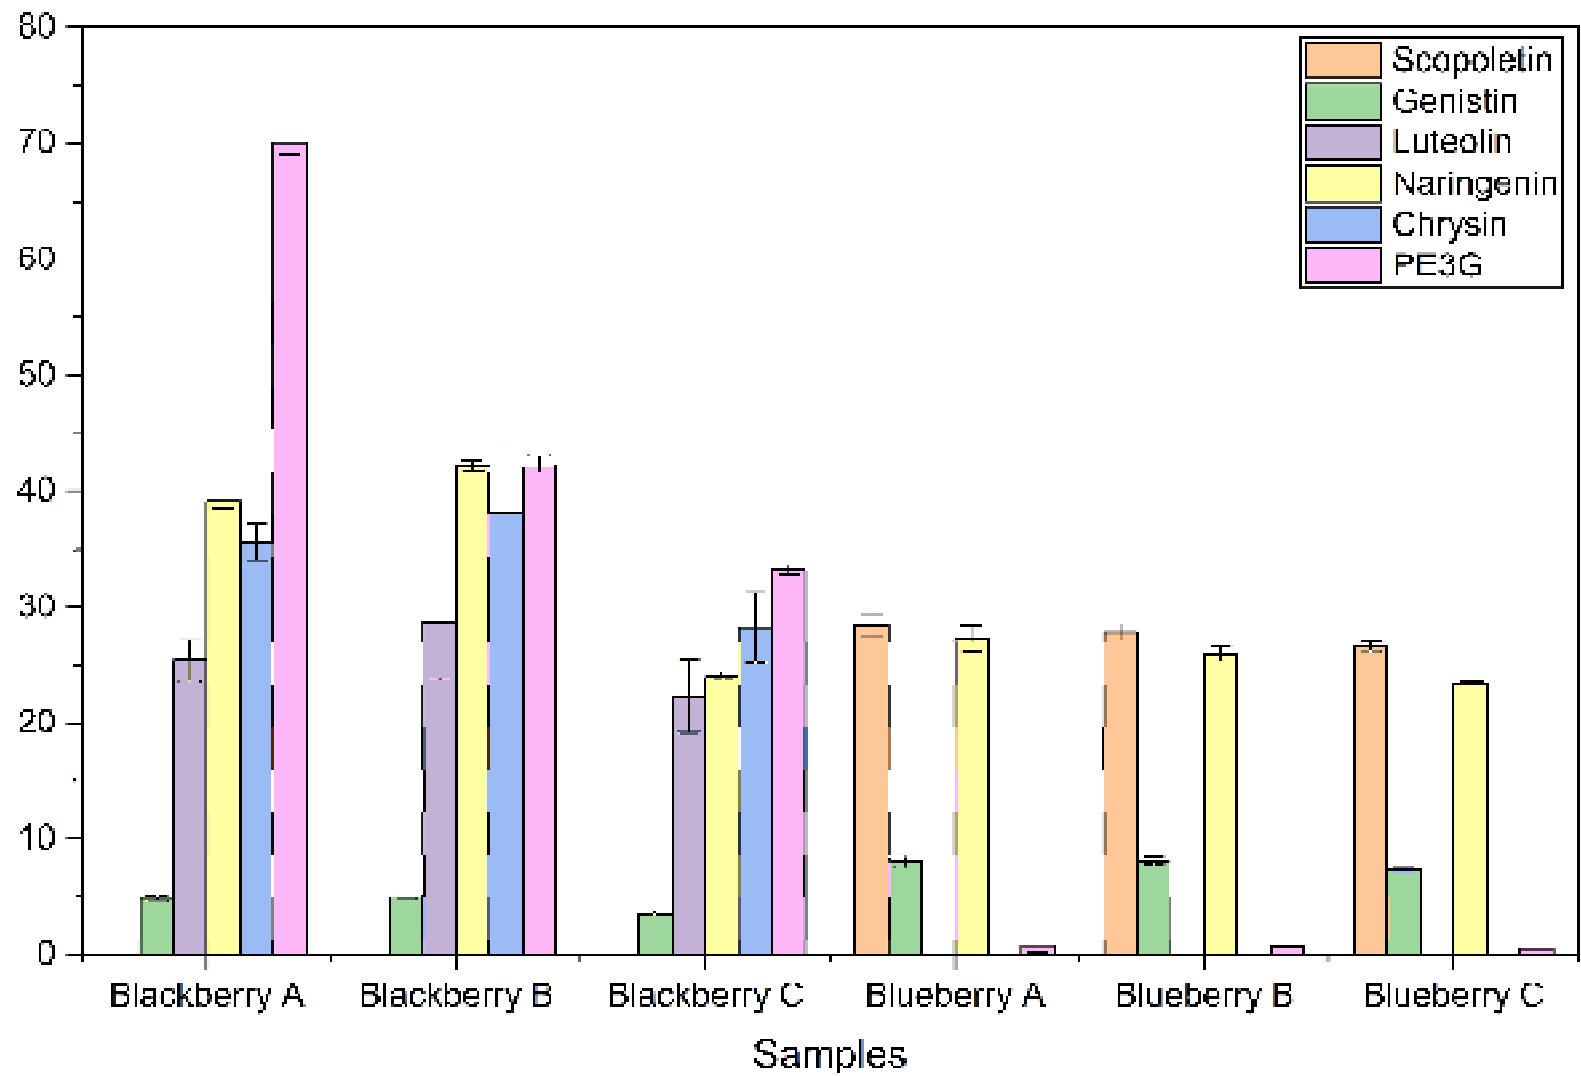

**Biplot (axes F1 and F2: 93.97 %)**

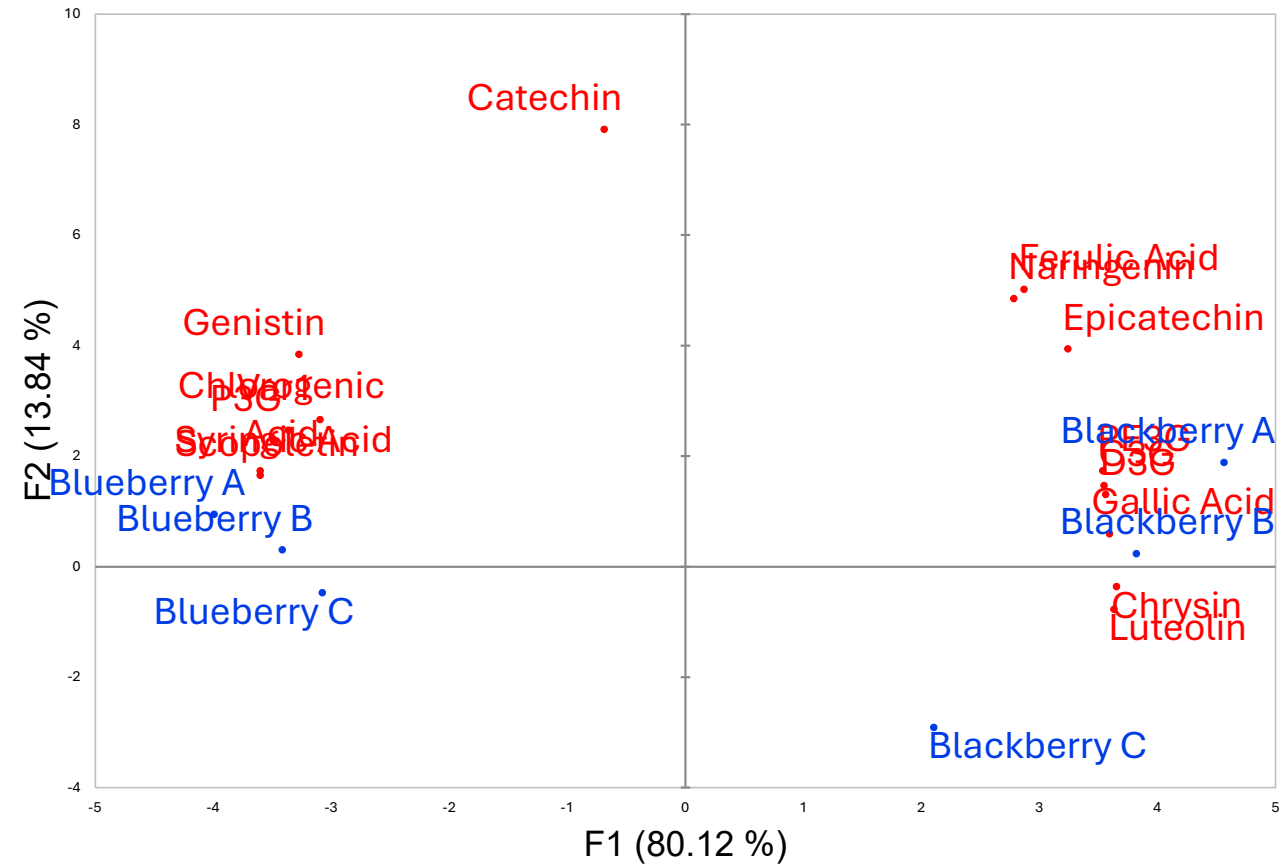

• Active variables • Active observations

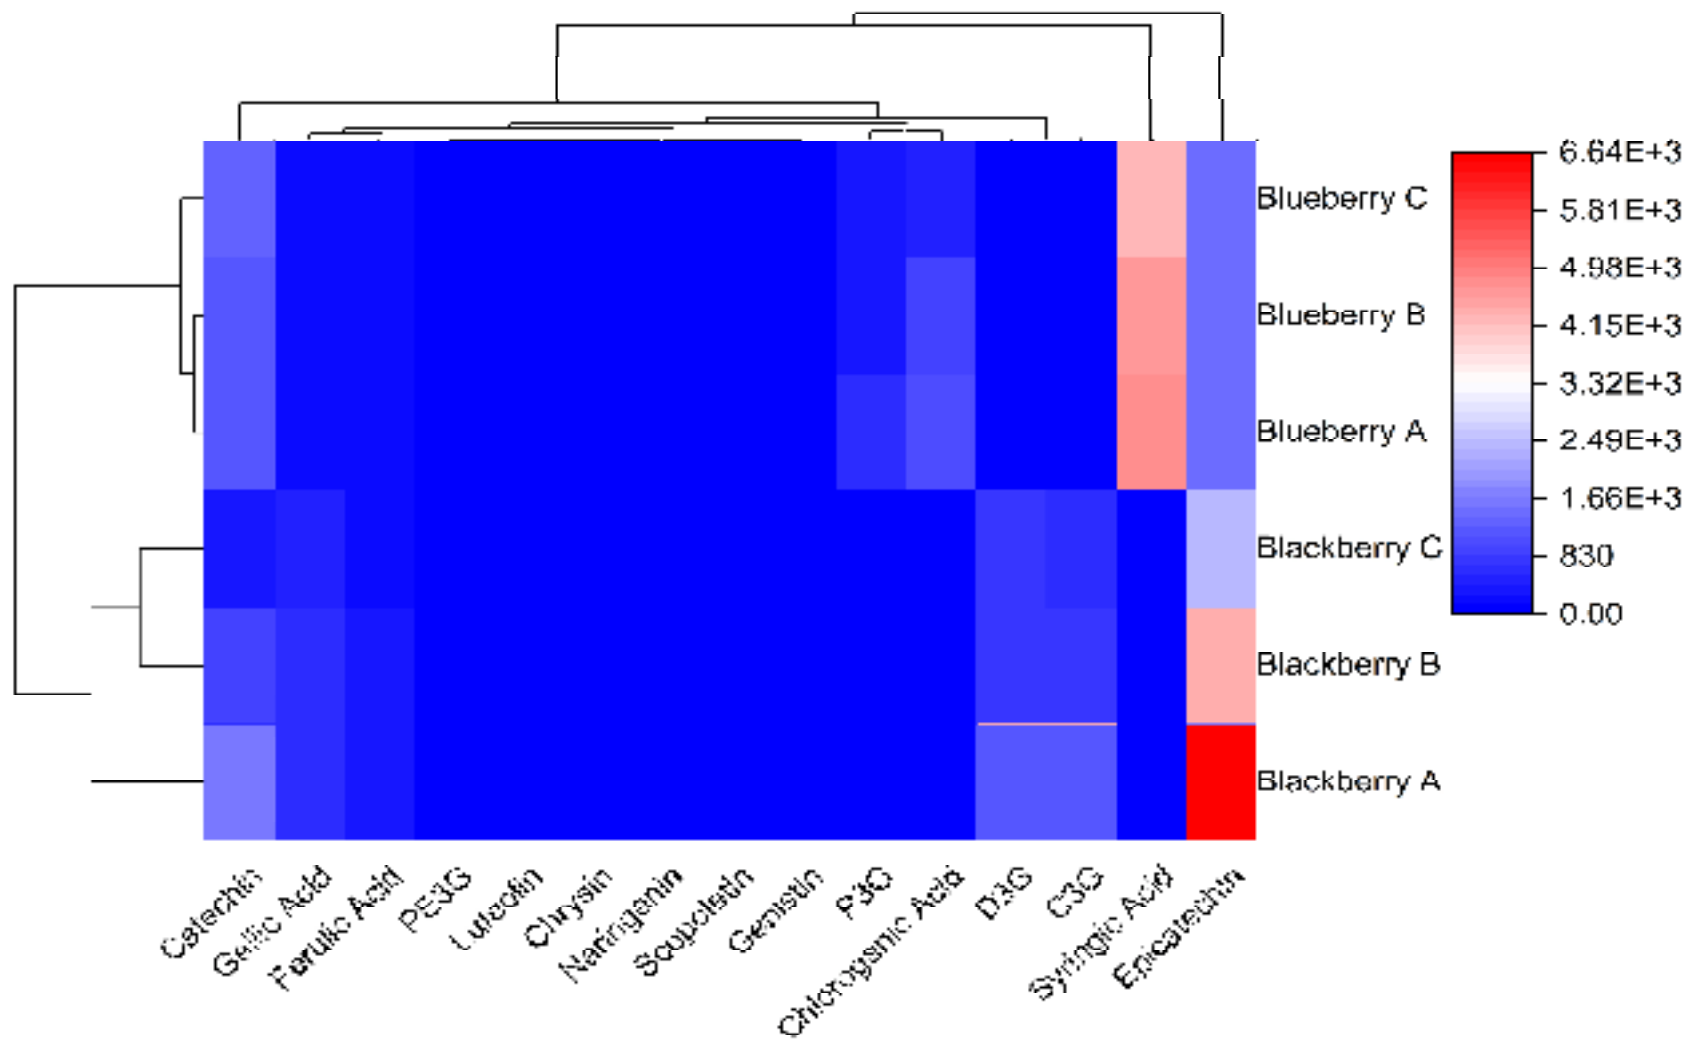

Dendrogram

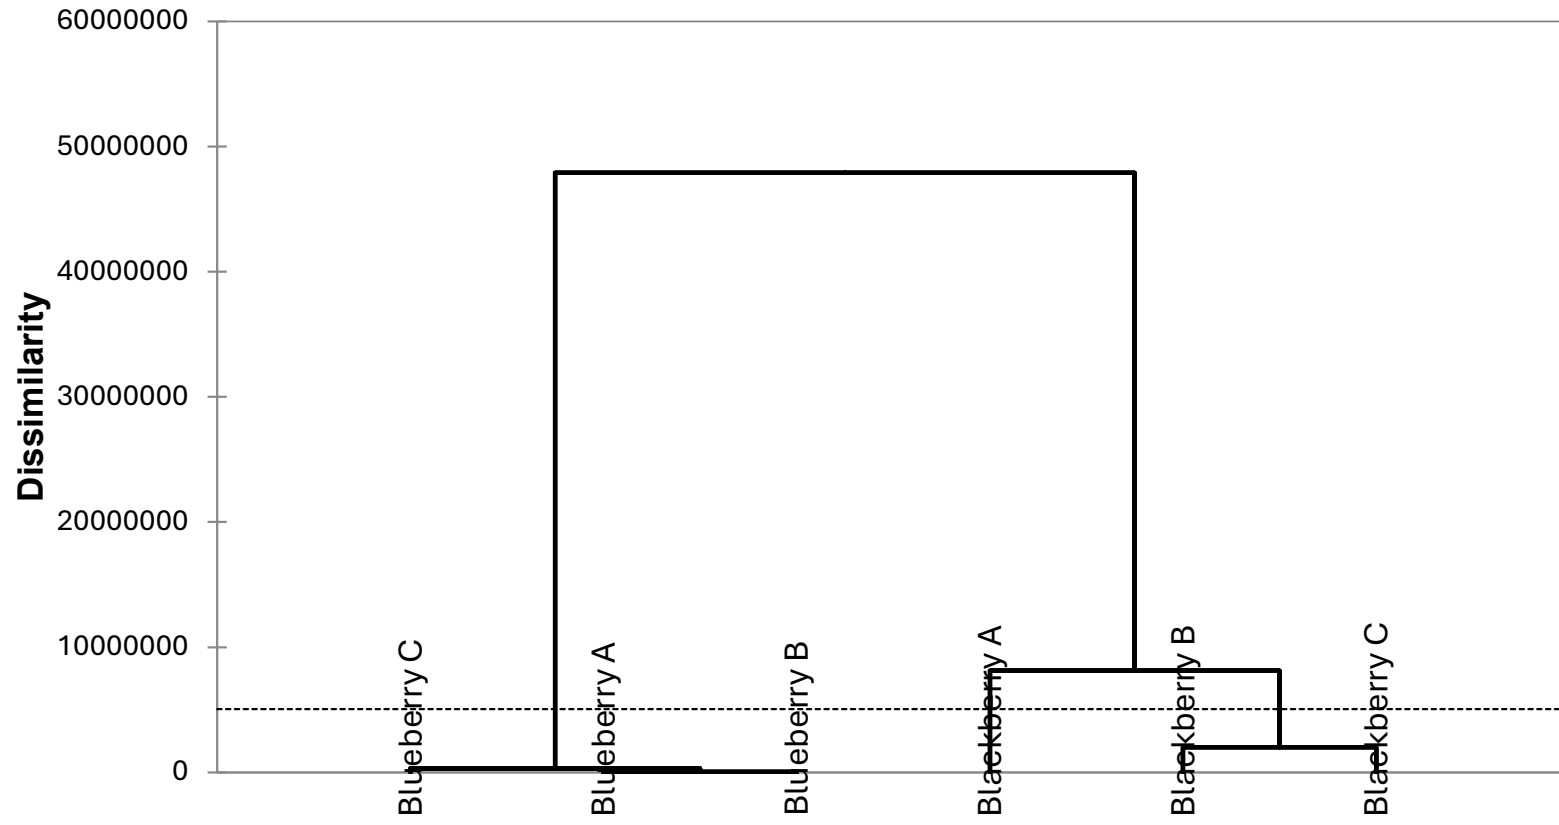

Bootstrap ellipses (axes F1 and F2: 93.97 %)

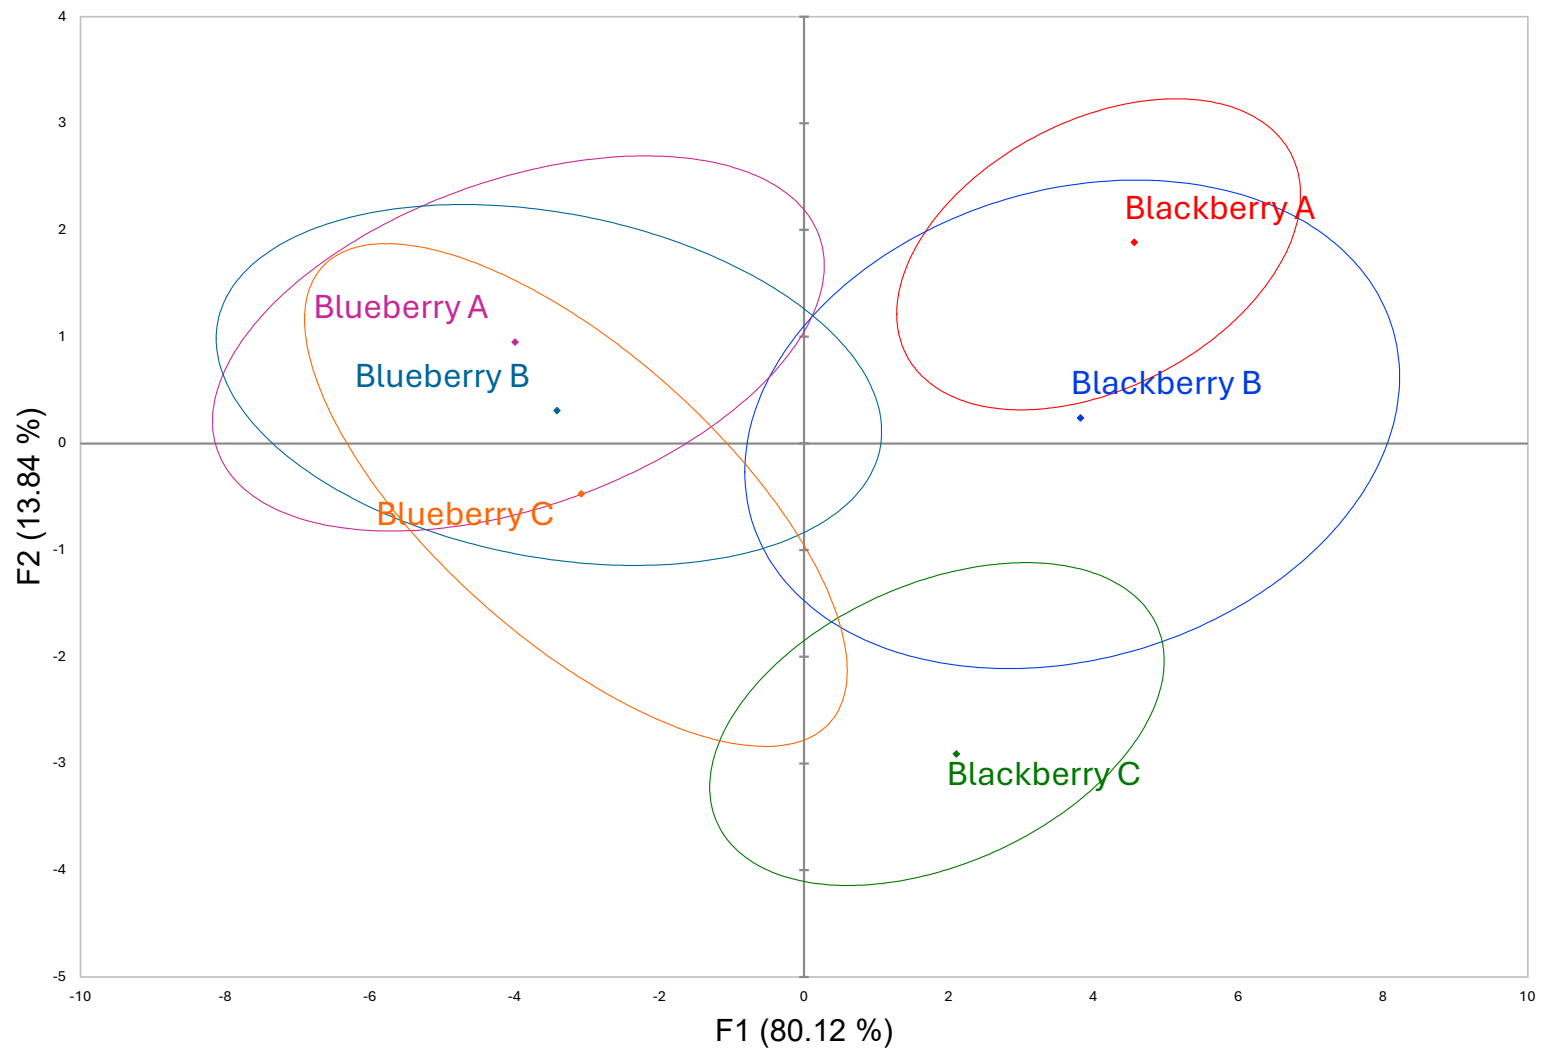

**Supplement:** Supplementary file 2 — Figure S2

# Supplementary material for: Berry-derived gold nanoparticles induce integrated ROS-mediated apoptosis, immune modulation, and transcriptomic remodeling in 4T1 triple-negative cancer cells
**Source:** Cell Death Discov. 2026 Apr 10;12:225. doi: 10.1038/s41420-026-03023-z
**Supplement:** Supplementary file 3 — Figure S3

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
Modified: 8/21/2025 7:17:33 AM

### Electrophoresis File Run Summary

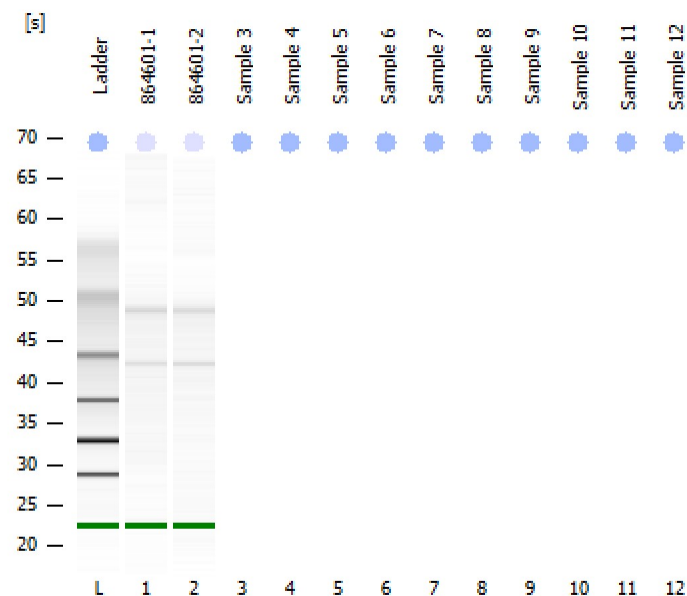

#### Instrument Information:

Instrument Name: DE72903137

Firmware: C.01.069

Serial#: DE72903137

Type: G2939A

#### Assay Information:

Assay Origin Path: C:\Program Files (x86)\Agilent\2100 bioanalyzer\2100 expert\SecuredArea\Method\Templates\RNA\Eukaryote Total RNA Nano Series II approved vsu

Assay Class: Eukaryote Total RNA Nano

Version: 2.6

Assay Comments: Total RNA Analysis ng sensitivity (Eukaryote)

© Copyright 2003 - 2009 Agilent Technologies, Inc.

#### Chip Information:

Chip Lot #:

Reagent Kit Lot #:

Chip Comments:

864601-1

RIN: 6.10

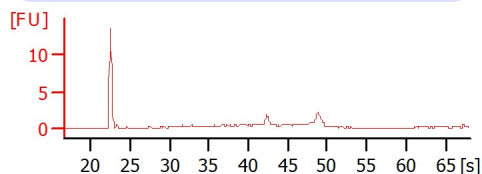

864601-2

RIN: 7.30

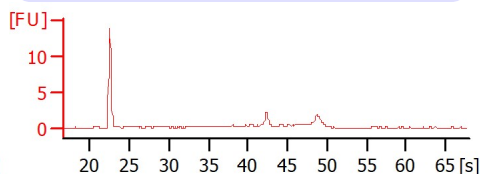

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
Modified: 8/21/2025 7:17:33 AM

**Electrophoresis File Run Summary (Chip Summary)**

**Chip Lot #****Reagent Kit Lot #****Chip Comments :**

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
Modified: 8/21/2025 7:17:33 AM

## Electrophoresis Assay Details

### General Analysis Settings

Number of Available Sample and Ladder Wells (Max.) : 13

Minimum Visible Range [s] : 17

Maximum Visible Range [s] : 70

Start Analysis Time Range [s] : 19

End Analysis Time Range [s] : 69

Ladder Concentration [ng/μl] : 150

Lower Marker Concentration [ng/μl] : 0

Upper Marker Concentration [ng/μl] : 0

Used Lower Marker for Quantitation

Standard Curve Fit is Logarithmic

Show Data Aligned to Lower Marker

### Integrator Settings

Integration Start Time [s] : 19

Integration End Time [s] : 69

Slope Threshold : 0.6

Height Threshold [FU] : 0.5

Area Threshold : 0.2

Width Threshold [s] : 0.5

Baseline Plateau [s] : 6

### Filter Settings

Filter Width [s] : 0.5

Polynomial Order : 4

### Ladder

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
Modified: 8/21/2025 7:17:33 AM

### Electropherogram Summary

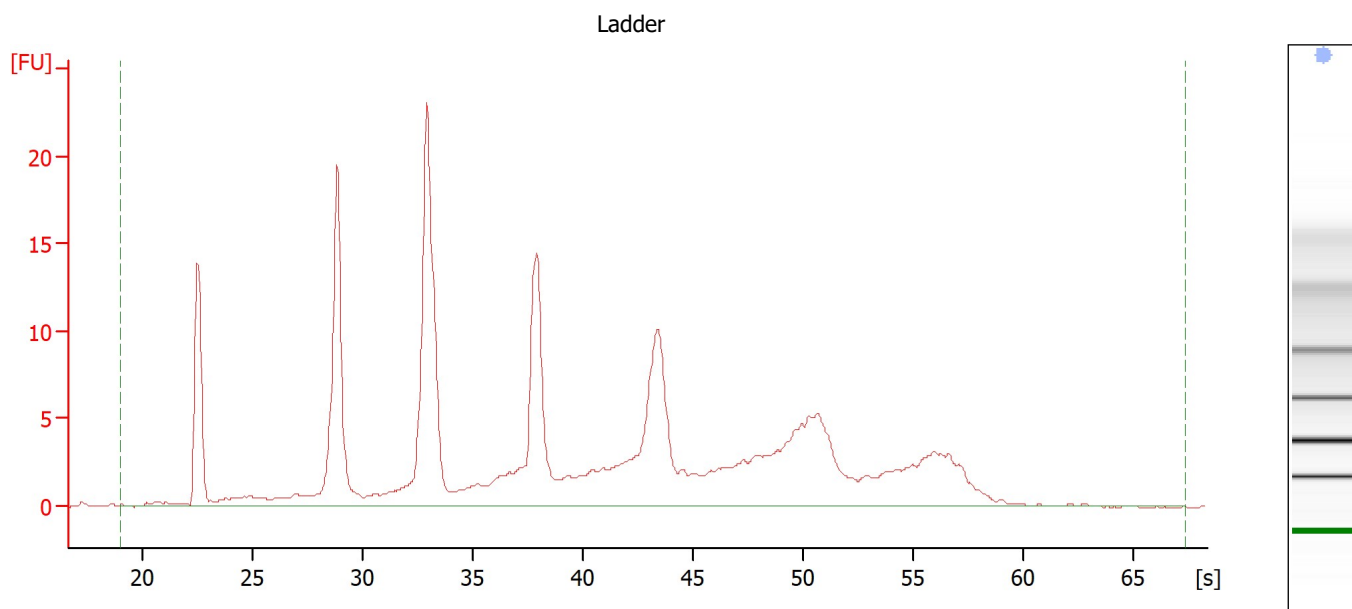

### Overall Results for Ladder

RNA Area: 242.2

Result Flagging Color:

RNA Concentration: 150 ng/μl

Result Flagging Label:

All Other Samples

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
Modified: 8/21/2025 7:17:33 AM

**Electropherogram Summary Continued ...**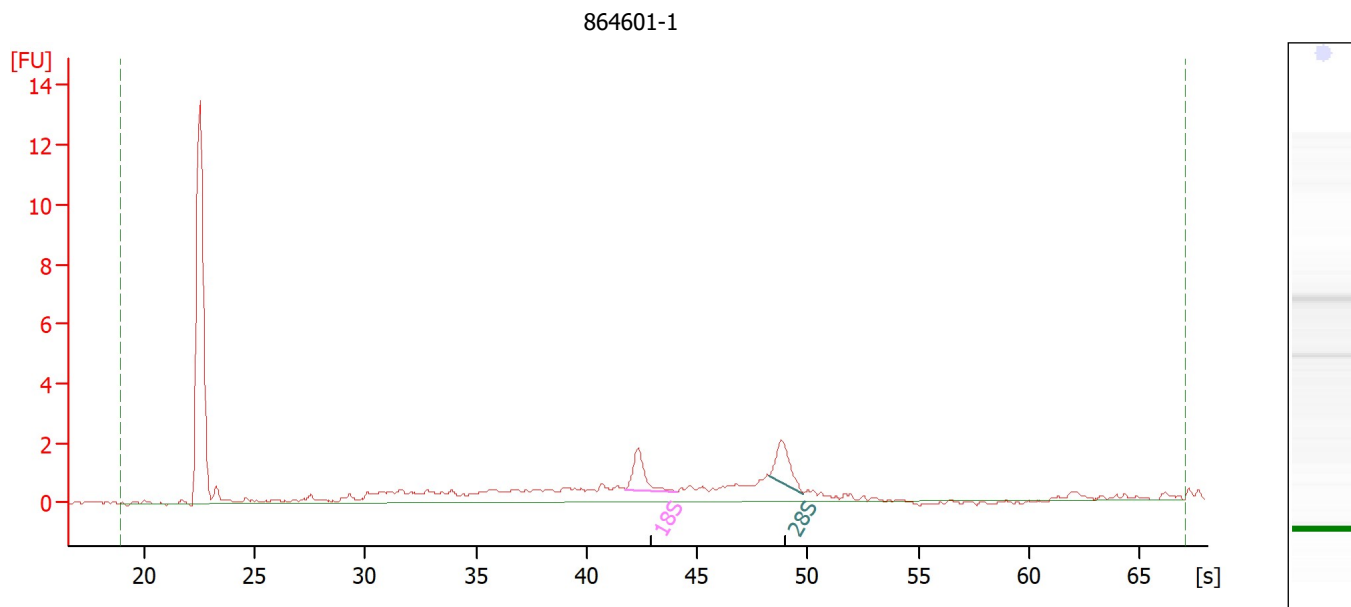**Overall Results for sample 1 : 864601-1**

**Fragment table for sample 1 : 864601-1**

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
Modified: 8/21/2025 7:17:33 AM

**Electropherogram Summary Continued ...**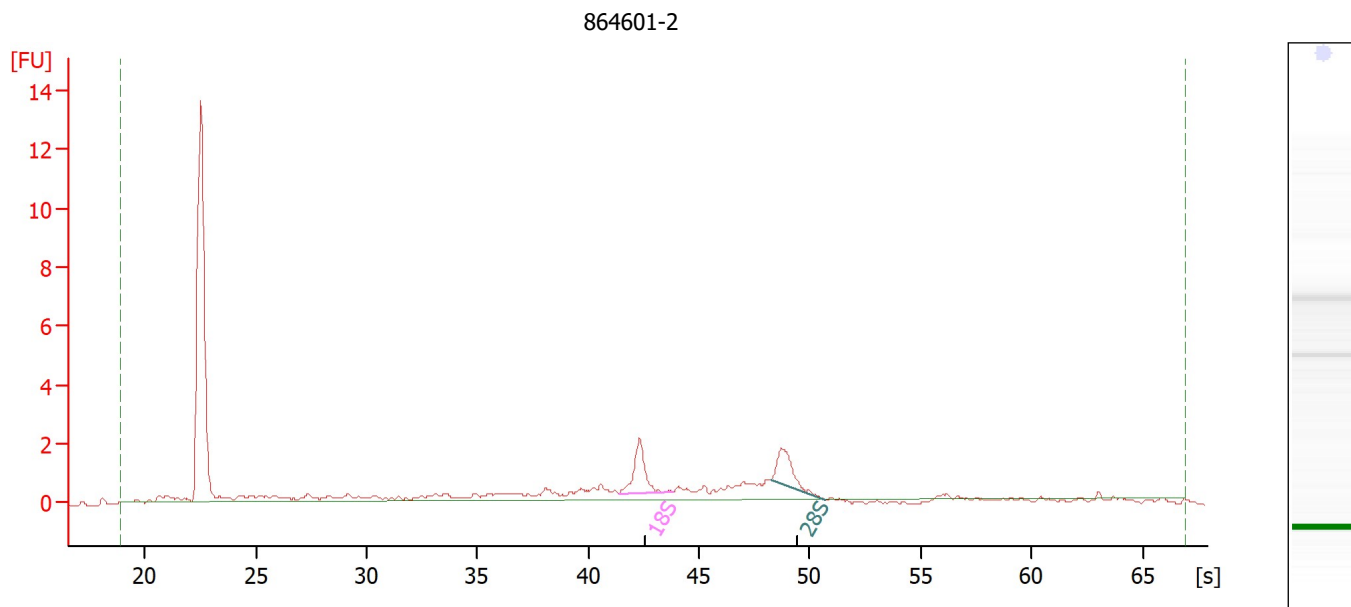**Overall Results for sample 2 : 864601-2**

**Fragment table for sample 2 : 864601-2**

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
Modified: 8/21/2025 7:17:33 AM

**Gel Image**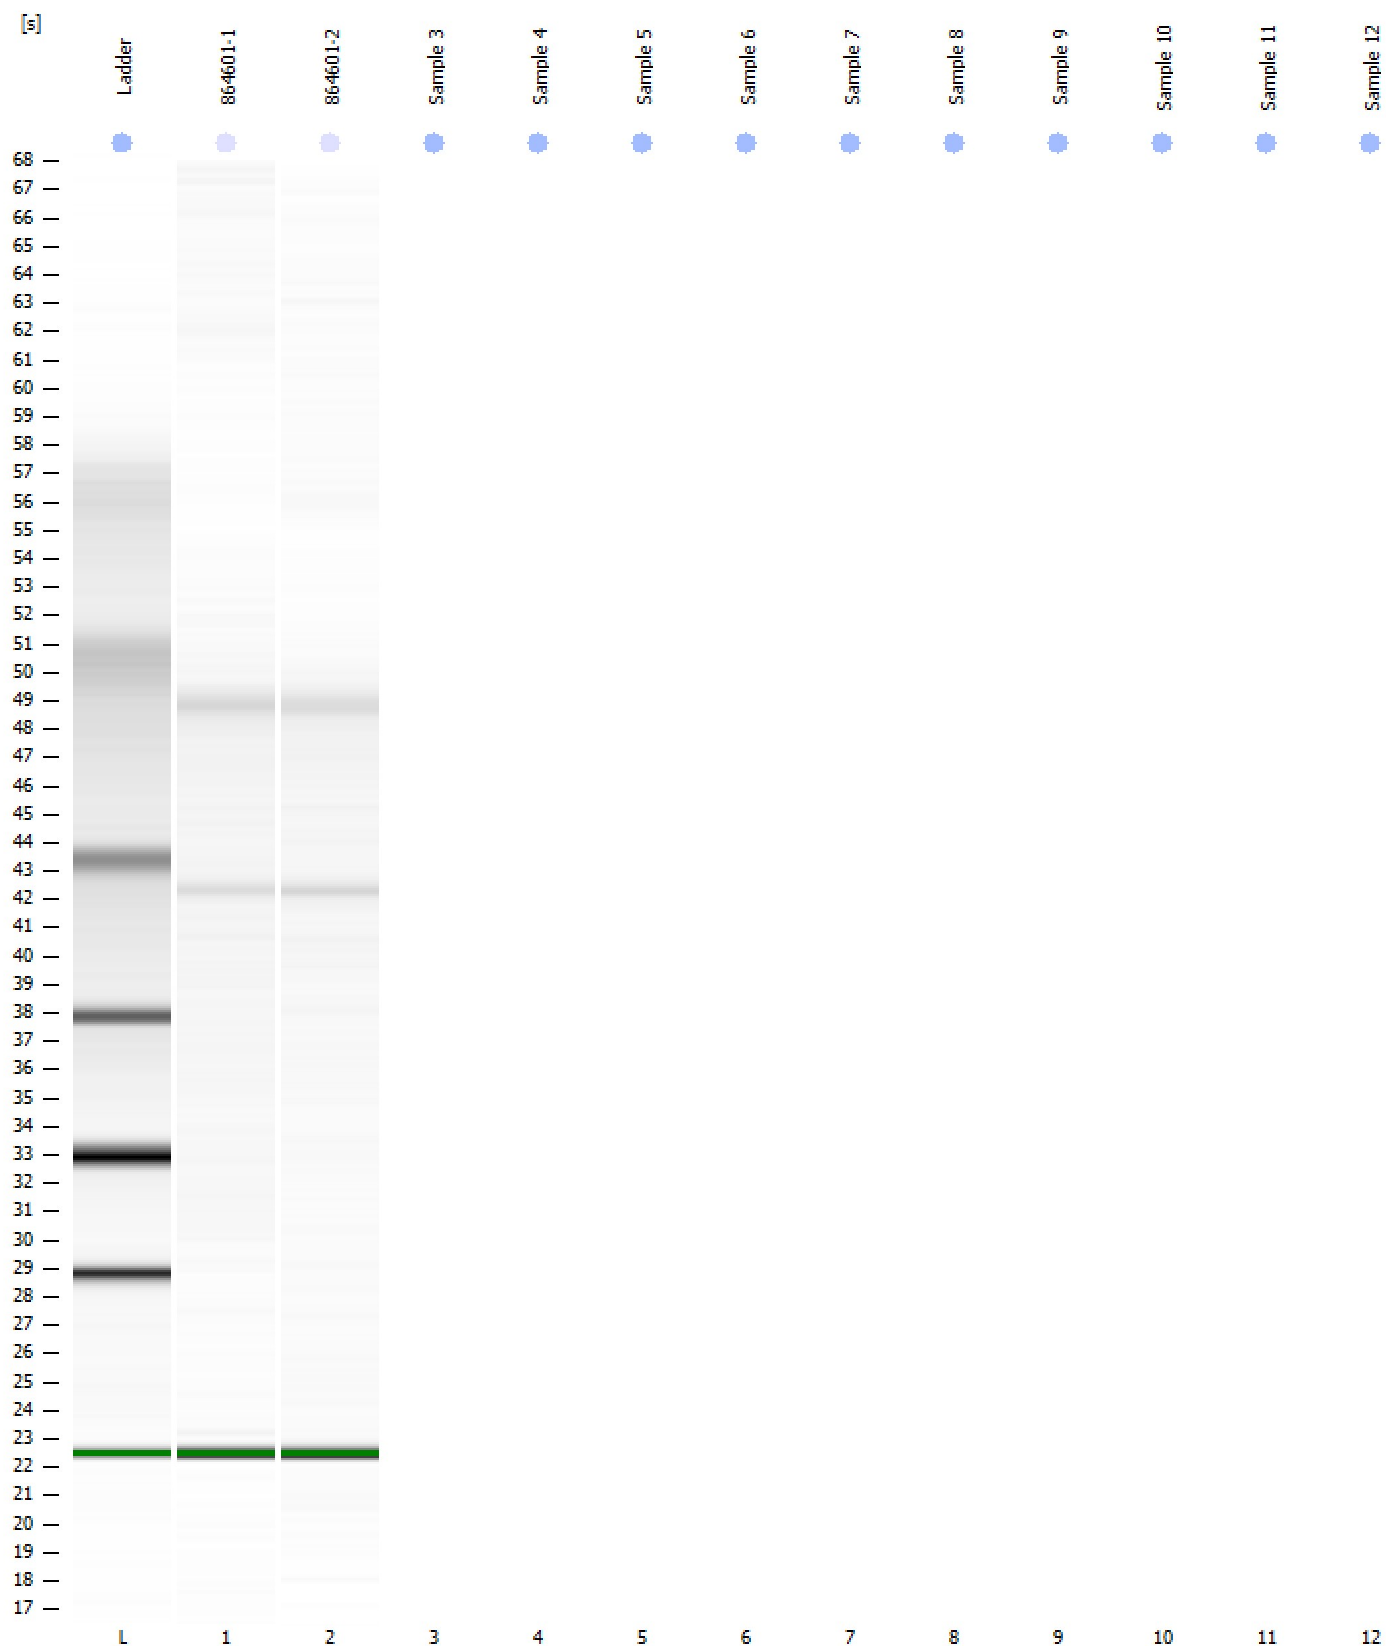

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
Modified: 8/21/2025 7:17:33 AM

## Curves

### Standard Curve

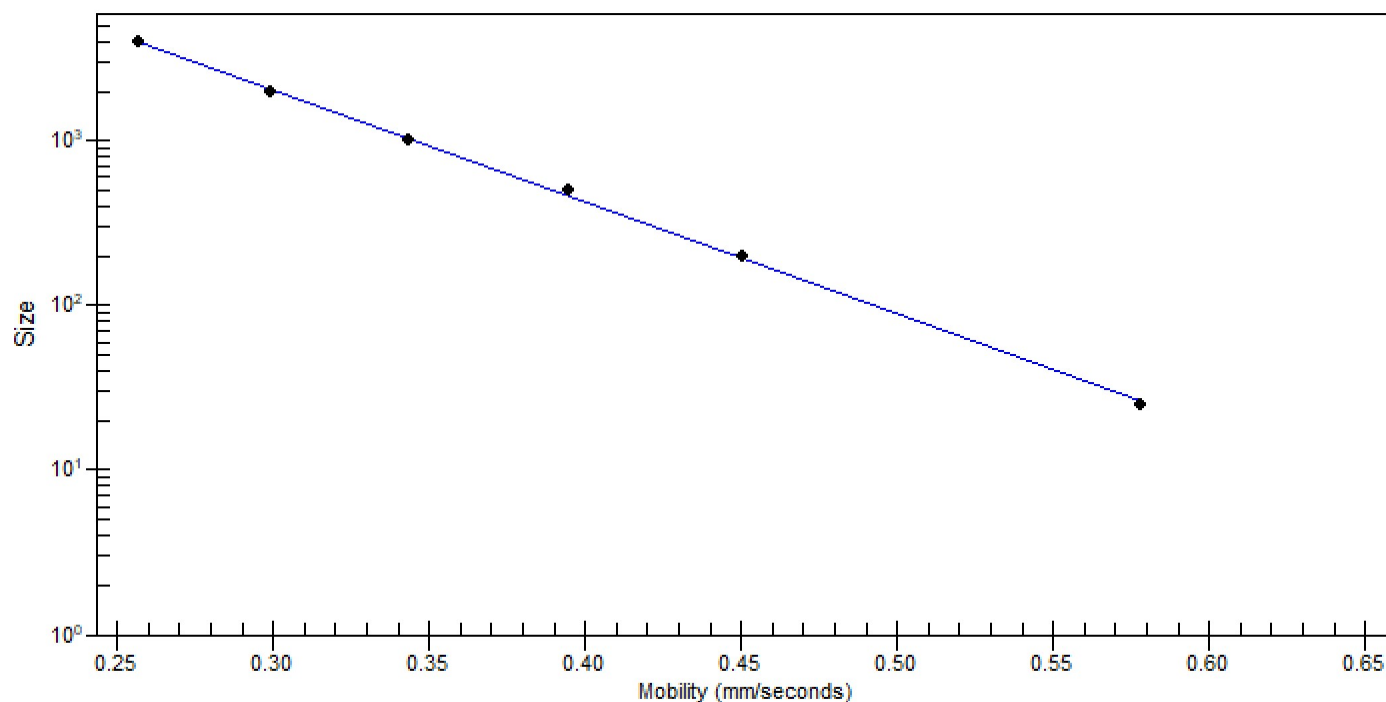

Assay Class: Eukaryote Total RNA Nano  
 Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
 Modified: 8/21/2025 7:17:33 AM

**Run Logbook**

---

**Signature Logbook**

Assay Class: Eukaryote Total RNA Nano  
Data Path: C:\...Eukaryote Total RNA Nano\_DE72903137\_2025-08-21\_07-07-19.xad

Created: 8/21/2025 7:07:26 AM  
Modified: 8/21/2025 7:17:33 AM

**Audit Trail**

# OSUCCC Genomics Shared Resource: Next Generation Sequencing Report

PI/User: Fagbohun, Oladapo

eRamp: 740023

Report date: 08/11/2025

The mRNA libraries were generated using the flowing reagents from Qiagen:

- QIAseq FastSelect RNA Lib HMR Kit(96) -cat. no. 334235 Using both primers N6-T RT and ODT-RT.
- QIA UX96 Index kit UDI-B (96) 331825
- Library input amount: 100ng total RNA (quantified using Qubit Fluorometer).
- Fragmentation: 3 minutes
- PCR: 20x
- Libraries were sequenced with Novaseq X Plus 10B.
- If this study results in a publication, please acknowledge the GSR and its partially supporting grant P30-CA016058 from National Cancer Institute. Please do not hesitate to contact us for more details you may need in the future.

## Libraries traces

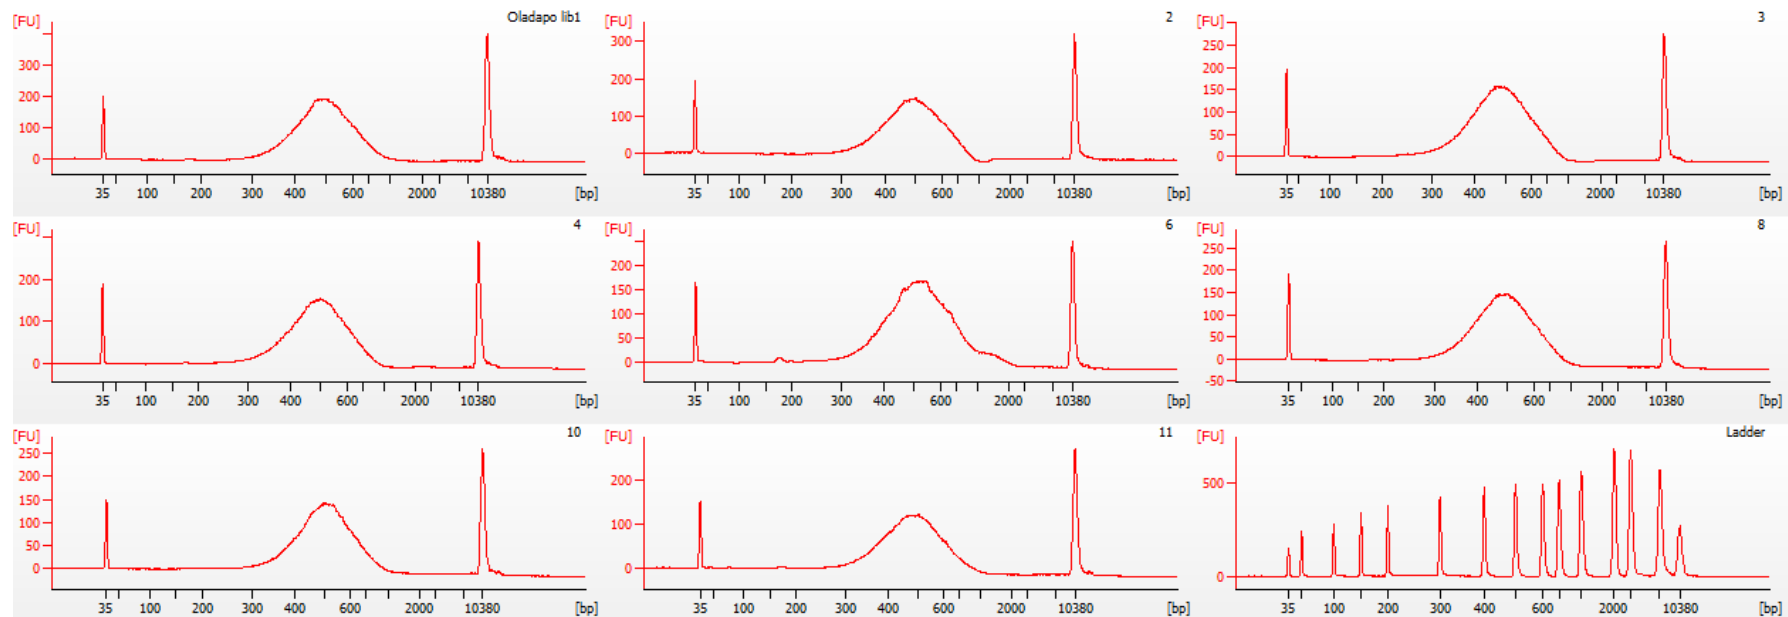

## Gene-level Quantification

Name: Counts

### Input 1: Annotation File

40,402 genomic features of type 'gene' and grouped by the 'ID' attribute have been retrieved from 42 reference sequences present in the annotation file 'genomic.gff'.

## Input 2: Alignment Files

A total of 5 alignment files have been processed.

## Results Overview

### Warnings:

- 10,306 features (25.51%) for which no aligned reads were detected in any of the samples. Features with low counts provide little evidence for differential expression so they should be filtered out to improve further analysis.

## Analysis Parameters

## Read Alignment (STAR) Results

### Input 1: Reference Genome Sequences

GCF\_000001635.27\_GRCm39\_genomic

### Input 2: FASTQ Files

A total of 15 libraries have been processed.

## Results Overview

### Unique Reads

## Multi-mapping Reads

## Chimeric Reads

## Unmapped Reads

## Analysis Parameters

## References

- OmicsBox - Bioinformatics made easy. BioBam Bioinformatics. March 3, 2019. [www.biobam.com/omicsbox](http://www.biobam.com/omicsbox).
- Dobin A., Davis CA., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M. and Gingeras TR. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics (Oxford, England)*, 29(1), 15-21.

# Alignments per Category

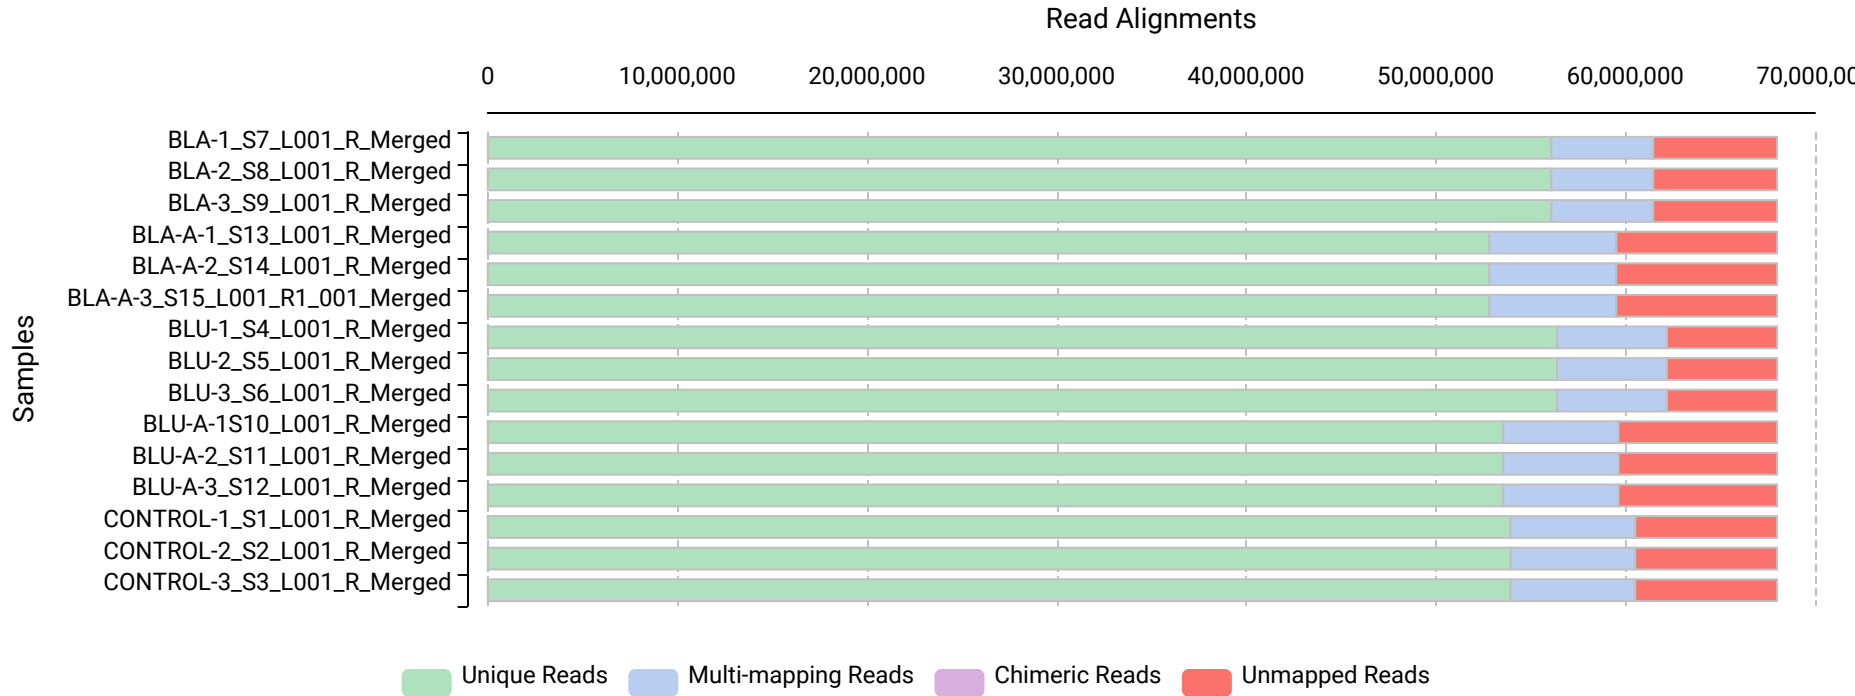

# Relative Alignments per Category

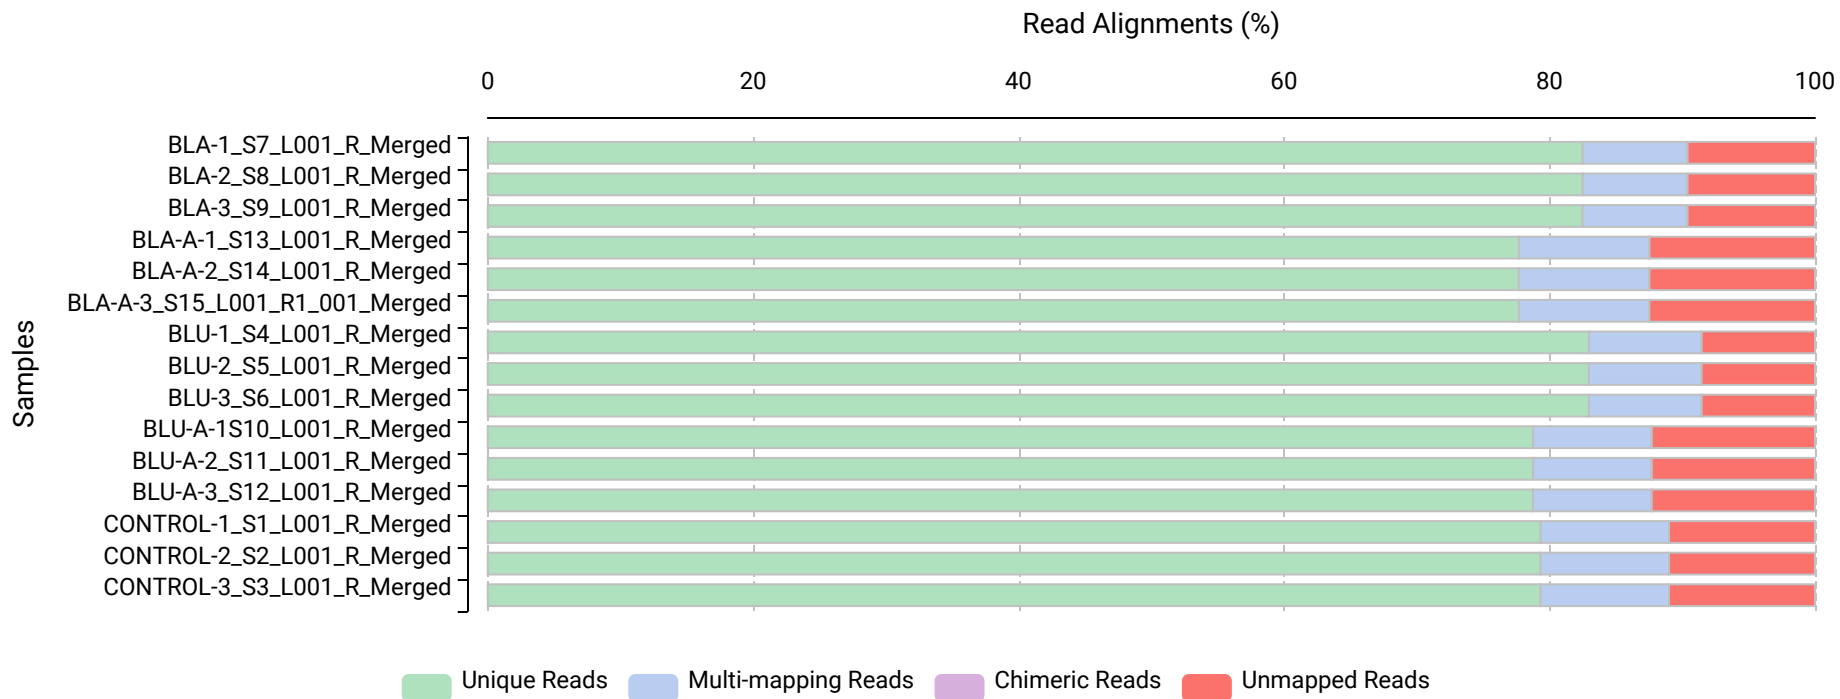

## OBJECTIVE

Bioinformatics Analysis of 4TI dataset derived from RNA-seq of mouse cell lines.

## TEST ARTICLES AND TEST SYSTEM

1. Published reference genome of *Mus musculus* genome assembly GRCm39 on Gencode with accession # GCA\_000001635.9 as reference sequence.

### Data Analysis Software

1. DRAGEN RNA Pipeline version 4.4.4002
2. DRAGEN Differential Expression Pipeline version 4.3.7

## TESTING PROCEDURE

1. Sequencing reads were aligned to the published *Mus musculus* reference genome. Mapping rates and coverage statistics of the samples were reported.
2. Gene expression levels were quantified and compared between test and control samples. Differentially expressed genes were reported.

## RESULTS

### Bioinformatics

68 million reads were generated for each sample with adapter bases and minimum length <32 bp removed ({ACGT\_ID}\_S{1-15}\_R1\_001.fastq.gz and {ACGT\_ID}\_S{1-15}\_R2\_001.fastq.gz). The sequenced reads of the samples were mapped to the published *Mus Musculus* reference genome obtained from Gencode ({ACGT\_ID}.bam and {ACGT\_ID}.bam.bai). Mapping rates above 92% were observed for the samples (Table 2). Variants against the reference were called by enabling variant calling option ({ACGT\_ID}.variant.vcf.gz).

Gene fusion detection was performed using the DRAGEN RNA splice-aware aligner. Detected fusion events are summarized in {ACGT\_ID}.fusion\_candidates.features.csv. Final pass-filtered calls are provided in {ACGT\_ID}.fusion\_candidates.final, which lists each passing fusion along with the names of supporting reads—split reads, soft-clipped reads, and discordant read pairs—and their passing scores. The chimeric alignments are used to find potential breakpoints and read evidence is accumulated for the resulting fusion event candidates. Information about chimeric alignments and high confidence splice junctions were provided in the deliverables ({ACGT\_ID}.Chimeric.out.junction and {ACGT\_ID}.SJ.out.tab).

Transcript quantification in table 4 summarizes expression at the transcript level sorted by transcripts per million (TPM) normalized for both transcript length and sequencing depth and estimated read count per transcript before normalization ({ACGT\_ID}.quant.sf).

Quantification results at gene level were obtained by summing together all transcripts that share same gene ID in the annotation file. Table 5 lists the top 10 gene IDs, sorted by Transcripts per Million (TPM), along with estimated number of reads and length of the spliced transcript, where the length is represented as expression-weighted means of the individual transcripts in the gene ({ACGT\_ID}.quant.genes.sf).

Differential gene expression analysis was performed statistically based on quantification of transcript expression levels, and each of the samples 864691-2 through 864691-5 were compared with control sample 864691-1. In each sample pair comparison, approximately 2X more genes were observed to be up

regulated than down regulated in the test samples compared to the control sample expect for 864691-5 Vs 864691-1 comparison. Most significant up and down regulated genes in each comparison were reported in Table 7, ordered by adjusted p value. For each sample, the top three genes were evaluated by comparing their expression across all other samples (Figure 4). Complete differential gene expression analysis files were provided in the Deliverables ("Differential Expression Analysis" folder).

## **DELIVERABLES**

### **SUBSET READS**

864691-1A\_S1\_L001\_R1\_001.fastq.gz  
864691-1A\_S1\_L001\_R2\_001.fastq.gz

864691-1B\_S2\_L001\_R1\_001.fastq.gz  
864691-1B\_S2\_L001\_R2\_001.fastq.gz

864691-1C\_S3\_L001\_R1\_001.fastq.gz  
864691-1C\_S3\_L001\_R2\_001.fastq.gz

864691-2A\_S4\_L001\_R1\_001.fastq.gz  
864691-2A\_S4\_L001\_R2\_001.fastq.gz

864691-2B\_S5\_L001\_R1\_001.fastq.gz  
864691-2B\_S5\_L001\_R2\_001.fastq.gz

864691-2C\_S6\_L001\_R1\_001.fastq.gz  
864691-2C\_S6\_L001\_R2\_001.fastq.gz

864691-3A\_S7\_L001\_R1\_001.fastq.gz  
864691-3A\_S7\_L001\_R2\_001.fastq.gz

864691-3B\_S8\_L001\_R1\_001.fastq.gz  
864691-3B\_S8\_L001\_R2\_001.fastq.gz

864691-3C\_S9\_L001\_R1\_001.fastq.gz  
864691-3C\_S9\_L001\_R2\_001.fastq.gz

864691-4A\_S10\_L001\_R1\_001.fastq.gz  
864691-4A\_S10\_L001\_R2\_001.fastq.gz

864691-4B\_S11\_L001\_R1\_001.fastq.gz  
864691-4B\_S11\_L001\_R2\_001.fastq.gz

864691-4C\_S12\_L001\_R1\_001.fastq.gz  
864691-4C\_S12\_L001\_R2\_001.fastq.gz

864691-5A\_S13\_L001\_R1\_001.fastq.gz  
864691-5A\_S13\_L001\_R2\_001.fastq.gz

864691-5B\_S14\_L001\_R1\_001.fastq.gz  
864691-5B\_S14\_L001\_R2\_001.fastq.gz  
864691-5C\_S15\_L001\_R1\_001.fastq.gz  
864691-5C\_S15\_L001\_R2\_001.fastq.gz

### **REFERENCE SEQUENCE and ANNOTATION FILE (Folder)**

## **ALIGNMENT TO REFERENCE**

864691-1A.bam  
864691-1A.bam.bai

864691-1B.bam  
864691-1B.bam.bai

864691-1C.bam  
864691-1C.bam.bai

864691-2A.bam  
864691-2A.bam.bai

864691-2B.bam  
864691-2B.bam.bai

864691-2C.bam  
864691-2C.bam.bai

864691-3A.bam  
864691-3A.bam.bai

864691-3B.bam  
864691-3B.bam.bai

864691-3C.bam  
864691-3C.bam.bai

864691-4A.bam  
864691-4A.bam.bai

864691-4B.bam  
864691-4B.bam.bai  
864691-4C.bam  
864691-4C.bam.bai

864691-5A.bam  
864691-5A.bam.bai

864691-5B.bam  
864691-5B.bam.bai

864691-5C.bam  
864691-5C.bam.bai

## **VARIANT CALLING**

864691-1A.variant.vcf.gz  
864691-1B.variant.vcf.gz  
864691-1C.variant.vcf.gz

864691-2A.variant.vcf.gz  
864691-2B.variant.vcf.gz  
864691-2C.variant.vcf.gz

864691-3A.variant.vcf.gz  
864691-3B.variant.vcf.gz  
864691-3C.variant.vcf.gz

864691-4A.variant.vcf.gz  
864691-4B.variant.vcf.gz  
864691-4C.variant.vcf.gz

864691-5A.variant.vcf.gz  
864691-5B.variant.vcf.gz  
864691-5C.variant.vcf.gz

## **SPLICE JUNCTION**

864691-1A.SJ.out.tab  
864691-1B.SJ.out.tab  
864691-1C.SJ.out.tab

864691-2A.SJ.out.tab  
864691-2B.SJ.out.tab  
864691-2C.SJ.out.tab

864691-3A.SJ.out.tab  
864691-3B.SJ.out.tab  
864691-3C.SJ.out.tab

864691-4A.SJ.out.tab  
864691-4B.SJ.out.tab  
864691-4C.SJ.out.tab

864691-5A.SJ.out.tab  
864691-5B.SJ.out.tab  
864691-5C.SJ.out.tab

## **CHIMERIC ALIGNMENTS**

864691-1A.Chimeric.out.junction  
864691-1B.Chimeric.out.junction  
864691-1C.Chimeric.out.junction

864691-2A.Chimeric.out.junction  
864691-2B.Chimeric.out.junction  
864691-2C.Chimeric.out.junction

864691-3A.Chimeric.out.junction  
864691-3B.Chimeric.out.junction  
864691-3C.Chimeric.out.junction

864691-4A.Chimeric.out.junction  
864691-4B.Chimeric.out.junction  
864691-4C.Chimeric.out.junction

864691-5A.Chimeric.out.junction  
864691-5B.Chimeric.out.junction  
864691-5C.Chimeric.out.junction

## **RNA GENE FUSION DETECTION**

864691-1A.fusion\_candidates.features.csv  
864691-1A.fusion\_candidates.final

864691-1B.fusion\_candidates.features.csv  
864691-1B.fusion\_candidates.final

864691-1C.fusion\_candidates.features.csv  
864691-1C.fusion\_candidates.final

864691-2A.fusion\_candidates.features.csv  
864691-2A.fusion\_candidates.final

864691-2B.fusion\_candidates.features.csv  
864691-2B.fusion\_candidates.final

864691-2C.fusion\_candidates.features.csv  
864691-2C.fusion\_candidates.final

864691-3A.fusion\_candidates.features.csv  
864691-3A.fusion\_candidates.final

864691-3B.fusion\_candidates.features.csv  
864691-3B.fusion\_candidates.final

864691-3C.fusion\_candidates.features.csv  
864691-3C.fusion\_candidates.final

864691-4A.fusion\_candidates.features.csv  
864691-4A.fusion\_candidates.final

864691-4B.fusion\_candidates.features.csv  
864691-4B.fusion\_candidates.final

864691-4C.fusion\_candidates.features.csv  
864691-4C.fusion\_candidates.final

864691-5A.fusion\_candidates.features.csv  
864691-5A.fusion\_candidates.final

864691-5B.fusion\_candidates.features.csv  
864691-5B.fusion\_candidates.final

864691-5C.fusion\_candidates.features.csv  
864691-5C.fusion\_candidates.final

## **TRANSCRIPT QUANTIFICATION RESULTS**

864691-1A.quant.sf  
864691-1B.quant.sf  
864691-1C.quant.sf

864691-2A.quant.sf  
864691-2B.quant.sf  
864691-2C.quant.sf

864691-3A.quant.sf  
864691-3B.quant.sf  
864691-3C.quant.sf

864691-4A.quant.sf  
864691-4B.quant.sf  
864691-4C.quant.sf

864691-5A.quant.sf  
864691-5B.quant.sf  
864691-5C.quant.sf

## GENE QUANTIFICATION RESULTS

864691-1A.quant.genes.sf  
864691-1B.quant.genes.sf  
864691-1C.quant.genes.sf

864691-2A.quant.genes.sf  
864691-2B.quant.genes.sf  
864691-2C.quant.genes.sf

864691-3A.quant.genes.sf  
864691-3B.quant.genes.sf  
864691-3C.quant.genes.sf

864691-4A.quant.genes.sf  
864691-4B.quant.genes.sf  
864691-4C.quant.genes.sf

864691-5A.quant.genes.sf  
864691-5B.quant.genes.sf  
864691-5C.quant.genes.sf

## DIFFERENTIAL EXPRESSION ANALYSIS

Differential Expression Analysis

## TABLES AND FIGURES

Table 1: ACGT ID Designation

**Table 2: Bioinformatics Summary of Analyzed Samples**

**Table 3: Variant Summary of Analyzed Samples**

**Table 4: Transcript Expression Quantification (Top 10)**

**864691-1A**

#### 864691-1B

#### 864691-1C

#### 864691-2A

### 864691-2B

### 864691-2C

### 864691-3A

### 864691-3B

#### 864691-3C

#### 864691-4A

#### 864691-4B

#### 864691-4C

#### 864691-5A

#### 864691-5B

#### 864691-5C

**Table 5: Gene Expression Quantification (Top 10)**

#### 864691-1A

#### 864691-1B

#### 864691-1C

#### 864691-2A

#### 864691-2B

#### 864691-2C

#### 864691-3A

#### 864691-3B

#### 864691-3C

#### 864691-4A

#### 864691-4B

#### 864691-4C

#### 864691-5A

#### 864691-5B

**864691-5C**

**Table 6: Differential Expression Metrics**

**Table 7: Differential Gene Expression – Pairwise Sample Comparison**

**864691-2 Vs 864691-1**

**Most Significant UP Regulated Genes**

**Most Significant DOWN Regulated Genes**

**864691-3 Vs 864691-1**

**Most Significant UP Regulated Genes**

**Most Significant DOWN Regulated Genes**

**864691-4 Vs 864691-1**

**Most Significant UP Regulated Genes**

**Most Significant DOWN Regulated Genes**

**864691-5 Vs 864691-1**

**Most Significant UP Regulated Genes**

**Most Significant DOWN Regulated Genes**

### Figure 1: Differentially expressed genes Heatmap

**864691-2 Vs 864691-1**

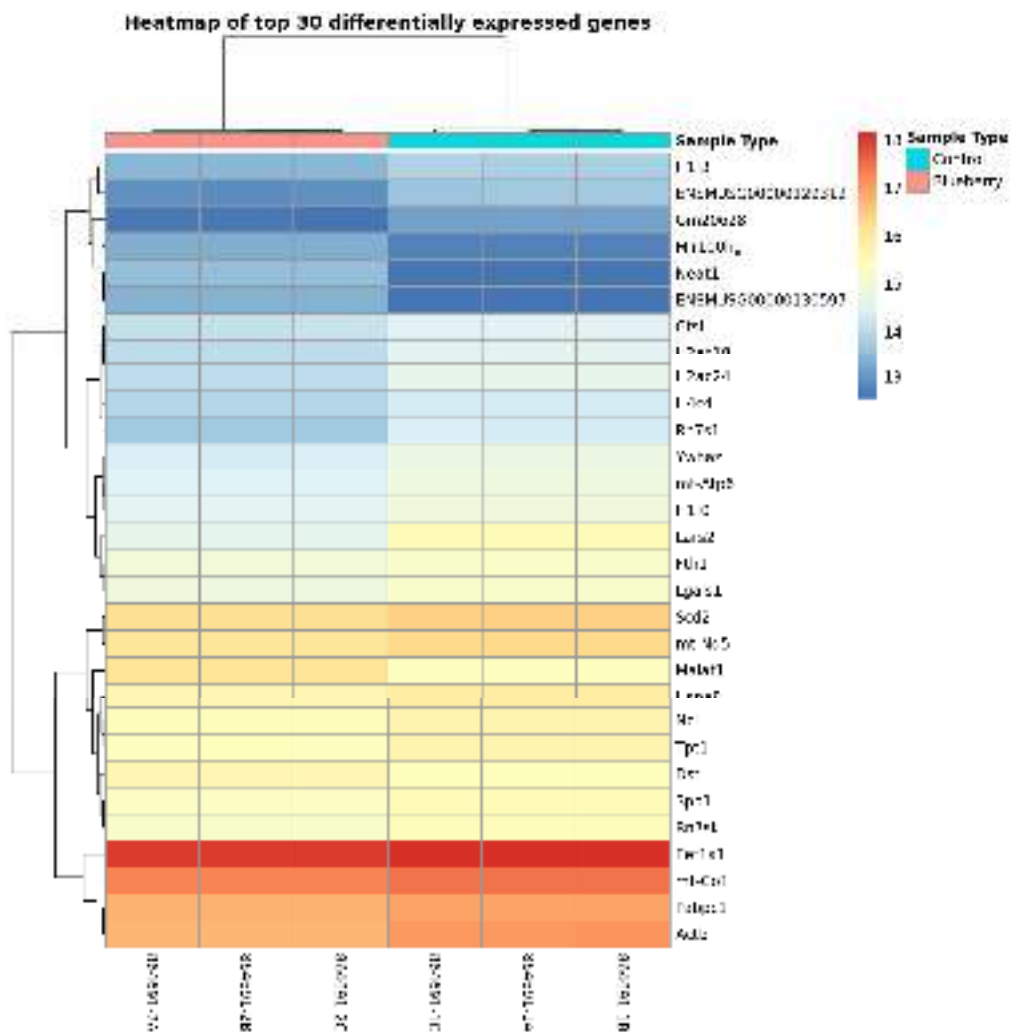

# 864691-3 Vs 864691-1

Heatmap of top 30 differentially expressed genes

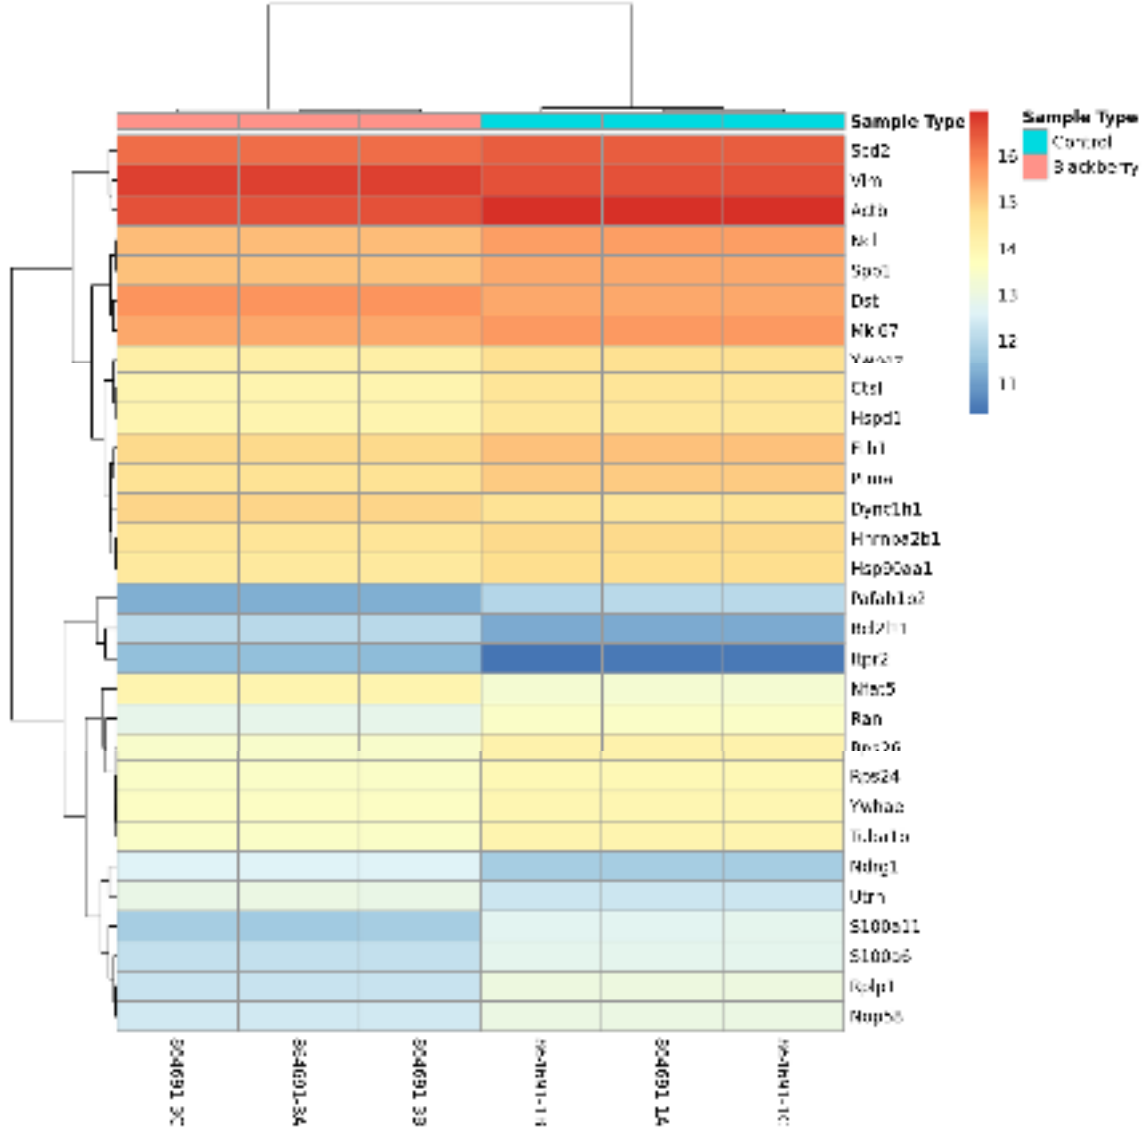

864691-4 Vs 864691-1

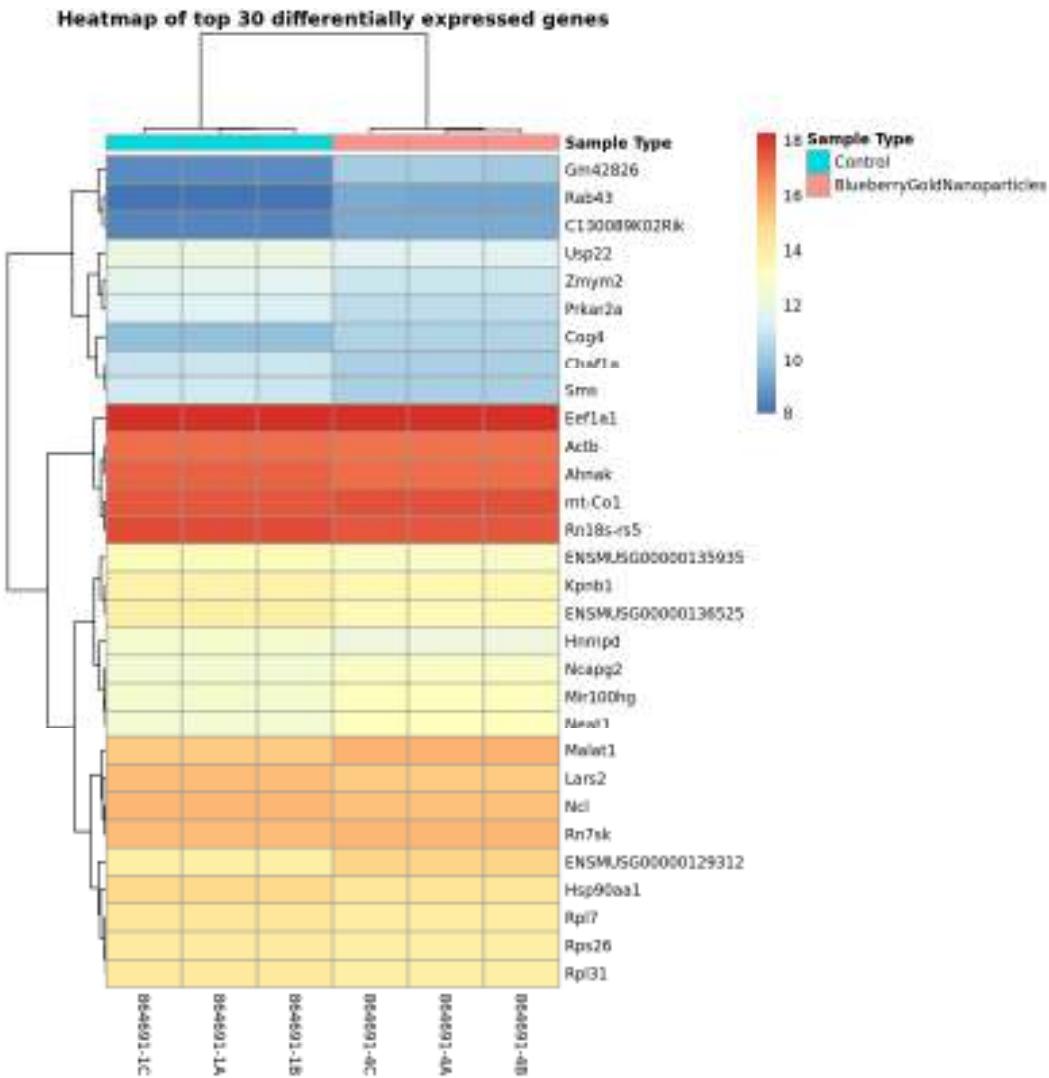

864691-5 Vs 864691-1

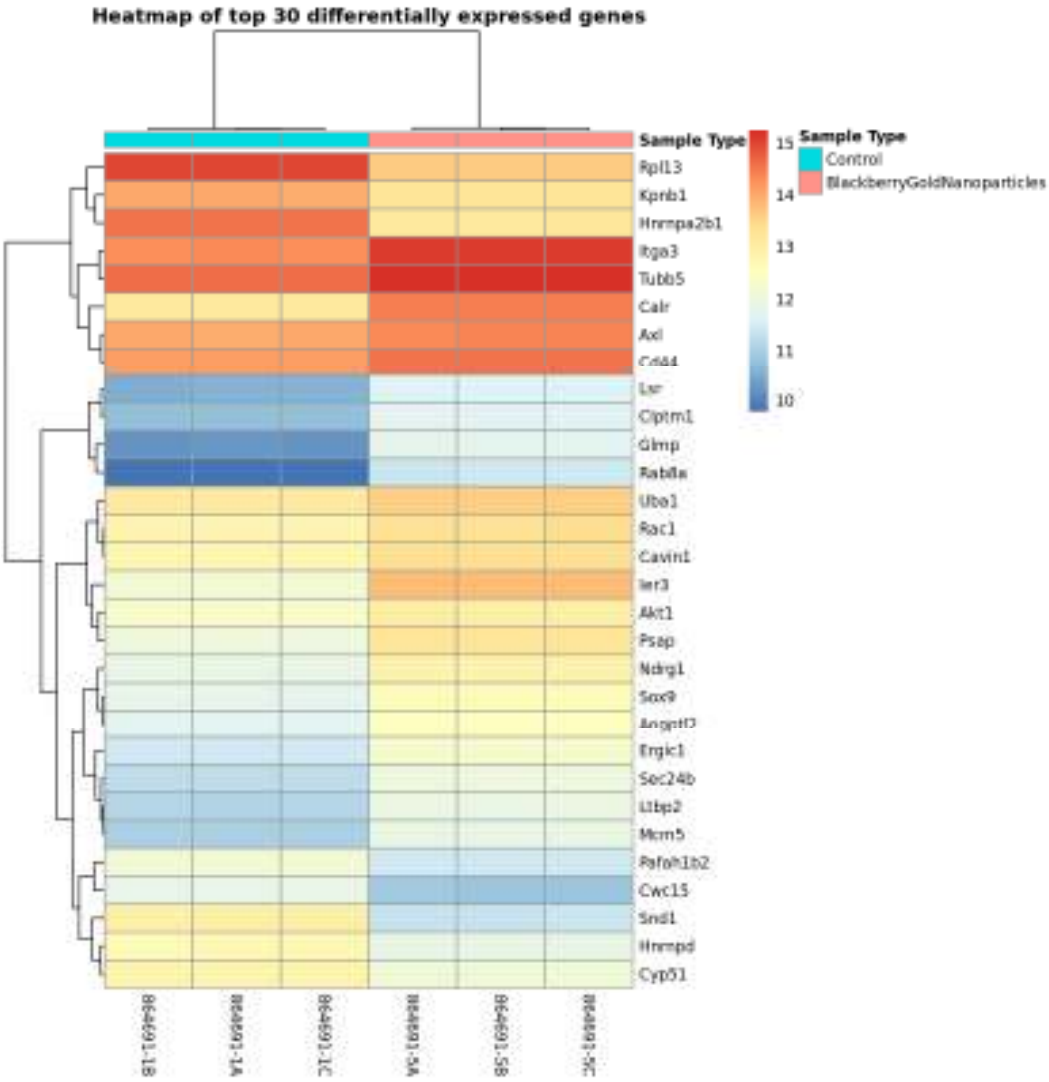

**Figure 2: MA plot**

**864691-2 Vs 864691-1**

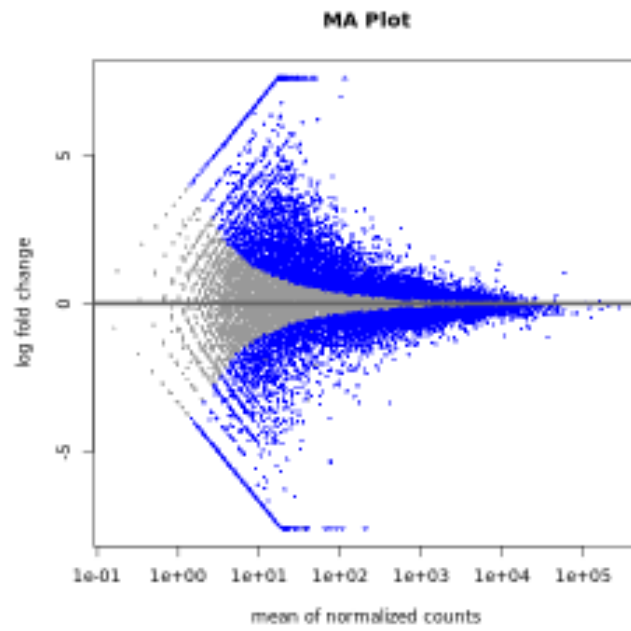

**864691-3 Vs 864691-1**

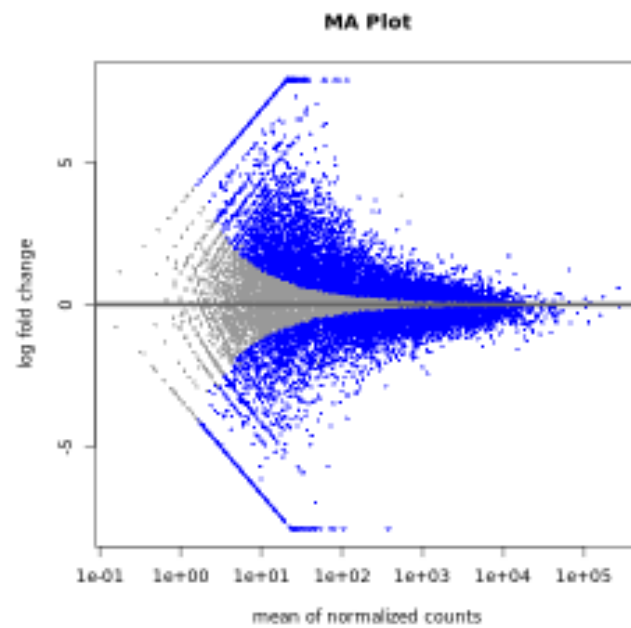

**864691-4 Vs 864691-1**

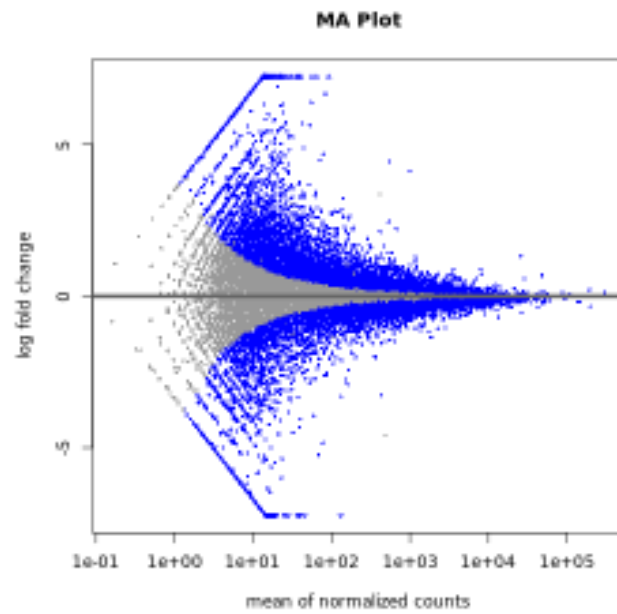

**864691-5 Vs 864691-1**

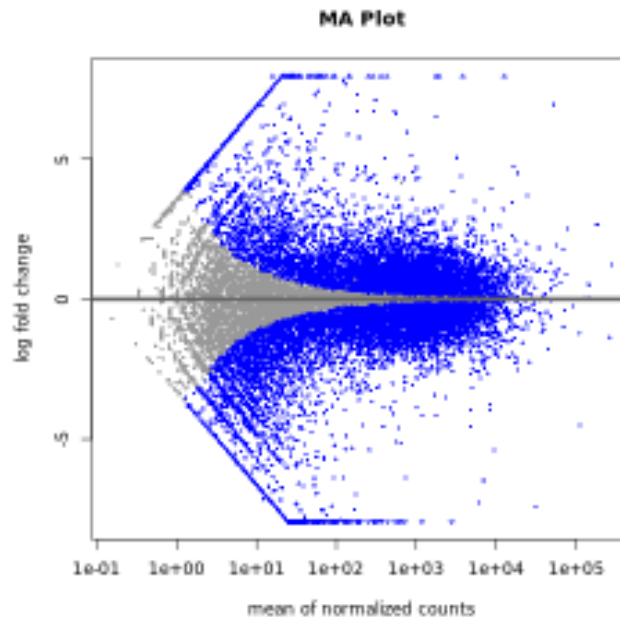

**Figure 3: PCA plot**

### 864691-2 Vs 864691-1

Principal Component Analysis (PCA) Plot

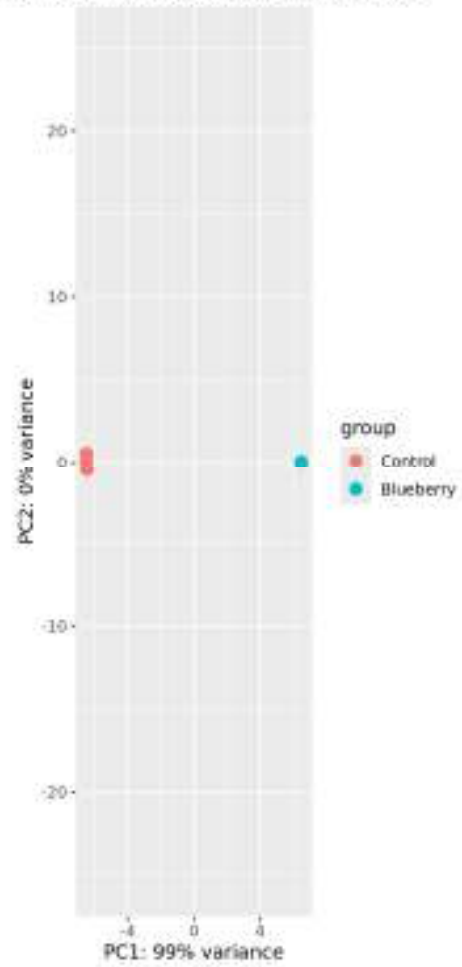

### 864691-3 Vs 864691-1

A PCA plot with PC3 (100% variance) on the x-axis and PC2 (0% variance) on the y-axis. The x-axis ranges from -10 to 10, and the y-axis ranges from -20 to 20. A legend indicates two groups: Control (red) and Blackberry (teal). The Control group is represented by a red oval centered at approximately (-9.5, 0). The Blackberry group is represented by a teal circle at approximately (9.5, 0).

[illegible]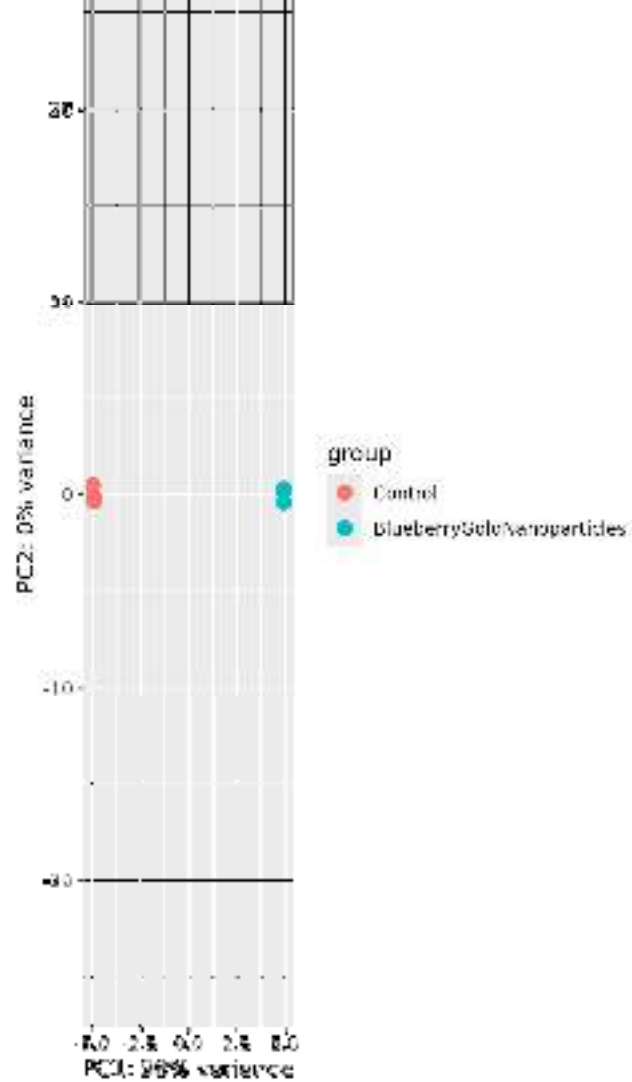

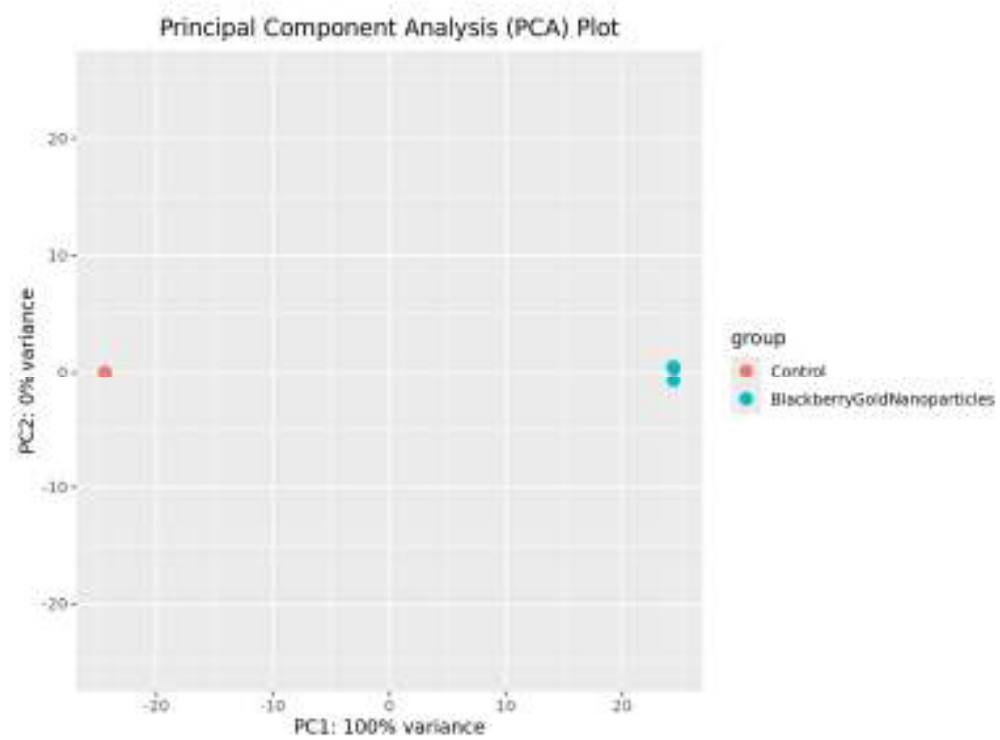

Figure 4: Gene Expression Levels Across Samples

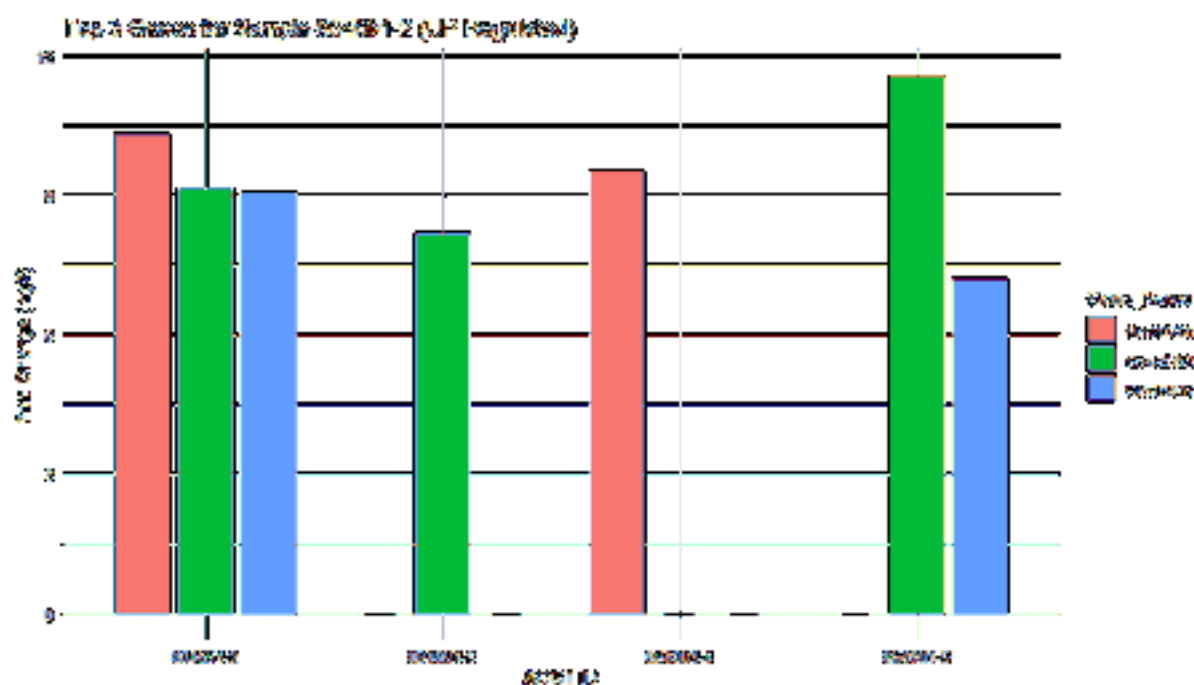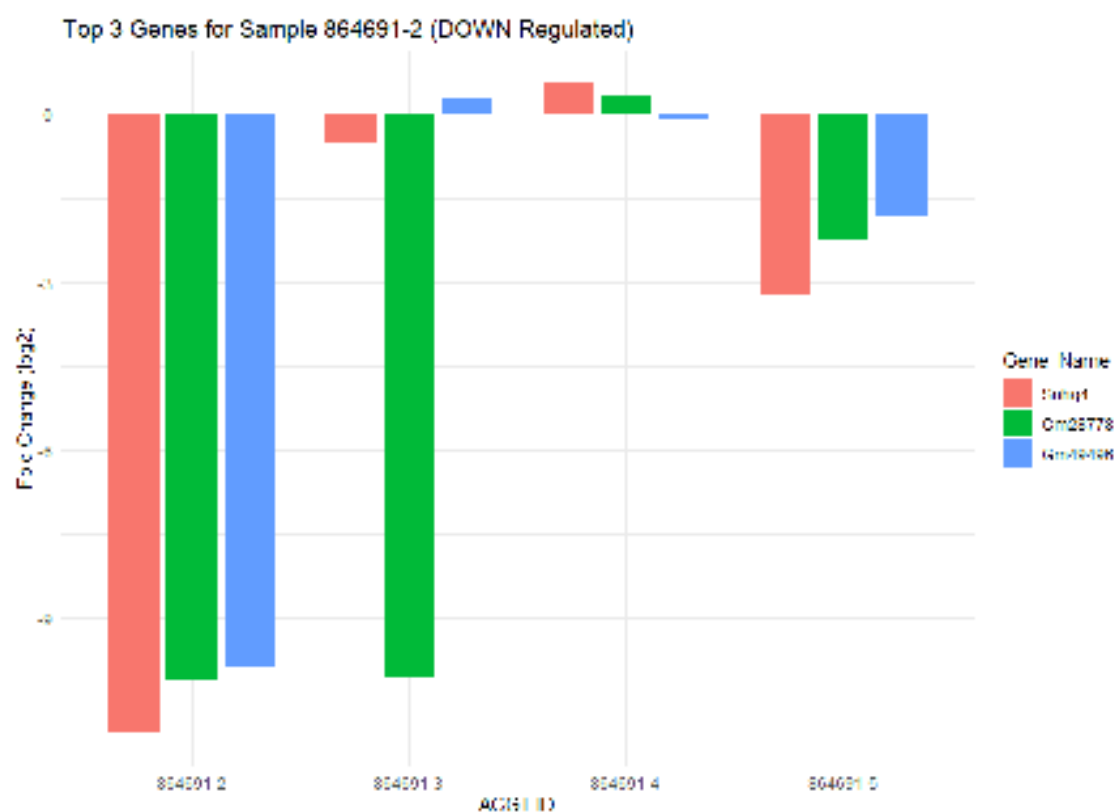

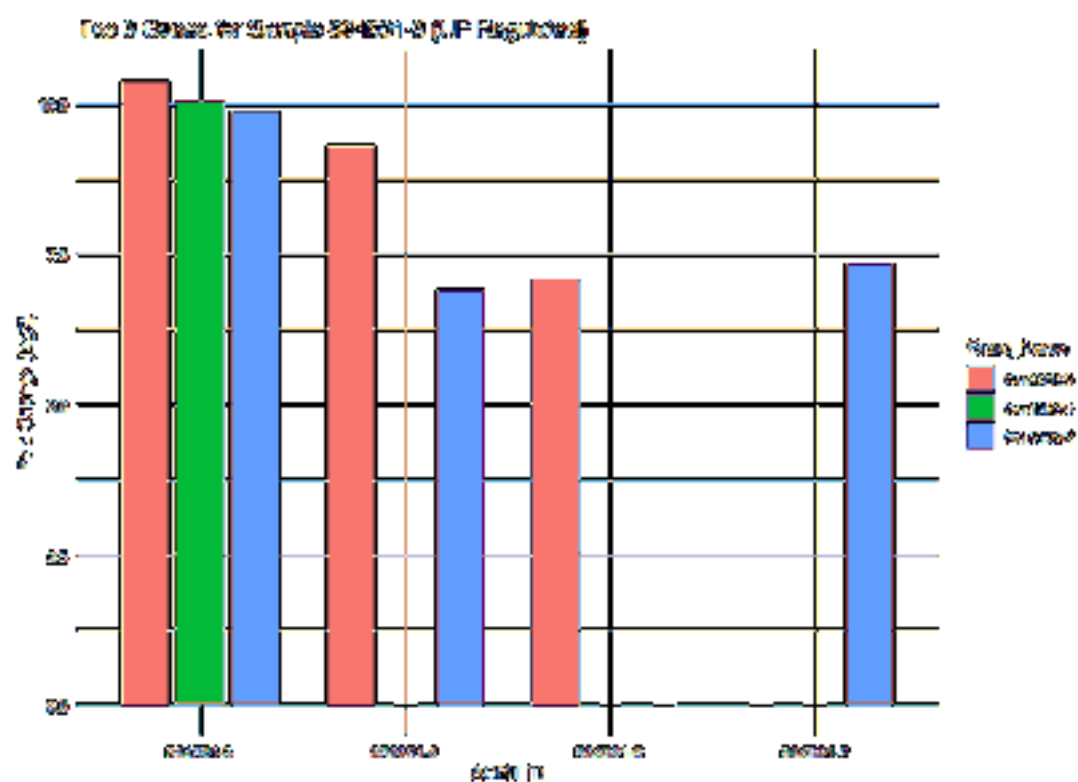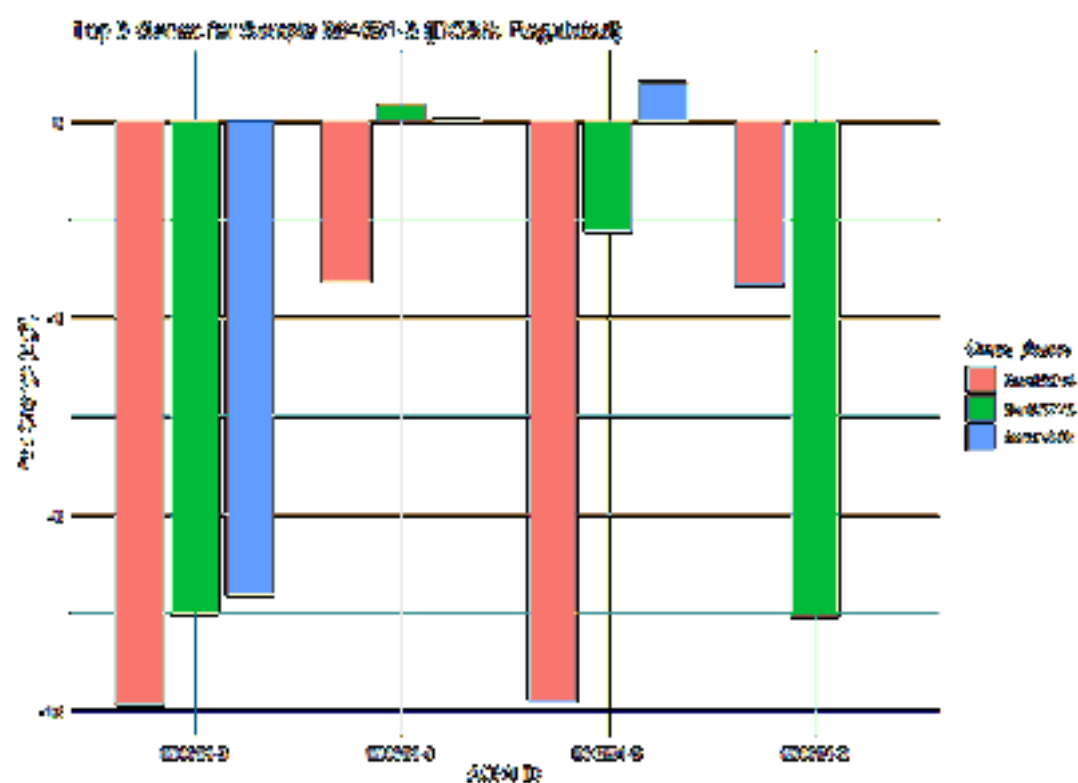

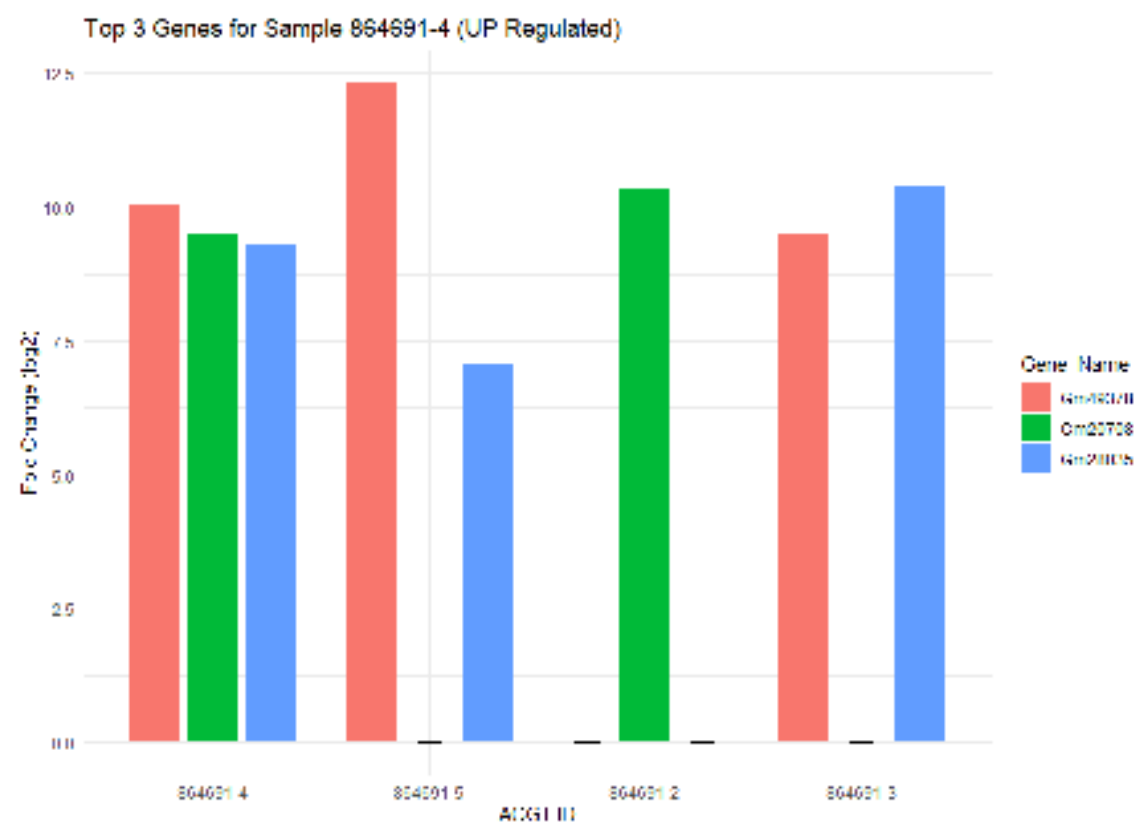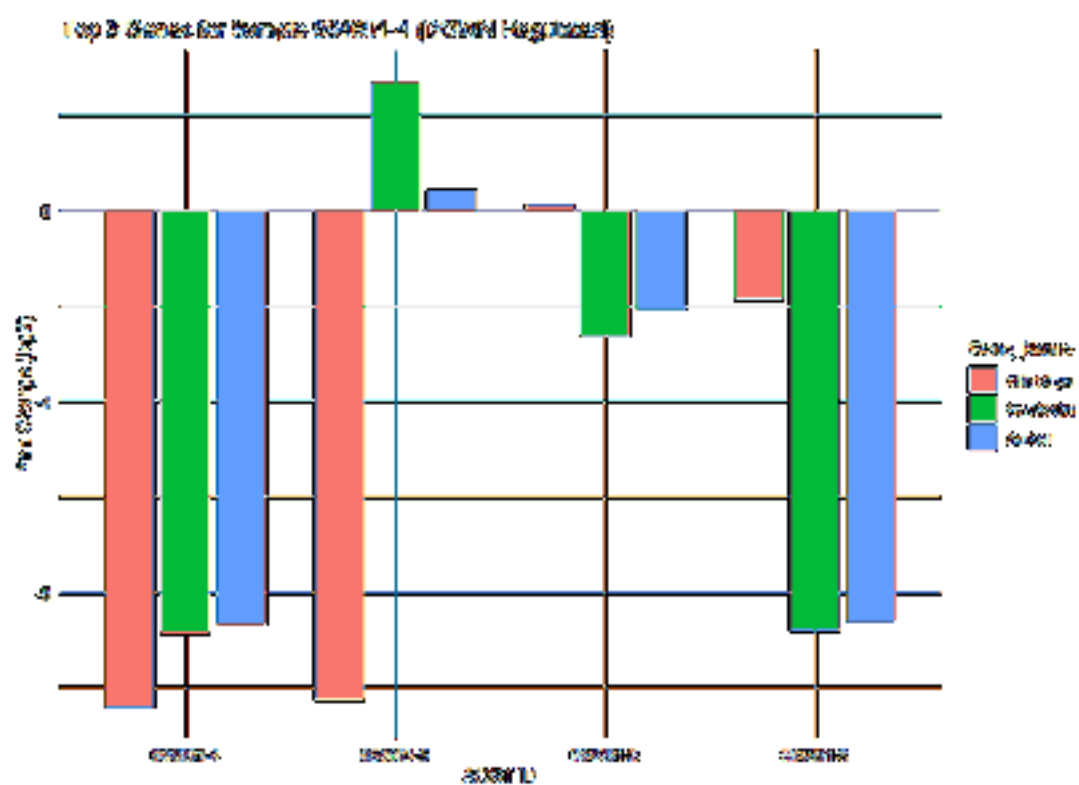

Top 3 Genes for Sample 864691-5 (UP Regulated)

How the deposited data were processed for this re-analysis (not part of the article)

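Bulk RNA-seq of untreated 4T1 cells and of 4T1 cells treated with BLA, BLU, BLA-A or BLU-A was examined from the processed files. The authors deposited counts per gene, without normalization, for 40402 genes in 15 columns. They removed ribosomal RNA, aligned the reads to GRCm39 with STAR and counted reads on features of type gene by strand in OmicsBox. The authors also deposited the log2 fold change and the p-value and FDR of an edgeR likelihood ratio test of treated against untreated cells, for 22159 genes. A further deposited table gives the enrichment score, normalized score, p-value and q value of 5860 GO terms.

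The rule for the labelled replicates was set before the data were examined. Columns of a condition whose chi-square per degree of freedom was under 1.5 (genes with a mean of at least 10 counts) were averaged and used as 1 library. All 5 conditions met it, so each condition has 1 library and each treatment was compared with untreated cells without a test. The labels number the replicates from 1 to 3 in each condition, which is where the pairing in the fits with a replicate block comes from.

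Genes with at least 1 CPM in at least 1 library were kept, 17647 in all. Counts were normalized by TMM in edgeR 4.0.16, and log2 fold changes were taken on CPM plus 0.5. A gene was counted as changed when its log2 fold change was over 1 in size. The 4 treated libraries were compared with the untreated one by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 was an alternative. Where DESeq2 was run on the 15 columns, its dispersion trend could not be fitted and gene-wise estimates were used. R 4.3.3, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used.

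Gene set members were taken from the deposited enrichment table. The median log2 fold change of a set was compared with 10000 random lists matched on mean expression in 20 bins. Gene positions came from GENCODE release M39 on GRCm39. Genes named in the text are those the paper names, the first 5 genes in each direction among those changed the same way in all 4 treatments, ranked by their smallest change over the treatments, and the 3 genes with the highest counts in each library. Mbtd1 and Dyrk1a come from the deposited member list. Fgf22, Tmem182 and Prpf19 are outside this rule and were chosen after their values were seen.

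The tests were tested on simulated data. With 200 genes changed in the 4 treated libraries and a coefficient of variation of 0.45, the quasi-likelihood test recovered 7% of genes changed 4-fold and 93% of genes changed 16-fold. At a coefficient of 0.2 it recovered 100% of both. Over 500 random lists with no planted shift, the median fell outside the central 95% in 23 and the running-sum score in 26. These lists had 29 to 78 genes or the size of the TGF-β receptor signaling set. Fold changes were shuffled over all genes in these simulations, so a rate near the nominal one was built in. They check the calculation, and leave out links of fold change with expression or among members of a real set. A shift of 0.25 placed the median above the central 95% in 75 of 100 lists of 29 genes, the size of the glial cell differentiation set as tested. It did so in 97 of 100 lists of 65 genes, 99 of 100 lists of 78 genes and 100 of 100 lists of the size of the TGF-β receptor signaling set. A shift of 0.1 was found in 19, 40, 45 and 72 of 100 lists in these sizes. The running-sum score was above the central 95% in 55 of 100 lists of 29 genes shifted by 0.25. The lists at the sizes of the 4 sets were added after the results of the sets were seen.

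Alternatives covered the normalization, the filter on low counts, the pseudocount, the handling of the labelled replicates, the test, the reference library and the matching of random lists. The total counts per library, from 25613778 to 26956442, set a floor of 3 counts at 0.111 to 0.117 CPM. Splits of the samples were not permuted, since the untreated condition has 1 library.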

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

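The tests on the genes higher in all 4 treatments were chosen before their results were seen. Of the first 5 genes higher in all 4 treatments, ranked by their smallest rise, 4 are outside those the paper discusses and were above their level in untreated cells in each treated library. The mean log2 fold change over the 4 treatments was 2.10 for Gm30151, 1.97 for Gm31172, 2.06 for Gm12655 and 1.78 for Gm38528. In untreated cells they had 27, 20, 4 and 37 counts. None passed the adjustment in the quasi-likelihood test (adjusted p = 0.999 for each), and their unadjusted p-values were 0.00311, 0.00978, 0.00732 and 0.00565.

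A difference in 1 stretch of the genome between treated and untreated cells was tested on the list these genes belong to. The number of listed genes with another within 5 Mb was at percentile 63.8 of random lists, so the list was not clustered more than chance. Gene length could not be tested, because 55.6% of the list has a span in the annotation. Using 1 library as the reference of all 4 comparisons remains a possible explanation. With a treated library in the place of the untreated one, the number of genes below all the others was as low as 15 (BLU-A) and as high as 517 (BLA-A), against 54 for the untreated library. The rise of these genes cannot be told apart from a property of the untreated library, since it has no replicate.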

How the results depend on the processing

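The alternatives were set before the data were examined, except where stated. The number of changed genes kept within 1.5 times its value in each treatment under DESeq2's size factors and total counts. It also did so with each column left out, which could hardly move it, since the columns of a condition differ by less than sampling noise. Requiring 1 CPM in every library gave 1092 genes in BLA, 567 in BLU, 1834 in BLA-A and 277 in BLU-A, and requiring 10 counts in every library gave 1526, 846, 2284 and 499. These filters leave out genes near 0 in any library, so what they remove depends on the change itself, here and below. A pseudocount of 0.1 CPM gave 2742 genes in BLU and 2367 in BLU-A, and 1 CPM gave 1002 and 675. With the columns as separate samples, BLU had 2965 genes (2964 with the replicate block, 2951 by DESeq2) and BLU-A 2627 (2625 with the replicate block, 2639 by DESeq2). An exact test with an assumed coefficient of variation of 0.4 gave 582, 183, 813 and 76 genes. The cause of these changes was not tested. BLA-A had the most changed genes and BLU-A the fewest under each of these settings. The share of changed genes that were higher than in untreated cells was 48.1% in BLA, 54.9% in BLU, 40.8% in BLA-A and 42.6% in BLU-A. With 1 CPM in every library it was 64.5%, 76.5%, 51.7% and 75.8%, with more higher than lower genes in each treatment. With 10 counts in every library it was 61.7%, 69.1%, 49.2% and 65.5%, and with the assumed coefficient of 0.4 it was 22.7%, 35.0%, 13.7% and 44.7%. With no filter it was 49.4% in BLU. In BLA-A it was 28.3% under total counts and 45.1% under DESeq2's size factors.

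The genes higher in all 4 treatments numbered 54, and 21 with 1 CPM in every library, 206 and 22 with pseudocounts of 0.1 and 1 CPM, and 129, 33, 517 and 15 with BLA, BLU, BLA-A and BLU-A as the reference. The lower genes numbered 238, and 9 with 1 CPM in every library, 412 with no filter, 395 and 98 with the pseudocounts, and 137, 854 and 84 with BLU, BLA-A and BLU-A as the reference. Further settings were chosen after seeing the data. With 10 counts in every library the numbers were 32 and 29. With the columns as separate samples they were 260 and 438, with the replicate block 260 and 437, and by DESeq2 261 and 459. With an assumed coefficient of 0.4 they were 0 and 16, and with 0.2 the lower genes numbered 157. The cause was not tested.

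For treated against untreated cells, the 4 genes became 2 with 1 CPM in every library and 2 with 1 CPM in 2 libraries. Both filters leave out Shc2 and Gm36303, which have 1 CPM in the untreated library only, so these 2 could not be called and the fall shows nothing about stability. DESeq2's Wald test gave 19 (10 higher, 9 lower). The leave-one-out fits without 1 treated library gave 3 to 44 genes, with 44 (33 higher, 11 lower) when BLA-A was left out. With a treated library in the place of the untreated one, the test gave 1 gene for BLA, 2 for BLU, 1545 for BLA-A and 5 for BLU-A. The 15 columns as separate samples gave 1274 genes (687 higher, 587 lower), and 977 with the replicate block (570 and 407). The same-numbered columns had a mean correlation of deviations of -0.00269, against 0.00134 for columns of other numbers, so the numbers do not pair the columns. Chosen after seeing the data, the 15 columns with a treated condition as the reference gave 1975 genes for BLA, 726 for BLU, 4106 for BLA-A and 323 for BLU-A, and a likelihood ratio test on the deposited table's genes gave 2796.

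For the gene sets, core members are those the authors' analysis of these data picked, and the other members are what that choice left, so the split itself moves the 2 apart and neither shows stability. The median log2 fold changes of core and other members were 0.57 and -0.0494 for double-strand break repair, 0.43 and -0.0301 for TGF-β receptor signaling, and -1.47 and 0.0656 for homophilic cell adhesion. The core median was -2.46 for glial cell differentiation. The percentiles of core and other members were 100 and 9.14 for double-strand break repair, 100 and 8.72 for TGF-β receptor signaling, 0 and 83.6 for cell adhesion, and 0.09 and 62.7 for glial cell differentiation. With 1 CPM in every library, the median for cell adhesion was 0.0833, on the other side of 0. The percentiles were then 54.8 for double-strand break repair, 98.6 for TGF-β receptor signaling, 85.3 for cell adhesion and 50.9 for glial cell differentiation. Matching on gene length as well gave 23.8, 99.8, 0.28 and 72.8 for the same 4 sets. The running-sum score had percentiles of 58.6, 98.4, 0 and 20.6. A pseudocount of 0.1 CPM moved TGF-β receptor signaling to 99.2 and glial cell differentiation to 63.3, and 1 CPM moved the former to 99.3. These values are for the mean of the 4 treatments, over which TGF-β receptor signaling stayed above percentile 98 under each setting that does not use this split. In single treatments it was as low as 91.7 (BLA-A, 1 CPM in every library). Its running-sum score was at 83.1 in BLA and 86.8 in BLU-A, and at 96.2 or higher in BLU and BLA-A. The paper chose this set by an enrichment analysis of the same counts, so these percentiles are no independent support.

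Of 574 values of named genes under another setting, 552 moved by less than the standard deviation over the 4 treatments and 22 moved by more. The sign of a named gene in a treatment changed in 15 of 2296 cases. A coefficient of variation of 0.452 with 3 residual degrees of freedom limits what the test over the 5 libraries can call, since simulated genes changed 4-fold were recovered in 7% of cases and genes changed 16-fold in 93%.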

Differences from the paper's values

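For treated against untreated cells, 4 genes were called (0 higher, 4 lower), with 481 at an unadjusted p under 0.05, against the paper's 2793 (1348 and 1445). None of the alternatives set before the data were examined came within 1.5 times of the paper's numbers. A likelihood ratio test on the 15 columns, chosen after seeing the values, gave 2796 genes (1351 and 1445).

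In BLA, 2907 genes passed the fold-change threshold (1399 higher, 1508 lower), against the paper's 1348 (768 and 580) in its text and the paper's 819 and 659 in the legend of Fig. 3. In BLU, the number was 1817 (998 and 819), against the paper's 595 (366 and 229) and the paper's 228 and 158 in the legend. In BLA-A it was 3696 with 2189 lower, against the paper's 2373 with 792 lower, and the paper's 986 lower in the legend. In BLU-A it was 1386 (591 and 795), against the paper's 397 (193 and 204) and the paper's 323 and 257 in the legend. Fig. S3 reports a comparison of each treated sample with the control from transcript quantification in the DRAGEN pipeline. The paper's numbers may come from that quantification, and the gene counts used here do not. Requiring 1 CPM in every library brought the totals to 1092, 567, 1834 and 277, each within 1.5 times of the total in the paper's text. With 10 counts in every library they were 1526, 846, 2284 and 499, also within it. Single directions also came within 1.5 times of a number in the paper's text or legend. With 10 counts in every library BLA had 941 higher and 585 lower genes, BLU 261 lower, BLA-A 1160 lower and BLU-A 327 higher and 172 lower. With 1 CPM in every library, BLA had 704 higher and 388 lower, BLU 434 higher and 133 lower, BLA-A 885 lower and BLU-A 210 higher. Other directions fell outside that range. With 1 CPM in every library, BLA-A had 949 higher against the paper's 1581, and BLU-A 67 lower against 204 and 257. With 10 counts in every library, BLU had 585 higher against 366 and 228. A pseudocount of 1 CPM brought BLA to 1962 (974 higher, 988 lower), BLA-A to 2862 and BLU-A to 311 higher and 364 lower. The exact test with an assumed coefficient of 0.2 gave 1135 higher in BLA, 3329 in BLA-A and 365 higher in BLU-A. With 0.4 it gave 450 lower in BLA, 119 lower in BLU and 702 lower in BLA-A. The other alternatives, DESeq2's size factors, total counts, no filter, a pseudocount of 0.1 CPM, each column left out and the columns as separate samples, did not close these gaps.

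The genes changed in all 4 treatments numbered 54 higher and 238 lower, against the paper's 21 and 39. Requiring 1 CPM in every library gave 21 higher genes, and a pseudocount of 1 CPM gave 22. For the lower genes, none of the alternatives set before the data were examined came within 1.5 times. A filter of 10 counts in every library, chosen after seeing the values, gave 29.

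The running-sum score of positive regulation of glial cell differentiation was -0.312, against the paper's -0.7121. Among 4 rankings of the deposited test tried after seeing the values, the ranking by signed -log10 p gave -0.712. The ranking by log2 fold change gave -0.312, by fold change 0.652 and by the signed likelihood ratio -0.747.

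The paper states that 6 genes including Myc and Egfr were differentially expressed, while their largest log2 fold change was 0.73 in size. It states that Maml3 rose and Rbfox1 fell in all treatments, where the log2 fold changes were 0.90 for Maml3 in BLA-A and -0.97 for Rbfox1 in BLA, short of 1 in size. It places most significant changes in genes of high abundance. In BLA, 42.5% of genes with a mean under 1 CPM and 4.67% of those over 100 CPM passed the fold-change threshold. These shares carry no test, so they measure something other than significance and cannot decide where the paper's significant changes lie. The legend of Fig. 3 states that Smad3 rose. Its log2 fold change was 0.93 in BLA, 0.67 in BLU and 0.48 in BLU-A, and -0.04 in BLA-A, where DESeq2's size factors gave 0.02. The paper names the set with Ptprz1 for negative regulation of cell differentiation, and the deposited table names it positive regulation of glial cell differentiation. The paper lists MT-ATP6 as changed in BLU and BLU-A, and the count table lists ATP6 at 0 in each column. That 0 leaves the paper's statement on this gene untested here, and does not show that the gene was unexpressed. The paper's text gives the TGF-β receptor signaling set and the differentiation set as statistically enriched, and the deposited q values of these sets are 0.740 and 0.908, above the threshold of 0.25 in its methods. The paper's number of genes that passed the filter, 18243, equals the number of genes of the count table that are left out of the deposited test.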

Other observations

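The test of overlapping draws was chosen after the result was seen, and the rankings of the deposited test were tried after its values were seen. The other tests were chosen before. The 3 columns of a condition differed by less than the sampling noise of separate draws. If they are overlapping draws from the reads of 1 library, the chi-square per degree of freedom is 1 minus the share of reads in a subset. The share was 90.4% in BLA, 75.8% in BLU, 52.3% in BLA-A, 67.1% in BLU-A and 74.8% in untreated cells, and the largest difference from that value was 0.00398. The spread between the columns is consistent with read subsets of 1 library per condition.

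A likelihood ratio test on the 15 columns called 2796 genes, 2792 of them among the 2793 that the deposited table calls, and the log2 fold changes differed by at most 0.000883. In simulated counts with no changed gene, a coefficient of variation of 0.2 between libraries and overlapping subsets as columns, this test called 4439 genes by adjusted p and 232 with a log2 fold change over 1 in size. The quasi-likelihood test on the 5 simulated libraries called 0. With a coefficient of 0.1, the likelihood ratio test called 78 genes with a log2 fold change over 1 in size. No such simulation was run at the measured 0.452, which includes differences between the treatments. The 232 calls therefore do not size the part that comes from read subsets. With a treated condition in the place of the untreated one, the quasi-likelihood test on the 15 real columns gave as few as 323 genes (BLU-A) and as many as 4106 (BLA-A), against 1274. Read subsets counted as replicates may account for part of these calls, and the counts with other references do not settle how large a part.

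The deposited scores of the 4 sets were 0.628, 0.539, -0.712 and -0.649, and the ranking by signed -log10 p of the deposited test gave the same values to 3 digits. The ranking by log2 fold change gave 0.329, 0.337, -0.312 and -0.512. The ranking by signed -log10 p from the 5-library test gave 0.383, 0.416, -0.367 and -0.526. Of the 5860 terms, 718 had a nominal p under 0.05.

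Among the genes lower in all 4 treatments, 216 of 238 had under 2 CPM in each treated library. Reads from genes that are silent in these cells were counted on 1463 olfactory and vomeronasal receptor genes. They took 101.9 CPM in untreated cells and 61.7, 79.1, 37.2 and 65.4 CPM in BLA, BLU, BLA-A and BLU-A, so the untreated library had 1.29 times the highest treated one. The median span of the listed genes was 89.3 kb, against 29.4 kb in random lists matched on expression, above all of them (percentile 100). The list requires a log2 fold change of 1 in size in each treatment, and an excess of 1.29 times over BLU is smaller than that. An even excess of the measured size does not by itself put a gene past the threshold in BLU. The listed genes were not clustered within 5 Mb (percentile 27.1). With another library as the reference, the number of genes lower in all the others was as few as 84 (BLU-A) and as many as 854 (BLA-A), against 238, so 1 shared reference cannot be told apart from treatment. In simulated libraries, the genes other than the 200 changed ones that passed the threshold in the same direction in all 4, up or down, numbered 486 and 470 at a coefficient of variation of 0.45, 1 and 10 at 0.2 and 0 at 0.1. The measured lists hold 292 genes in both directions. The measured coefficient of 0.452 includes differences between the treatments, so how much of the lists comes from spread between libraries is not known.

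The 4 genes that passed the test over the 5 libraries were all lower in treated cells. Shc2 and Gm36303 had 3 or fewer counts in each treated library, while Slc9a2 kept 71 to 121 counts and Ptprz1 78 to 130. Loss of a stretch of the genome was tested on expressed genes within 200 kb. Their median log2 fold change was 0.09 for Shc2 (16 genes), 0.11 for Slc9a2 (4 genes) and -0.198 for Gm36303 (5 genes), so the median neighbour of these 3 genes did not fall below -0.5. Single neighbours did, with Fgf22 near Shc2 at -1.51 and Tmem182 near Slc9a2 at -1.29. Ptprz1 had no expressed neighbour, and for it the question stays open. No biological explanation was tested, and a difference between the untreated culture and the treated ones that existed before treatment could not be excluded.

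BLA-A had the most changed genes. Centring within 20 bins of gene span left 3340 changed genes in BLA-A, and centring on transcript GC content left 3171, each the most of the 4 treatments. Before centring the number among these 16347 genes was 3330. The correction for length moved this number little. After centring, BLA had the next highest number, 2528 for gene span and 2496 for GC content. BLA-A kept its rank, which argues against a shift of the values with length or GC content as its cause. Neither correction rules out an effect of length or GC content on the spread of the values. BLA-A also had the fewest genes with at least 10 counts, 16176 against 19638 in untreated cells, and COX1 took 1.29% of its counts. Condition and library are the same in this design, so a library property cannot be told apart from the treatment.

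Of the 69 tested genes that the paper names, 19 had an unadjusted p under 0.05. Adjusted over this list alone, 10 had an adjusted p under 0.05, and 1 over all genes. With Mbtd1 and Dyrk1a of the deposited member list added, 8 of 71 had one over the list. The paper chose these genes from the same data, so the first number shows no stability.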
